# Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption

**DOI:** 10.1371/journal.pone.0146257

**Published:** 2016-01-05

**Authors:** Maren L. Smith, Marcelo F. Lopez, Kellie J. Archer, Aaron R. Wolen, Howard C. Becker, Michael F. Miles

## Abstract

Long lasting abusive consumption, dependence, and withdrawal are characteristic features of alcohol use disorders (AUD). Mechanistically, persistent changes in gene expression are hypothesized to contribute to brain adaptations leading to ethanol toxicity and AUD. We employed repeated chronic intermittent ethanol (CIE) exposure by vapor chamber as a mouse model to simulate the cycles of ethanol exposure and withdrawal commonly seen with AUD. This model has been shown to induce progressive ethanol consumption in rodents. Brain CIE-responsive expression networks were identified by microarray analysis across five regions of the mesolimbic dopamine system and extended amygdala with tissue harvested from 0-hours to 7-days following CIE. Weighted Gene Correlated Network Analysis (WGCNA) was used to identify gene networks over-represented for CIE-induced temporal expression changes across brain regions. Differential gene expression analysis showed that long-lasting gene regulation occurred 7-days after the final cycle of ethanol exposure only in prefrontal cortex (PFC) and hippocampus. Across all brain regions, however, ethanol-responsive expression changes occurred mainly within the first 8-hours after removal from ethanol. Bioinformatics analysis showed that neuroinflammatory responses were seen across multiple brain regions at early time-points, whereas co-expression modules related to neuroplasticity, chromatin remodeling, and neurodevelopment were seen at later time-points and in specific brain regions (PFC or HPC). In PFC a module containing *Bdnf* was identified as highly CIE responsive in a biphasic manner, with peak changes at 0 hours and 5 days following CIE, suggesting a possible role in mechanisms underlying long-term molecular and behavioral response to CIE. Bioinformatics analysis of this network and several other modules identified *Let-7* family microRNAs as potential regulators of gene expression changes induced by CIE. Our results suggest a complex temporal and regional pattern of widespread gene network responses involving neuroinflammatory and neuroplasticity related genes as contributing to physiological and behavioral responses to chronic ethanol.

## Introduction

Alcohol abuse and dependence have significant health and social consequences. Alcohol Use Disorder (AUD) is characterized by chronic excessive alcohol consumption, often alternating with periods of abstinence. Previous studies over the last two decades have suggested that neuroplasticity occurring in the brain’s reward and stress pathways contributes to the development of AUDs, and that changes in gene expression may be an important molecular mechanism underlying such neuroadaptations [1–4].

Genomic approaches involving microarrays or RNA-seq, together with scale-free network analyses, have recently shown that gene networks of highly correlated expression patterns are associated with acute or chronic ethanol exposure in brain tissue derived from animal models and human autopsies [5–7]. Such networks often have conserved biological functions or regulatory mechanisms [8, 9] providing novel mechanistic information about the neural actions of ethanol and other drugs of abuse [10]. Additionally, network topology analysis allows the identification of highly connected “hub genes” that have been shown to provide key regulatory functions over expression networks [6, 8]. Applying such approaches to animal models of alcohol dependence could thus provide new understanding of mechanisms underlying associated neuroplasticity, and identify new therapeutic targets for intervention in AUDs.

Although no animal model fully recapitulates the clinical characteristics of AUD, efforts to more accurately reflect development of AUD have recently shown considerable progress in providing predictive validation for new therapeutic targets [11, 12]. One such widely used model is the chronic intermittent ethanol vapor (CIE) paradigm where rodents are exposed intermittently to cycles of ethanol vapor such that they experience repeated cycles of exposure and withdrawal [13–15]. Cycles of heavy use and withdrawal are seen in alcoholics [16] and are thought to be an important component underlying the neuroplasticity that results in compulsive heavy abuse and frequent recidivism seen with AUD. The CIE model has been shown to produce lasting increases in ethanol consumption as well as neurochemical, physiological and synaptic structural changes [14, 17, 18]. However, the model obviously uses a much shorter time frame for exposure (weeks-months) than seen in AUD, and oftentimes requires inhibitors of alcohol metabolism so as to maintain higher blood alcohol levels [19]. Earlier genomic studies of CIE exposure in mice indicated brain regional and time-dependent changes in gene expression that may contribute to the behavioral and physiological plasticity evoked by chronic intermittent ethanol exposure [20]. However, a detailed network level analysis of gene expression adaptations with CIE has not been performed. Such an approach could identify key regulatory hubs that may play a significant role in mediating behavioral and physiological consequences of CIE treatment.

Here we use the Weighted Gene Correlated Network Analysis (WGCNA) scale-free network algorithm to analyze a detailed time-course study of CIE-evoked changes in gene expression across multiple brain regions comprising the mesolimbocortical dopamine and extended amygdala pathways. These neural pathways are thought to have a pivotal role in the development of excessive ethanol consumption associated with dependence [2, 3]. We found both conserved and region-specific rapid waves of expression network changes occur across multiple brain regions after ethanol withdrawal. However, following prolonged withdrawal (7 days), the hippocampus and the prefrontal cortex show persistent expression network alterations. The functional and network topology analysis of such networks provides key targets for future studies aimed at elucidating mechanisms of behavioral plasticity occurring with CIE. In particular, we implicate a *Bdnf*-containing network in prefrontal cortex as a potentially important contributor to the neurobiology of progressive ethanol consumption associated with dependence.

## Materials and Methods

### Ethics Statement

All animal studies were approved by the Institutional Animal Care and Use Committee at the Medical University of South Carolina (MUSC) and conducted in accordance with the guidelines outlined in the NIH Guide for the Care and Use of Laboratory Animals [21].

### Animals and Chronic Intermittent Ethanol Exposure

Adult male C57BL/6J mice purchased from Jackson Laboratories (Bar Harbor, ME, USA) were individually housed in an AAALAC-accredited animal facility under a 12-hour light/dark cycle. Mice were given free access to food and water during all experimental procedures. After a 2-week acclimation period, mice (n = 48) were exposed to chronic intermittent ethanol (CIE) vapor or air in inhalation chambers, as previously described [14, 18, 19, 22]. Mice were divided into two groups of 24. One group (CIE) received ethanol vapor exposure for 16 hours/day for 4 days while the other group was similarly handled but received only air exposure in the inhalation chambers (Control; Ctrl). For CIE mice, ethanol was volatized by passing air through an air stone submerged in 95% ethanol. Chamber ethanol concentrations were monitored daily and air flow was adjusted to maintain ethanol concentrations within a range (10–13 mg/l air) that has been shown to yield stable blood ethanol concentrations (175–225 mg/dl) in C57BL/6J mice [14]. Before each chronic ethanol exposure cycle, intoxication was initiated in the CIE group by administration of ethanol (1.6 g/kg), and blood ethanol concentration was stabilized by injection of the alcohol dehydrogenase inhibitor pyrazole (1 mmol/kg). Both ethanol and pyrazole were administered intraperitoneally (i.p.) in a volume of 0.02 ml/g body weight. Ctrl mice were handled similarly, but administered saline and pyrazole (i.p.) prior to being placed in control chambers that delivered only air (no ethanol vapor). Thus, all mice received the same number and timing of pyrazole injections prior to final removal from the inhalation chambers. Following 4 days in the inhalation chamber, mice underwent 7 days of complete abstinence from ethanol. At the end of the abstinence period, mice were returned to the inhalation chamber to begin the next cycle of CIE. This pattern of 4 days CIE (or control air) exposure followed by 7 days abstinence was repeated for four complete cycles (Fig 1A). No animals had visible signs of ill health and there was no animal mortality during the experimental manipulations.

**Fig 1:**
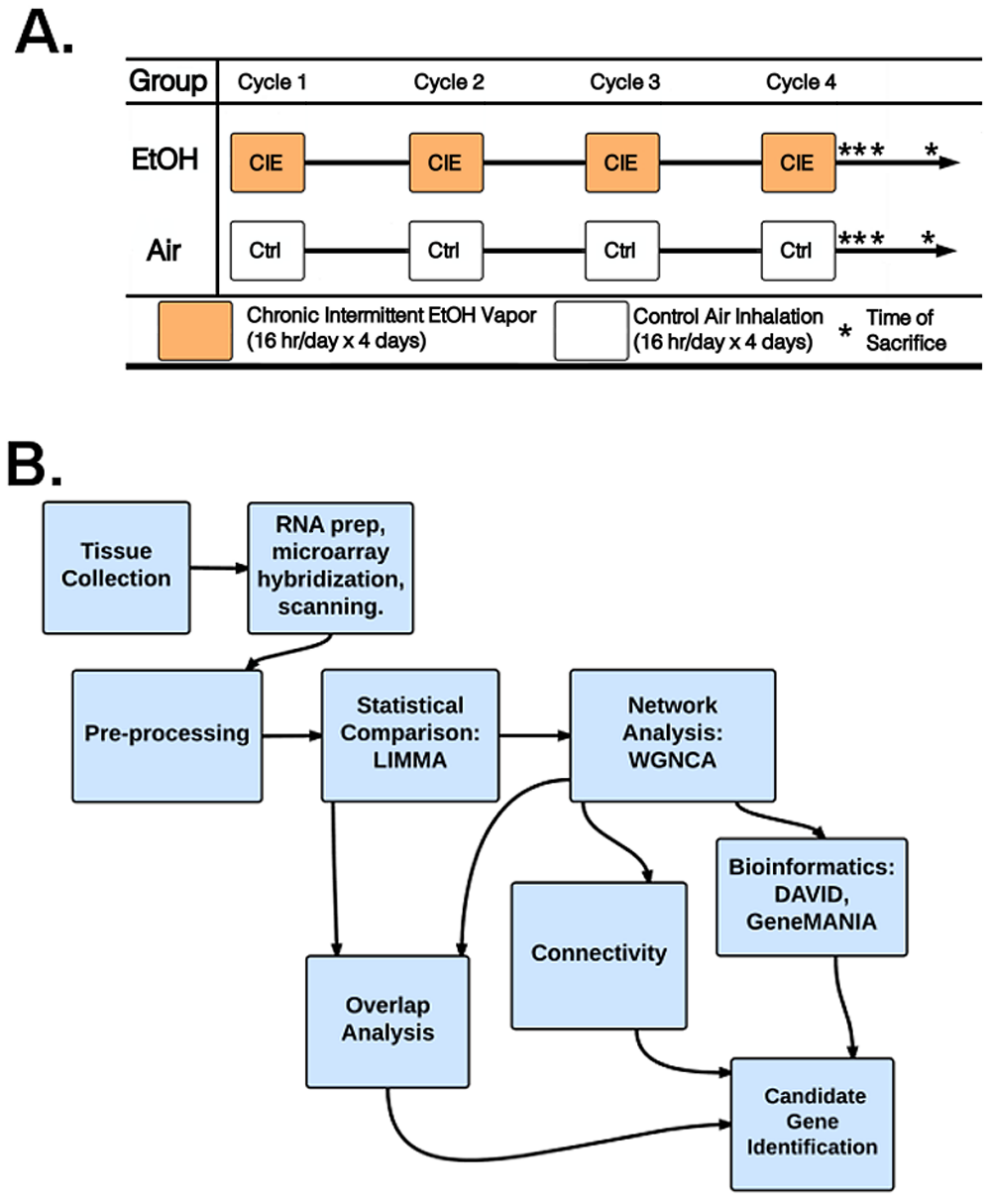
Schematic representation of experimental design and analysis.

### Tissue Harvesting and RNA Isolation

Immediately following the last cycle of air or ethanol exposure as above, mice were removed from the inhalation chambers and euthanized at the appropriate time point by decapitation. Time points collected were 0, 8, and 72 hours (h) and 7 days (d), with n = 6 for each treatment/time group (Fig 1A). Following decapitation, mouse brains were immediately extracted from the skull, chilled on ice and dissected as described previously [20]. Tissue samples were frozen on dry ice and stored at -80°C until processed for RNA isolation. Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Valencia, CA) exactly as described previously [20].

### Gene Expression Microarrays

The MUSC ProteoGenomics Core Facility processed RNA samples for microarray analysis using standard procedures as described by the manufacturer (Affymetrix, Santa Clara, CA). Samples were processed as a group by brain region with treatment groups and time points randomized to minimize batch effects. Gene expression was quantified with Affymetrix GeneChip^®^ Mouse Genome 430A 2.0 arrays. Scanning data was stored in CEL file format using Affymetrix Expression Console software, and these data files were transferred to Virginia Commonwealth University (VCU) for further analysis. Raw data files (CEL files) and RMA normalized expression values for all brain regions have been submitted to the Gene Expression Omnibus (GEO) database under accession number GSE5217.

### Microarray Analysis

Affymetrix GeneChip^®^ Mouse Genome 430 2.0 arrays were analyzed using The R Project for Statistical Computing (http://www.r-project.org/). RNA degradation, average background, and percent present probesets were used to assess array quality, and inspect for outlier arrays. Quality of each microarray was also assessed primarily by principal component analysis. Plots of first principal component by second principal component allowed for visual identification of outliers and batch effects between arrays. Background correction and normalization were performed using the affy package for R [23]. Due to batch effects noted in principal component plots, microarrays were separated by RNA hybridization batch for initial normalization. Each batch was background corrected with the Robust Multi-array Average (RMA) technique and normalized by quantile normalization [24]. The second step involved subjecting all microarrays together to another round of quantile normalization. Finally, ComBat with hybridization group as the batch effect was used to remove any remaining batch effects reflected in the data [25]. The only exception to this procedure was the prefrontal cortex where repeat group was used as only the batch effect correction factor.

### CIE Responsive Genes

CIE regulated genes were identified using the limma package for R [26]. Comparisons were made between CIE and Ctrl groups at each time point (0h, 8h, 72h, and 7d), and overall significance was determined by ANOVA. The Benjamini and Hochberg false discovery rate method (FDR) [27], was used to account for multiple testing. For the purposes of these studies, false discovery rates equal to or less than 0.01 were considered indicative of significant differences in gene expression between CIE and Ctrl mice.

### Weighted Gene Correlated Network Analysis

Weighted Gene Correlated Network Analysis (WGCNA) was used for scale-free network topology analysis of microarray expression data [8]. WGCNA was performed on each brain region independently with the WGCNA package for R [28]. Probesets were selected for WGCNA based on overall significance by ANOVA (FDRs equal to or less than 0.01). Any probeset found to be significant by ANOVA in any brain region was included, resulting in a total of 10,072 probesets used for WGCNA. Standard WGCNA parameters were used for analysis, with the exceptions of soft-thresholding power and deep split. A soft-thresholding power of 6 was used for all brain regions; this power was selected using methods described by Langfelder and Zhang [28]. WGCNA was performed with deep-split values of 0–3. Deep-split value was selected based on a multi-dimensional scaling (MDS) plot, which displayed first and second principal components. The criterion for deep-split value selection was that no modules showed overlap with each other by the MDS plot. Deep-split values of 3 were selected for all brain regions, except the nucleus accumbens, where a deep-split value of 2 was chosen. Modules were validated by bioinformatics analysis for over-represented biological functions (see below) and a statistical analysis based a permutation procedure outlined by Iancu et al. [29]. Briefly, the average topological overlap of probesets assigned to each module was compared to the average topological overlap of 100 bootstrapped modules comprised of randomly sampled probesets. Z-scores of average topological overlap between probesets assigned to the module, and modules comprised of random probesets were used to calculate p-values and false discovery rates (FDR). Modules with FDR values ≤ 0.2 were considered significant.

### Overlap Analysis

Overlap was determined between WGCNA modules and genes differentially expressed, as indicated by LIMMA FDR values equal to or less than 0.01 at each time-point. Fisher’s Test for Count Data [30] was then used to quantify the significance of overlap. WGCNA modules with Fisher’s Test for Count Data p-values ≤ 0.005 combined with odds ratios greater than 3 were determined to be significantly over-represented for differentially expressed genes at a certain time-point.

### Bioinformatics

Modules identified by WGCNA were examined for function using publicly available bioinformatics resources. The Functional Annotation Chart tool from DAVID (http://david.abcc.ncifcrf.gov/) [25] was used to identify biological pathways highly represented by genes grouped into each module. GeneMANIA (http://www.genemania.org/) was also utilized for functional analysis through use of constituent genes in each module as query lists for validation in GeneMANIA derived networks driven by previously published biological data sources (microarray, protein-protein interaction and others) [31]. The miRvestigator Framework application (http://mirvestigator.systemsbiology.net/) [32] was then used to identify microRNAs that may regulate modules that significantly overlap with differentially expressed genes at 0h and 7d in the PFC and HPC. The PFC and HPC were chosen for microRNA target analysis because these regions showed an appreciable level of regulation with CIE at 7d. A complete workflow of microarray analysis from tissue collection through bioinformatics is represented in Fig 1B.

### Candidate Gene Identification

The prefrontal cortex and hippocampus were chosen for detailed candidate gene characterization because these brain regions showed both immediate and long-term (7d) CIE induced changes in gene regulation (Table 1). Previous studies have shown a sustained increase in ethanol consumption at 7d post multiple CIE cycles [14], indicating that expression differences found at this time-point may contribute to the alteration in ethanol consumption. We reasoned that prolonged ethanol exposure-induced changes in gene expression (0h) might induce long-lasting structural or functional components of synaptic plasticity and contribute to elevated ethanol consumption, even if those genes mRNA expression patterns decayed to baseline over the 7d withdrawal period. Therefore, we restricted our detailed bioinformatics analysis and candidate gene identification to genes that were included in WGCNA, and showed significant differential gene expression by LIMMA at 0h or at 7d (FDRs equal to or less than 0.01). Genes fitting these criteria were then ranked by scaled within module connectivity (kIM) as described by Langfelder and Horvath [28].

**Table 1:** Linear Models for Microarray Analysis of Gene Expression.

Brain Region	CIE 0h vs. Air 0h	CIE 8h vs. Air 8h	CIE 72h vs. Air 72h	CIE 7d vs. Air 7d
PFC	3277	1527	238	427
NAC	717	28	0	0
HPC	865	967	3	604
BNST	1079	251	195	0
CEA	62	79	0	1

Number of significantly differentially expressed probesets at each time-point (LIMMA FDR ≤ 0.01).

## Results

### Time-Course Gene Expression with CIE

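For the central nucleus of the amygdala (CEA), 48 male mice were measured, with 6 CIE and 6 Ctrl mice at each of 4 times after the last exposure (0h, 8h, 72h and 7d). CIE mice had passed through 4 cycles of ethanol vapor, each of 4 days at 16 h per day, with 7 days without ethanol between cycles. Ctrl mice breathed air and received pyrazole, an inhibitor of alcohol dehydrogenase, without ethanol. RNA of each mouse was hybridized to a single Affymetrix mouse array. The deposited values are the authors' log2 RMA expression values, quantile normalized and adjusted with ComBat for hybridization group. Array medians lay between 6.49 and 6.52 on the log2 scale. Precision is limited by the number of arrays per group. Over the 27783 values in the part of S5 Table that was read, the deposited values differed from those of the authors by at most 5.0e-05. Among the probesets, 34907 carried 1 gene symbol, 895 carried several and 9235 carried none. Genes are named here only from probesets with 1 symbol. All 8 groups were fitted together with limma, so that they shared 1 estimate of the spread per probeset, and CIE was compared with Ctrl at each time at an adjusted p of 0.01 or less. Gene lists were compared with the other genes by camera at an adjusted p of 0.05 or less. When the 12 arrays of a time were fitted alone, limma called 4 probesets at 0h and 2 at 8h. Marker genes of the choroid plexus, the secretory epithelium of the ventricles, spread widely over the arrays. Their mean standardised expression ran from -2.22 to 1.17 SD units, lay below -1 on 10 arrays, and 85.6% of its variance lay within the 8 groups. The CIE mean of this score minus the Ctrl mean was -0.275 at 0h, -0.516 at 8h, 0.259 at 72h and -0.826 at 7d, with adjusted p between 0.537 and 0.937 (exact permutation tests, two-sided). Single mice set much of these differences, which became 0.106 at 0h without CIE replicate 5, -0.855 at 8h without Ctrl replicate 8, -0.18 at 72h without Ctrl replicate 52 and -0.572 at 7d without CIE replicate 45.

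**Figure D1:**
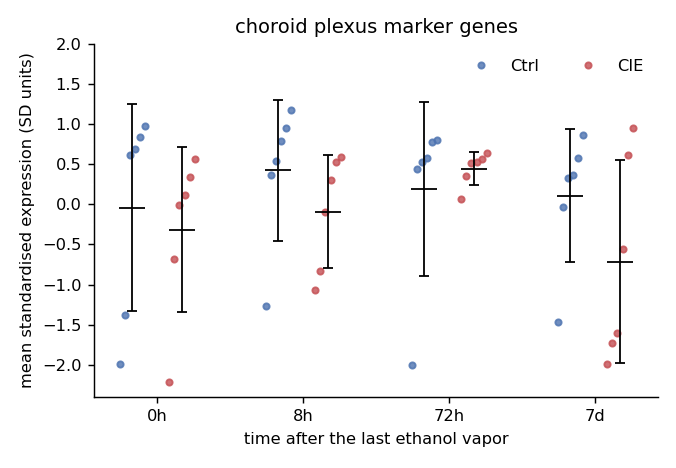
Mean standardised expression of 9 choroid plexus marker genes (SD units, vertical axis) in the CEA of each Ctrl mouse (blue) and CIE mouse (red) by time after the last ethanol vapor, with mean and SD of the 6 mice per group in black. Arrays below -1 occur in Ctrl as well as in CIE groups.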

Gene expression analysis with LIMMA identified significant differential expression between CIE and Ctrl groups. The majority of gene regulation in all brain regions was observed during the first 8h after the final cycle of chronic intermittent ethanol. 

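In the CEA, the genes that stood highest above Ctrl at 0h and 8h included those of a lipid droplet protein, class I histocompatibility antigens and proteins of the stress response. Genes of other functions, such as Ada, Zfand4 and Arrdc2, stood among them. Plin4, which encodes a coat protein of lipid droplets, was 3.49-fold higher in CIE mice at 0h (log2 fold change 1.80, standard error 0.23, n = 6 against 6, adjusted p = 1.53e-05 from limma) and 3.74-fold higher at 8h (log2 fold change 1.90, adjusted p = 5.17e-06), with 5 of 6 and 6 of 6 CIE mice above every Ctrl mouse. Ada, an enzyme that breaks down adenosine, was 2.46-fold higher at 0h (adjusted p = 0.00106) and Zfand4, a zinc finger protein, 2.31-fold higher (adjusted p = 0.00106). Fkbp5, a co-chaperone of the glucocorticoid receptor, rose by 0.80 on the log2 scale (adjusted p = 0.00133) and Pdxk, the pyridoxal kinase, by 0.77 (adjusted p = 3.1e-04). Among the genes that were lower at 0h, Rbm3, an RNA-binding protein induced by cold, fell by 1.40 in 1 probeset (adjusted p = 3.1e-04), against a rise in its most abundant. Fcrls, a gene of microglia, fell by 0.95 (adjusted p = 6.92e-05), Ecm2, a matrix protein, by 0.91, and Sc5d, an enzyme of cholesterol synthesis, by 0.65 in 1 of its probesets. The long noncoding RNA Firre, the ribosome biogenesis gene Brix1, the chaperonin-like gene Mkks, the protease gene Rhbdl2 and the nucleotide hydrolase gene Nudt5 fell by 0.47 to 0.66. The calls of Sc5d and Nudt5 did not hold with array weights (adjusted p = 0.0187 and 0.0227), nor those of Ecm2, Sc5d, Brix1, Mkks, Rhbdl2 and Nudt5 with the hybridization group as a block (adjusted p = 0.0132, 0.0421, 0.0173, 0.0132, 0.0102 and 0.0283). In all, 38 probesets were higher and 24 lower at 0h, and 63 were higher and 16 lower at 8h, while with the hybridization group as a block limma called 27 at 0h and 45 at 8h. Other settings raised the counts, to 771 and 2247 with the first residual component as a covariate. That component is by construction unrelated to the groups and only lowers the spread, so these counts may be too high. The counts also rose to 266 and 258 without the 10 arrays of low choroid plexus score. They rose to 753 at 8h with array weights and to 144 at 0h with the choroid plexus score as a covariate. At 72h limma called 0 probesets, beside 1696 at an unadjusted p under 0.05, and at 7d it called 1. Of the 62 probesets called at 0h, 58 differed in their effect between 0h and 72h when the test of that difference was adjusted over the calls, as did 74 of the 79 called at 8h between 8h and 72h, counts that follow in part from choosing the probesets by their early effect. Over all probesets, Plin4 was the single gene past the threshold in either test, and with the hybridization group as a block its adjusted p was 0.0101 between 0h and 72h and 0.00149 between 8h and 72h.

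**Figure D2:**
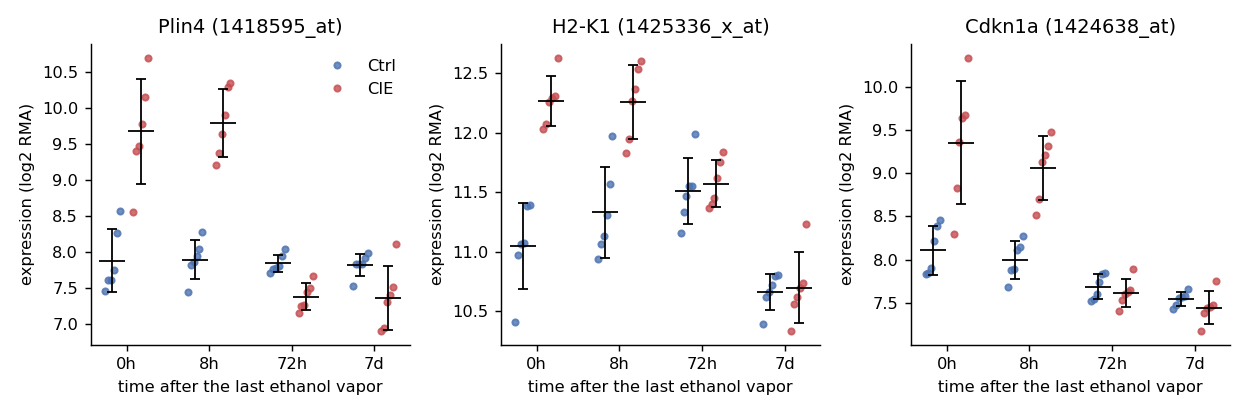
Expression (log2 RMA, vertical axis) of Plin4, H2-K1 and Cdkn1a in the CEA of each Ctrl mouse (blue) and CIE mouse (red) by time after the last ethanol vapor, with mean and SD of the 6 mice per group in black. Each gene is higher in CIE mice at 0h and 8h. The groups overlap at 7d.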

The prefrontal cortex (PFC) or hippocampus (HPC) showed the greatest number of CIE-regulated genes at any particular time point and they were the only regions to show expression changes at all time points. 

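By 72h and 7d, the genes that had stood highest in the CEA of CIE mice no longer stood above Ctrl. H2-K1, a class I histocompatibility antigen, had a log2 fold change of 0.00 at 72h (adjusted p = 1 from limma, n = 6 against 6) and 0.10 at 7d (adjusted p = 0.947), and Fkbp5 one of -0.13 and 0.05 (adjusted p = 1 and 0.962). Plin4 lay at -0.46 at 72h (adjusted p = 1) and at -0.46 at 7d (adjusted p = 0.789), with 6 of 6 and 5 of 6 CIE mice below every Ctrl mouse. For H2-K1, the Ctrl mean was 10.80 at 0h, 11.51 at 72h and 10.49 at 7d, and the CIE mean 12.1, 11.51 and 10.58. The Ctrl mean of H2-D1 was also higher at 72h (7.65) than at 0h (6.89). For these class I genes, the loss of the difference at 72h thus depends in part on the Ctrl mice. The Ctrl means of Plin4 (7.87 and 7.84) and Fkbp5 (9.435 and 9.427) hardly differed between 0h and 72h. At 7d, limma called 0 probesets higher and 1 lower, beside 2852 at an unadjusted p under 0.05. With the first residual component as a covariate it called 90 at 7d, 6 of them higher, and with array weights 22 at 72h. The residual component is by construction unrelated to the groups and only lowers the spread, so the 90 calls are not added evidence of a response. With the choroid plexus score as a covariate, the calls at 7d came from a single gene, 9630013A20Rik. Of the 62 probesets called at 0h, 37 had the same sign at 7d, as did 34 of the 79 called at 8h. The median log2 fold change of the 0h calls, signed by their direction at 0h, was 0.03 at 7d, and that of the 8h calls -0.05. In simulated data with the spread of these arrays, limma recovered 88 of 100 probesets changed by 1 on the log2 scale at 7d, and 60 of 100 changed by 0.5. These rates may not carry over to the real 7d arrays, where a random split called up to 626 probesets, against 2 false calls in the simulation. A further probeset of 9630013A20Rik had a log2 fold change of -1.36 at 7d and was not called (adjusted p = 0.0433 from limma).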

The contrasting response in PFC and HPC was particularly striking at the 7d time point where they each showed hundreds of post-CIE regulated genes while other brain regions were virtually quiescent (Table 1, S1–S5 Tables). Interestingly, the number of CIE-responsive genes at 7d in PFC and HPC were both greater than the numbers seen at 72h, suggesting a possible late withdrawal response or an unmasking of chronic CIE regulated genes following recovery from acute withdrawal. As an additional validation of the results from these current studies, we compared geneset membership of various time points and brain regions with those from a previously published initial analysis of expression responses to CIE [20]. In that analysis, PFC was also noted to have the most prominent responses at 0h following CIE, and HPC had significant withdrawal responses at 8h. Of these genesets, 48/284 genes overlapped with the PFC 0h responses in this current study (p = 0.00015) and 32/129 genes in HPC overlapped with the HPC 8h geneset (p = 6.01x10^-11^) in this current study (see S7 Table vs. S2 and S3 Tables in Melendez et al., 2011). This degree of cross-study validation is strong support for the importance of the network studies described below that were the major focus of this current work.

Comparison of overlaps in CIE-regulated gene sets either across time points within a brain region or across brain regions within a single time point revealed patterns of co-regulation. 

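The probesets called in the CEA at both 0h and 8h came from class I antigen genes, haemoglobin genes and single genes of several functions. Of these 23, 17 were higher at both times, from H2-D1 and H2-K1, which encode class I heavy chains, probesets annotated to several class I genes, Plin4, Hif3a, a hypoxia-related transcription factor gene, Cdkn1a, the cyclin D gene Ccnd3, Mfsd2a, a lipid transporter of the blood-brain barrier, and the cold-inducible RNA-binding protein genes Cirbp and Rbm3. Another 6 were lower at both times, from Fcrls, Tsga10 and probesets annotated to several haemoglobin genes. Independent lists of these sizes would share 0.0532 probesets higher and 0.00853 lower, and 0 probesets were called in opposite directions. All 62 probesets called at 0h had the same sign at 8h, and 75 of the 79 called at 8h had the same sign at 0h. Over the 0h calls, log2 fold changes at 0h and 8h correlated at r = 0.959 across probesets, which are not independent replicates. Hif3a was 0.96 higher on the log2 scale at 0h (adjusted p = 0.00386 from limma, n = 6 against 6, 0.0148 with array weights and 0.0209 with the hybridization group as a block) and 1.19 higher at 8h (adjusted p = 2.63e-04), and Cirbp 0.69 and 0.57 higher (adjusted p = 1.53e-05 and 2.63e-04). The median size of the 0h calls was 0.71 on the log2 scale at 0h, 0.45 at 8h and 0.08 at 72h. With the 12 arrays of each time fitted alone, 0 probesets were called at both times, and with the hybridization group as a block 13. With this block the haemoglobin probesets lost their calls at 0h (adjusted p of 0.0108 to 0.0204). So did Ccnd3 and Mfsd2a at 0h (adjusted p = 0.0237 and 0.0132) and Tsga10 at 8h (adjusted p = 0.0216).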

In all brain-regions, the greatest amount of overlap across time periods was seen between 0h and 8h, but these patterns largely decayed by 72h in most brain regions (S6 Table). Only PFC showed significant temporal overlaps across all time points. In both the PFC and HPC, there were over 100 probesets with overlapping regulation at both 0h and 7d, indicating that many genes responding to CIE showed persistent changes following a prolonged withdrawal period (Fig 2, S6 Table). Across brain regions, there was overlap in gene sets most prominently at the 0 and 8h time points (Fig 2). However, across brain-regions at 7d, only three genes overlapped between the PFC and HPC and one gene between PFC and CEA (Fig 2). This finding shows long-term gene regulation after CIE is specific to individual brain regions. 

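In the CEA at 7d, the gene past the threshold was 9630013A20Rik, a long noncoding RNA gene known from newly formed oligodendrocytes. It was measured at 5.04 ± 0.38 (log2, SD, n = 6) in CIE mice and 6.77 ± 0.56 (SD, n = 6) in Ctrl mice, a log2 fold change of -1.72 (standard error 0.27, adjusted p = 0.00548 from limma), and every CIE mouse lay below every Ctrl mouse. Ctrl mice measured 5.92, 5.85 and 4.96 at 0h, 8h and 72h, so that the Ctrl mean was highest at 7d and the CIE mean at 7d lay near the Ctrl mean at 72h. Its other probesets had log2 fold changes of -1.36 (adjusted p = 0.0433) and -0.84 (adjusted p = 0.179). At 0h, 8h and 72h, 9630013A20Rik lay at 0.80, 0.40 and 0.47 (adjusted p = 0.237, 0.605 and 1). Its effect differed between 0h and 7d (adjusted p = 0.00133 over all probesets) and between 8h and 7d (adjusted p = 0.00853), and with the hybridization group as a block these were 0.0052 and 0.0233. The call did not hold with array weights (log2 fold change -1.39, adjusted p = 0.0315) or with the hybridization group as a block (log2 fold change -1.72, adjusted p = 0.022). It also did not hold without the 10 arrays of low choroid plexus score (log2 fold change -1.64, adjusted p = 0.277). That last fit left 3 CIE mice at 7d, so the loss of the call cannot be told apart from an effect of fewer mice.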

There was also no overlap seen between the PFC and BNST at 72h, suggesting that gene expression changes during late withdrawal were also brain-region specific (Fig 2). Thus, four cycles of CIE induced robust changes in gene expression across multiple brain regions that largely decay over a 72h withdrawal period, except for PFC and HPC where region-specific persistent changes were seen.

**Fig 2:**
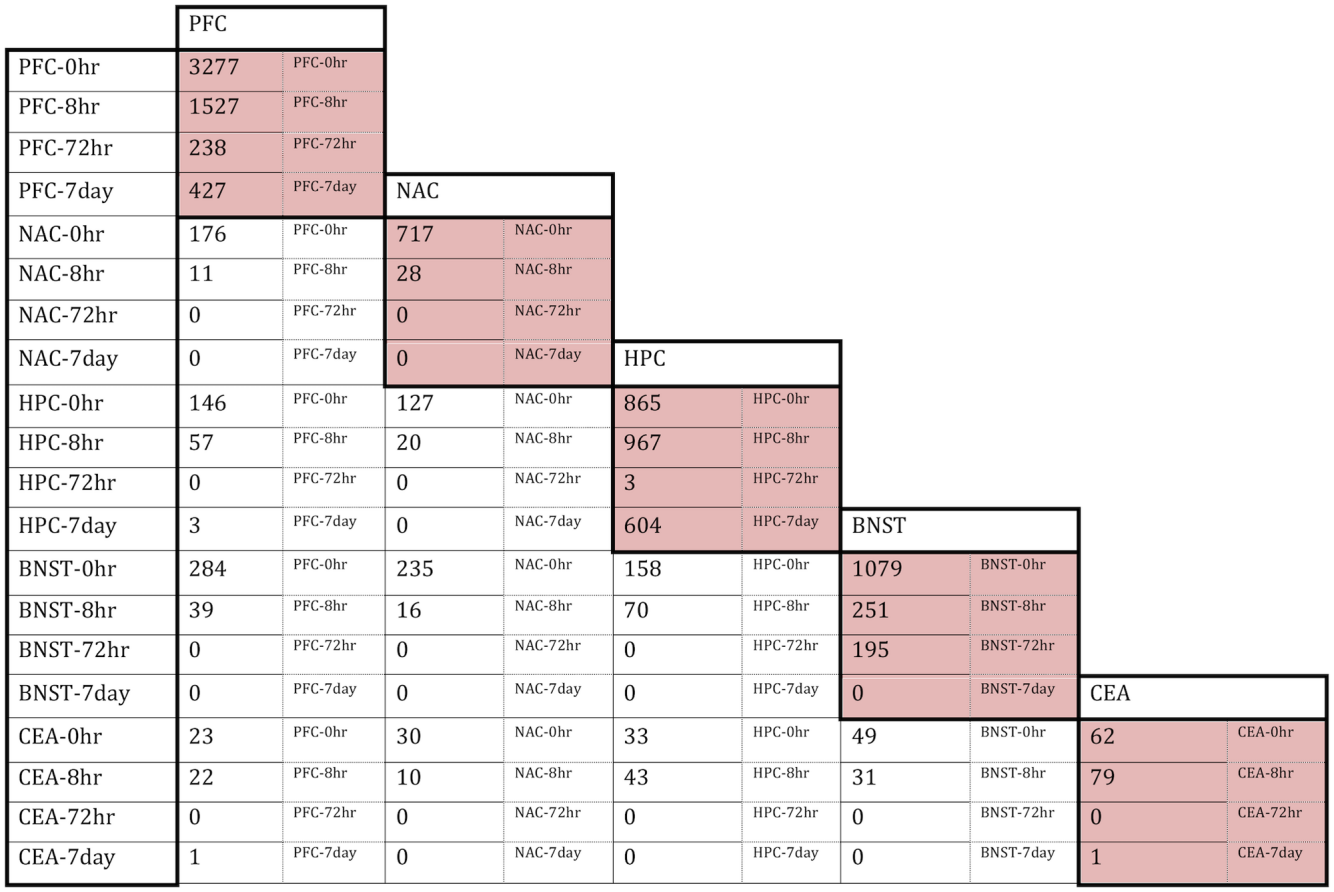
Overlap between CIE- regulated probesets at each time-point across brain regions. Table documents number of probesets significantly regulated by CIE (FDR ≤ 0.01) at each time point within individual brain regions (shaded cells) and overlap with same timepoints across other brain regions.

### Weighted Gene Correlated Network Analysis

WGCNA identified expression modules in each of the 5 brain regions studied. Similar to differential gene expression analysis, the PFC (n = 31) and HPC (n = 27) had the largest number of modules and CEA (n = 18) the least (Fig 3 and S1–S5 Figs). Module sizes varied from over 3000 probesets to less than 35 (Fig 3, S7 and S13 Tables). The vast majority of these modules were validated by statistical comparison of topological overlap versus randomly permuted genesets of the same size as an individual module (see Methods; S13 Table) or by bioinformatics analysis for biological over-representation (see below). As expected, the “grey” module in each brain region showed no statistical significance since these modules only contain genes not gathered into other modules. However, HPC was an exception, where only 15/26 modules (excluding grey module) reached statistical significance at an FDR ≤0.2.

**Fig 3:**
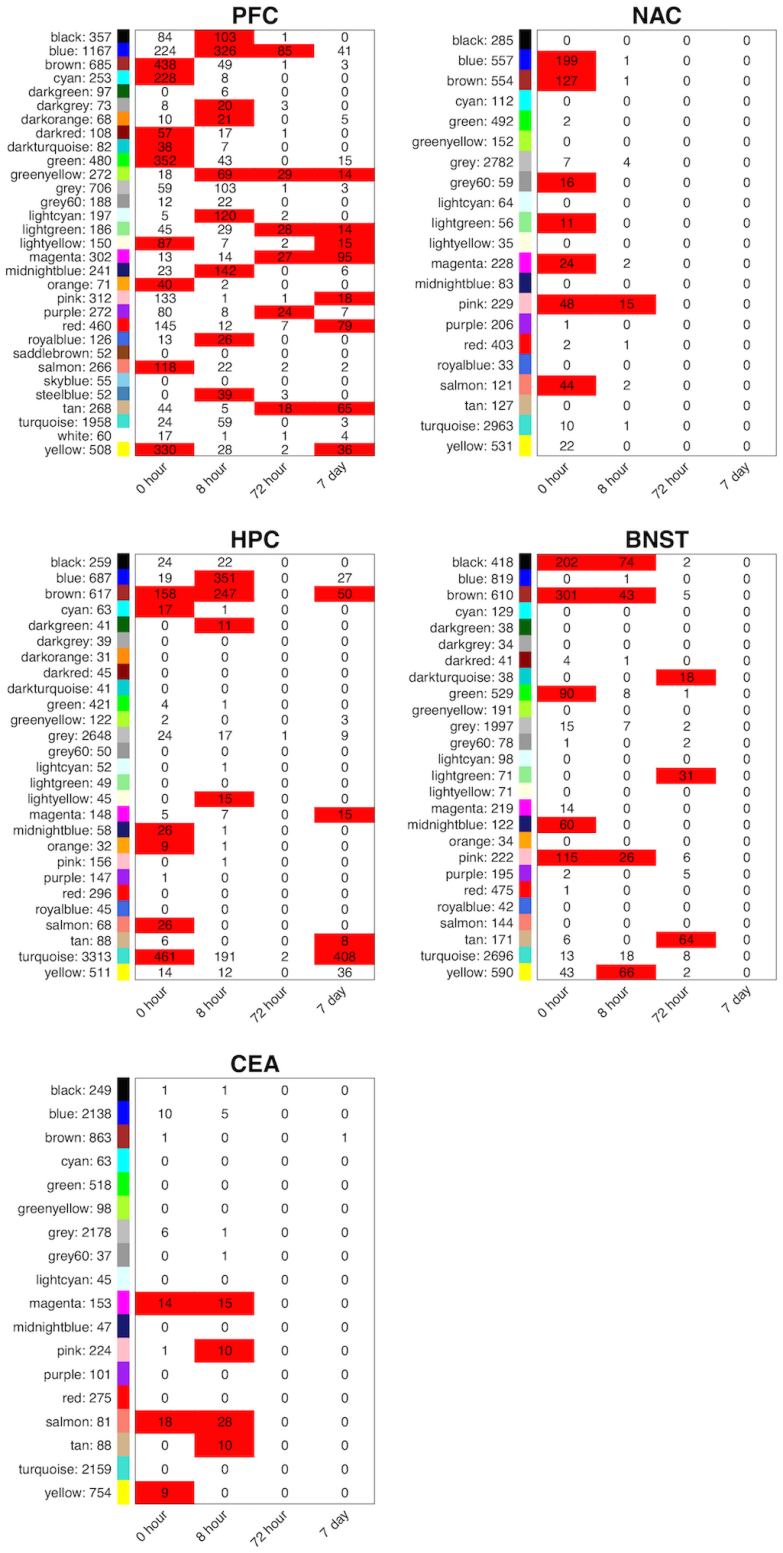
Overlap between CIE-regulated probesets and modules identified by WGCNA. Cell numbers indicate number of overlapping probe-sets, Cell color indicates significant overlap. Significant overlap: p-value ≤ 0.005 and Odds Ratio ≥ 3. Names and number of genes for each module are listed at far left columns within each brain region.

We next evaluated all modules for over-representation of genes regulated by CIE in the LIMMA analysis described above. Across all brain regions, 31 modules were significantly over-represented with genes regulated by CIE at 0h, 23 at 8h, 9 at 72h, and 13 at 7d (Fig 3, and S13 Table). Importantly, of the 13 modules in hippocampus that were over-represented with CIE-regulated genes at some time interval, only two (cyan and orange) had module topological overlap significance scores with FDR ≥ 0.2 (S13 Table). When genes within modules were summarized as “eigengenes” (first principal component of expression patterns for all genes in the module), a variety of temporal profiles were identified (Fig 4, S1–S4 Figs). The topology of kinetic profiles was most diverse in PFC and HPC while other brain regions mainly displayed module eigengene profiles that decayed to control levels by 8 or 72h post withdrawal (Fig 4). 

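In the CEA, genes of the salmon and tan modules stood above Ctrl at 0h and 8h on average and at or below Ctrl at 72h and 7d. The mean standardised expression of 41 genes of the salmon sheet of S12 Table, which holds stress-responsive genes such as Cdkn1a, Fkbp5 and Ddit4, lay at 0.335 SD units from Ctrl at 0h, 0.424 at 8h, -0.223 at 72h and -0.243 at 7d. The difference between CIE and Ctrl was 0.646 SD units larger at 8h than at 72h (adjusted p = 0.0151) and 0.558 larger at 0h than at 72h (adjusted p = 0.0559), in exact permutation tests of time within CIE and within Ctrl. These permutations ignore the hybridization groups, and the differences between times were not tested inside them. For 50 genes of the tan sheet, which holds chaperones of the endoplasmic reticulum such as Hspa5 and Manf, the difference was 0.293 at 0h, 0.676 at 8h, -0.228 at 72h and -0.42 at 7d, and it was 0.904 larger at 8h than at 72h (adjusted p = 0.107). The genes of both sheets were chosen by the study on these mice, and the sheets stand in for the modules, whose full membership was not used here.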

PFC and HPC were the exception with some modules displaying persistent or de novo expression changes at 7d in CIE-treated animals.

**Fig 4:**
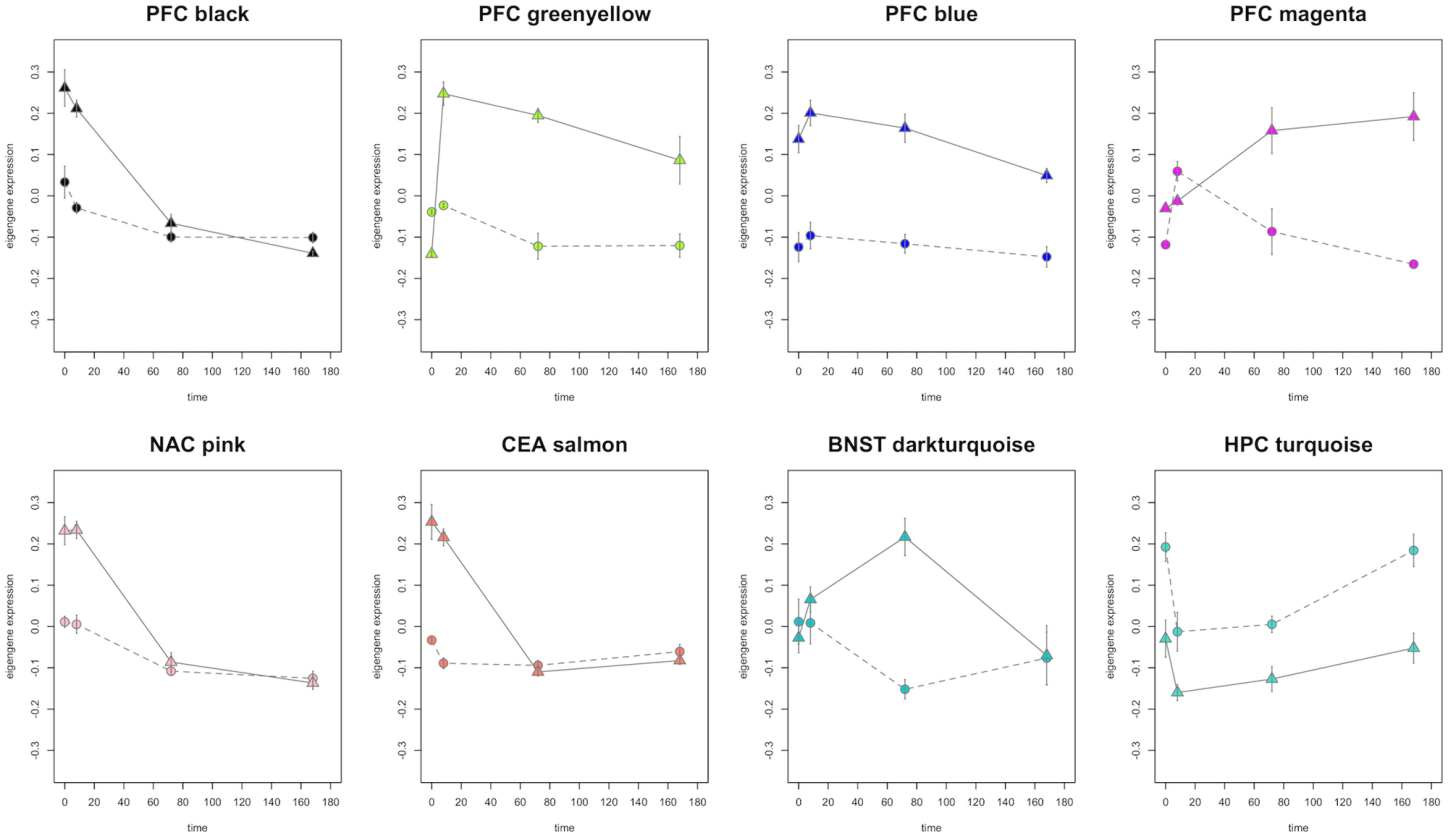
Representative kinetic profiles for module eigengenes. Module eigengene expression vs. time plots for the black, greenyellow, blue, and magenta modules in PFC, pink module in NAC, salmon module in CEA, darkturquoise module in BNST, and turquoise module in HPC. (detailed discussion of module functions in Results section). Triangle = CIE, Circle = Ctrl.

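In the salmon genes of the CEA, the first principal component, which stands for the eigengene, separated CIE from Ctrl mice at 0h and 8h, with 6 of 6 CIE mice above every Ctrl mouse at each time (exact permutation test, two-sided, adjusted p = 0.00866 at both times over 8 tests). The study chose these genes on these mice, so that the separation is not independent evidence. At 72h and 7d, the CIE and Ctrl mice overlapped (adjusted p = 0.315 at both). The plain mean of the same genes gave adjusted p of 0.104 at 0h, 0.0693 at 8h and 0.104 at 7d, and without the haemoglobin genes and Alas2, 0.0476, 0.0173 and 0.0433, with the CIE mean 0.304 below Ctrl at 7d. With the trend on the choroid plexus score removed, the plain mean at 7d had an adjusted p of 0.0231. For the tan genes, the first principal component at 8h had an adjusted p of 0.104. The plain mean at 8h had an adjusted p of 0.0779, with 3 of 6 CIE mice above every Ctrl mouse, and one of 0.0173 with the trend on the choroid plexus score removed. All these permutations ignore the hybridization groups. In pairs inside these groups, sign flips gave adjusted p of 0.214 for the salmon mean at each time and for the tan mean at 8h. The 5 pairs at 0h are too few for a p under 0.05, and the first principal component was not tested in pairs.

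**Figure D3:**
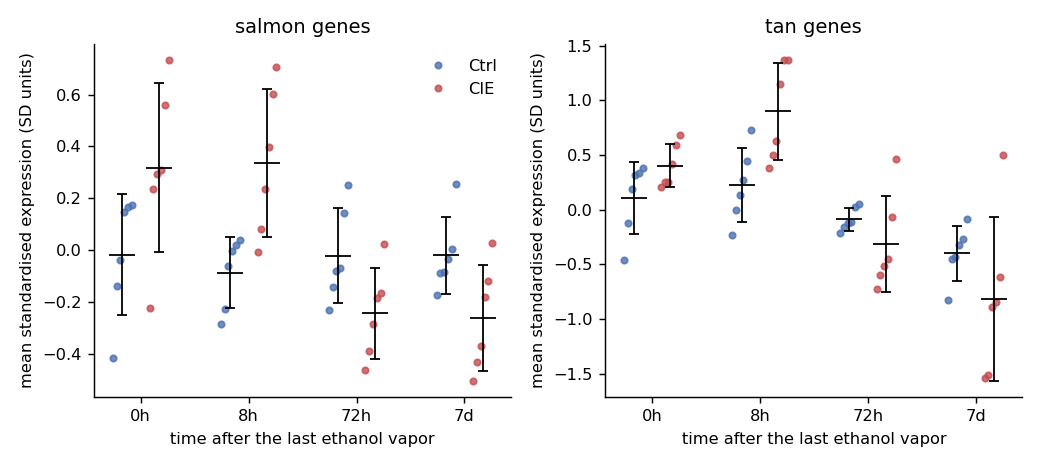
Mean standardised expression (SD units, vertical axis) of the salmon and tan genes in the CEA of each Ctrl mouse (blue) and CIE mouse (red) by time after the last ethanol vapor, with mean and SD of the 6 mice per group in black. The salmon mean is 0.335 SD units above Ctrl at 0h and 0.424 at 8h.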

### Commonly Occurring Biological Processes

Modules that significantly overlapped with differentially expressed genes at the 0h and 7d time points were chosen to discuss further bioinformatics analyses because these time points represent the initial and sustained responses to chronic ethanol exposure (Fig 3, S7 Table). However, over-representation analysis of all modules for all brain regions is contained in S8–S12 Tables. At the 0h and 7d time points, a number of gene ontology categories showed significant over-representation (p ≤ 0.05) across modules in multiple brain regions. This suggests more global functional changes produced by CIE being elicited at those time points. Gene Ontology categories were considered “commonly occurring” if they showed significant overlap with 10% or more of all WGCNA modules across brain-regions (≥12 modules). 10 GO categories were represented in 12 or more modules, and all of these were represented in all brain-regions studied (Table 2, S14 Table). Functionally, these 10 fell into 4 general categories: RNA processing (GO:0006397~mRNA processing, GO:0008380~RNA splicing), DNA damage response (GO:0006511~ubiquitin-dependent protein catabolic process, GO:0010942~positive regulation of cell death, GO:0006974~cellular response to DNA damage stimulus, GO:0006457~protein folding), development and differentiation (GO:0045596~negative regulation of cell differentiation, GO:0048732~gland development, GO:0051301~cell division), and chromatin (GO:0000785~chromatin) (Table 2). Of note, ubiquitination and RNA-spicing were two gene ontology functional categories identified in our earlier global study of CIE-regulated gene expression [20]. The two categories related to RNA processing contained several DEAD box proteins (S8–S12 and S14 Tables). These proteins are known to function as RNA helicases [33]. Serine/arginine matrix proteins (*Srrm1*, *Srrm2*, *Srrm3*) were also represented in these categories. Functionally, serine/arginine matrix proteins are involved in mRNA splicing [34–36]. These three genes have also been found to be regulated by ethanol in multiple brain-regions in mice and human alcoholics or correlated with ethanol consumption in previous genomic studies [6, 7, 37]. Many genes were represented within in the categories related to DNA damage. *Usp1*, *Ube2d3*, and *Tecb1* are just a few examples of genes within these categories that have also been found to be regulated by ethanol in cultured cells, mice, and rats [5, 38–40]. These results may in part be indicative of the genotoxic effects seen with high-dose ethanol exposure [41].

**Table 2:** Commonly Occurring Gene Ontology Categories.

GO Number	Number Modules	Number Brain-regions
GO:0006397~mRNA processing	17	5
GO:0006457~protein folding	16	5
GO:0008380~RNA splicing	15	5
GO:0000785~chromatin	14	5
GO:0051301~cell division	14	5
GO:0006974~cellular response to DNA damage stimulus	13	5
GO:0010942~positive regulation of cell death	12	5
GO:0048732~gland development	12	5
GO:0006511~ubiquitin-dependent protein catabolic process	12	5
GO:0045596~negative regulation of cell differentiation	12	5

Gene Ontology categories seen in ≥ 10% of modules across all brain-regions.

#### Prefrontal Cortex

Overlap analysis between WGCNA modules and CIE-regulated gene sets revealed 9 modules enriched for genes regulated by chronic intermittent ethanol at 0h in PFC (Fig 3). Many of these modules contained genes involved in regulation of the cell cycle and apoptosis (S8 Table). The salmon and green modules showed several GO hits related to neuronal development, differentiation, and neuronal function. Genes within these GO categories included *Bdnf*, *c-fos*, *Bcor*, *Ppp2r3a*, *Hdac9* (green module), and *Notch1*, *Sox21*, *Sema3f*, *Gata2*, *Hdac2*, *Bmpr1a*, *Mkks* (salmon module) (S7 and S8 Tables). A highly significant number of genes in the green module contained potential base pairing motifs (68% with 8 base motif; 92% with 6 base-pairing match) for mmu-let-7c-1 (Fig 5a and 5b). Bdnf occupied a highly interconnected central position in the green module (Fig 5b), while showing significant expression changes only at the 0h time point (Fig 5c). The salmon module similarly had 68% of the genes with 8 base-pairing motifs for sequences within the miR-181 family and the let-7 family (S15 Table). These motifs were also contained in miR-543, miR-318, and miR-539-3p.

**Fig 5:**
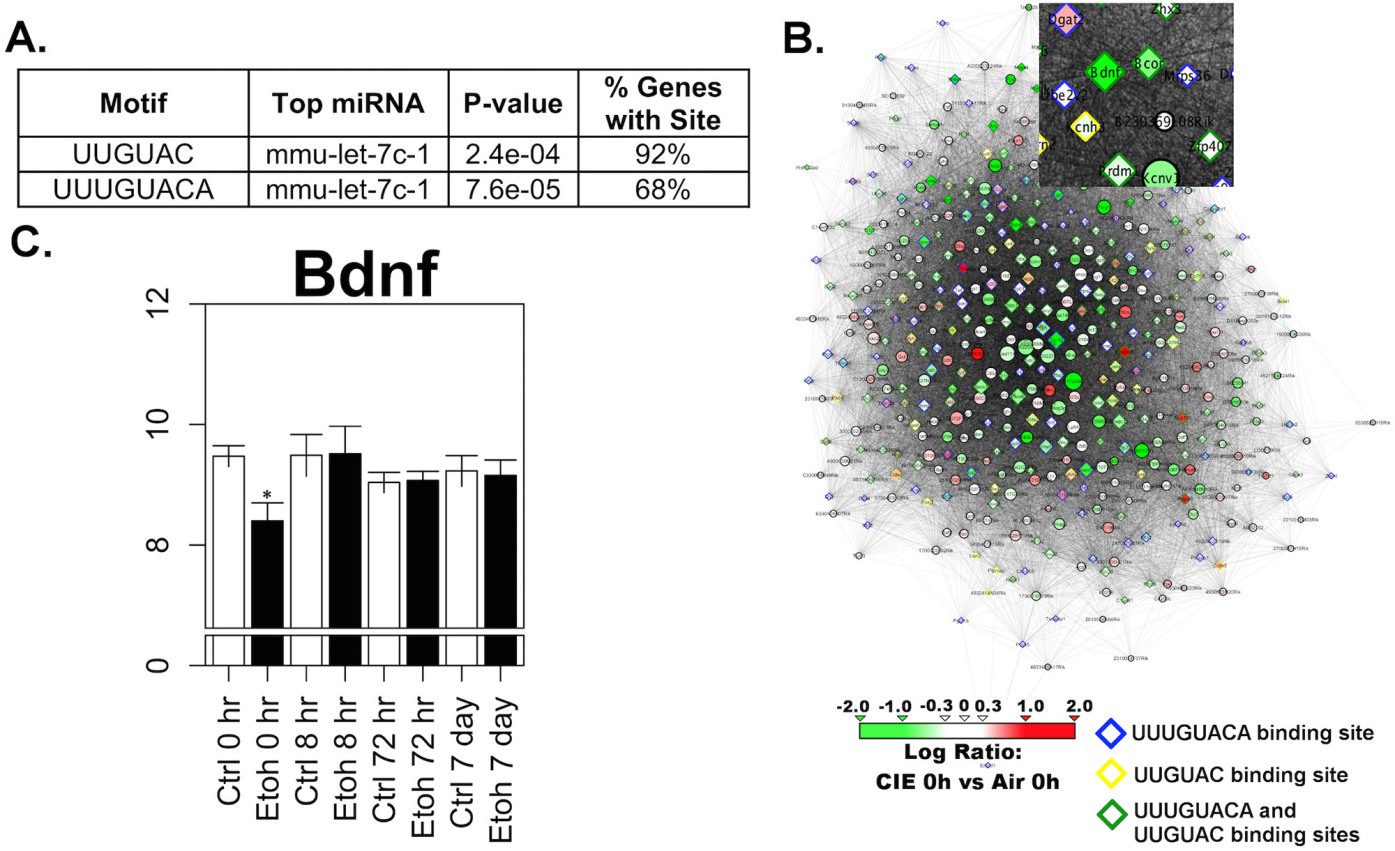
Bioinformatic analysis of PFC green module containing *Bdnf*. A) miRvestigator results of top miRNA motifs with complementary binding sequences in the PFC Green module. B) Network representation of the PFC Green module based on adjacency. Edge transparency indicates Pearson correlation coefficient. Node size reflects within-module connectivity determined by WGCNA. Node color indicates log-ratio of gene expression at 5 days CIE vs. Ctrl. Genes with mmu-let-7c-1 complementary sequences are highlighted. C) Average RMA value (log2 scaled, ±S.E.) expression of *Bdnf* at each time-point and treatment condition in the prefrontal cortex. (* = LIMMA FDR ≤ 0.05).

Given the potential role of Bdnf in mediating long-term plasticity underlying increased ethanol consumption after CIE [20, 42, 43], we performed further network analysis of the green module (Fig 6). Strikingly, while many genes in the green modules show significant changes in expression at the 0h time point (as seen with Bdnf—see Fig 5c), there was also a group of genes that showed changes at 0h and 7d (Fig 6b). Looking solely at genes within the green module that were significantly regulated at 7d, network connectivity analysis within control vs. CIE samples showed that this group had decreased a striking increase in connectivity in the CIE samples at 7d versus 0h, or compared to the control samples at 0h or 7d (Fig 6a). Module eigengene expression values for the green module genes significantly regulated at 7d reflected the bimodal pattern, with decreased expression in CIE samples versus control at 0h and 7d (Fig 6C).

**Fig 6:**
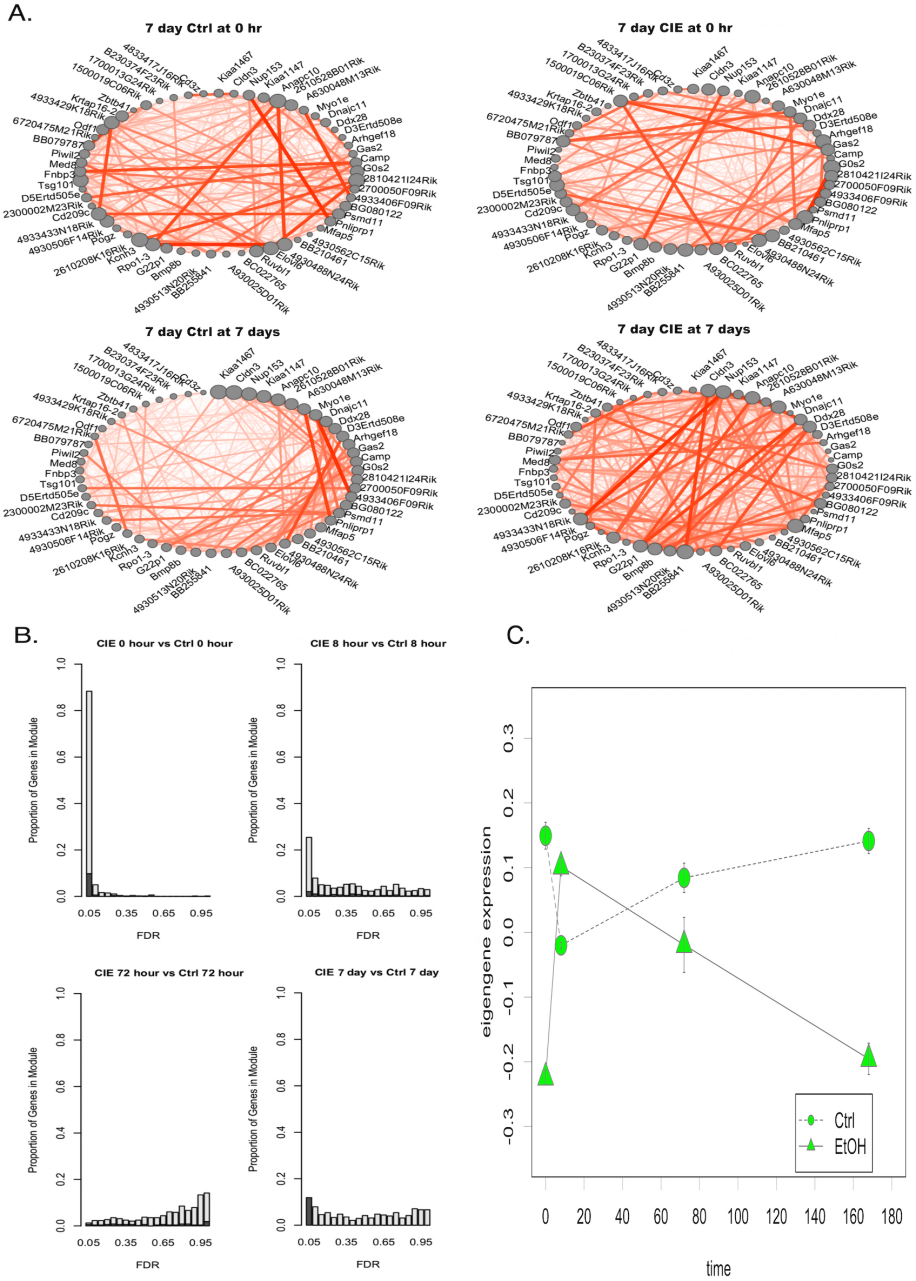
Network level analysis of PFC green module. A) Disruption of co-expression with CIE in genes regulated at 5 days (LIMMA FDR ≤ 0.05). Node size = within module connectivity. Ordered by within module connectivity at 5 days in Ctrl mice. B) Histograms for FDR of genes in PFC Green module at each time point. Dark grey = overlap of genes regulated at 5 days (LIMMA FDR ≤ 0.05). C) Eigengene expression time course for green module genes in control or ethanol (CIE) treated animals.

Two additional modules, lightyellow and yellow, were enriched for genes that showed significant differential expression between CIE and Ctrl at both the 0h and 7d time-points, but not at 8h or 72h (Fig 3, S1 Fig). This functional overlap mirrors the overlap between the 0h and 7d time points seen with gene lists by LIMMA analysis (Fig 2, S6 Table). Contained in the lightyellow module were genes involved in cell cycle regulation, nerve cell development, and organization of cell projections (S8 Table). The yellow module also included several genes related to cell cycle regulation and vesicular trafficking. The latter group included *Syn2*, *Syn3*, *Syt7*, and *Syt11* (S6 Fig) [44–47]. These modules may thus include biological pathways relevant to both immediate and long-term neuroplasticity resulting from CIE exposure, but not the physiological effects of withdrawal, since there was no overlap with genes regulated at the 8h and 72h time points that cover the interval of peak withdrawal [48, 49]. The PFC yellow module also contained a high percentage of genes (70%) with 8 base-pairing motifs for mmu-let-7c-1-3p, another let-7 family microRNA (S15 Table).

A total of 13 modules from PFC were enriched for genes regulated at the peak withdrawal time-points of 8 and 72h post-CIE (Fig 3, S7 and S13 Tables). Only 3 of these modules were enriched for genes significantly regulated both at 8h and 72h. These findings indicate that gene expression functional patterns changed significantly as withdrawal progressed. Those modules enriched for genes regulated at both withdrawal time-points contained genes involved in regulating cell proliferation and cell death (S8 Table). The black module, one of the modules significantly enriched at 8h but not 72h, contained genes involved in stress hormone response and hypothalamic-pituitary-adrenal signaling such as *Sgk1*, *Sgk3*, and *Nfkbia*. These genes were also regulated by acute ethanol in our prior studies [5, 6]. Three modules, lightgreen, magenta, and tan, were over represented at both the 72h and 7d time-points. The tan and lightgreen modules showed significant overlap (p-value ≤ 0.05) with GO categories related to T-cell mediated immunity (S8 Table), including *Il2*, *Il4*, *Igh-6*, *IGH-VJ558* and *Cebpg*. Regulation of these genes by ethanol has been demonstrated in mice and humans previously [7, 37]. These modules may thus reflect biological processes having longer lasting regulation by withdrawal, or they may represent long-term functional adaptations to chronic ethanol exposure that are only apparent in the absence of ethanol. If the latter is the case, then such immunoregulatory-laden modules could have an important role in long-term behavioral consequences of CIE.

Finally, 8 modules in the PFC were significantly overrepresented for genes differentially regulated only at 7d after the final cycle of CIE (Fig 3, S7 Table). All these modules contained genes associated with neurodevelopment or neurotransmitter release (S8 Table). The greenyellow, lightyellow, pink, and red modules also had several gene ontology (GO) hits related to calcium binding, and cytoskeletal organization and control. Similarly, GO hits related to the cell cycle and cell proliferation were identified in the pink, red, tan, and yellow modules. Finally, biological processes related to immune response were identified in the greenyellow and lightgreen modules. The gene co-expression networks identified by WGCNA in PFC and regulated by CIE, therefore appear to represent both the lasting neuroplasticity and neuroinflammatory responses to chronic ethanol exposure.

#### Nucleus Accumbens

Significant differences in gene expression between CIE and Ctrl mice in NAc were only found immediately after the final cycle of CIE exposure (0h) and during acute withdrawal (8h) (Table 1). Seven WGCNA modules were enriched for genes expressed at the 0h time-point (Fig 3, S2 Fig). Several of these modules showed overlap with GO categories related to cellular stress response, metabolism, chromatin structure and regulation of gene expression (S9 Table). For example, the salmon module contained genes significantly differentially expressed at 0h in the NAC (Fig 3) and was over-represented for functions involved in chromatin structure (S9 Table). Several genes in this general functional group of the salmon module (*Bptf*, *Mysm1 and Ube2b*) all were previously shown to respond to acute ethanol in mice [6]. The brown module also showed significant expression changes at the 0h time point and had a striking enrichment for genes involved in RNA splicing and processing (S9 Table).

#### Hippocampus

Hippocampus showed the second greatest amount of differential gene expression between Ctrl and CIE mice. This brain region was also the only one, besides the PFC, to show significant differential gene expression at both 0h and 7d (Table 1). Furthermore, the HPC had the largest number of genes showing differential expression at 7d (604) with the vast majority of these residing within the turquoise module (408/604; see Fig 3). Overall, 27 modules were identified by WGCNA in the HPC, and 5 of these were significantly overrepresented for genes regulated by CIE at 7d (Fig 3, S7 and S13 Tables, S3 Fig). All 5 of these modules were statistically significant on topological overlap analysis (S13 Table). Furthermore, there was a highly significant overlap of genes regulated at 0h or 7d in HPC. The 0h and 7d time points showed 796 and 556 genes, respectively, significantly regulated by CIE at FDR≤ 0.01 (Fig 3). These gene sets showed an overlap of 104 genes (p≤ 2.2 x 10–16; Fisher’s Exact Test), with 89 of these residing in the turquoise module (Fig 3, S7 Table).

The turquoise module in HPC was enriched for CIE-regulated genes at both the 0h and 7d time points and contained over 3000 genes, producing a complex bioinformatics analysis. Gene ontology analysis of the entire module showed strong over-representation for several functional groups potentially relevant to long term synaptic plasticity (S10 Table). These included extended groups of genes functioning in chromatin modification (Fig 7) such as histone acetylation (including *Baz2a*, *Brd8*, *Hdac4*, *Hdac6*, *and Myst3*), histone/DNA methylation (*Kdm6b*, *Kdm5c*, *Suv38H1*, *Suv420H1*, *and Dnmt3a*), chromatin remodeling (*Baz1b*, *Smarca4*, *Smarca5*, *SmarcaL1*, *SmarcC1*, *SmarcE1*), and histone/nuclear protein ubiquitination (*Ube2b*, *Ube2n*, *Ubn1*, *Usp16*, *and Usp22*). Similar results were found on over-representation analysis of only the genes showing CIE regulation (p≤ 0.05) at the 7d time point (S10 Table). Network connectivity analysis identified several highly connected hub genes in the HPC turquoise module, as discussed further in the Candidate Gene Identification section below.

**Fig 7:**
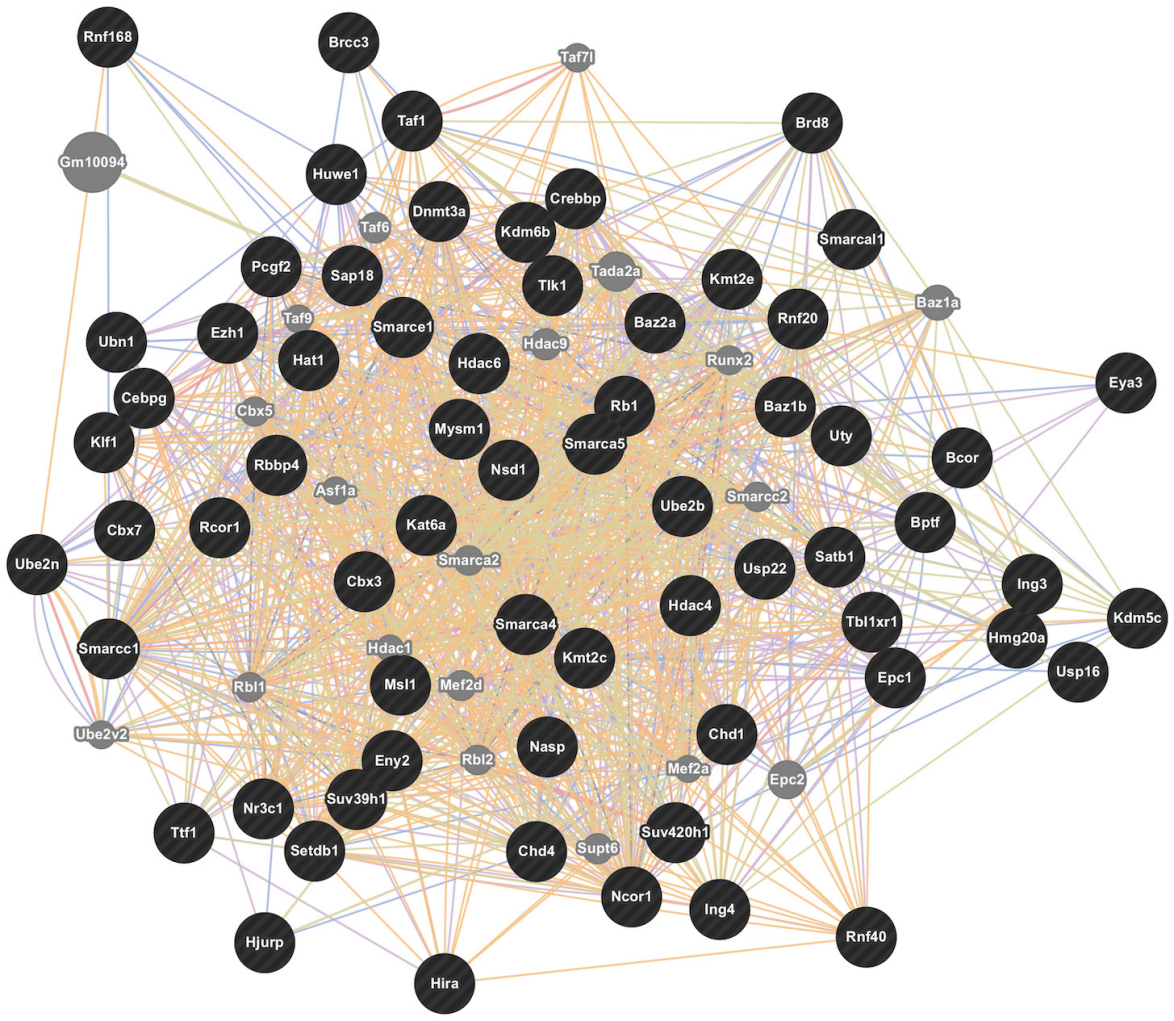
GeneMANIA analysis of genes from HPC turquoise module related to chromatin modification. Chromatin modification genes were identified from Gene Ontology analysis of the HPC turquoise module (S10 Table) and submitted to the GeneMANIA resource (www.genemania.org) for identification of network interactions using default criteria and databases.

Other HPC modules over-represented for genes regulated by CIE at 7d included the brown module, the only other module containing genes regulated at both 0h and 7d (Fig 3). This module contained genes related to immunity and cellular stress responses, including several genes encoding components of the major histocompatibility complex (S10 Table). Three HPC modules, magenta, tan, and yellow, were enriched for genes regulated by CIE at only the 7d time-point. The magenta module contained genes functioning in neurodevelopment, neuroplasticity, and synaptic transmission. These include *Vegfc*, *Notch1*, *Ppap2b*, *Scg2*, and several *Sox* family genes (S7 Fig) [50–54]. The yellow module also included genes known to be involved synaptic transmission such as glutamate receptors (*Gria1*, *Grik2*) and the D1 dopamine receptor gene (S7 and S10 Tables) [3, 55–57].

Of the HPC modules significantly overlapping with genes regulated by CIE only at 0h or 8h, most represented Gene Ontology hits seen in other brain regions such as immunity, cellular stress response, RNA splicing, transcription, and cell proliferation (S10 Table). Of note, our prior initial genomic analysis of CIE responses in hippocampus showed very prominent expression changes during acute withdrawal (8h) that included over-representation of genes involved in RNA splicing [20].

#### Bed Nucleus of the Stria Terminalis

The BNST was the only brain region other than PFC that showed significant gene regulation at 72h post-CIE (Fig 3, S4 Fig). Three modules were significantly overrepresented for genes regulated at only the 72h time-point. Two of these modules, tan and lightgreen, contained several genes related to neurodevelopment, and synaptic transmission (S7 and S8 Figs). These included *Ndrg1*, a myelin-related gene identified as an acute ethanol-responsive gene in our prior studies [5, 6, 58], (S7 and S11 Tables). The third 72h module, darkturquoise, contained genes related to the *Ras* GTPase intracellular signaling cascade. An additional 6 modules in the BNST (black, brown, green, midnightblue, pink, and yellow) were overrepresented for genes regulated by CIE at 0h, 8h, or both times (Fig 3, S4 Fig). Functionally, these modules contained genes overlapping with GO categories related to immune response, chromatin organization, transcription regulation, cell cycle control, and development (S11 Table).

#### Central Nucleus of the Amygdala

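In the CEA at 0h, 48 of the 62 called probesets carried 1 gene symbol and came from 39 genes. At 8h, 65 of the 79 called probesets did, from 51 genes. The others carried several symbols (10 at 0h and 8 at 8h) or none (4 and 6). At 8h, the genes that were lower in CIE mice included Hes5, a transcription factor of the Notch pathway, Fcrls, which fell by 0.72 on the log2 scale (adjusted p = 0.00344 from limma, n = 6 against 6), and Hbb-b2, a beta-globin gene, which fell by 0.69 in 1 of its probesets (adjusted p = 0.00373). The zinc finger gene Zfp319 fell by 0.57, the respiratory chain gene Cox7c by 0.52 and the predicted gene Gm11266 by 0.52. The mitochondrial phospholipase gene Pld6 and the gene C630043F03Rik each fell by 0.44 and Tsga10 by 0.41. In each of these genes, 5 or 6 of 6 CIE mice lay below every Ctrl mouse. The calls of Cox7c, Gm11266, C630043F03Rik and Tsga10 did not hold without the 10 arrays of low choroid plexus score (adjusted p = 0.0121, 0.019, 0.0147 and 0.0182) or with the hybridization group as a block (adjusted p = 0.0225, 0.0213, 0.0113 and 0.0216), nor did that of Hbb-b2 with the block (adjusted p = 0.0113). By the F test over the 4 times, 120 probesets passed an adjusted p of 0.01. At an adjusted p of 0.05, limma called 193 probesets at 0h, 165 at 8h, 0 at 72h and 2 at 7d. In simulated data, limma recovered 59 of 100 probesets changed by 0.5 on the log2 scale at 0h and 57 of 100 at 8h. Random splits of the real arrays called up to 32 probesets at 0h and 4 at 8h, against 0 false calls in the simulation. The simulated rates may thus not carry over to the real arrays.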

The CEA showed the least amount of differential expression between CIE and Ctrl mice at all time-points (Table 1) and, subsequently, fewer modules were identified by WGCNA than in the other brain regions (Fig 3, S7 Table). 

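Genes of the salmon sheet of S12 Table that rose in the CEA included Ddit4, an inhibitor of growth signalling, Sgk1, a kinase of ion transport and stress, Klf15, a metabolic transcription factor, and Xdh, which makes uric acid. At 8h, Ddit4 had a log2 fold change of 0.92 (adjusted p = 0.00318 from limma, n = 6 against 6), Sgk1 0.63 (adjusted p = 0.00543), Klf15 0.51 (adjusted p = 0.00569, and 0.0203 with the hybridization group as a block) and Xdh 0.94 (adjusted p = 1.13e-04). At 0h, the same genes had log2 fold changes of 0.62, 0.30, 0.43 and 0.57 with adjusted p of 0.105, 0.387, 0.0359 and 0.0288. Of 41 measured genes of the sheet, 6 were higher and 3 lower at 0h (17 and 9 when adjusted over the list alone), and 14 were higher and 2 lower at 8h (17 and 5 over the list alone). By camera the sheet was higher at 0h (adjusted p = 8.28e-04, and adjusted p = 0.181 with an estimated correlation) and at 8h (adjusted p = 7.05e-06, and adjusted p = 0.0646 with an estimated correlation). The study chose these genes on these mice, so the counts are not independent evidence.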

The CEA magenta and salmon modules were significantly enriched for genes expressed at both 0h and 8h post-CIE (Fig 3, S2 Fig). 

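Genes of class I antigen presentation lay above Ctrl in the CEA of CIE mice at 0h. B2m, the light chain of class I molecules, was 0.67 higher on the log2 scale at 0h (in 1 probeset, adjusted p = 0.00773 from limma, n = 6 against 6), and all 6 CIE mice lay above every Ctrl mouse. At 8h its other probeset was 0.60 higher (adjusted p = 0.0073). Neither call of B2m held with the hybridization group as a block (adjusted p = 0.0179 at 0h and 0.0244 at 8h). Tap1, which carries peptides into the endoplasmic reticulum, had a log2 fold change of 0.95 at 0h (adjusted p = 0.0619), and the immunoproteasome genes Psmb8 and Psmb9 had 0.90 and 0.78 (adjusted p = 0.141 and 0.116). Of 16 measured genes of a textbook list, 14 had positive fold changes at 0h, 3 were higher (8 when adjusted over the list alone) and 0 were lower. By camera the list was higher at 0h, with an adjusted p of 3.21e-11 and an adjusted p of 0.0349 with an estimated correlation, and the latter did not hold with the hybridization group as a block (adjusted p = 0.107). At 8h, 3 were higher (4 over the list alone), with an adjusted p of 8.97e-08 and an adjusted p of 0.0996 with an estimated correlation. At 72h and 7d the list was not called (adjusted p = 0.968 and 0.311). Of 7 measured class II genes, 0 passed limma's test at 8h, 6 were positive, and camera gave an adjusted p of 0.0126 (adjusted p = 0.516 with an estimated correlation).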

Bioinformatics analyses revealed that the magenta module contained genes related to immune response, particularly those encoding components of the major histocompatibility complex (S12 Table). 

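Genes that the paper links to cell death within the salmon module stood higher in the CEA of CIE mice, apart from Sod2. Cdkn1a, an inhibitor of the cell cycle, was 1.25 higher on the log2 scale at 0h (adjusted p = 1.48e-04 from limma, n = 6 against 6) and 1.06 higher at 8h (adjusted p = 0.00148). Ada was 1.30 higher at 0h, and at 8h it had a log2 fold change of 1.02 (adjusted p = 0.0165). Angptl4, a secreted inhibitor of lipoprotein lipase, was 0.78 higher at 8h (adjusted p = 0.00182), and Cebpb, a transcription factor of inflammation, 0.51 higher at 8h (adjusted p = 0.00315, and 0.0109 with the hybridization group as a block). Sod2, the mitochondrial superoxide dismutase, had log2 fold changes of -0.15 at 0h and -0.31 at 8h (adjusted p = 0.705 and 0.254). Of the 5 genes, 2 were higher at 0h and 3 at 8h. When adjusted over the list alone, 3 were higher at 0h, and 4 were higher and 1 lower at 8h. By camera the list was higher at 0h (adjusted p = 1.48e-06, and adjusted p = 0.00211 with an estimated correlation) and at 8h (adjusted p = 1.07e-06, and adjusted p = 0.00211 with an estimated correlation). The genes were named by the study from these mice and are not independent evidence.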

Analysis of the salmon module identified several GO hits related to cell proliferation through negative regulation of programmed cell death. NF-κB was also identified as binding partner to multiple genes within the salmon module (S12 Table). Thus, NF-κB represents a possible target for network modulation in the CEA (S10 Fig).

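Of the salmon genes listed as bound by NF-κB, Cdkn1a and Nfkbia, the inhibitor that NF-κB itself induces, rose in the CEA. Both also lie on a textbook list of genes that respond to glucocorticoids, all 26 of which had positive fold changes at 0h and 8h. Whether NF-κB raised them was not tested. Nfkbia was 0.68 higher on the log2 scale at 8h (in 1 probeset, adjusted p = 9.55e-04 from limma, n = 6 against 6), with 6 of 6 CIE mice above every Ctrl mouse, and its effect differed between 8h and 7d (adjusted p = 0.0017 over all probesets, and 0.0105 with the hybridization group as a block). At 0h this probeset had a log2 fold change of 0.30 (adjusted p = 0.323), and its most abundant probeset lay at 0.39 at 8h (adjusted p = 0.0297). Sapcd1, listed under its older name, had log2 fold changes of 0.25 and 0.35 at 0h and 8h (adjusted p = 0.322 and 0.0951). Of these 4 genes, too few for camera, 1 was higher at 0h (1 when adjusted over the list alone) and 2 at 8h (3 higher and 1 lower over the list alone). As genes that the study chose on these mice, they are not independent evidence. A textbook list of 23 NF-κB targets and cytokines shares Nfkbia and Sod2 with the study's genes. In it, 0 genes passed limma's test at 0h and 1, Nfkbia, at 8h (3 over the list alone). Camera gave this list an adjusted p of 0.2 at 0h and 0.00719 at 8h, where it was higher (adjusted p = 0.167 with an estimated correlation).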

The CEA yellow module was overrepresented for genes regulated at the 0h time point only. This module contained multiple genes related to neurodevelopment and synaptic transmission. 

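Of the synaptic genes that the paper lists for the yellow module, few moved beyond the spread between mice in the CEA at 0h. Ncs1, a calcium sensor of synapses, had a log2 fold change of 0.43 (adjusted p = 0.29 from limma, n = 6 against 6), Grm5, a glutamate receptor, 0.37 (adjusted p = 0.461), and Bdnf, a growth factor of neurons, 0.08 (adjusted p = 0.975). Of 19 measured genes, 15 had positive fold changes at 0h. 0 were higher and 1, Kif1b, was lower by limma, in a probeset that is not its most abundant. 0 passed when the most abundant probeset of each gene was adjusted over the list alone. Camera did not call the list at 0h (adjusted p = 0.0864), 8h (0.147), 72h (0.723) or 7d (0.139). The study listed these genes from these mice, and they are the part of the module that could be named here.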

Individually, only *Kif1b* was significantly regulated by CIE treatment in the CEA, but multiple other yellow module genes (including *Myo5a*, *Als2*, *Dlgap1*, *Egr3*, *Agtpbp1*, *Stx4a*, *Mecp2*, *Mylk2*, *Cacnb2*, *Lin7a*, *Psen1*, *Gria2*, *Trim9*, *Ssyn2*, *Chrna7*, *Ppp3ca*, *Bdnf*, *Grm5*, *Dlg4*, *Ncs1*, *Adra1a*, and *Lgi1*) were contained in 4 Gene Ontology categories related to synaptic transmission (S12 Table).

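Kif1b, a motor protein that carries synaptic vesicle precursors along axons, was lower in CIE mice at 0h in 1 of its 7 probesets. This probeset measured 7.78 ± 0.21 (log2, SD, n = 6) in CIE mice and 8.39 ± 0.19 (SD, n = 6) in Ctrl mice, a log2 fold change of -0.61 (standard error 0.12, adjusted p = 0.00881 from limma), and every CIE mouse lay below every Ctrl mouse. Its most abundant probeset had a log2 fold change of 0.06 (adjusted p = 0.902), and the remaining ones ran from -0.77 to 0.23 with adjusted p of 0.3 or more. At 8h, 72h and 7d the changed probeset lay at -0.28, -0.06 and -0.09 (adjusted p = 0.422, 1 and 0.901 from limma), and its effect did not pass the test of the difference between 0h and 8h (difference -0.33, adjusted p = 1). Myo5a, a motor of dendritic cargo, had a log2 fold change of 0.49 at 0h in 1 probeset (adjusted p = 0.0318) and 0.19 in its most abundant (adjusted p = 0.552). The call of Kif1b did not hold with array weights (adjusted p = 0.0152), with the hybridization group as a block (adjusted p = 0.0477) or without the 10 arrays of low choroid plexus score (log2 fold change -0.52, adjusted p = 0.0205).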

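At 8h, genes that protect the endoplasmic reticulum from misfolded proteins rose together in the CEA of CIE mice, while at 0h their median lay slightly below Ctrl. Manf, a secreted factor of this response, was 0.97 higher on the log2 scale at 8h (adjusted p = 0.00195 from limma, n = 6 against 6) and lay at 0.09 at 0h (adjusted p = 0.911). The Ctrl mean of Manf was itself highest at 0h, at 11.15, against 10.80 at 8h and 10.61 at 72h. For Manf, the contrast of 0h with 8h thus depends in part on the Ctrl mice. Hsp90b1 and Derl3 of this response also changed in Ctrl mice, by -0.72 and -1.29 from 0h to 72h. Xbp1, a transcription factor that drives the response, was 0.45 higher at 8h (adjusted p = 2.63e-04) and Ddit3, a transcription factor that promotes cell death under this stress, 0.59 higher (adjusted p = 0.00344, and 0.0113 with the hybridization group as a block). Of 28 genes of a textbook list of this response, 26 had positive fold changes at 8h, 8 were higher (11 when adjusted over the list alone) and 0 lower. By camera the list was higher at 8h (adjusted p = 2.29e-15, and adjusted p = 0.0257 with an estimated correlation), with a median log2 fold change of 0.22, and it was not called at 0h (median -0.05, adjusted p = 0.265), though with the hybridization group as a block it was lower there (adjusted p = 0.027, and 0.707 with an estimated correlation). The list was written after the sheets of S12 Table had been read, and 9 of its genes lie in lists made by the study. Of the other 19, 17 had positive fold changes at 8h, with a median of 0.21 (camera, p = 0.00356 with an estimated correlation). Of the 79 probesets called at 8h, 4 differed in their effect between 0h and 8h when adjusted over those calls. Over all probesets limma called 0 in this test, beside 1459 at an unadjusted p under 0.05, so that for most genes an effect at 8h alone was not shown. Of 50 tan genes, 7 were higher and 0 lower at 8h (9 and 1 over the list alone), with an adjusted p of 8.98e-11 by camera (adjusted p = 0.167 with an estimated correlation). At 0h 0 passed limma's test, beside an adjusted p of 0.0238 by camera (adjusted p = 0.733 with an estimated correlation, and 0.563 with the hybridization group as a block). The study chose them on these mice, which is not independent evidence.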

Two modules, pink and tan, were overrepresented for genes regulated by CIE only at the 8h time point, a time of peak withdrawal. 

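Each of the 6 stress genes named here for the tan module changed in the CEA at 8h. Hspa5, the main chaperone of the endoplasmic reticulum, was 0.79 higher on the log2 scale in 1 probeset (adjusted p = 0.00787 from limma, n = 6 against 6), with 6 of 6 CIE mice above every Ctrl mouse, and 0.60 higher in its most abundant (adjusted p = 0.0151). Creld2, a chaperone-associated protein, was 0.96 higher (adjusted p = 0.00756) and Herpud1, which helps to clear misfolded proteins, 0.77 higher (adjusted p = 1.13e-04). Dnajb9, a co-chaperone, was 0.40 higher (adjusted p = 0.00358), and Cebpb was higher as well. Hes5 was lower, at 6.14 ± 0.45 (log2, SD, n = 6) in CIE mice and 7.53 ± 0.30 (SD, n = 6) in Ctrl mice, a log2 fold change of -1.38 (adjusted p = 0.00182), and its other probeset lay at -0.92 (adjusted p = 0.099). At 0h, Hspa5, Creld2 and Herpud1 had log2 fold changes of -0.11, -0.09 and 0.31 in their most abundant probesets. The difference between 0h and 8h had p of 3.46e-04, 4.16e-04 and 0.00363 before adjustment, none of which passed over all probesets. In the Hspa5 probeset that rose by 0.79, Ctrl mice ran from 11.39 to 12.39 at 0h and from 11.45 to 11.90 at 8h. For Hspa5, the contrast of 0h with 8h thus depends in part on the Ctrl mice. The Ctrl mean of Creld2 hardly differed (9.23 and 9.13), and Ctrl mice ran from 9.57 to 10.22 and from 9.70 to 10.03 in Herpud1. By camera these 6 genes were higher at 8h (adjusted p = 8.97e-08, and adjusted p = 0.00271 with an estimated correlation). They were selected by the study on these mice and are not independent evidence. Adjusted over the list alone, 5 were higher and 1 lower. The calls of Hspa5, Creld2, Dnajb9 and Cebpb did not hold with the hybridization group as a block (adjusted p = 0.0107, 0.0147, 0.0137 and 0.0109).

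**Figure D4:**
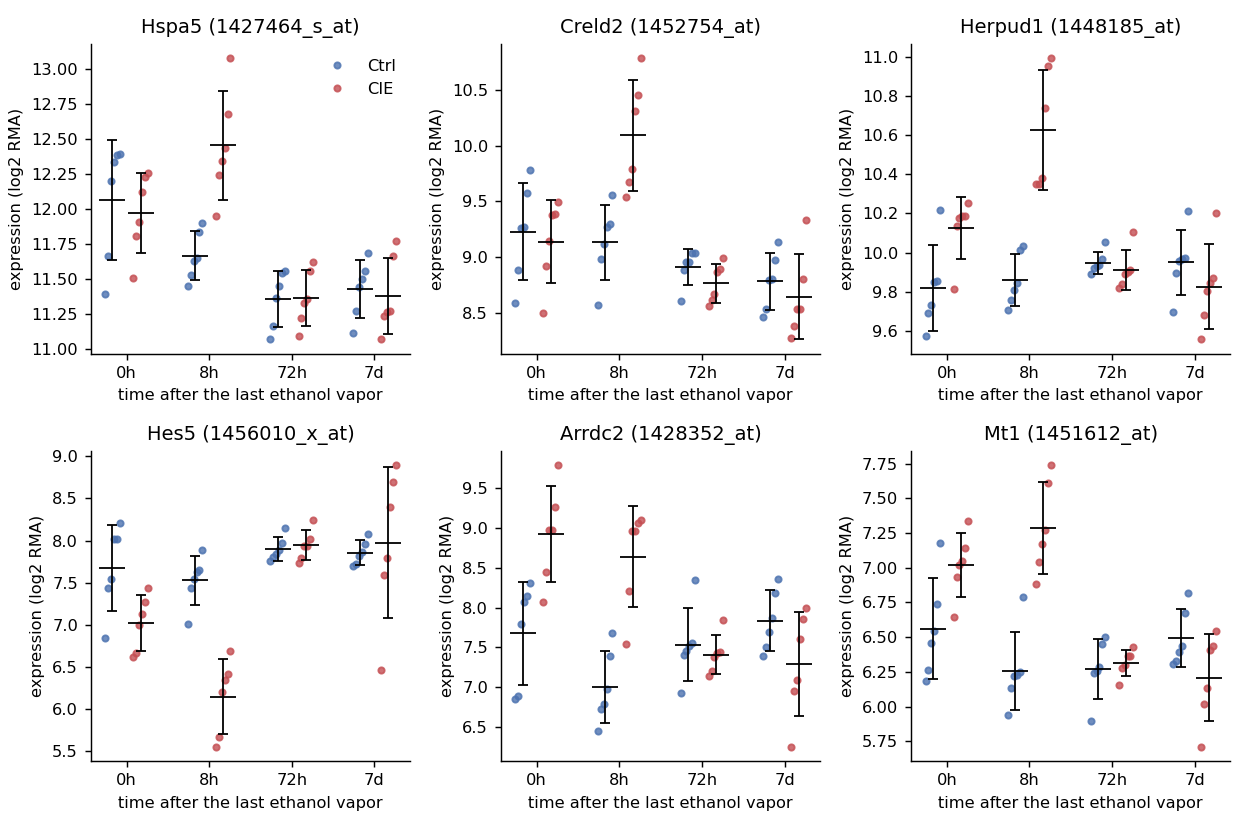
Expression (log2 RMA, vertical axis) of Hspa5, Creld2, Herpud1, Hes5, Arrdc2 and Mt1 in the CEA of each Ctrl mouse (blue) and CIE mouse (red) by time after the last ethanol vapor, with mean and SD of the 6 mice per group in black. At 8h Hes5 is lower in CIE mice and the other 5 genes are higher.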

The tan module was enriched with genes related to cellular stress response, many of which have been previously been associated with ethanol response in mice and humans (*Hsp5a*, *Cebpb*, *Dnajb9*, *Herpud1*, *Hes5*, *Creld2)* [5, 7, 37]. 

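The 5 pink genes listed in the paper rose in the CEA at 8h. Arrdc2, an arrestin-related protein, was 3.12-fold higher (log2 fold change 1.64, standard error 0.30, adjusted p = 0.00217 from limma, n = 6 against 6), and Mt1, a metal-binding metallothionein, 2.04-fold higher in 1 probeset (adjusted p = 2.38e-04) and 0.39 higher on the log2 scale in its most abundant (adjusted p = 0.0335). Tsc22d3, an anti-inflammatory target of glucocorticoids, was 0.97 higher on the log2 scale (adjusted p = 0.00298), and Htra1, a secreted protease, 0.70 higher in 1 probeset (adjusted p = 0.00858). Gclm, a subunit of the enzyme that limits glutathione synthesis, was 0.47 higher (adjusted p = 0.00265). The calls of Tsc22d3, Htra1, Gclm and Hmox1 did not hold with the hybridization group as a block (adjusted p = 0.0112, 0.0259, 0.0103 and 0.0266). At 0h Arrdc2 lay at 1.25 (adjusted p = 0.0377) and Htra1 at 0.69 (adjusted p = 0.0121). Of the 5 genes, 0 passed limma's test at 0h (3 when adjusted over the list alone), and 5 were higher at 8h (5 over the list alone). By camera the list was higher at 8h (adjusted p = 2.35e-12, and adjusted p = 0.00249 with an estimated correlation) and at 0h (adjusted p = 3.45e-06, and adjusted p = 0.0646 with an estimated correlation). These genes were picked by the study from these mice and are not independent evidence. Targets of Nrf2, the transcription factor of the antioxidant response, rose at 8h. Gclc, the partner of Gclm, was 0.49 higher (adjusted p = 2.38e-04), Hmox1, which degrades haem, 0.74 higher (adjusted p = 0.00973) and Srxn1, which repairs peroxiredoxins, 0.58 higher (adjusted p = 0.00323). Of 16 measured Nrf2 targets, 4 were higher (6 over the list alone) and 0 lower, with an adjusted p of 6.59e-08 by camera (adjusted p = 2.64e-04 with an estimated correlation), and at 0h the list was not called (adjusted p = 0.726). Of the called genes, Gclm is one of the pink genes and Srxn1 lies on the salmon sheet. The list was not tested without them.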

Analysis of the pink module also identified biological pathways representing cellular stress response, and included several genes previously identified as ethanol-responsive in brain, such as *Tsc22d3*, *Arrdc2*, *Htra1*, *Gclm*, and *Mt1* [7, 37] (S7 and S12 Tables).

### Candidate Gene Identification

To identify candidate genes for future study as major regulators of CIE-associated increased ethanol consumption, we focused attention on PFC and HPC where CIE-responsive genes (FDR≤0.05) were identified at 7d after removal from the vapor chambers. Furthermore, we identified hub genes having the highest scaled intramodular connectivity (kIM) (Tables 3 and 4, S17 Table), to focus on potential major regulators of network function [59].

**Table 3:** Prefrontal Cortex Candidate Genes.

ProbesetID	Gene Symbol	Within Module Connectivity	FDR CIE 7 days vs. Air 7 days
1439113_at	2410018L13Rik	1.000	0.003
1460202_at	Myoz1	1.000	0.003
1455946_x_at	Tmsb10	1.000	0.007
1422988_at	Sgsh	1.000	0.010
1436556_at	A930027H06Rik	1.000	0.011
1417711_at	0610012D09Rik	1.000	0.020
1418694_at	Kcmf1	1.000	0.033
1433996_at	Suv39h2	1.000	0.034
1425943_at	Nmur2	1.000	0.042
1432306_at	Rapgef5	0.985	0.013
1428006_at	Scfd1	0.979	0.044
1432615_at	Wdr37	0.976	0.001
1421837_at	Rps18	0.971	0.000
1430764_at	1700023F06Rik	0.931	0.014
1431466_at	4930553D19Rik	0.918	0.003
1446239_at	4921522A10Rik	0.908	0.001
1416893_at	Fam107b	0.898	0.033
1422166_at	Clec2i	0.895	0.005
1454088_at	5330411O13Rik	0.893	0.001
1443872_at	March2	0.892	0.034
1445578_at	Elovl6	0.887	0.005
1459149_at	Zfp809	0.881	0.013
1416154_at	Srp54	0.873	0.012
1459941_at	4933402J24Rik	0.871	0.017
1447850_x_at	Tex27	0.866	0.001
1432346_a_at	Cdh23	0.863	0.034
1423618_at	Bin1	0.857	0.005
1441289_at	C1orf54	0.842	0.000
1445973_at	C79461	0.839	0.001
1431332_a_at	Terf1	0.833	0.039

Top 30 most highly connected genes significantly differentially expressed 7 days (LIMMA FDR adjusted p-values ≤ 0.01) in the prefrontal cortex. Scaled module connectivity = within module connectivity/maximum number of connections possible as determined by WGCNA.

**Table 4:** Hippocampus Candidate Genes.

ProbesetID	Gene Symbol	Within Module Connectivity	FDR CIE 5 days vs. Air 7 days
1428941_at	Zmym2	1.000	0.027
1423065_at	Dnmt3a	1.000	0.007
1448940_at	Trim21	1.000	0.046
1426964_at	3110003A17Rik	1.000	0.034
1416897_at	Parp9	0.991	0.006
1429537_at	Srrp130	0.974	0.030
1420909_at	Vegfa	0.968	0.045
1451941_a_at	Fcgr2b	0.968	0.004
1447903_x_at	Ap1s2	0.967	0.027
1436343_at	Chd4	0.966	0.014
1439300_at	Chic1	0.962	0.020
1445499_at	Zc3h13	0.961	0.016
1460426_at	9430063L05Rik	0.957	0.018
1456316_a_at	Acbd3	0.956	0.008
1438069_a_at	Rbm5	0.955	0.018
1437638_at	Srrm2	0.950	0.004
1440375_at	5730419I09Rik	0.949	0.016
1456110_at	3010027A04Rik	0.947	0.018
1430599_at	Myt1l	0.943	0.006
1434055_at	Galnt9	0.942	0.038
1435477_s_at	Fcgr2b	0.942	0.004
1420402_at	Atp2b2	0.937	0.028
1438929_at	Actr1a	0.935	0.009
1423184_at	Itsn2	0.935	0.010
1451564_at	Parp14	0.935	0.041
1456262_at	Rbm5	0.934	0.023
1427401_at	Chrna5	0.933	0.005
1458147_at	Mamdc1	0.933	0.020
1438476_a_at	Chd4	0.926	0.005
1434020_at	Pdap1	0.924	0.010

Top 30 most highly connected genes significantly differentially expressed 7 days (LIMMA FDR adjusted p-values ≤ 0.01) in the hippocampus. Scaled module connectivity = within module connectivity/maximum number of connections possible as determined by WGCNA.

Genes regulated by CIE in PFC at 7d and within the top 30 highest kIM scores, included *Myoz1* and *Sgsh* (S17 Table, Fig 8), with the former only becoming significantly different from Ctrl at the 72h and 7d time points. This strongly supports a possible role for *Myoz1* in longer term adaptations resulting from CIE. Previous studies from this laboratory have shown *Myoz1* expression correlates with individual variation in ethanol consumption in C57BL/6 mice [60]. *Myoz1* is most highly expressed in skeletal muscle but brain microarray databases suggest widespread lower expression in brain (www.genenetwork.org). The protein associates with the actin cytoskeleton and may play a role in determining cell shape [61]. *Sgsh* has also been correlated with ethanol behaviors in previous studies [37, 62] and found to have altered expression in alcoholic brain postmortem tissue [7]. *Sgsh* is involved in glycosaminoglycan degradation and mutations in the gene cause mucopolysaccharidosis IIIa. As two of the most highly connected genes within their respective modules, *Myoz1* and *Sgsh* may represent important regulatory proteins within a biological pathway induced by chronic ethanol exposure.

**Fig 8:**
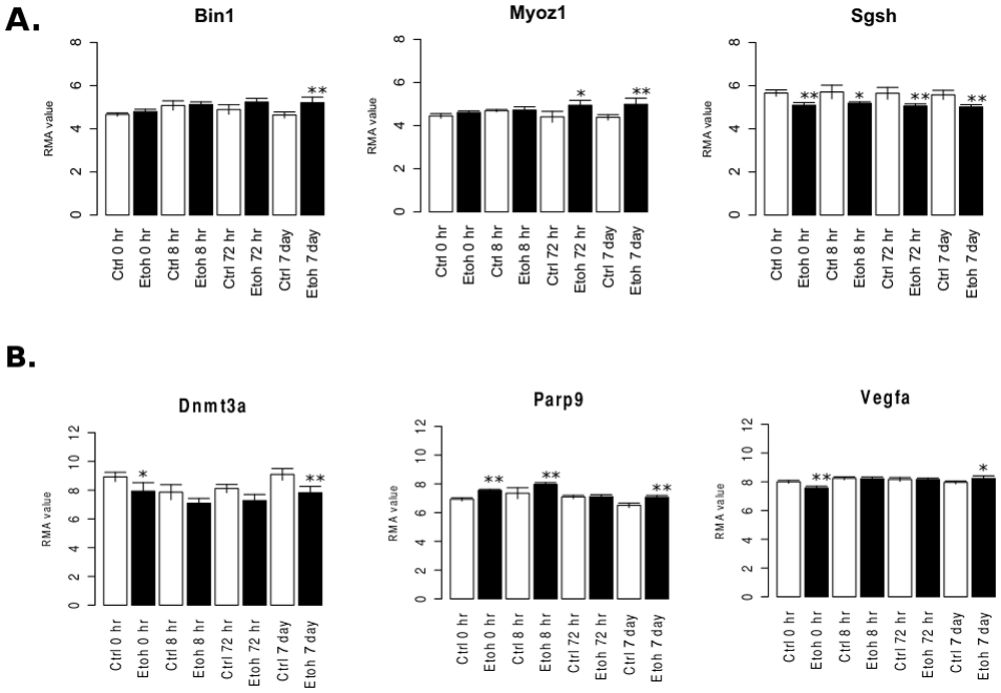
Expression patterns for representative candidate genes. A) Average RMA value (log2 scaled) expression of candidate genes at each time-point and treatment condition in the PFC cortex. (* = LIMMA FDR ≤ 0.05, ** = LIMMA FDR ≤ 0.01) B) Average RMA value (log2 scaled) expression of candidate genes at each time-point and treatment condition in the HPC. (* = LIMMA FDR ≤ 0.05, ** = LIMMA FDR ≤ 0.01).

In the HPC, 1352 of the 10,072 probesets used for WGCNA were regulated by CIE (FDR≤ 0.05) at 7d. Interestingly, 60% (19/30) of the top 30 most highly connected genes in the HPC were within the turquoise module (S17 Table), even when within-module connectivity was scaled by the number of total genes in the module. The highly connected genes in the turquoise module represent a variety of biological functions from DNA processing to vesicle trafficking (Table 4, and S10 Table). Among the most highly connected genes in any HPC module were *Vegfa*, *Parp9*, and *Dnmt3a* (S17 Table, Table 4, Fig 8b). All these genes have previously been associated with ethanol responses in the literature [20, 62, 63]. Perhaps most strikingly regarding the highly interconnected turquoise module was the large subgroup of genes involved in chromatin modification (S10 Table). Fig 7 illustrates an external validation of this subnetwork, where the chromatin modification-related genes of the turquoise module were analyzed using the GeneMania bioinformatics tool (www.genemania.org) to illustrate connectivity between these genes using external data sources.

## Discussion

The investigation described in this manuscript employed a network-centric approach to identify brain region and time specific gene expression regulation by multiple cycles of chronic intermittent ethanol vapor exposure, an experimental model known to cause increased ethanol consumption [14, 15, 64]. Prior genomic studies have been conducted using similar vapor exposure models in mice and rats [20, 65], but this is first detailed network analysis to be performed on the time course of gene expression changes in this powerful behavioral model. Network analysis with WGCNA revealed modules of co-expressed genes regulated by CIE that showed remarkable time and brain-region specific expression patterns, with PFC and HPC showing the largest and most persistent expression changes. Functionally, chronic intermittent ethanol exposure and withdrawal caused time- and region-specific gene expression changes reflecting neuroplasticity, neuroimmunity, and neuroendocrine signaling responses to chronic ethanol. Additionally, our analysis suggests that possible mechanisms underlying persistent expression changes following chronic ethanol may involve regulation by miRNA and chromatin remodeling.

The prefrontal cortex and hippocampus were most affected by chronic ethanol, both in terms of number of differentially expressed genes at all 4 time-points, and as indicated by sustained gene expression changes at 7d post-CIE (Table 1; S1 and S17 Tables). Indeed, it was somewhat surprising that areas such as the BNST, CEA and particularly NAC did not show persistent changes induced by CIE. These regions did show strong responses at 0-8h after removal from the vapor chambers, particularly in regard to stress/inflammation-related functions (see below) and it is certainly possible that these mRNA expression changes evoked long-lasting translational or post-translational alterations that were relevant to long-lasting behaviors, but this will require additional study at the protein, structural or functional level to confirm such a hypothesis.

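In the CEA at 72h and 7d, several groups of cell type markers lay mostly below or mostly above Ctrl, but none of the lists tested was called at these times by camera with an estimated correlation. At 7d, all 15 measured marker genes of oligodendrocytes, the cells that form myelin, had negative fold changes, with a median of -0.36 on the log2 scale, 0 called by limma, and an adjusted p of 0.00205 by camera (adjusted p = 0.698 with an estimated correlation). All 9 choroid plexus markers also lay below Ctrl at 7d, with a median of -1.12 (adjusted p = 0.002 by camera, and adjusted p = 0.622 with an estimated correlation), as did 18 of 19 markers of endothelial and mural cells, with a median of -0.195 (adjusted p = 1.27e-05, and adjusted p = 0.149 with an estimated correlation). Other groups lay above Ctrl, at 7d 8 of 10 neuropeptides and markers of the CEA (median 0.745), and at 72h 10 of 10 markers of striatal neurons (median 0.38). With single mice left out, the medians nearest to 0 were -0.114 for oligodendrocytes (without CIE replicate 13, 1 of 15 positive), -0.799 for the choroid plexus at 7d, -0.145 for endothelial and mural cells, 0.453 for the CEA (7 of 10 positive) and 0.234 for striatal neurons (7 of 10 positive). The 26 glucocorticoid-responsive genes, all positive at 0h and 8h, had a median of -0.07 at 72h (adjusted p = 0.217) and -0.14 at 7d, where 5 were positive (adjusted p = 4.8e-04, and adjusted p = 0.51 with an estimated correlation). The tan genes were lower at 7d by camera (adjusted p = 1.25e-04, and adjusted p = 0.595 with an estimated correlation), with 0 passing limma's test.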

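In the CEA, genes that respond to glucocorticoids, the adrenal stress hormones, rose together at 0h and 8h. All 26 genes of a textbook list had positive fold changes at both times, with a median of 0.43 on the log2 scale at 0h and 0.52 at 8h. 4 were higher at 0h (14 when adjusted over the list alone) and 13 at 8h (18 over the list alone). By camera the list was higher at 0h (adjusted p = 2.25e-24, and adjusted p = 0.00211 with an estimated correlation) and at 8h (adjusted p = 8.99e-36, and adjusted p = 2.64e-04 with an estimated correlation). It was written after the sheets of S12 Table had been read and shares 11 genes with the salmon sheet. Cebpd, a transcription factor of acute inflammation, was 0.84 higher at 8h (adjusted p = 0.00667 from limma, n = 6 against 6, and 0.022 with the hybridization group as a block), with 5 of 6 CIE mice above every Ctrl mouse. Of 36 genes induced by interferon, 33 had positive fold changes at 8h and 31 at 0h, with medians of 0.41 and 0.17. 0 passed limma's test at either time (4 at 8h and 0 at 0h over the list alone), and camera gave adjusted p of 8.98e-11 at 8h and 0.00251 at 0h (adjusted p = 0.262 and 0.698 with an estimated correlation, and 0.0549 at 0h with the hybridization group as a block). Of 21 microglial markers, Fcrls alone passed limma's test, and it was lower, while 20 of the 21 had positive fold changes at 8h (camera, adjusted p = 0.00719, and adjusted p = 0.733 with an estimated correlation). At 0h the median was 0.11 but camera's direction was down (adjusted p = 0.997). From these early responses, the paper holds it possible that they evoked lasting changes after transcription.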

The findings presented in this study strongly implicate prefrontal cortex and hippocampus as brain regions most robustly influenced in terms of genomic regulation by CIE exposure, both at immediate time-points (0h) and after long-term abstinence (7d). The long-term changes in gene expression (Table 1, S1–S5 Tables) were of most interest because these possibly underlie behavioral responses to repeated chronic intermittent ethanol exposure, such as escalation of voluntary consumption observed in previous studies [14, 15]. Chronic heavy, and even moderate, ethanol intake has been shown to impair memory and hippocampal neurogenesis in humans and rodents [66, 67]. The hippocampus has also been implicated in withdrawal seizures, though there are mixed findings about the relationship between hippocampal atrophy with chronic heavy drinking, and onset and severity of withdrawal seizures [68–73]. Gene expression changes in the prefrontal cortex in response to both acute and chronic ethanol exposure have been demonstrated in mice and humans [5, 20, 65–67]. The prefrontal cortex's involvement in impulse control is hypothesized to underlie the ethanol seeking behaviors, increased consumption, and lack of control over intake associated with alcohol use disorders [74–76].

In contrast to the long lasting changes noted for PFC and HPC gene expression, chronic ethanol exposure and acute withdrawal, represented by tissue collected at 0-72h, affected all brain regions studied (Figs 2 and 3, Table 1). The greatest amount of overlap in differential gene expression, across all brain regions, also occurred at 0 and 8h (Fig 2). Functional over-representation studies showed, across all brain regions, an over-representation of genes involved in development, cell stress, programmed cell death, and immune responses at the 0h time point (S8–S12 Tables). 

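Among the class I genes called from probesets with 1 symbol, H2-K1 and H2-D1, which encode heavy chains, had the largest rise in the CEA at 0h. H2-K1 measured 12.11 ± 0.30 (log2, SD, n = 6) in CIE mice and 10.80 ± 0.56 (SD, n = 6) in Ctrl mice in 1 probeset, which is 2.49-fold (log2 fold change 1.32, standard error 0.22, adjusted p = 9.96e-04 from limma), and all 6 CIE mice lay above every Ctrl mouse. Its most abundant probeset was 1.22 higher on the log2 scale (adjusted p = 2.19e-05). H2-D1 was 3.09-fold higher in 1 probeset (log2 fold change 1.63, standard error 0.29, adjusted p = 0.00173) and 1.32 higher on the log2 scale in its most abundant (adjusted p = 3.1e-04). Its probeset with the smallest change lay at 0.08 (adjusted p = 0.802). At 8h, H2-K1 was 2.28-fold and H2-D1 2.95-fold higher (adjusted p = 0.00282 and 0.00294, the latter 0.0103 with the hybridization group as a block), and 4 of 6 CIE mice lay above every Ctrl mouse for each. The annotation used here names no probeset H2-L. Class I genes are close copies of each other, so that probes for H2-K1 and H2-D1 can bind transcripts of both.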

The CIE magenta module, in particular, showed striking over-representation for genes related to MHC class 1 antigen responses with an over 2-fold up-regulation of H2-K1 and H2-L at 0h (S12 Table). The HPC brown module showed similar results (S10 Table). While many of these responses resolved as withdrawal proceeded to 72h and 7d, both HPC and PFC had persistent regulation of genes relating to immune responses at 7d. The strong presence of immune response genes across time points and brain regions in this study on CIE is consistent with observations from expression profiling of human autopsy brain material from alcoholics and subsequently validated in animal models [77]. Additionally, multiple recent studies have reported that intermittent ethanol exposure in adolescent animals can induce persistent changes in ethanol behaviors, including in adulthood, and that neuroinflammatory responses are a critical aspect of these responses to ethanol [78]. Together, these studies have suggested that ethanol-evoked activation of brain inflammatory responses may not just be a toxic response to ethanol, but could also play an important role in neuroadaptations leading to compulsive consumption. Neuroimmune responses have previously been implicated in other forms of experience-induced or developmental plasticity [79].

A priori, it was assumed that CIE would regulate networks of genes related to synaptic function, plasticity or development as part of the molecular events leading to progressive ethanol consumption following CIE. Indeed, gene modules over-represented with such functional groups were detected and showed regulation by CIE particularly at early time points (S8–S12 Tables). The PFC salmon module was significantly enriched for immediate early genes at the 0h time-point and several gene ontology hits related to neurodevelopment (S8 Table). *Notch1*, *Sox2*, and *Bmpr1a* are among the genes in the PFC salmon module with known roles in neurodevelopment. In particular, these genes have been shown to be important for the process of adult neurogenesis [50, 80–82]. Neurogenesis continues to occur into adulthood in the lateral ventricles and the dentate gyrus of the hippocampus [83, 84]. Studies examining adult neurogenesis occurring in other areas of the brain, including the medial prefrontal cortex (mPFC), have had mixed results [85–91]; but it has been shown that chronic stress and chronic alcohol exposure lead to observable structural and functional changes in the mPFC [92–98]. The PFC salmon module in this data set, therefore, may represent the effect of CIE on neurogenesis in the PFC of adult mice.

The PFC green module also contained genes related to neuroplasticity, notably *Bdnf*. *Bdnf* has previously been studied as a potential candidate gene for the genesis of alcohol use disorders. Previous studies have shown that *Bdnf* regulates neurodevelopment [99], synaptic plasticity [100], and is regulated by several drugs of addiction including ethanol [5, 101–105]. In looking more closely at the time-course of *Bdnf* expression in the PFC after CIE, *Bdnf* was significantly down regulated with CIE at 0h, in agreement with several prior studies on either CIE or intermittent oral ethanol consumption [20, 42, 43]. However, between 8h and 72h, *Bdnf* mRNA levels returned to control levels such that at 7 days, *Bdnf* gene expression was not significantly different between CIE and Ctrl mice (Fig 5c, S1 Table). This does not exclude the possibility that changes in BDNF protein might persist for more prolonged withdrawal periods [106]. Additionally, we found that a subgroup of genes in the PFC green module (not containing *Bdnf*) did show altered expression at both 0h and 7d post-CIE (Fig 6b). This subgroup of PFC green module genes also showed network level increases in connectivity at 7d post-CIE (Fig 6a). This may be further evidence for the role of a *Bdnf*-related gene network in the long-term neuroadaptive events leading to increased ethanol consumption following CIE exposure.

Studies by two separate laboratories using the vapor chamber CIE model in rats [43] or the intermittent ethanol consumption model in B6 mice [42], recently showed that chronic intermittent ethanol down-regulates mPFC *Bdnf* expression via increasing expression of select microRNA species, with resultant increases in ethanol consumption. Using a 7-week ethanol vapor exposure model, Tapocek et al. showed that reduced *Bdnf* expression in mPFC was accompanied by region-selective persistent increases in expression of *miR-206* and that viral vector over-expression of *miR-206* could, in itself, decrease mPFC *Bdnf*, with subsequent increases in ethanol consumption. Darcq et al. showed similar results in a mouse chronic intermittent binge ethanol model, including transient upregulation of *miR-1*. The *miR-1* miRNA family includes *miR-206*. However, Darcq et al. also found involvement of *miR-30a-5p*, including that inhibition of miR-30a-5p action could reverse the increased consumption caused by intermittent ethanol access [42]. In our own analysis of miRNA binding site over-representation among genes of the PFC green module, binding sites for both *miR-30a* (p = 0.003) and *mmu*-*miR-1a/mmu-miR-206* (p = 0.04) showed nominally significant potential binding motifs among genes in the PFC green module using MiRvestigator Framework (S15 Table), suggesting that these miRNA families may be involved in regulation of green module genes beyond *Bdnf* alone. Future direct studies will be needed to confirm such *in silico* findings.

Additionally, our studies suggested that the PFC green module was over-represented with binding sites for the *let-7c-1* group of miRNA, with 6 base motifs for *let-7c-1* being found in over 90% of the green module genes (p< 0.00024; Fig 5). MiRvestigator Framework web-software also revealed that 12 differentially regulated modules in the PFC and HPC were enriched for potential *let-7* family target genes (Fig 5; S15 and S16 Tables). *Let-7* was one of the earliest microRNA's discovered, and is highly conserved in function across species [107]. In the brain, in addition to being a key regulator of cell differentiation in early development, previous studies have shown that *let-7* expression is regulated by several types of neurodegenerative processes, from prion disease to ischemic brain injury [108–111]. We thus suggest that CIE exposure may increase long-term consumption through a miRNA-dependent regulation of the green module genes, including a role for the *let-7* miRNA family, which could impact CIE regulation of other modules as well. This hypothesis complements the prior direct work on *Bdnf* and suggests that mechanisms underlying regulation of the green module by chronic ethanol could be a novel target for future therapeutic approaches in treatment of alcohol use disorders. Confirmation that *let-7c-1* regulates genes of the PFC green module *in vitro* and *in vivo* is required before such a hypothesis could be tested and is the subject of ongoing studies.

Long-term gene expression and behavioral changes resulting from CIE exposure require a mechanism for persistence in the absence of further ethanol vapor exposure. Epigenetic mechanisms have lately been implicated as a causal factor for long-term functional and behavioral changes evoked by ethanol and other drugs of abuse [112, 113]. It is certainly possible that synaptic reorganization caused, for example, by miRNA-driven alterations in *Bdnf* expression, could subsequently produce persistent changes in synaptic function and behaviors. Our time course analysis of expression changes following CIE provided strong preliminary evidence for additional epigenetic mechanisms possibly influencing persistent changes in ethanol consumption following CIE exposure. The striking over-representation for chromatin modification (Fig 7) in hippocampal turquoise module genes regulated by ethanol, suggests a mechanism for long-lasting shifts in transcriptional adaptations to CIE in hippocampus. Our candidate gene analysis for hub genes further emphasized the potential importance of these chromatin modification genes in CIE-associated expression network structure (Fig 8, Table 4, S17 Table). Ongoing studies in our laboratories seek to identify such epigenetic signatures amongst hippocampal networks showing long-lasting expression changes following CIE.

The discussion above regarding our findings must be taken with several possible experimental confounds in mind. First, the studies here did not employ ethanol consumption as part of the design. While the CIE protocol of repeated ethanol vapor chamber exposure has been shown to increase subsequent ethanol consumption, we cannot definitively say that any particular expression network is related to ethanol consumption since this wasn’t tested. Secondly, there are several factors that could have influenced brain gene expression on their own or by interacting with ethanol. These include possible general metabolic factors triggered by the repeated ethanol vapor exposures. While there was no lethality or obvious toxicity from the treatment protocol for the animals in this experiment, we did not directly test factors such as possible hypothermia, circadian rhythm disturbances, stress hormone factors or metabolic abnormalities (e.g. liver dysfunction). The use of pyrazole to maintain stable blood alcohol levels has been widely reported with the CIE model in mice and control animals also had identical pyrazole exposure. However, we cannot eliminate the possibility that some interaction between pyrazole and ethanol could have contributed to the brain gene expression patterns we report. Finally, the expression networks identified here might influence or be related to behavioral aspects of chronic ethanol other than progressive consumption. Although prior reports [14] have suggested that increased ethanol consumption after CIE is not due to an ethanol-deprivation effect [114], neuroadaptations related to ethanol withdrawal, rather than chronic ethanol per se, might contribute both the expression networks observed here and the increased ethanol consumption seen following CIE. Overall, however, the characteristic time course of expression changes seen in this work strongly suggests that many of the gene networks highlighted here are directly related to chronic ethanol exposure and withdrawal.

In conclusion, differential gene expression and scale-free network analysis has revealed region-specific correlated changes in gene expression with chronic intermittent ethanol exposure in the mesolimbocortical dopamine and extended amygdala pathways. Our bioinformatics investigation has shown some conservation of functional groups, both across brain regions and time points, among the differentially regulated networks. In general, neuroinflammatory responses were seen across multiple brain regions at early time points, while genes involved in development, neuroplasticity, and chromatin remodeling where found to be over-represented at 3-7d post ethanol vapor. Remarkably, PFC and HPC were the only regions of the five surveyed that showed expression changes at 7d after removal from the vapor chamber model of chronic ethanol exposure. Since animals offered oral ethanol intake at that time will show increased consumption, these PFC and HPC networks may have a significant mechanistic role in the neuroplasticity underlying progressive ethanol consumption. The Bdnf-containing green network from PFC is a major target for future confirmatory studies since other investigators have previously implicated a miRNA-directed regulation of *Bdnf* consequent to chronic ethanol exposure in the mechanisms of progressive ethanol consumption. Importantly, however, our studies suggest that members of the green network other than *Bdnf* may also be involved in the long-lasting molecular mechanisms underlying increased ethanol consumption. Finally, our discovery of a striking subgroup of genes involved in chromatin modification having altered expression in HPC at 7d post ethanol vapor suggest future studies on chromatin structure as an important regulatory event contributing to long-term abusive ethanol consumption patterns as seen in alcoholism. Taken together, these findings provide novel and significant insight to the molecular neurobiology contributing to abusive alcohol consumption, and could thus eventually lead to development of new therapeutic strategies for AUD.

## Supporting Information

S1 Fig Multi-dimensional scale plots of the first and second principal component of each module identified by WGCNA in the prefrontal cortex (PFC); hierarchical cluster dendrogram using the module eigengenes (first principal component) of each PFC module; and line graphs of average module eigengene expression in Ctrl and CIE samples at each time-point. (PDF) Click here for additional data file.

S2 Fig Multi-dimensional scale plots of the first and second principal component of each module identified by WGCNA in the nucleus accumbens (NAC); hierarchical cluster dendrogram using the module eigengenes (first principal component) of each NAC module; and line graphs of average module eigengene expression in Ctrl and CIE samples at each time-point. (PDF) Click here for additional data file.

S3 Fig Multi-dimensional scale plots of the first and second principal component of each module identified by WGCNA in the hippocampus (HPC); hierarchical cluster dendrogram using the module eigengenes (first principal component) of each HPC module; and line graphs of average module eigengene expression in Ctrl and CIE samples at each time-point. (PDF) Click here for additional data file.

S4 Fig Multi-dimensional scale plots of the first and second principal component of each module identified by WGCNA in the bed nucleus of the stria terminalis (BNST); hierarchical cluster dendrogram using the module eigengenes (first principal component) of each BNST module; and line graphs of average module eigengene expression in Ctrl and CIE samples at each time-point. (PDF) Click here for additional data file.

S5 Fig Multi-dimensional scale plots of the first and second principal component of each module identified by WGCNA in the central nucleus of the amygdala (CEA); hierarchical cluster dendrogram using the module eigengenes (first principal component) of each CEA module; and line graphs of average module eigengene expression in Ctrl and CIE samples at each time-point. (PDF) Click here for additional data file.

S6 Fig Network representation of the PFC Yellow module based on adjacency. Edge transparency = Pearson correlation coefficient. Node size = within module determined by WGCNA. Node color = Log-ratio of gene expression at 5 days CIE vs. Ctrl. Genes involved in neurotransmitter release at the synapse highlighted. Network representation built using the Cytoscape resource (http://www.cytoscape.org).
(PDF) Click here for additional data file.

S7 Fig Network representation of HPC Magenta module based on adjacency. Edge transparency = Pearson correlation coefficient. Node size = within module determined by WGCNA. Node color = Log-ratio of gene expression at 5 days CIE vs. Ctrl. Highlighted genes indicate genes involved in neurodevelopment. Network representation built using the Cytoscape resource (http://www.cytoscape.org).
(PDF) Click here for additional data file.

S8 Fig Network representation of BNST Lightgreen module based on adjacency. Edge transparency = Pearson correlation coefficient. Node size = within module determined by WGCNA. Node color = Log-ratio of gene expression at 72 hours CIE vs. Ctrl. Network representation built using the Cytoscape resource (http://www.cytoscape.org).
(PDF) Click here for additional data file.

S9 Fig Network representation of BNST Tan module based on adjacency. Edge transparency = Pearson correlation coefficient. Node size = within module determined by WGCNA. Node color = Log-ratio of gene expression at 72 hours CIE vs. Ctrl. Network representation built using the Cytoscape resource (http://www.cytoscape.org).
(PDF) Click here for additional data file.

S10 Fig Network representation of CEA Salmon module based on adjacency. Edge transparency = Pearson correlation coefficient. Node size = within module determined by WGCNA. Node color = Log-ratio of gene expression at 0 hours CIE vs. Ctrl. Highlighted genes indicate genes shown to interact with NF-κB. Network representation built using the Cytoscape resource (http://www.cytoscape.org).
(PDF) Click here for additional data file.

S1 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratios (called coefficients), t-statistics, p-values, FDR adjusted p-values, F-statistics from ANOVA, F-statistic p-values, F-statistic FDR adjusted p-values, and RMA values. Data for PFC.
(XLSX) Click here for additional data file.

S2 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratios (called coefficients), t-statistics, p-values, FDR adjusted p-values, F-statistics from ANOVA, F-statistic p-values, F-statistic FDR adjusted p-values, and RMA values. Data for NAC.
(XLSX) Click here for additional data file.

S3 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratios (called coefficients), t-statistics, p-values, FDR adjusted p-values, F-statistics from ANOVA, F-statistic p-values, F-statistic FDR adjusted p-values, and RMA values. Data for HPC.
(XLSX) Click here for additional data file.

S4 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratios (called coefficients), t-statistics, p-values, FDR adjusted p-values, F-statistics from ANOVA, F-statistic p-values, F-statistic FDR adjusted p-values, and RMA values. Data for BNST.
(XLSX) Click here for additional data file.

S5 Table Detailed results of linear models for microarray analysis (LIMMA). Results include log-ratios (called coefficients), t-statistics, p-values, FDR adjusted p-values, F-statistics from ANOVA, F-statistic p-values, F-statistic FDR adjusted p-values, and RMA values. Data for CEA.
(XLSX) Click here for additional data file.

S6 Table Time point comparisons of CIE-regulated genes within brain regions. Columns display the number of genes overlapping for the indicated timepoint comparisons within brain regions.
(DOCX) Click here for additional data file.

S7 Table Connectivity measures, RMA-values, LIMMA log-ratios, WGCNA module assignments, and LIMMA FDR adjusted p-values of 10,072 probesets used for WGCNA. (XLSX) Click here for additional data file.

S8 Table DAVID bioinformatics results obtained from each WGCNA module identified in the PFC. (XLSX) Click here for additional data file.

S9 Table DAVID bioinformatics results obtained from each WGCNA module identified in the NAC. (XLSX) Click here for additional data file.

S10 Table DAVID bioinformatics results obtained from each WGCNA module identified in the HPC. (XLSX) Click here for additional data file.

S11 Table DAVID bioinformatics results obtained from each WGCNA module identified in the BNST. (XLSX) Click here for additional data file.

S12 Table DAVID bioinformatics results obtained from each WGCNA module identified in the CEA. (XLSX) Click here for additional data file.

S13 Table Results of overlap analysis between WGCNA modules and LIMMA significant results including number of overlapping genes, p-values, odds ratios, and representation factor. Also contains statistical verification of all modules by topological overlap analysis versus permuted random modules.
(XLSX) Click here for additional data file.

S14 Table Count of number of WGCNA modules in each brain-region significantly overlapping with Gene Ontology categories (DAVID p-value ≤ 0.05 and number of overlapping genes between 3 and 300). (XLSX) Click here for additional data file.

S15 Table miRvestigator results for PFC modules significantly overlapping with genes significantly differentially expressed at 0 hours or 7 days (significantly differentially expressed = LIMMA FDR ≤ 0.01, significantly overlapping = Fisher’s Exact test, p-value ≤ 0.005 and odds ratio ≥ 3). (XLSX) Click here for additional data file.

S16 Table miRvestigator results for HPC modules significantly overlapping with genes significantly differentially expressed at 0 hours or 7 days (significantly differentially expressed = LIMMA FDR ≤ 0.01, significantly overlapping = Fisher’s Exact test, p-value ≤ 0.005 and odds ratio ≥ 3). (XLSX) Click here for additional data file.

S17 Table Connectivity measures, RMA-values, LIMMA log-ratios, WGCNA module assignments, and LIMMA FDR adjusted p-values of probesets significant at 7 days (FDR ≤ 0.01) in the PFC (tab 1) and HPC (tab 2). (XLSX) Click here for additional data file.

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257

B6Exp1 PFC WGCNA-DS3 Multidimensional Scaling

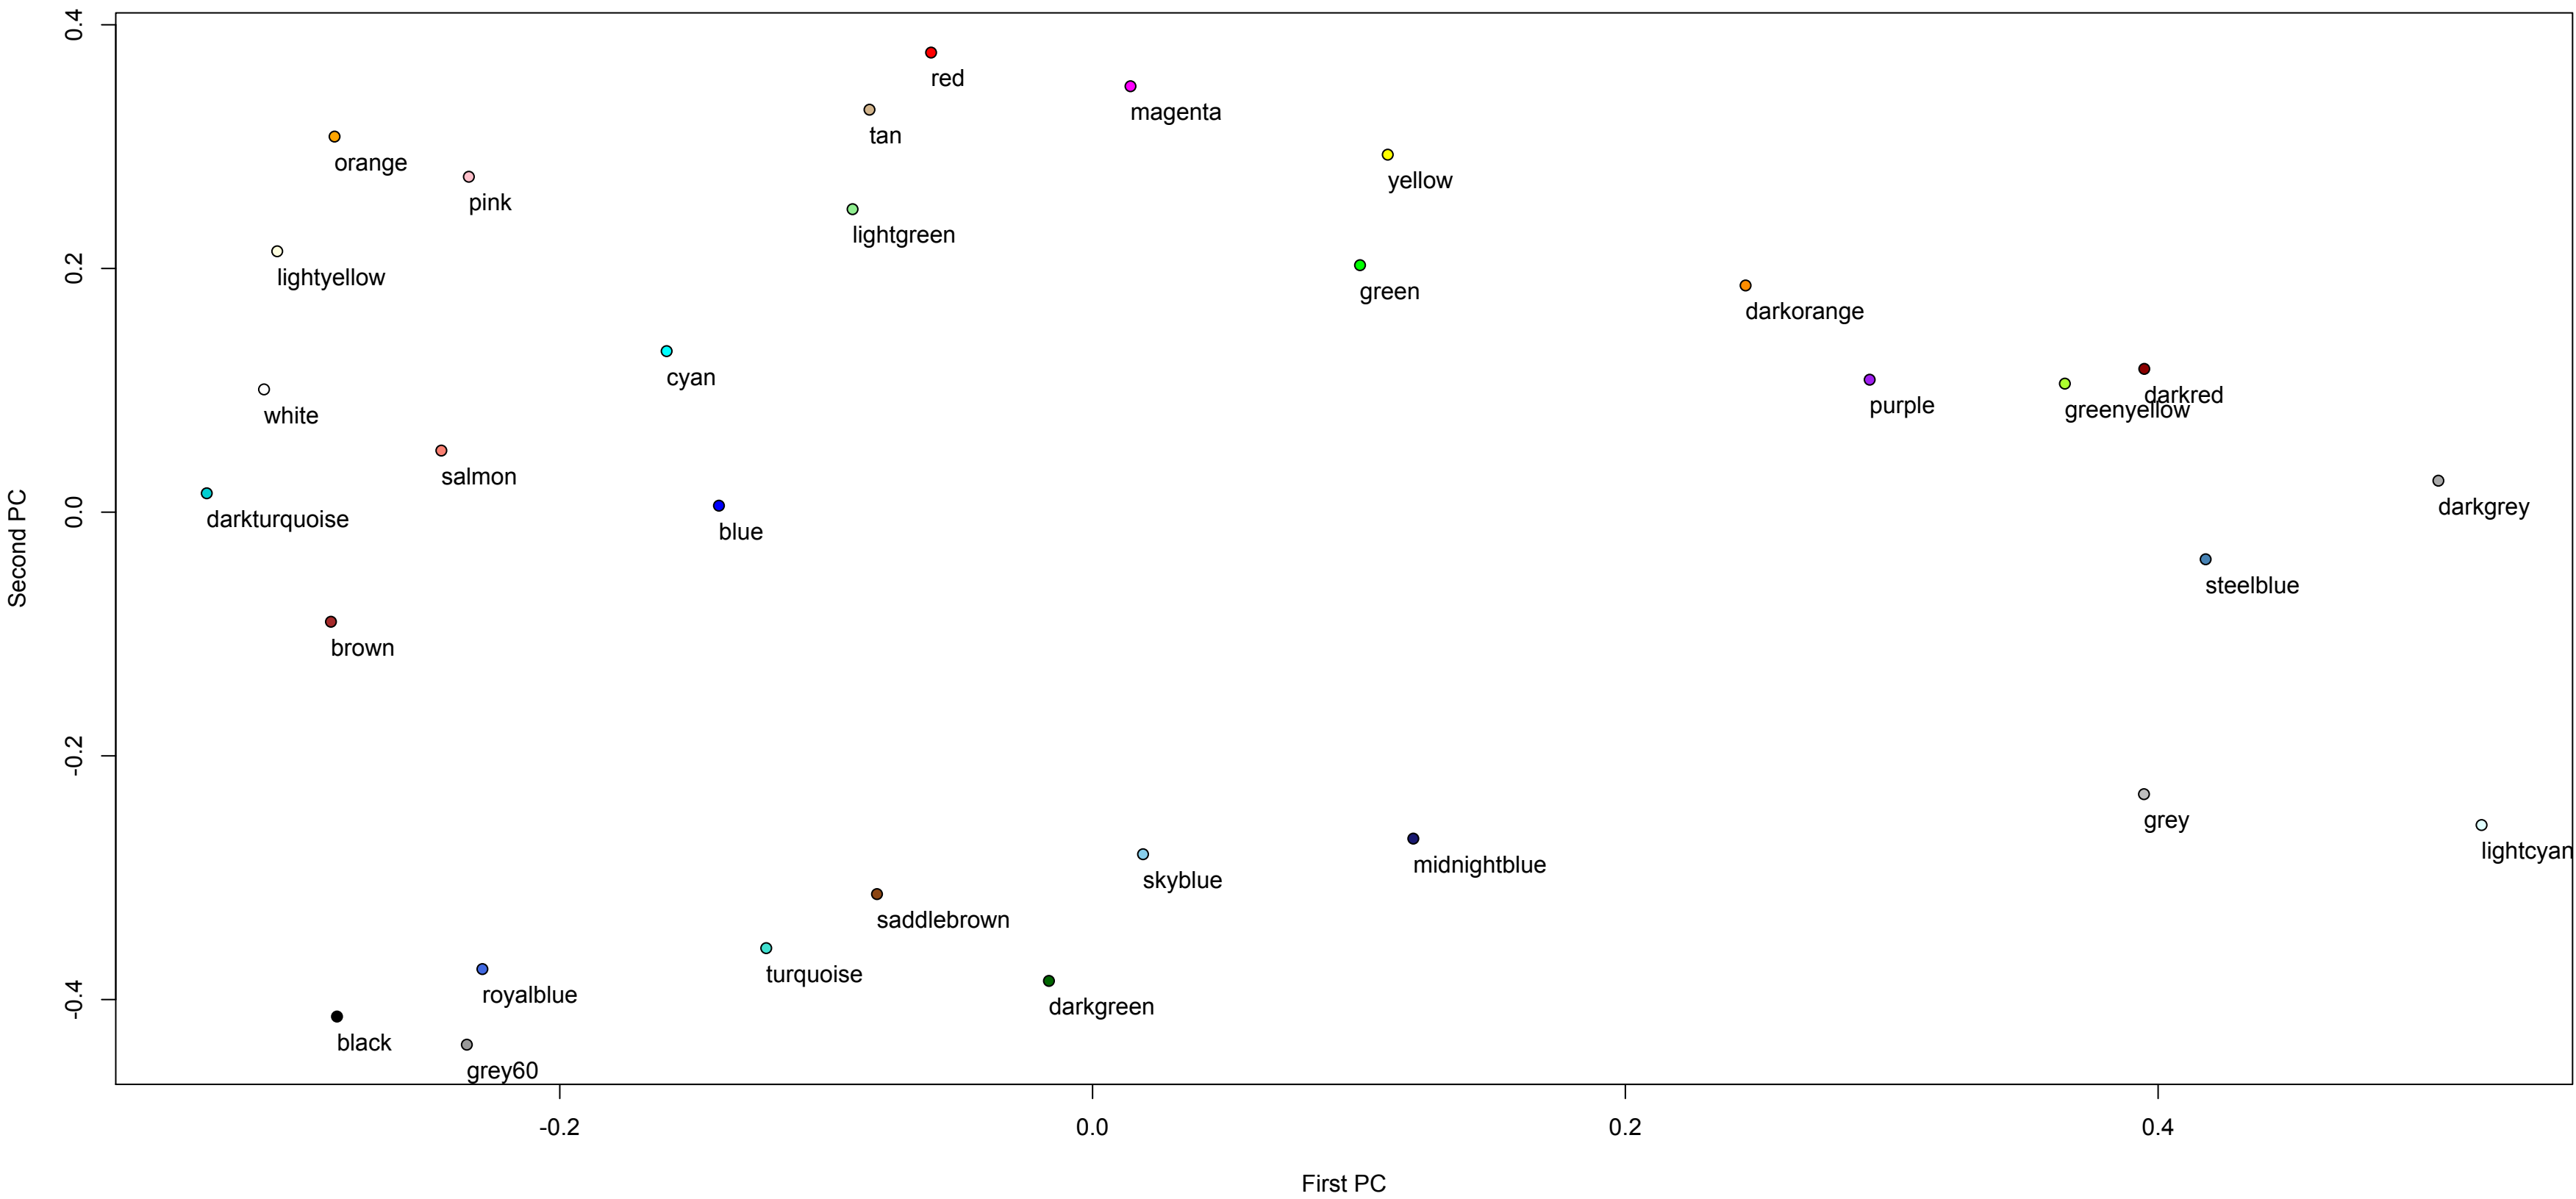

B6Exp1 PFC WGCNA-DS3 Module Eigengene Cluster Dendrogram

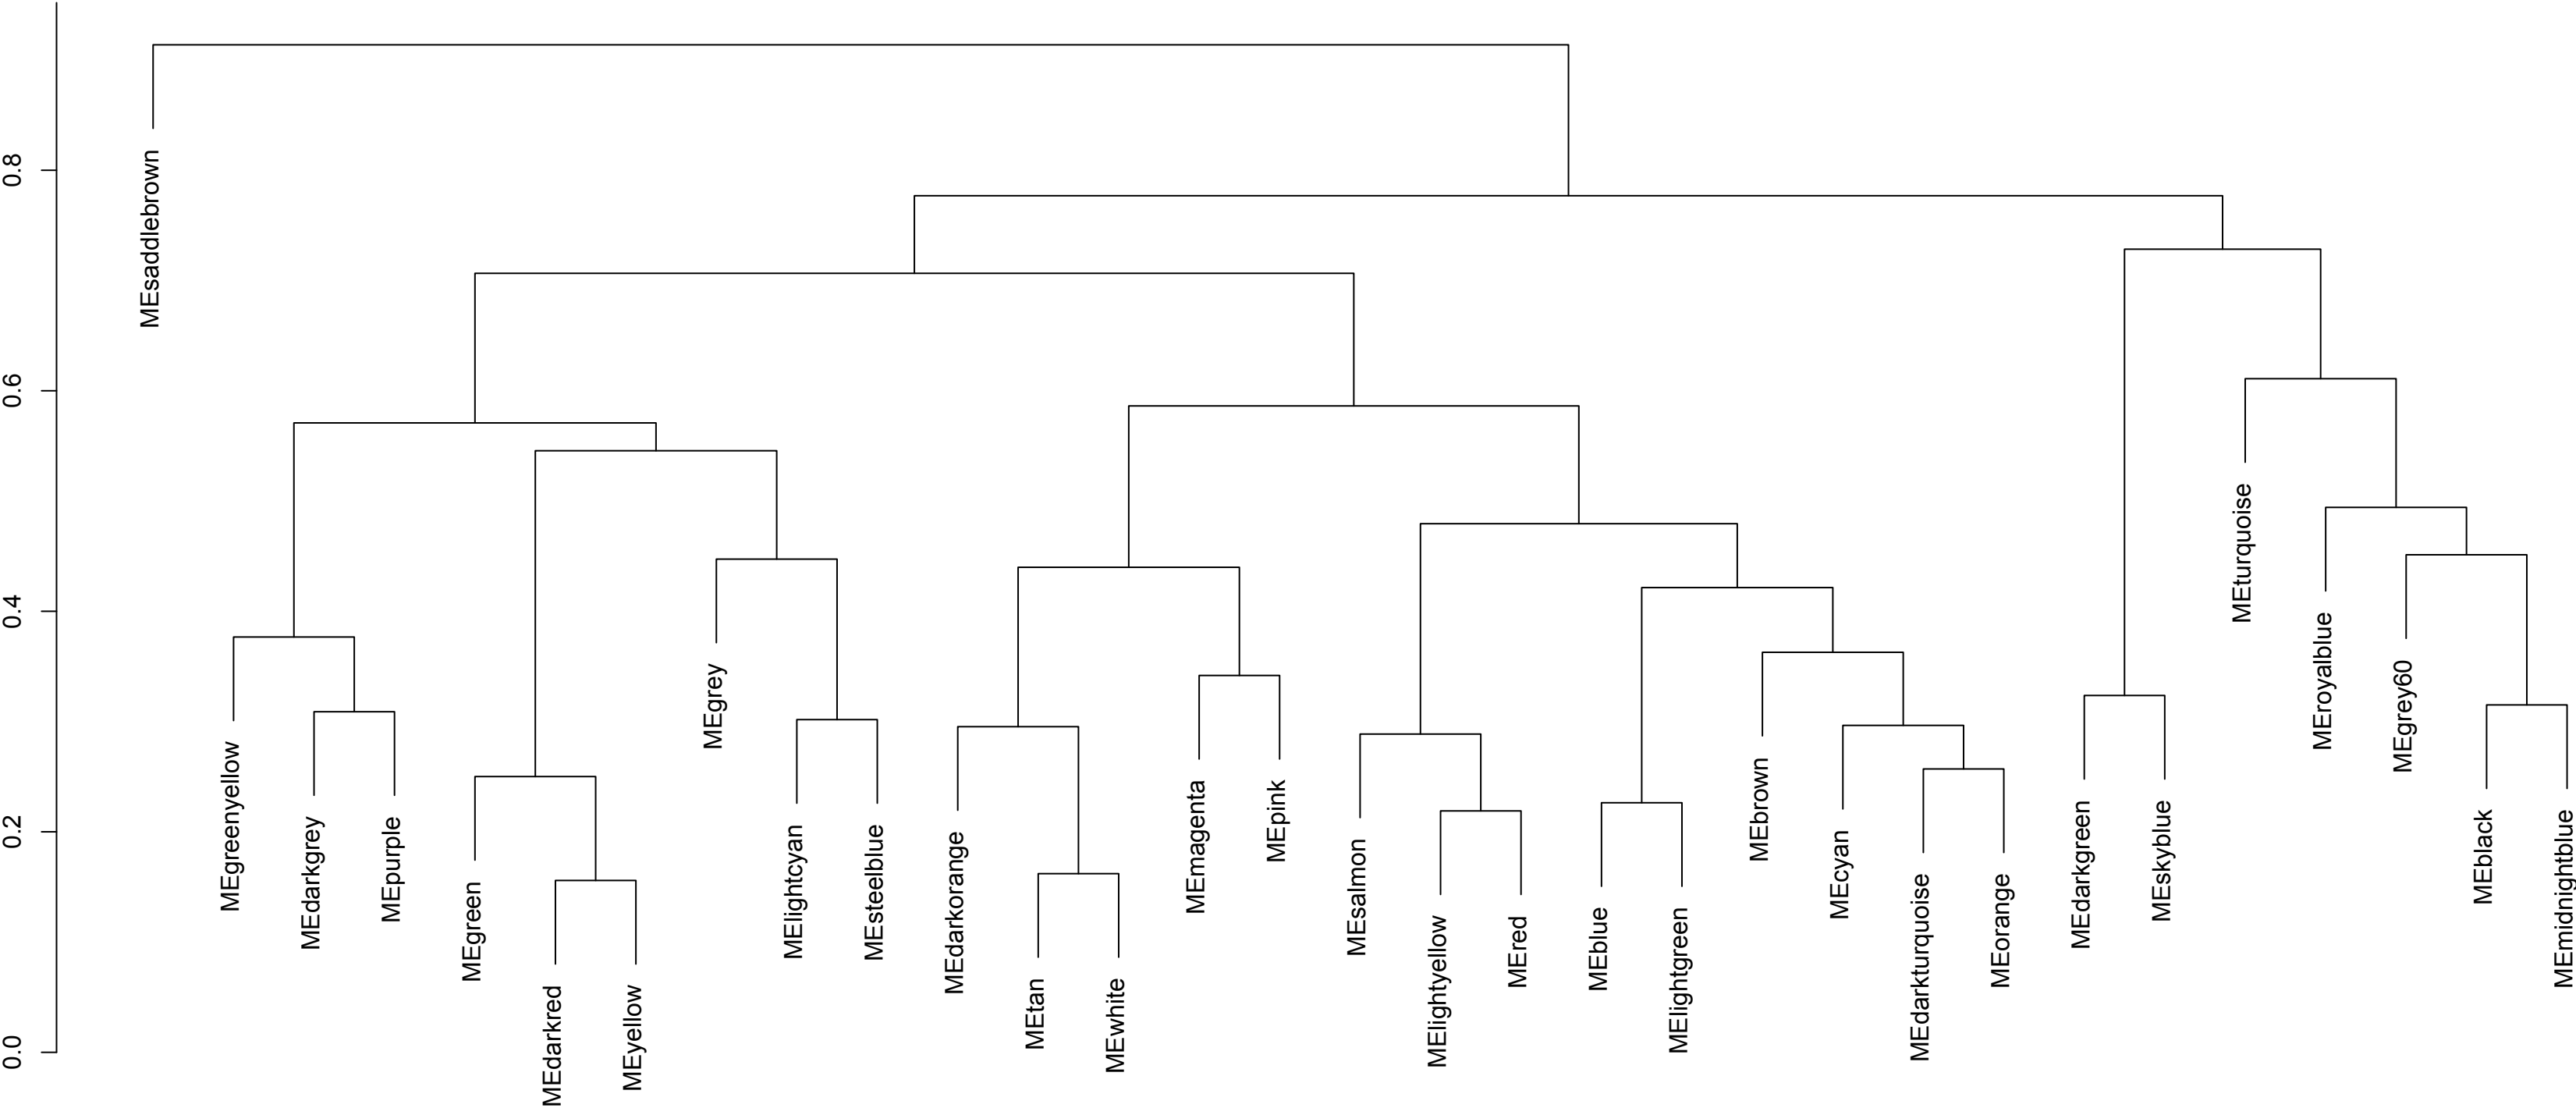

# PFC black

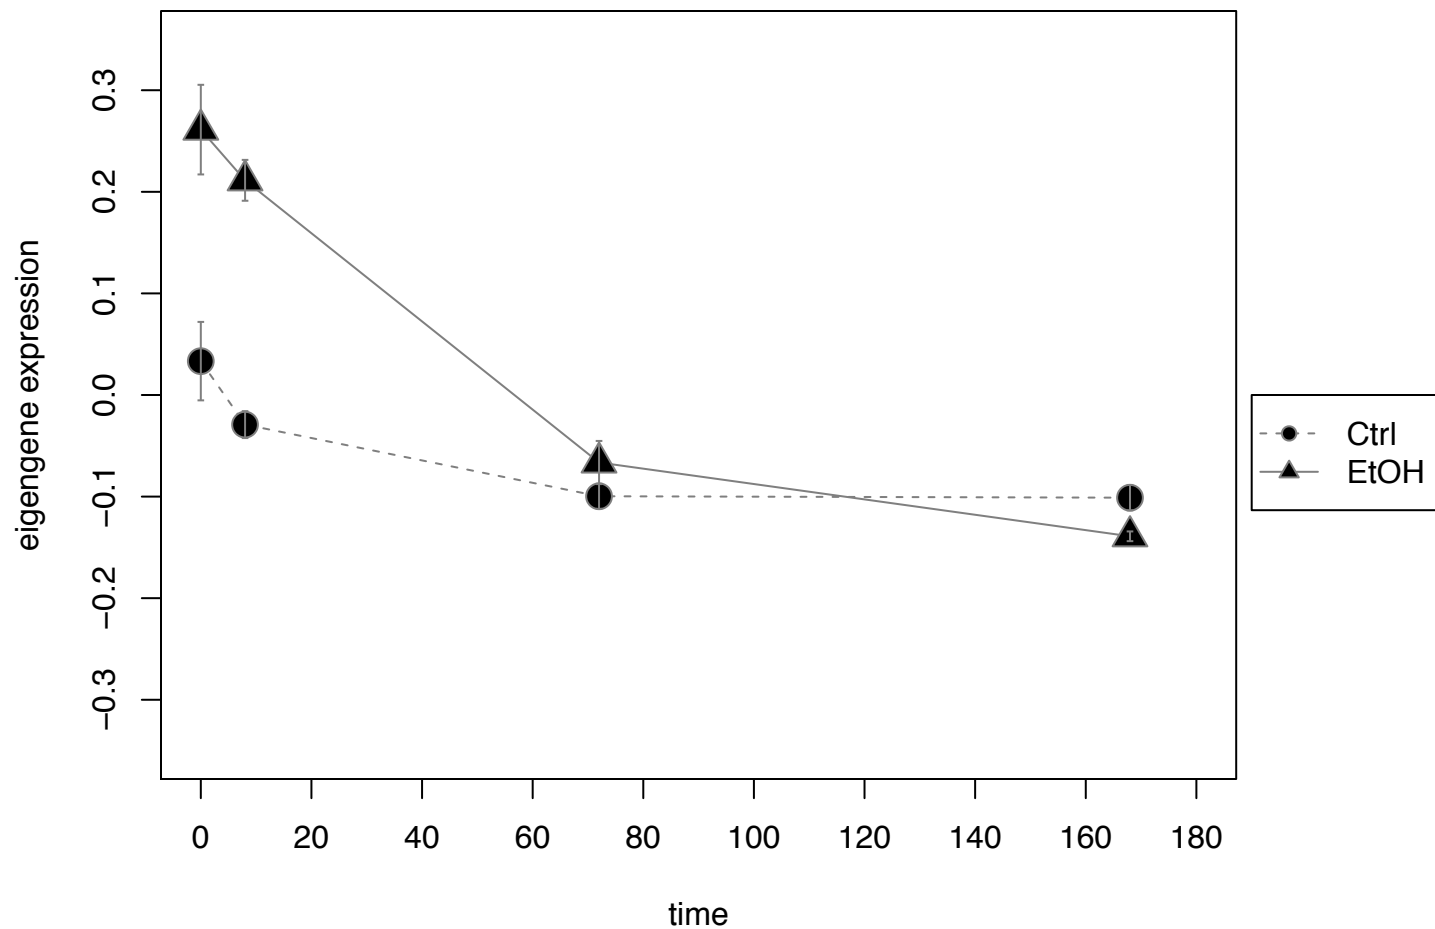

# PFC blue

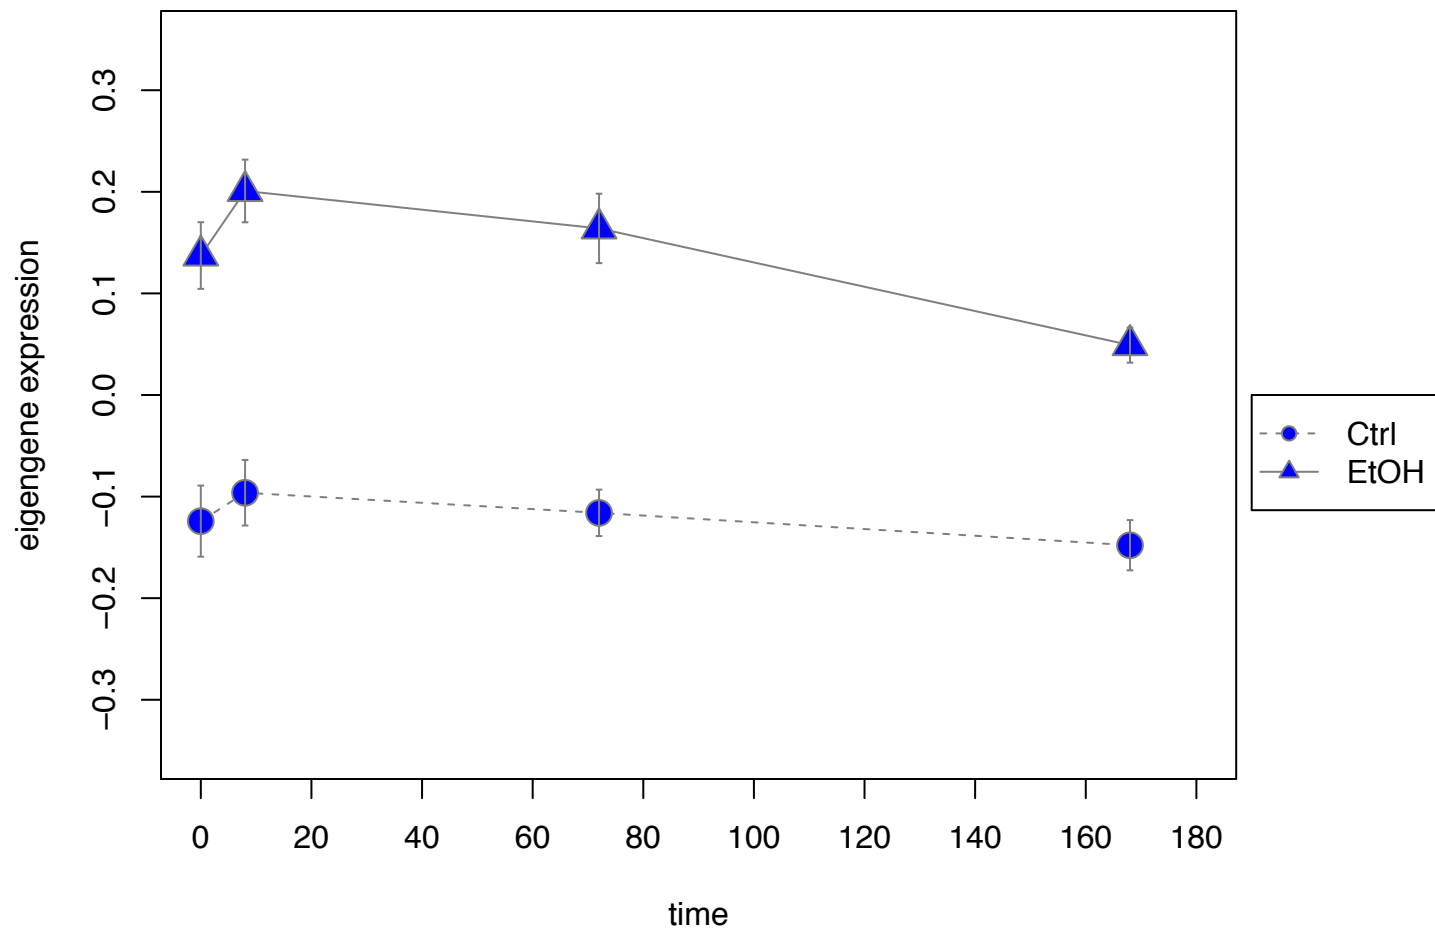

# PFC brown

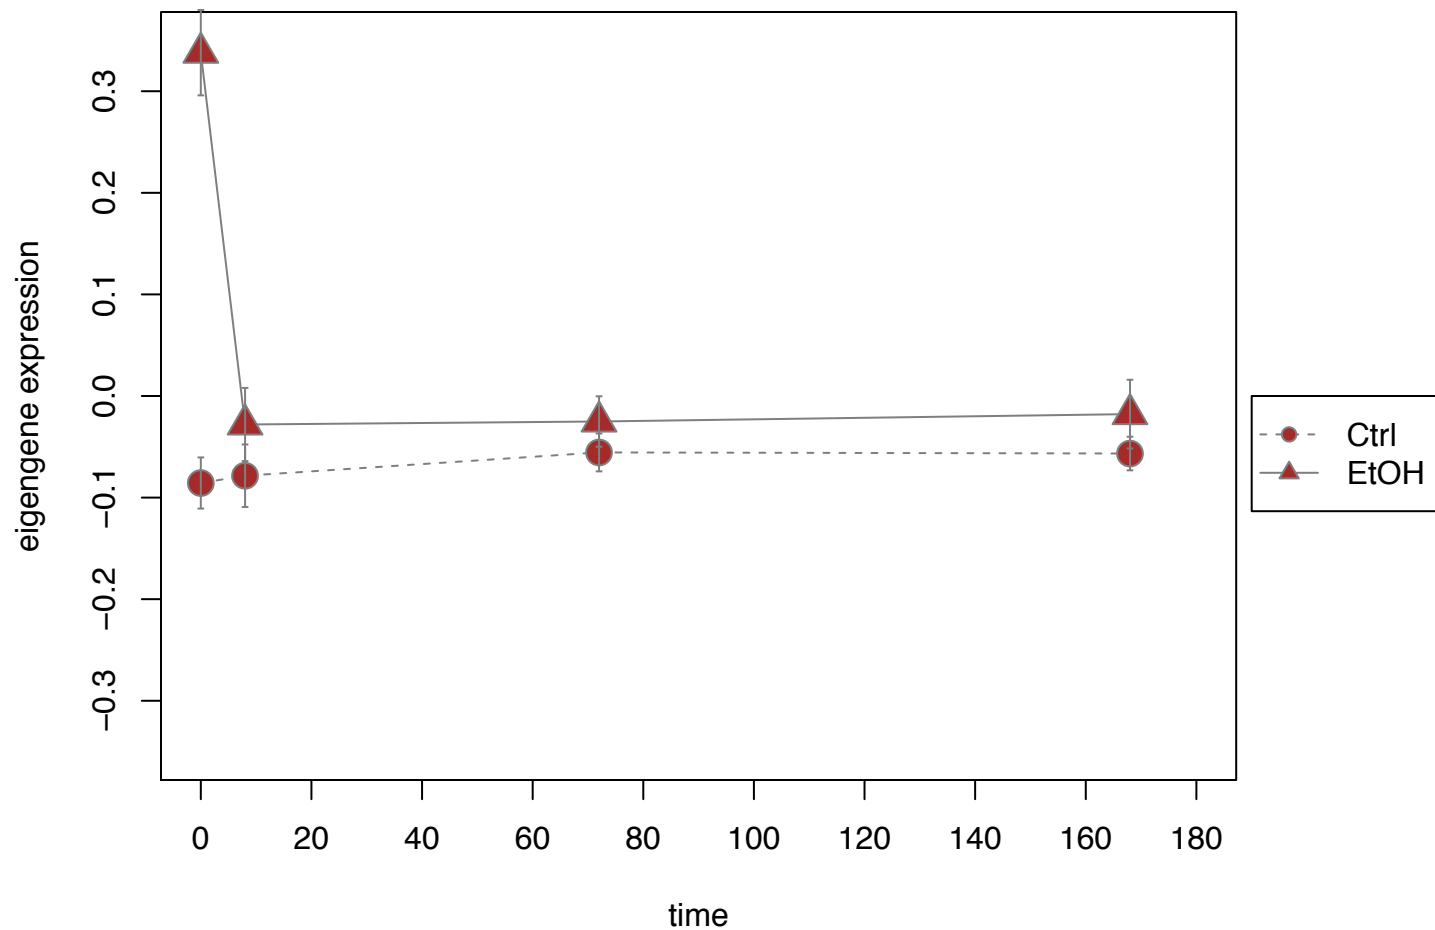

# PFC cyan

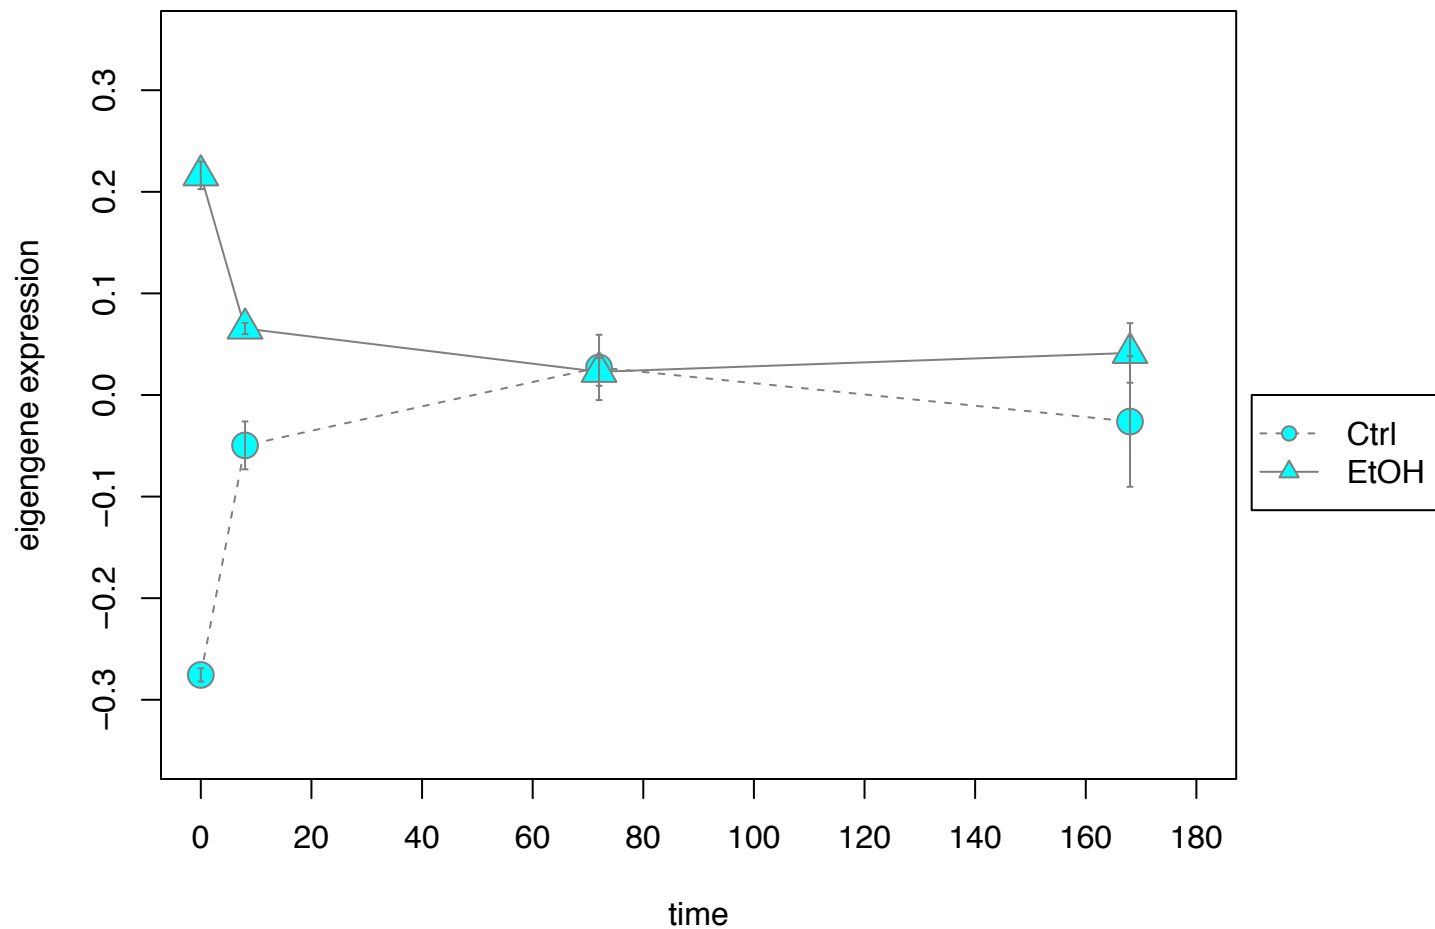

# PFC darkgreen

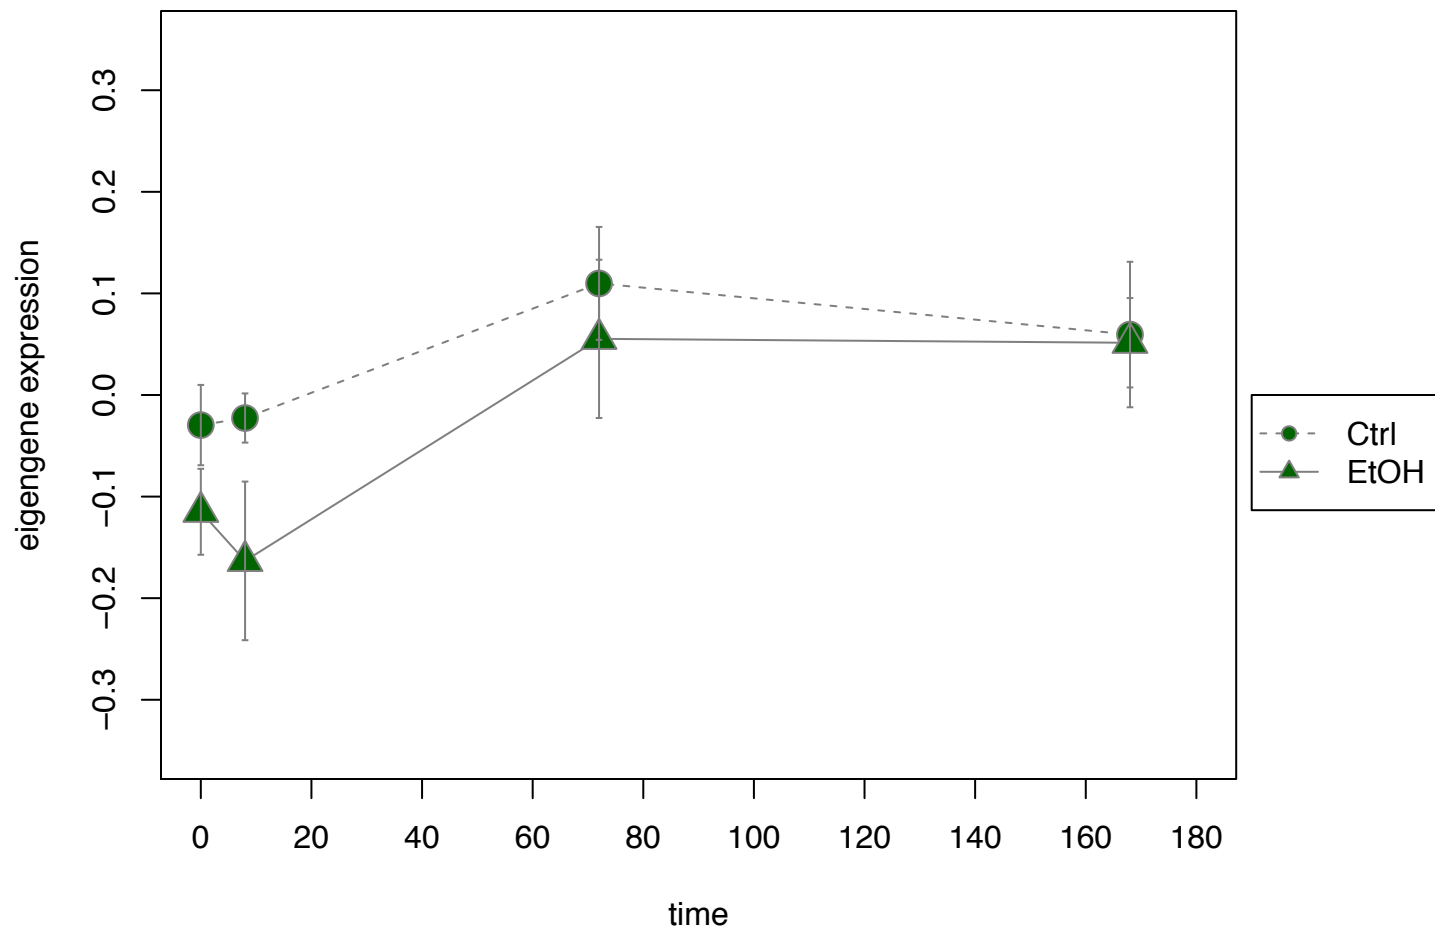

# PFC darkgrey

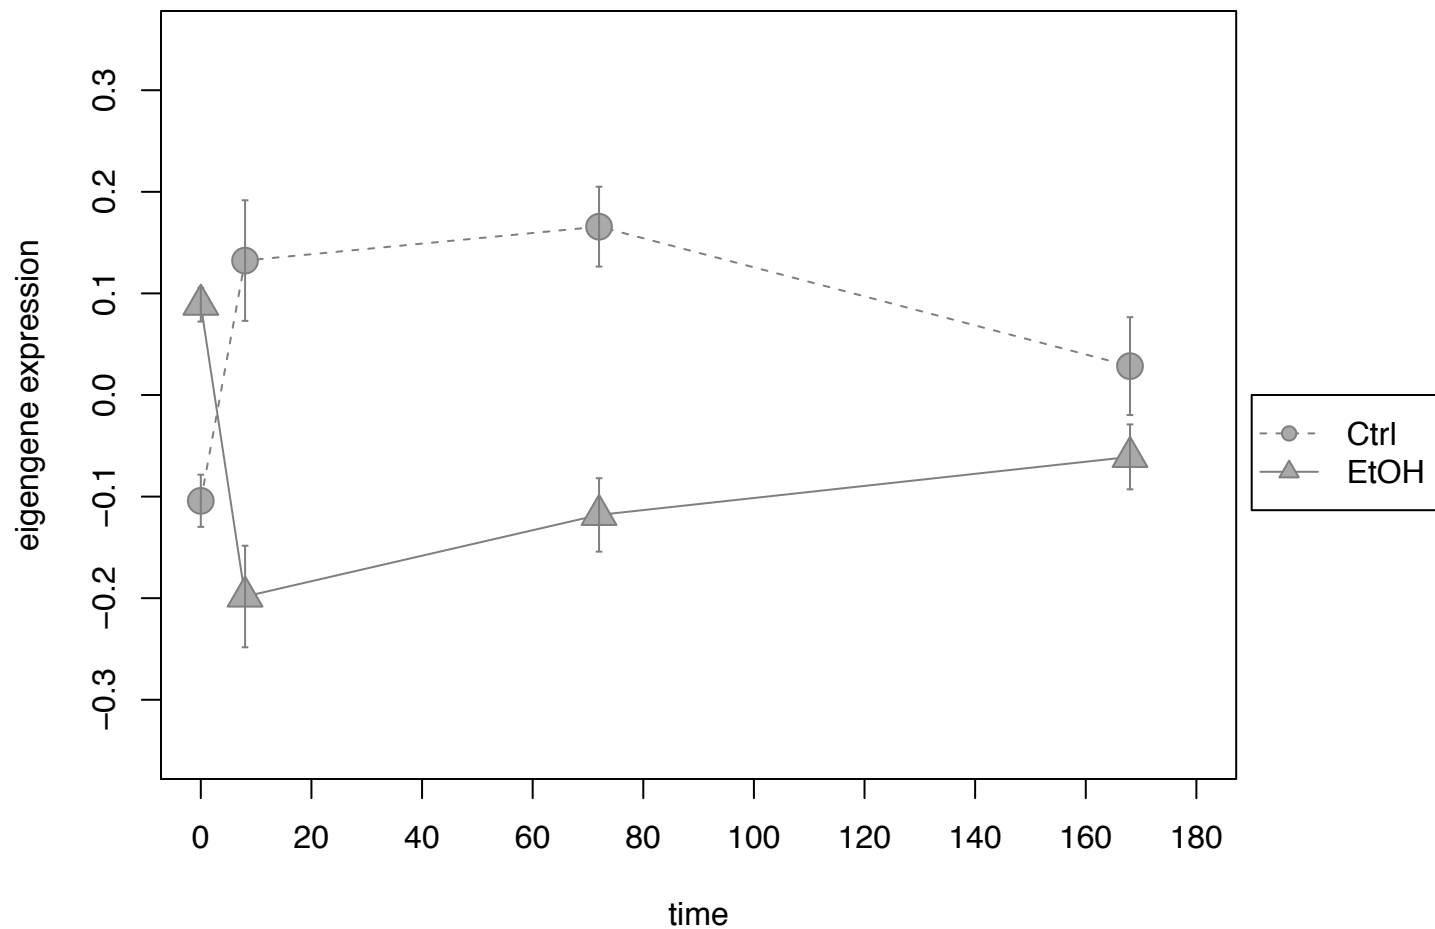

# PFC darkorange

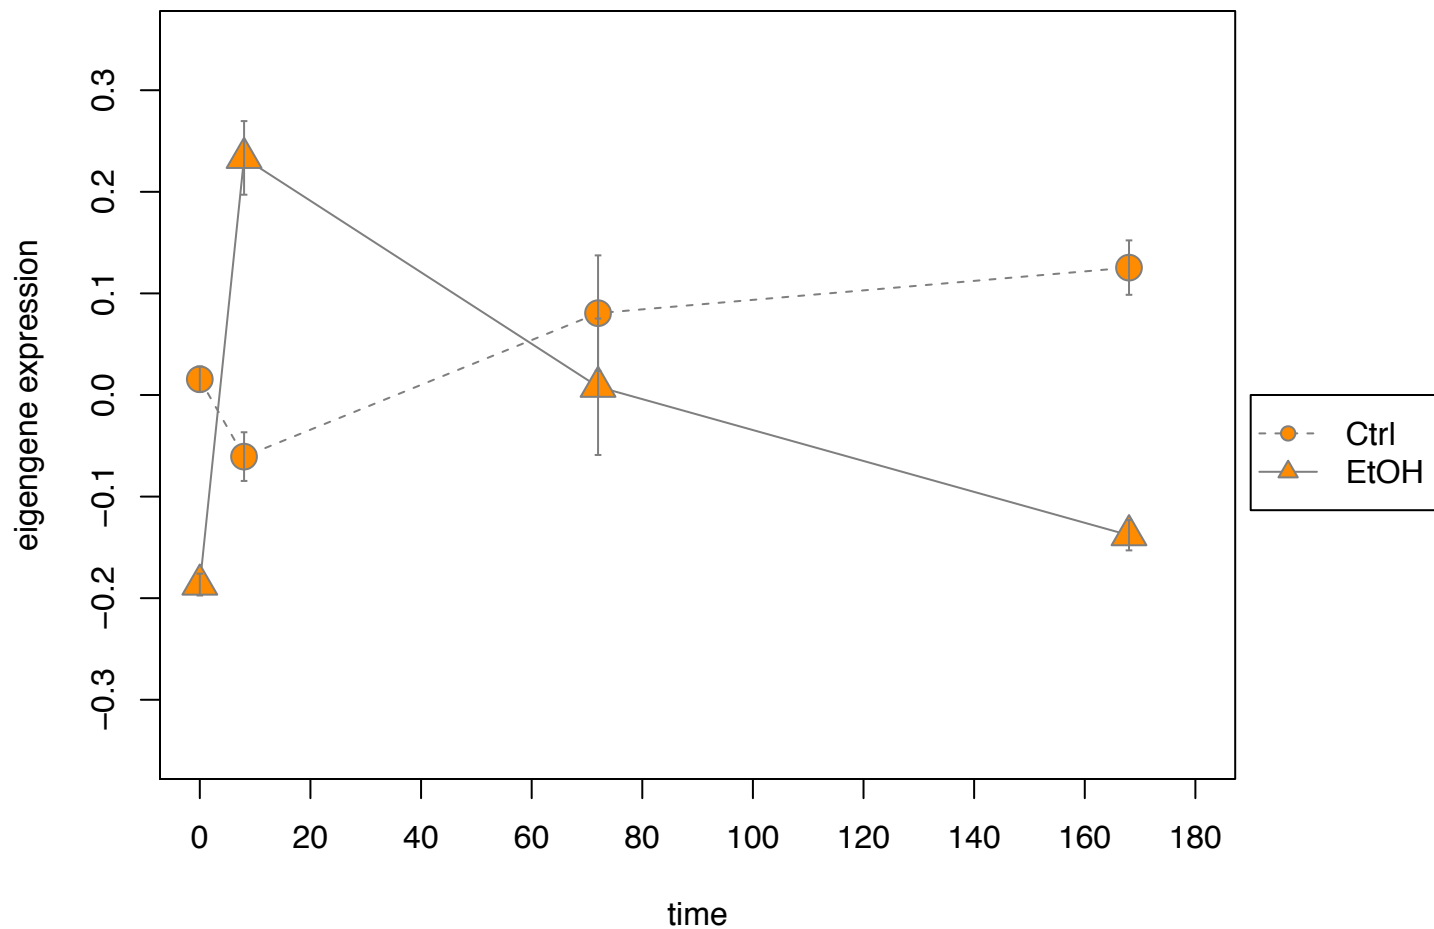

# PFC darkred

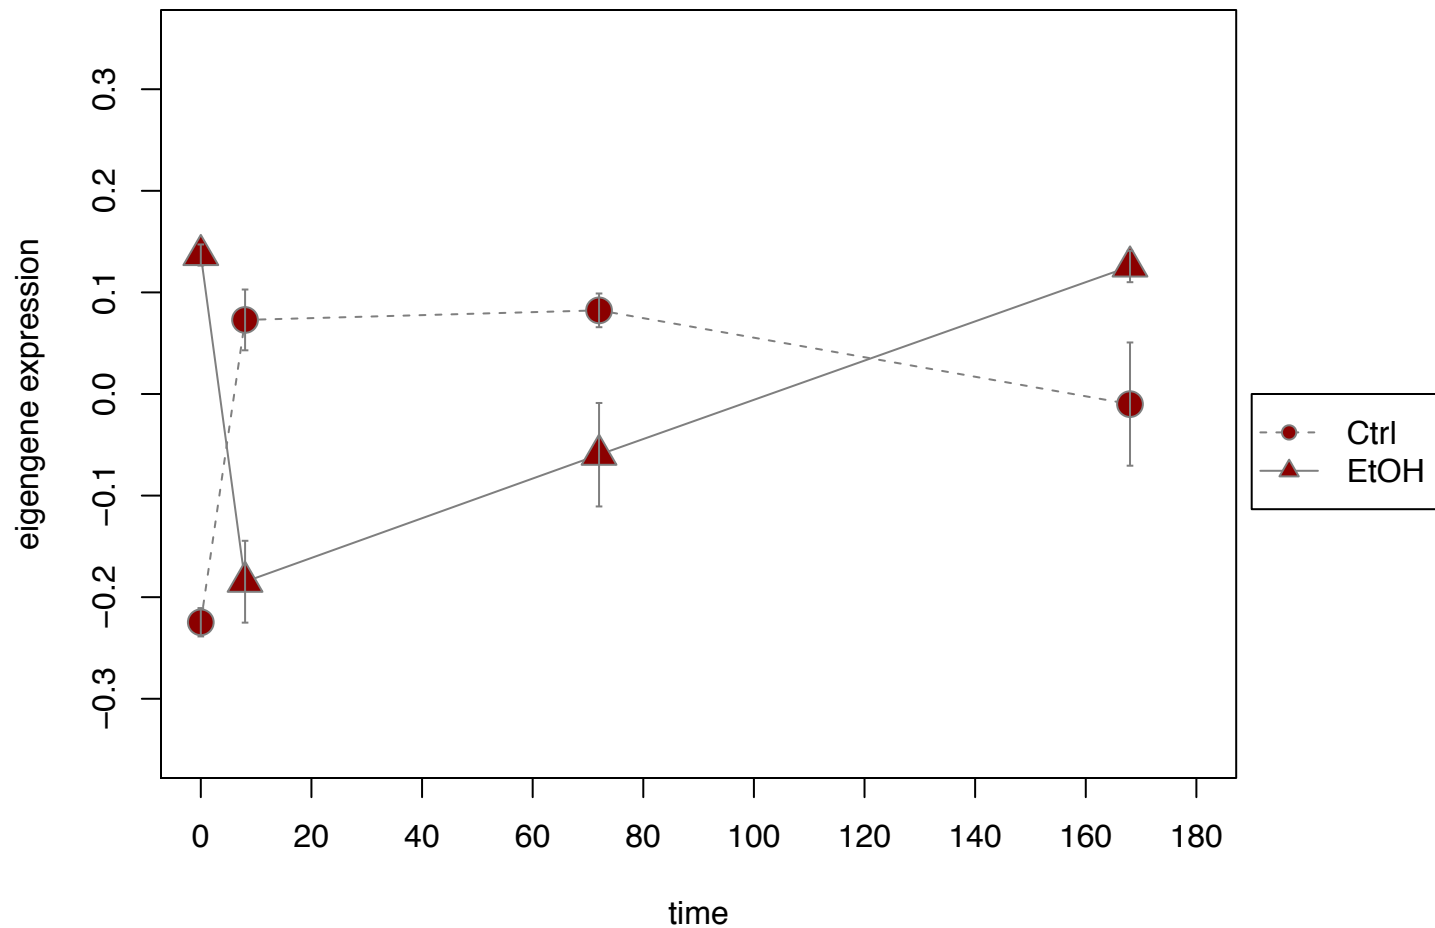

# PFC darkturquoise

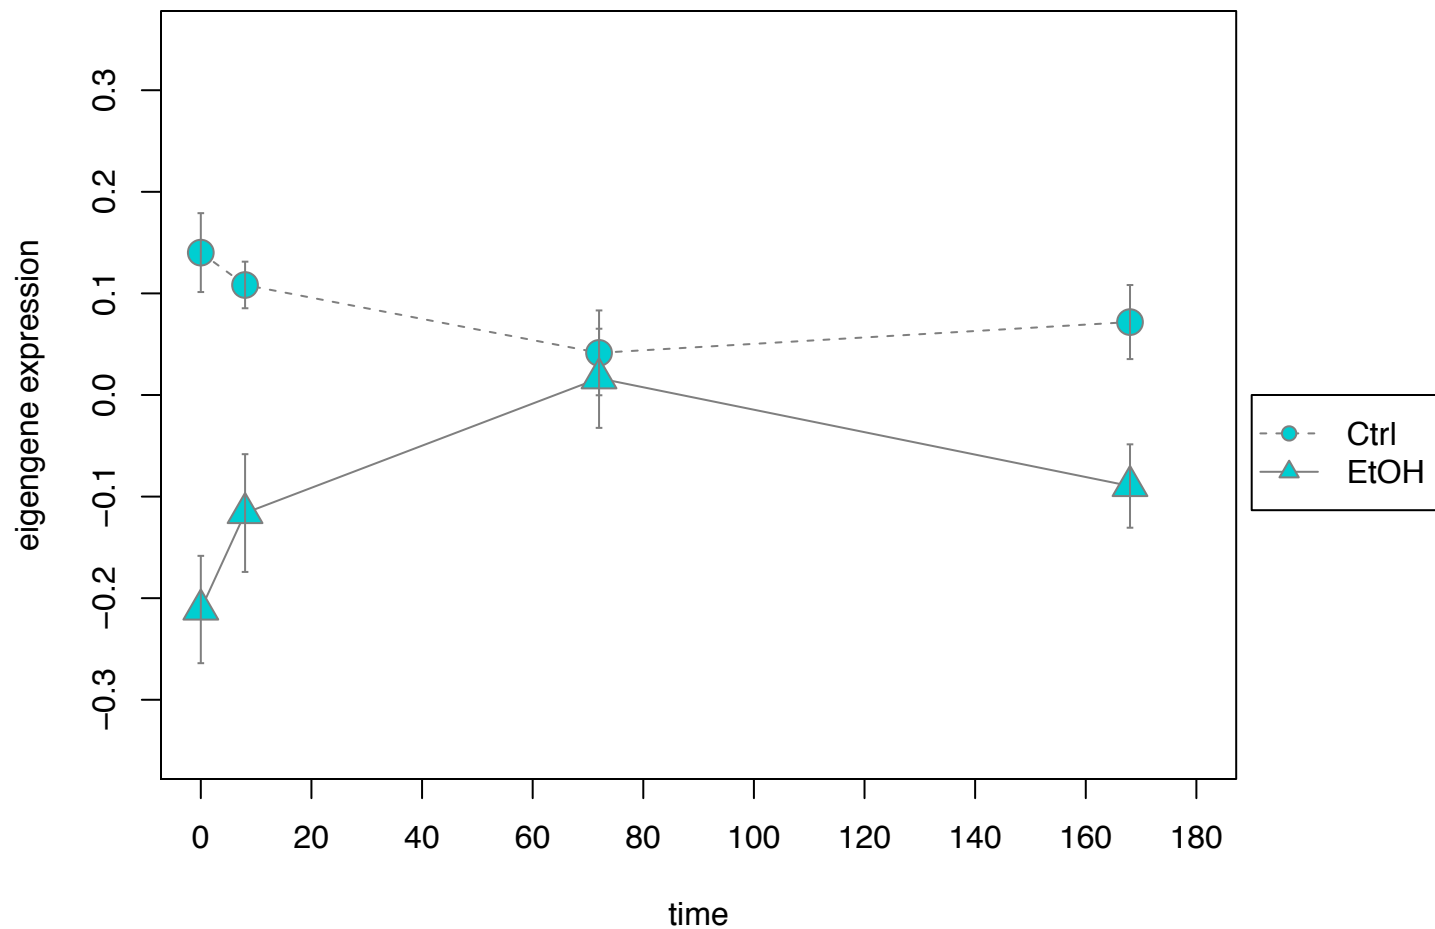

# PFC green

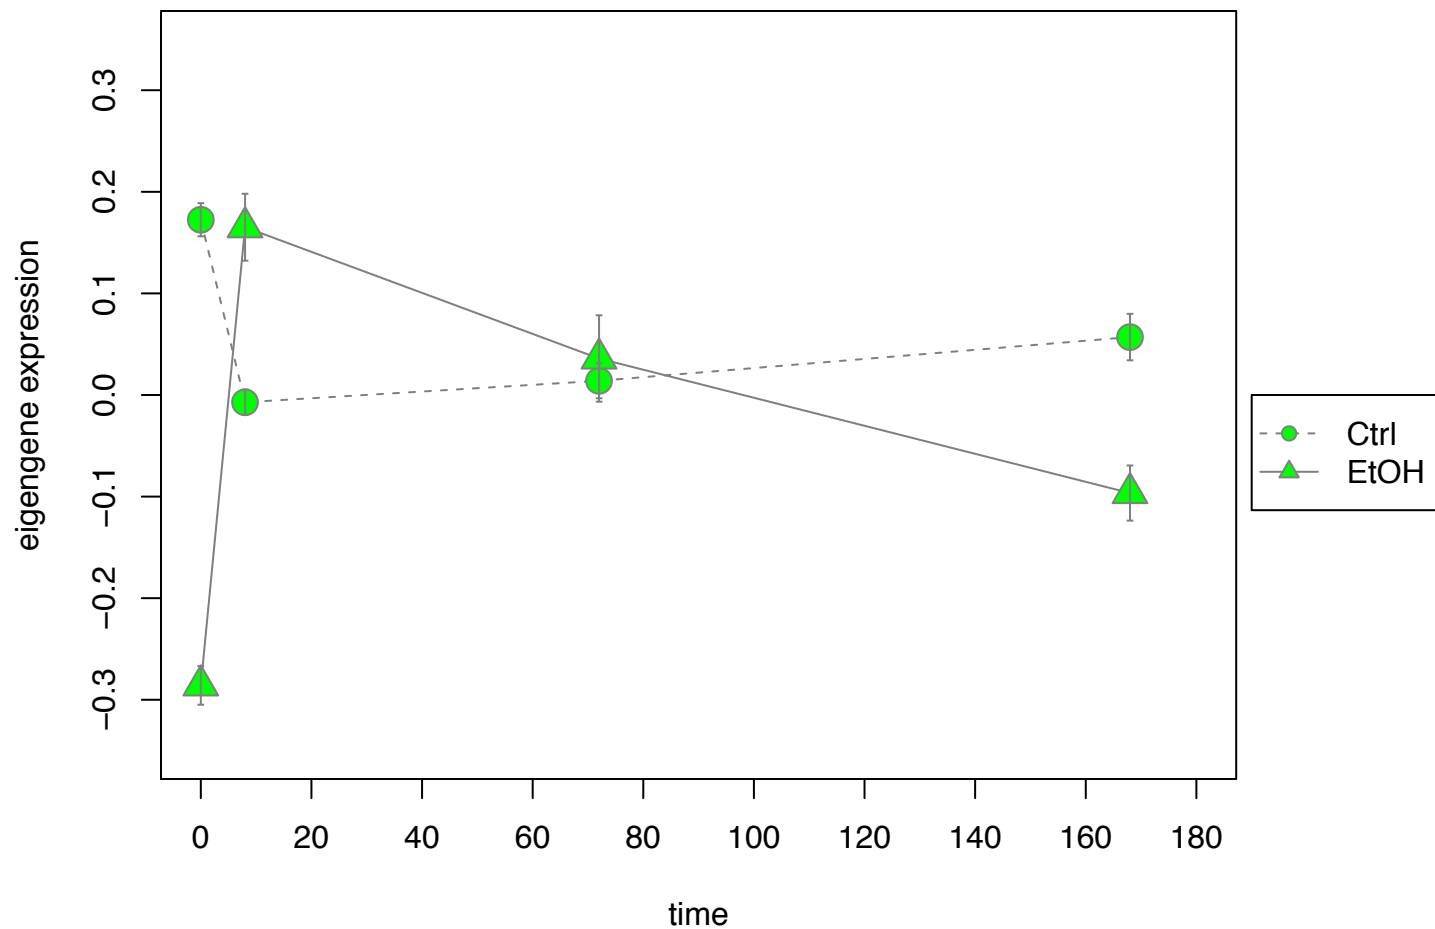

# PFC greenyellow

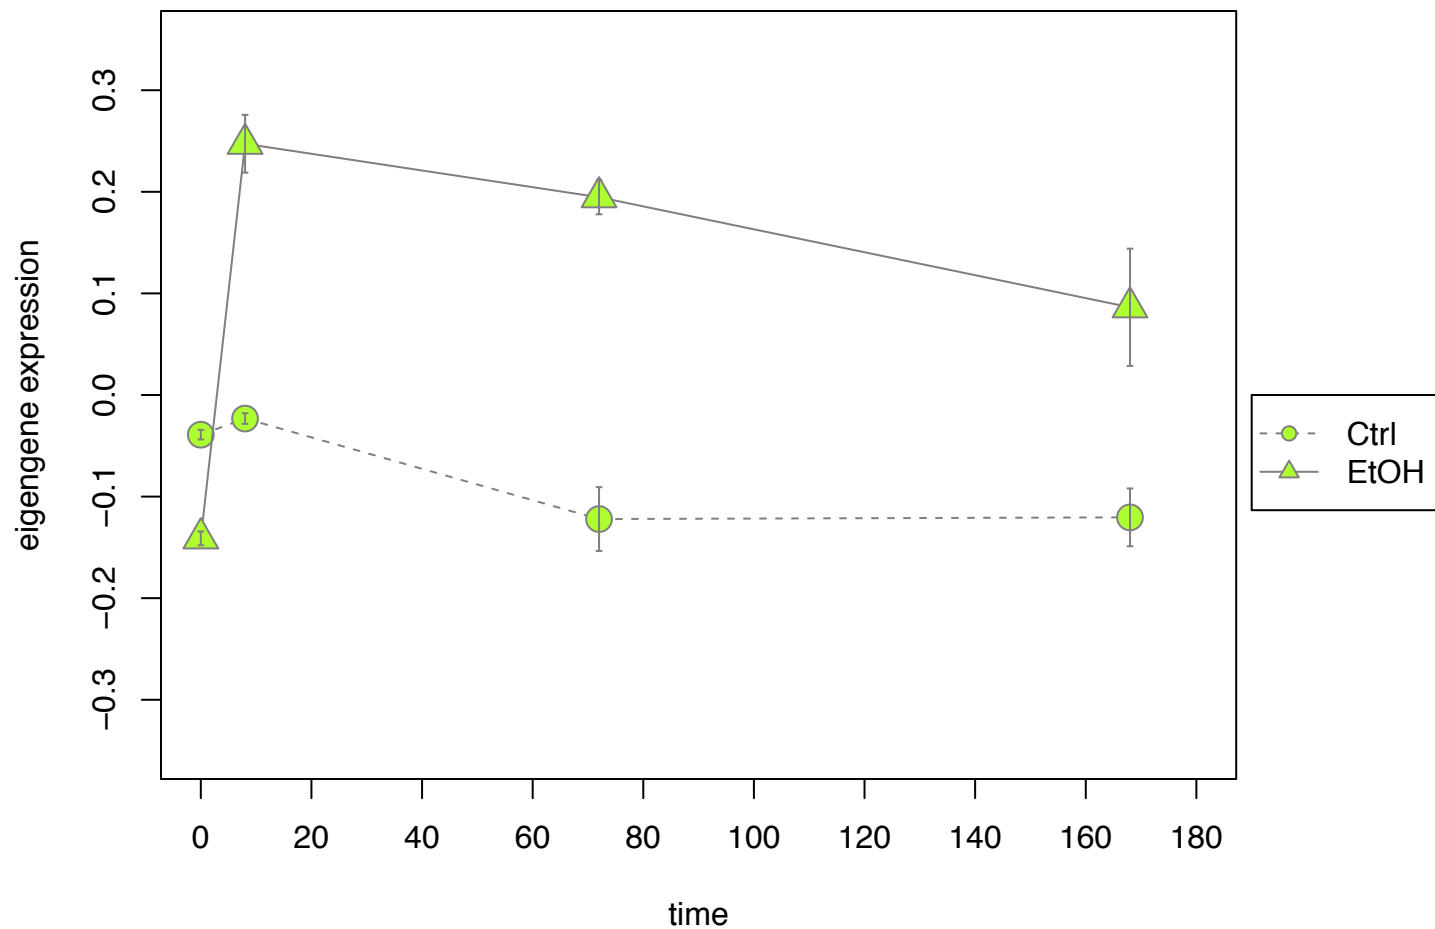

# PFC grey

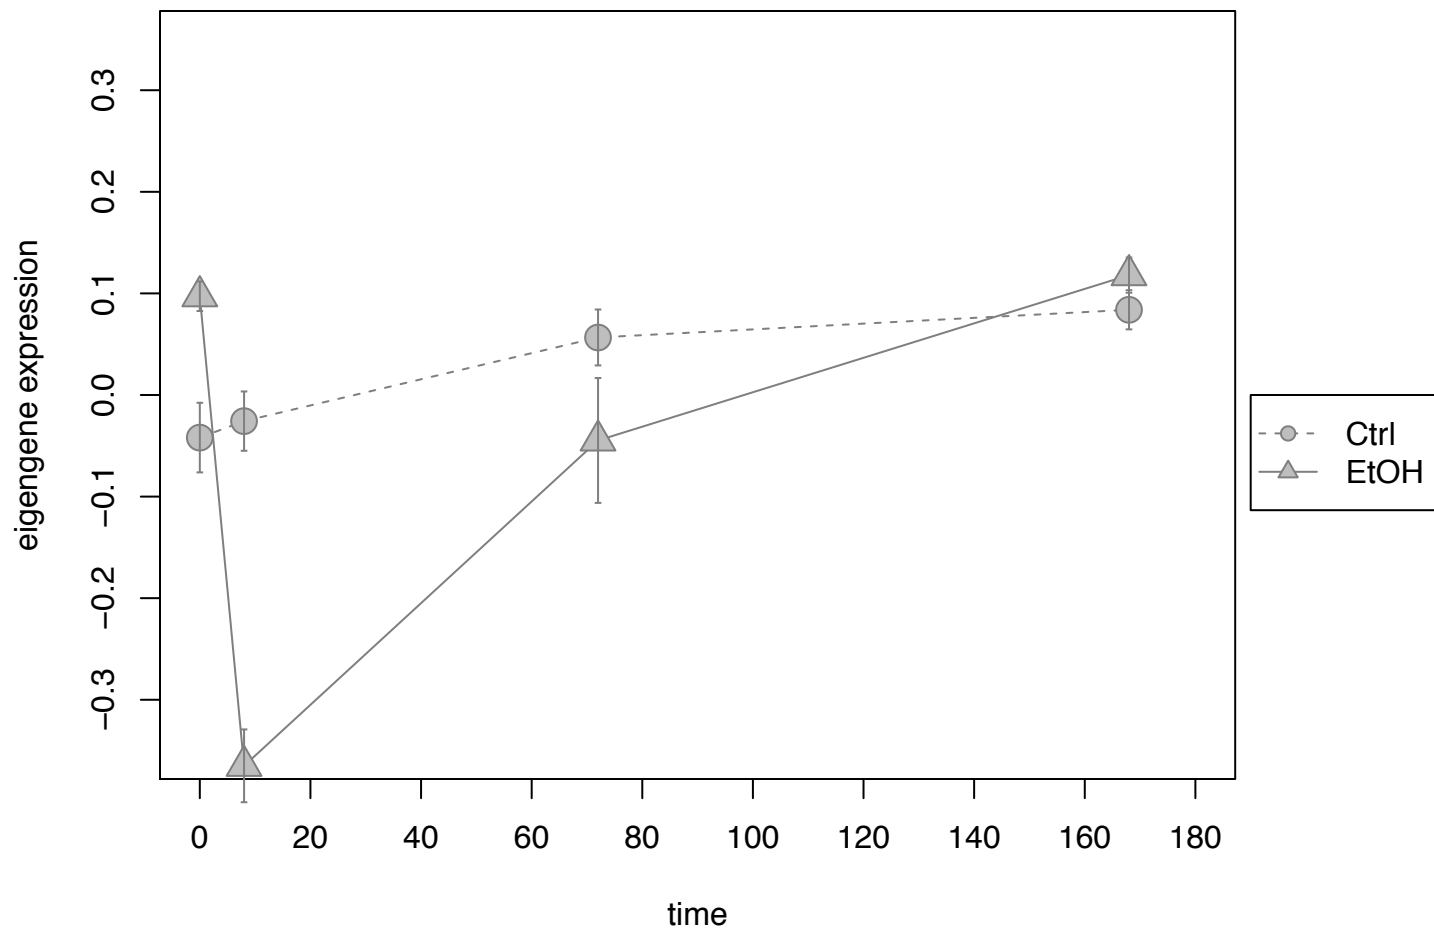

# PFC grey60

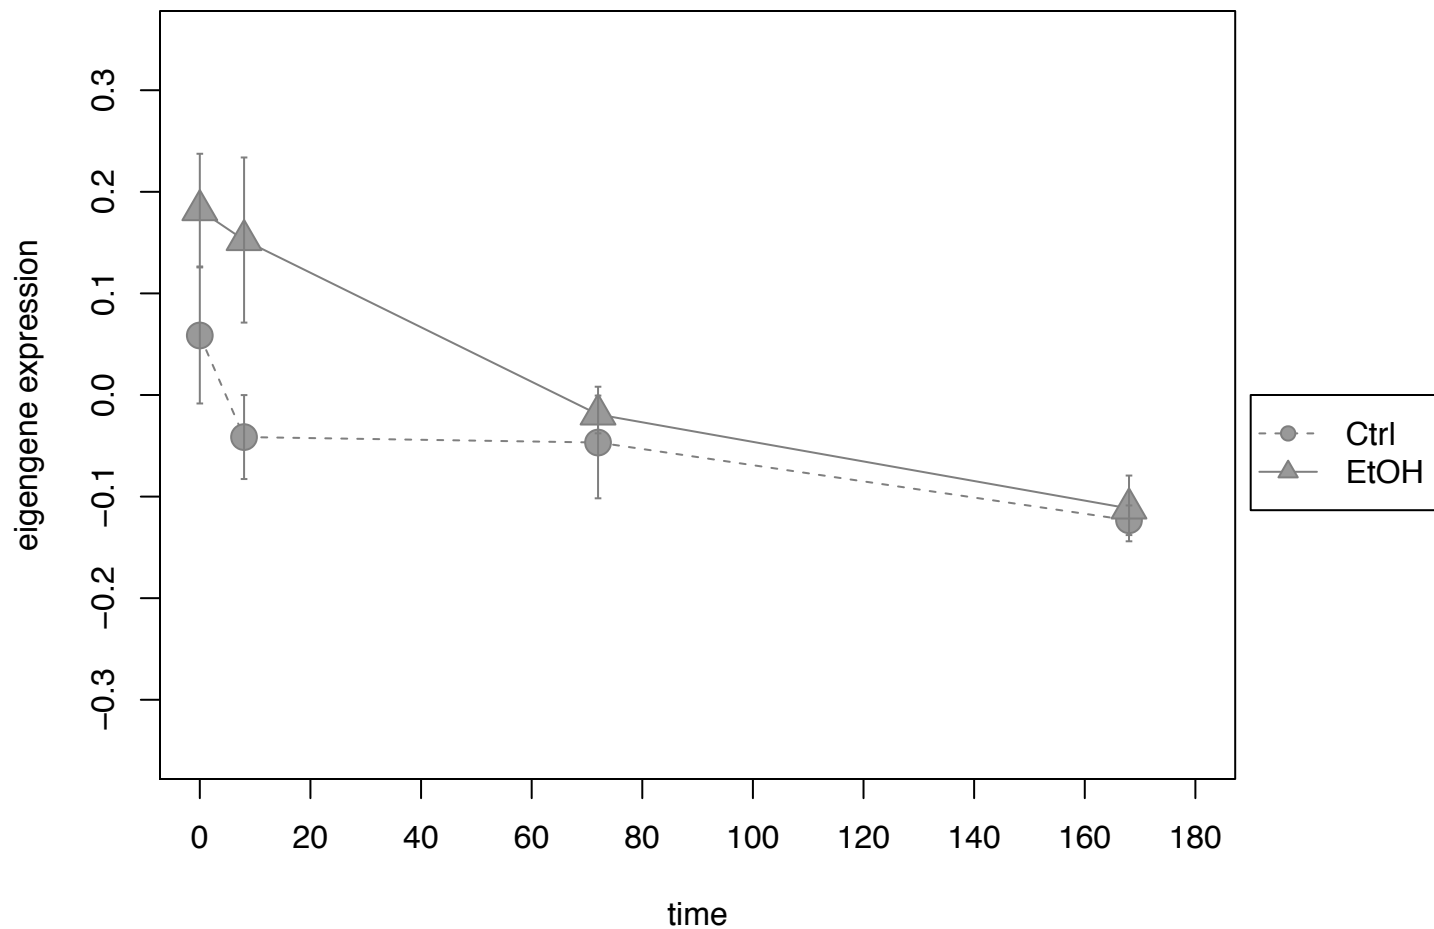

# PFC lightcyan

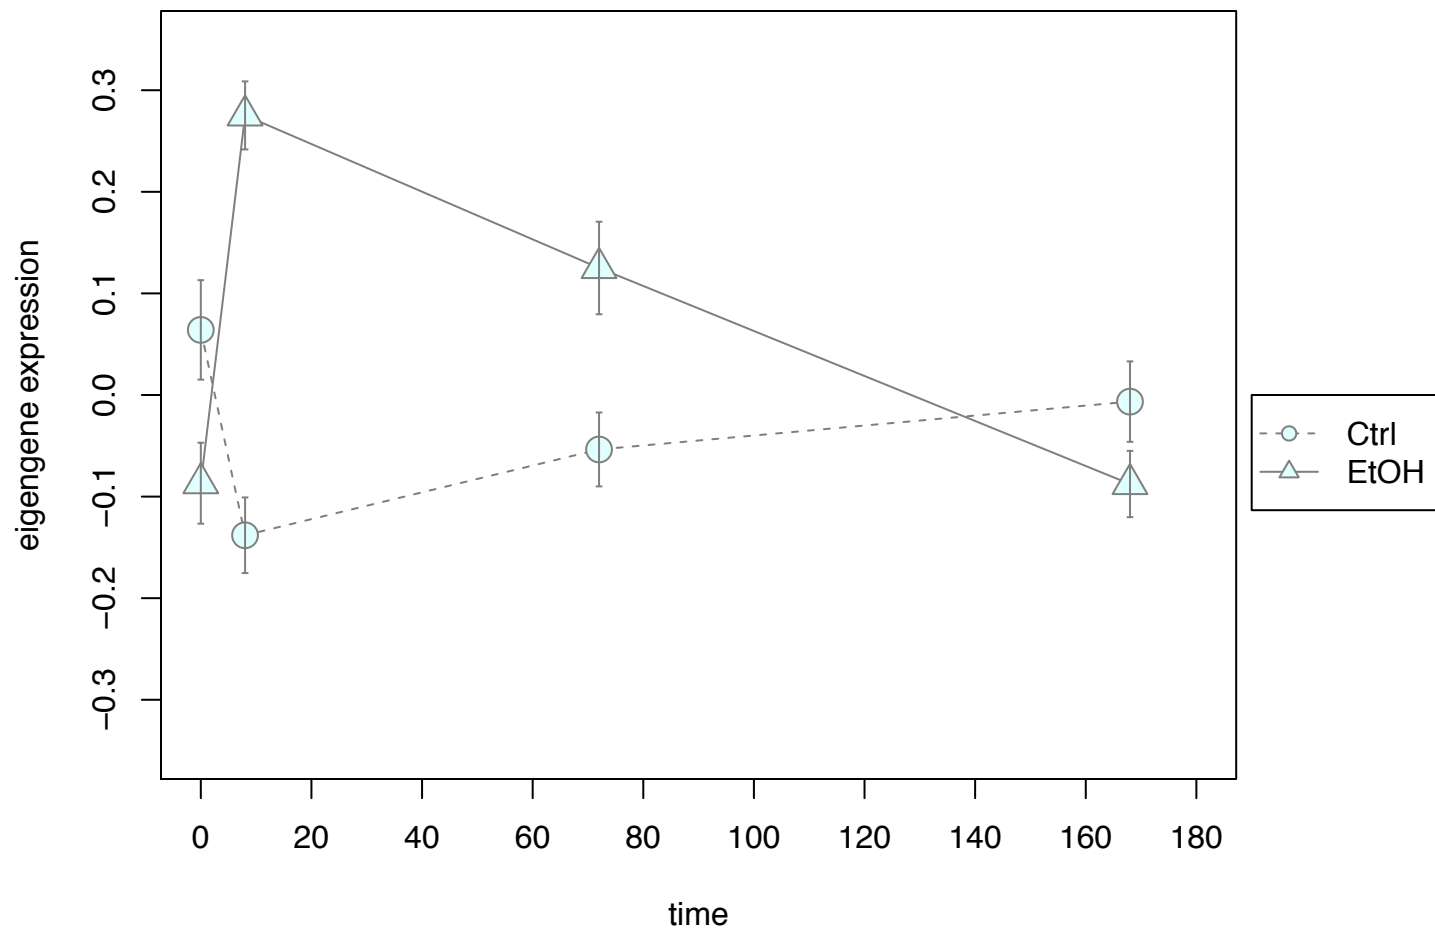

# PFC lightgreen

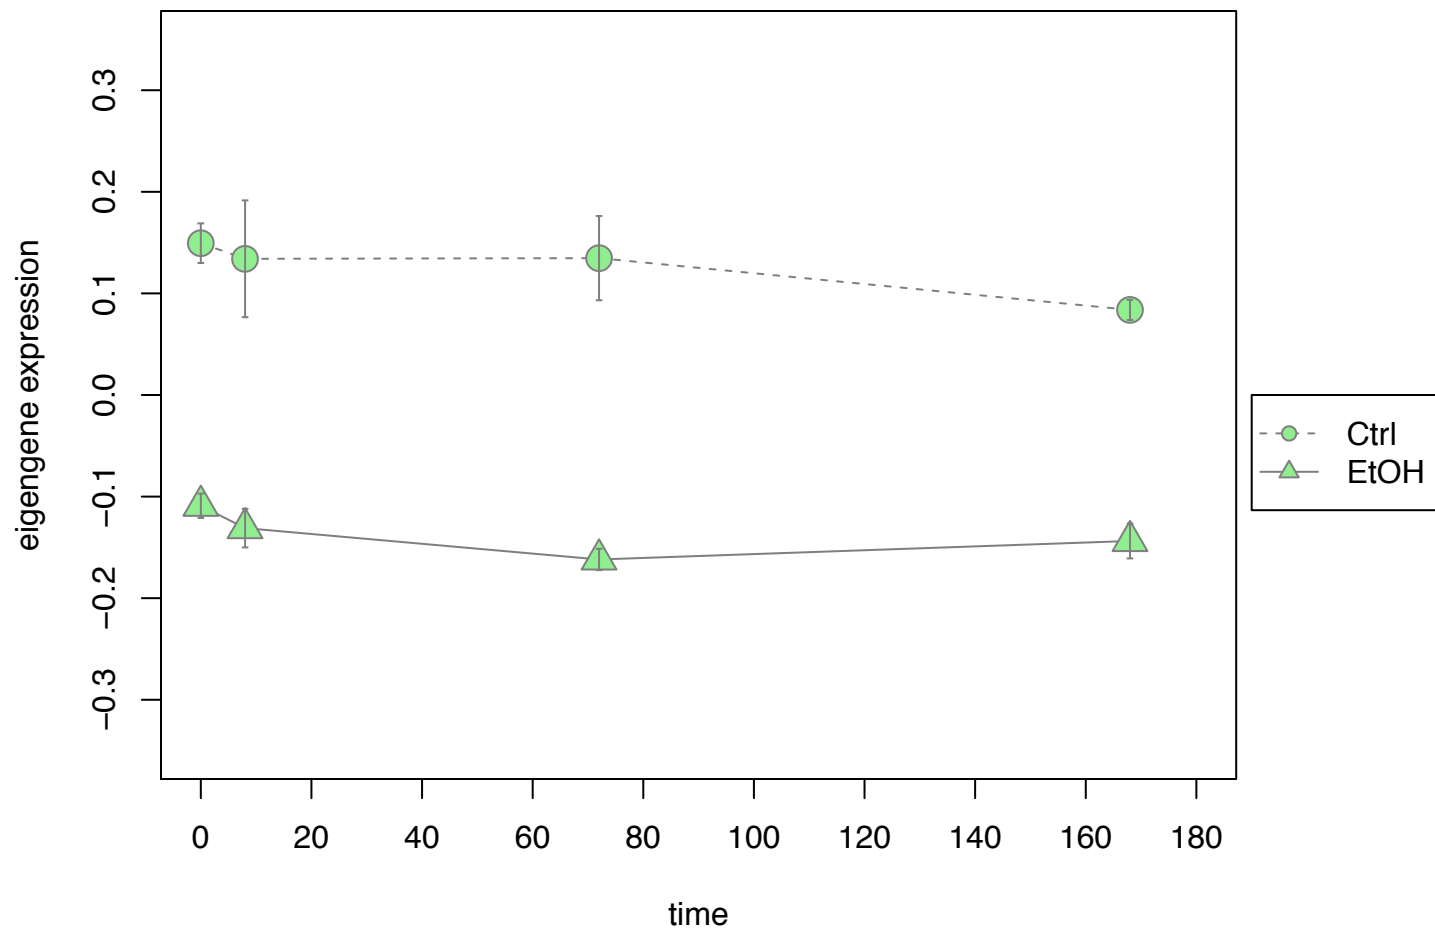

# PFC lightyellow

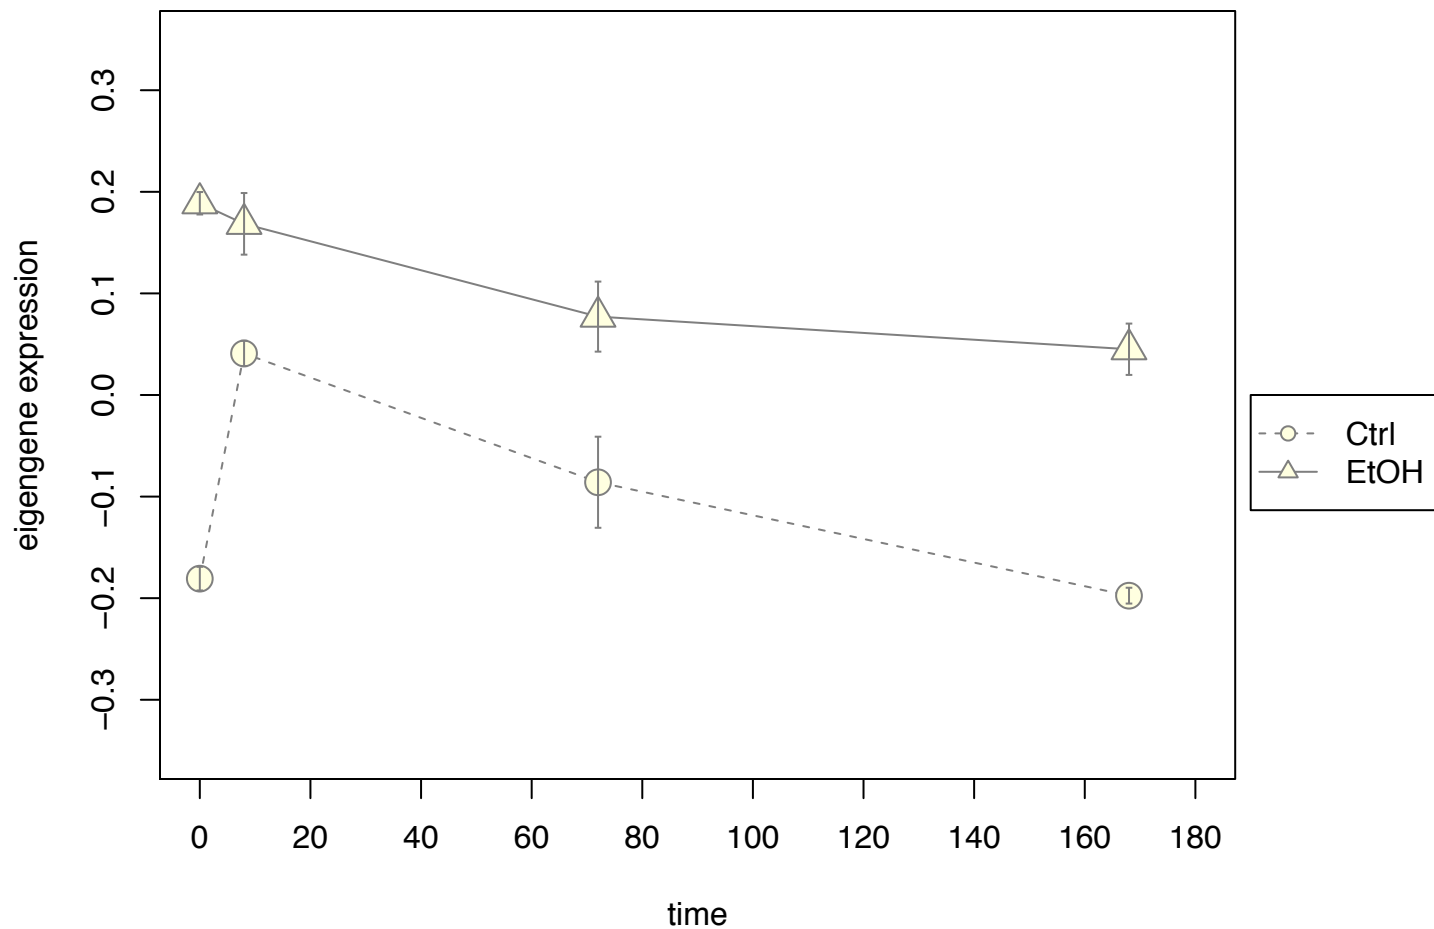

# PFC magenta

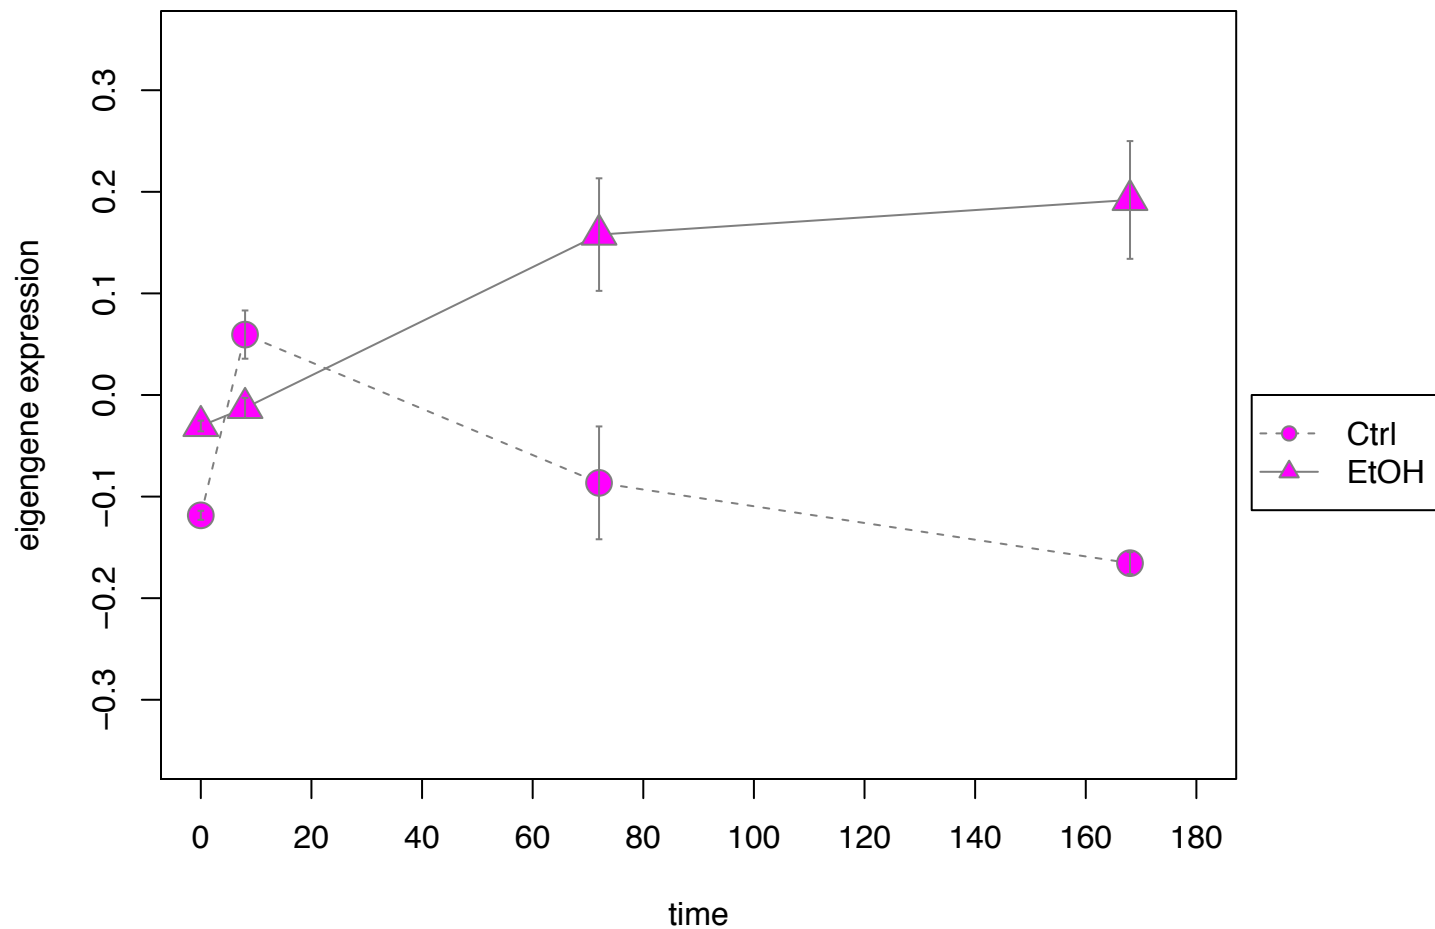

# PFC midnightblue

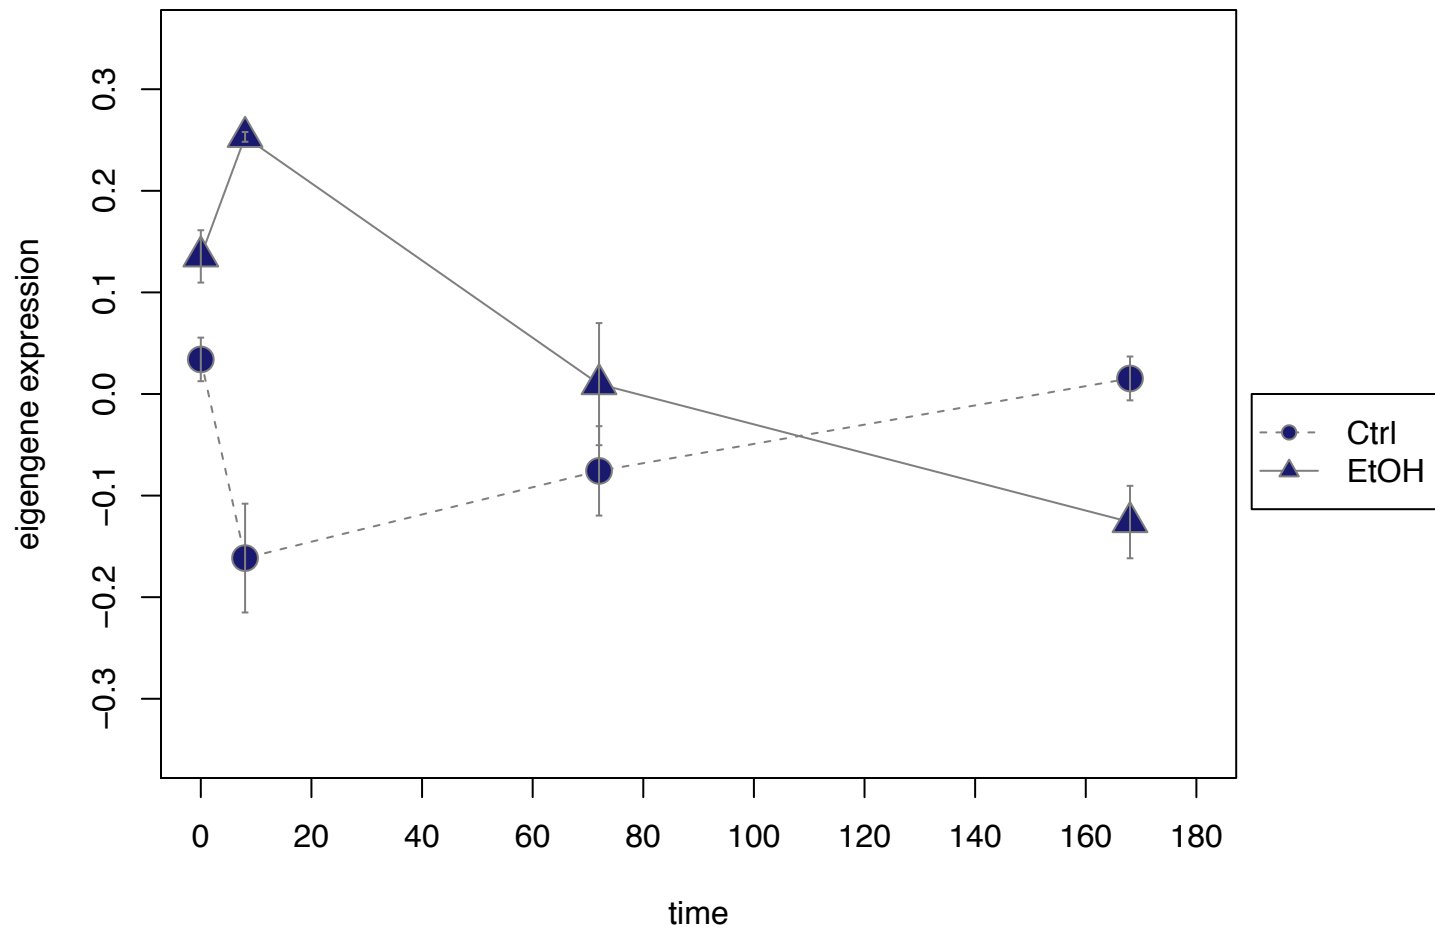

# PFC orange

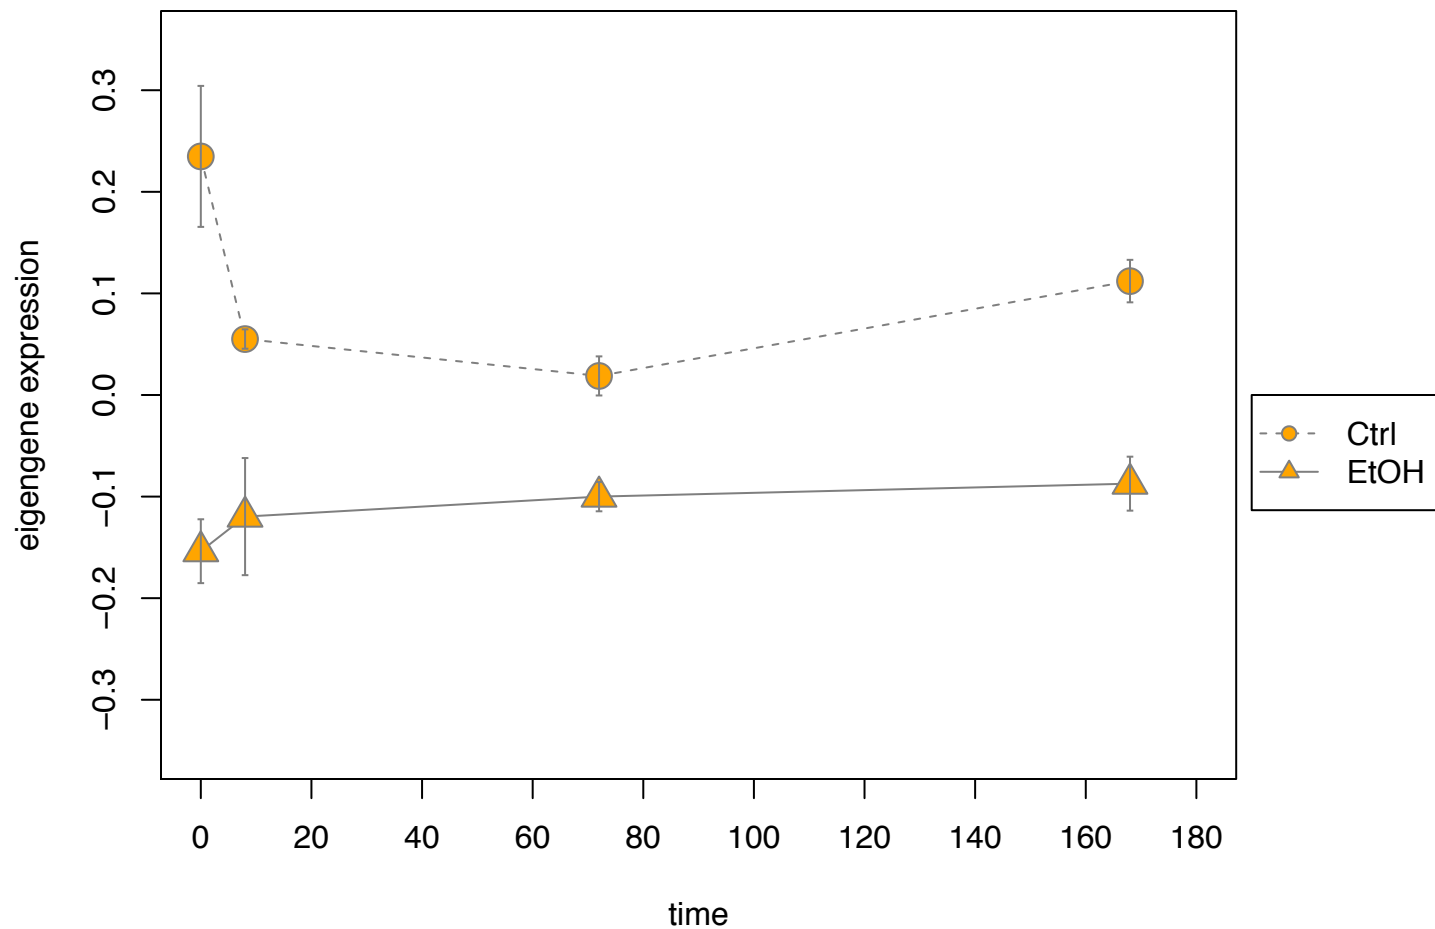

# PFC pink

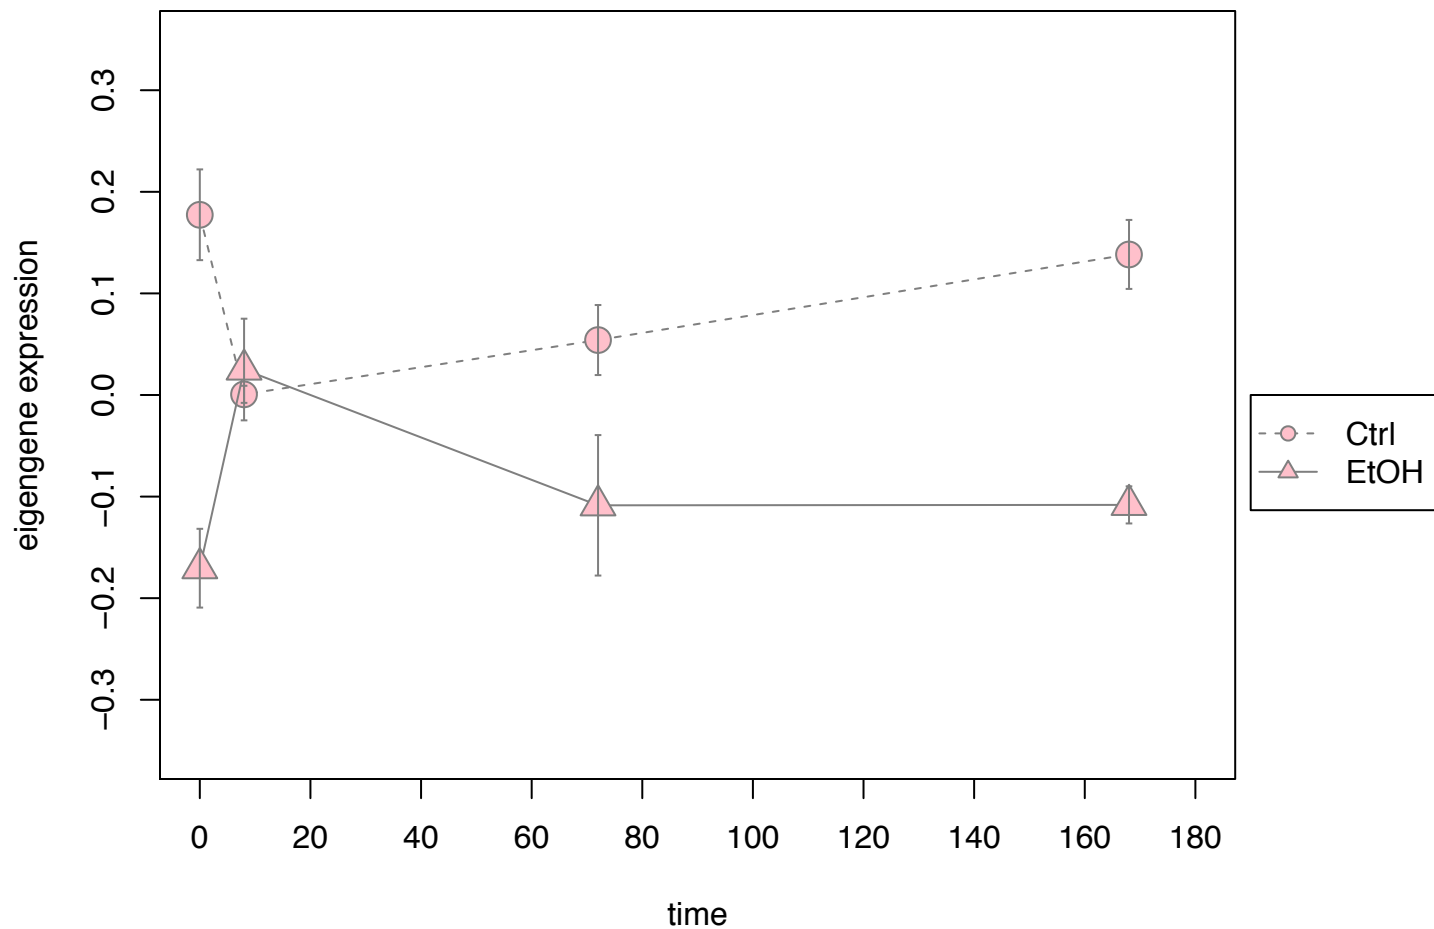

# PFC purple

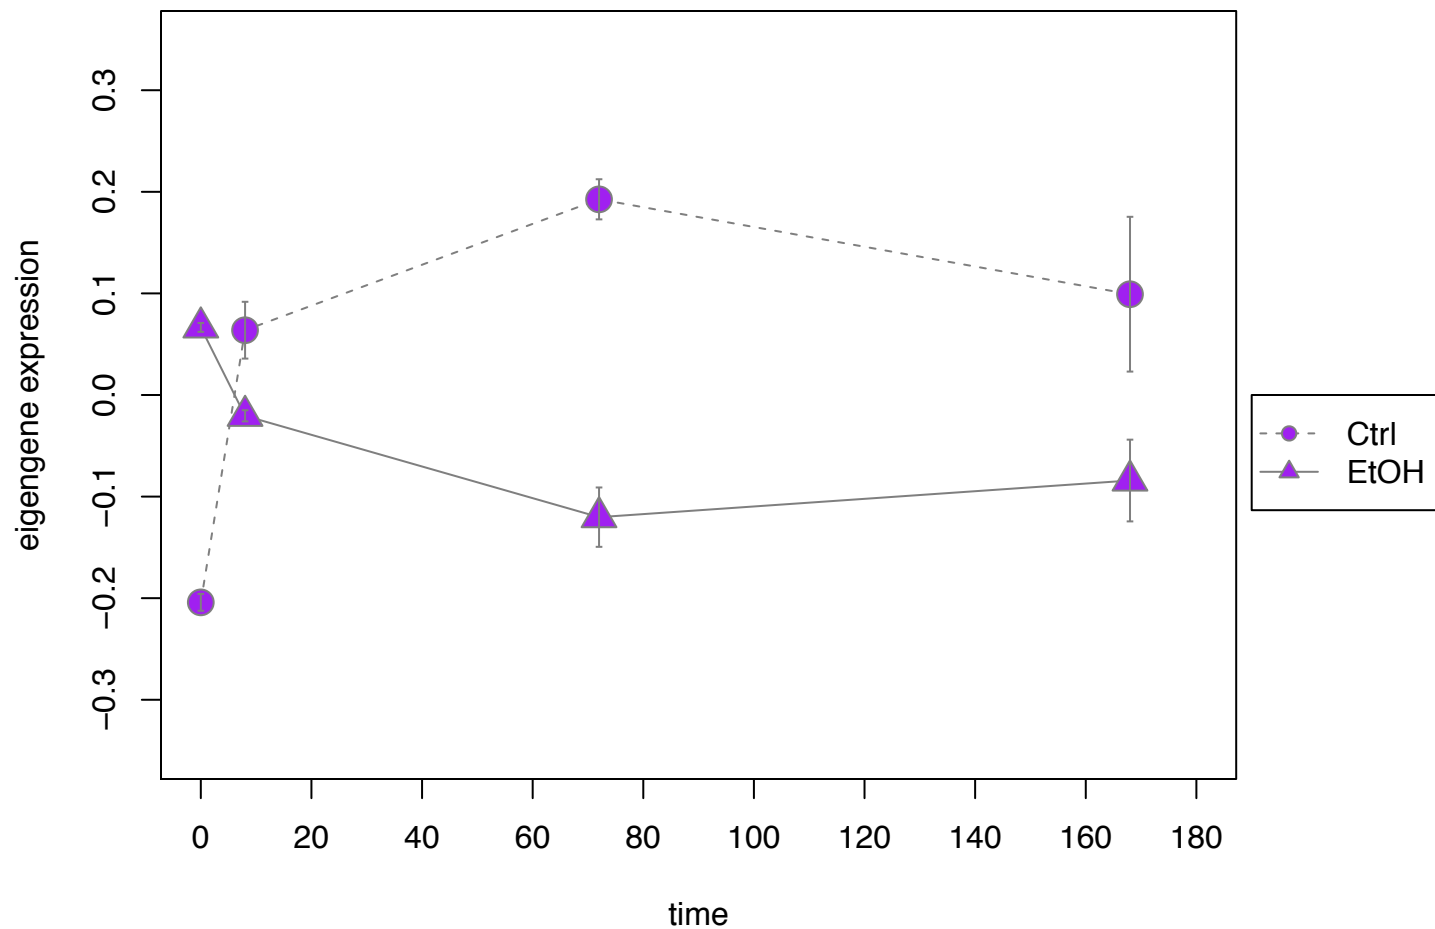

# PFC red

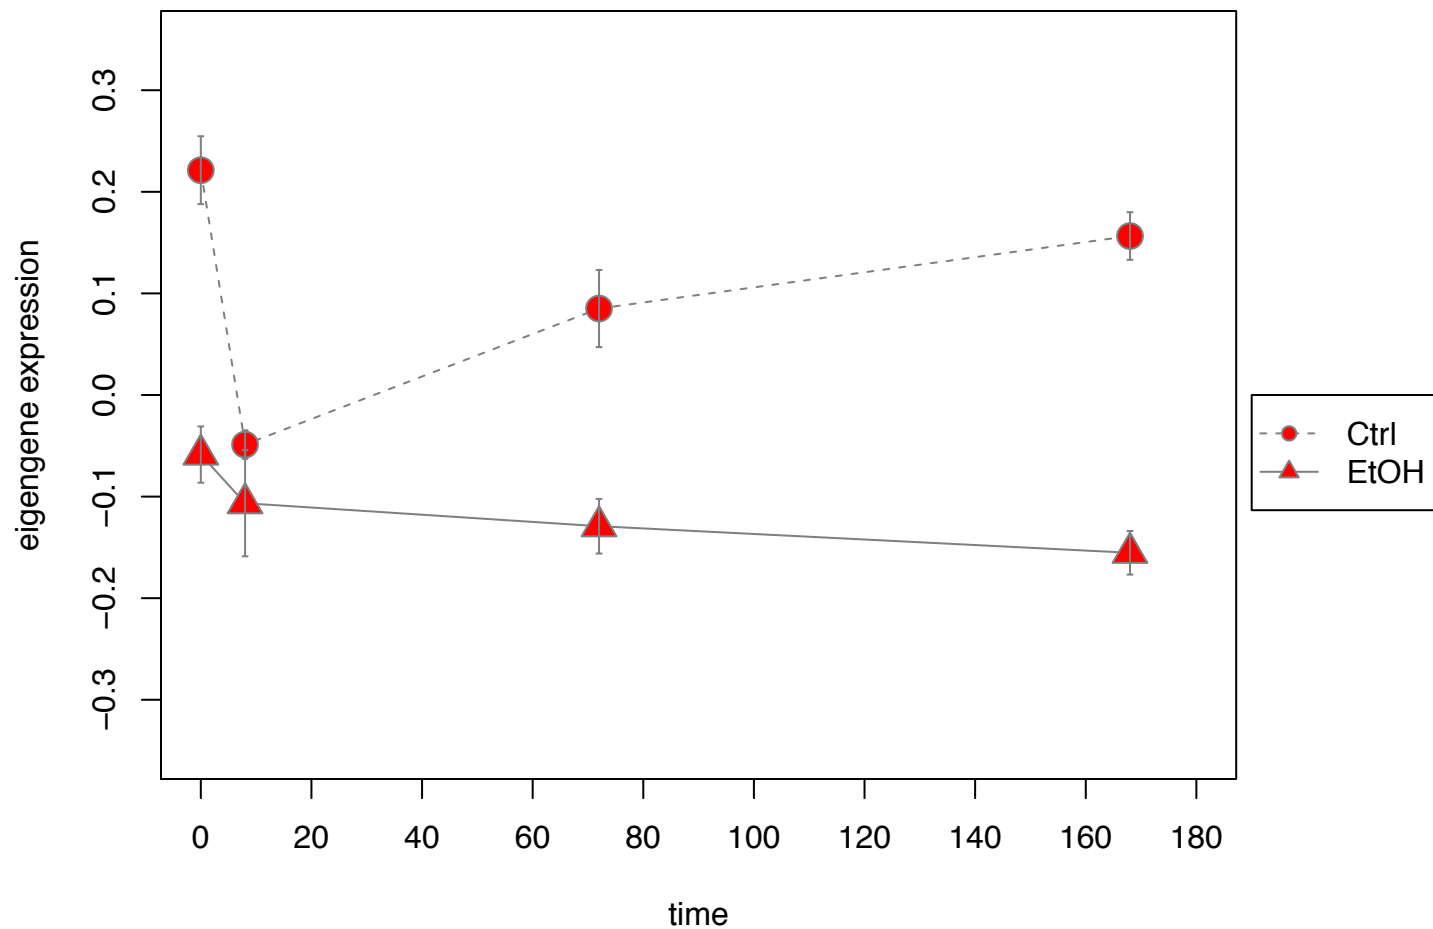

# PFC royalblue

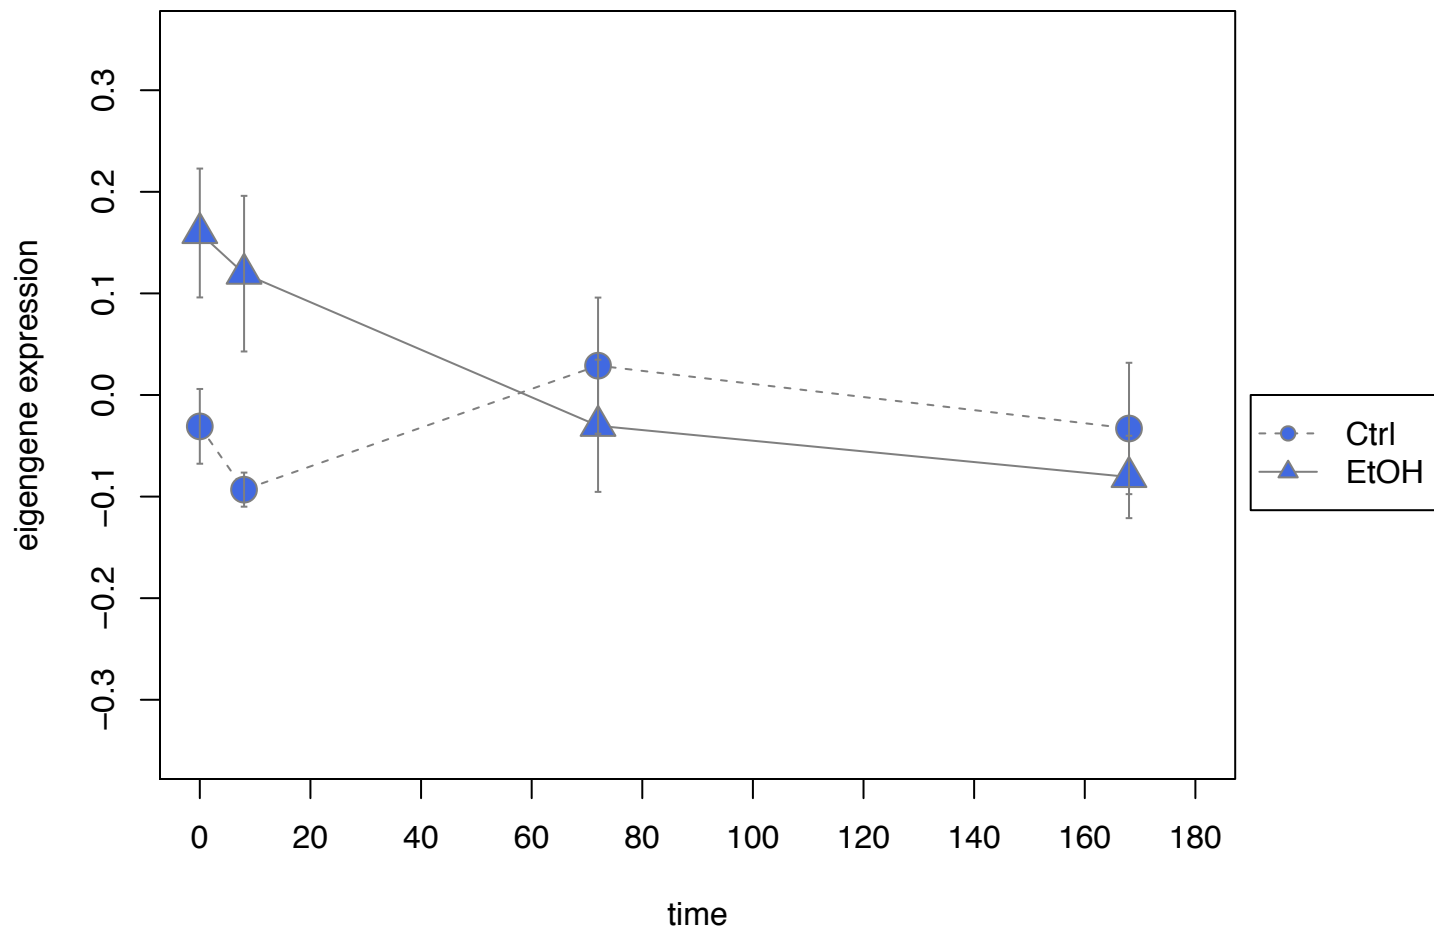

# PFC saddlebrown

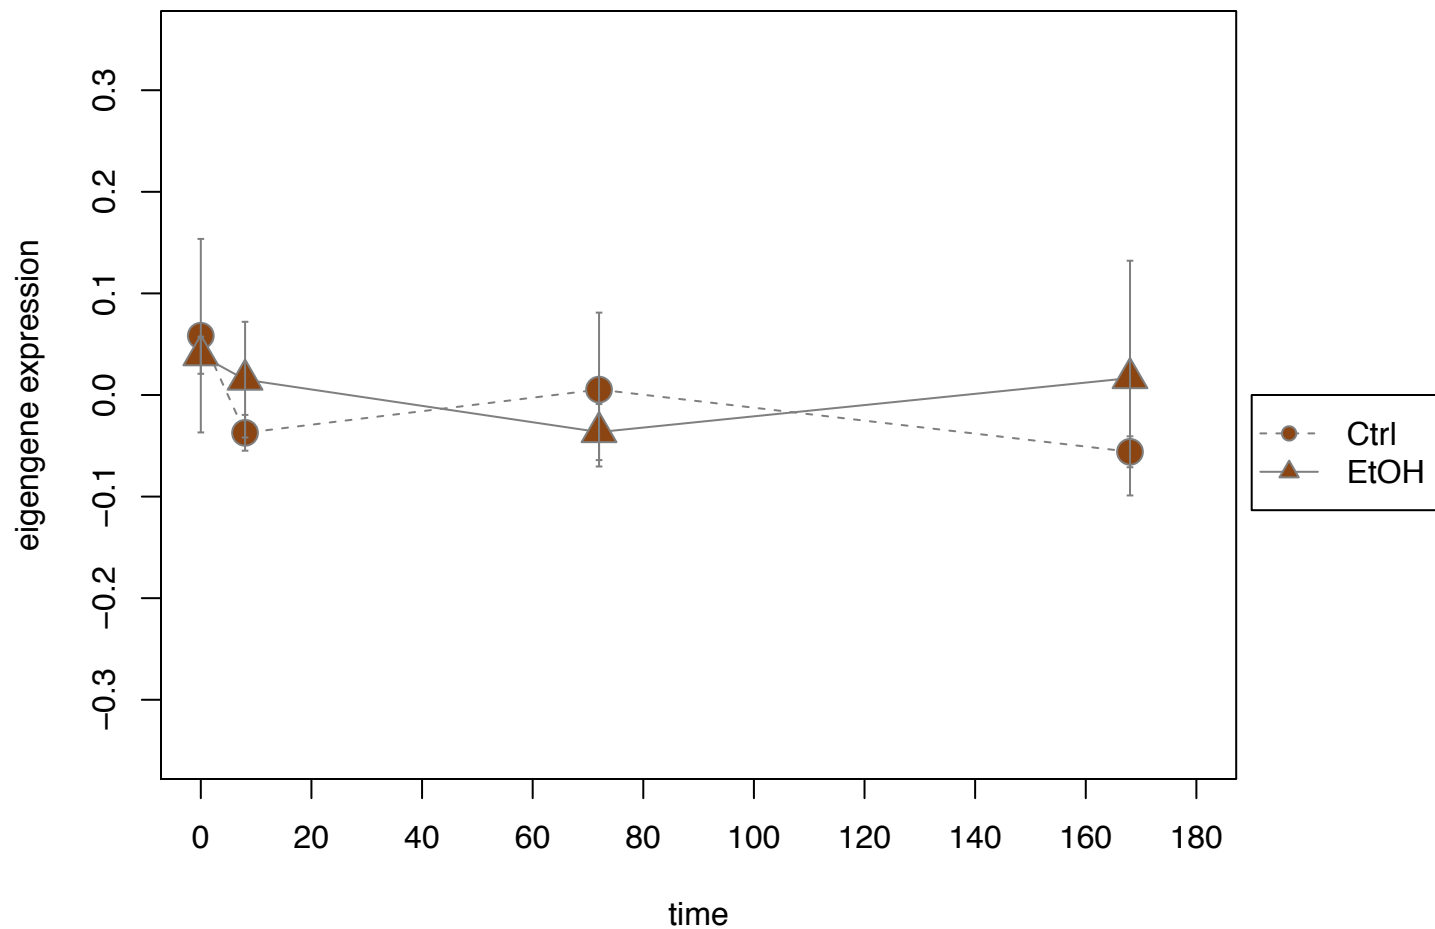

# PFC salmon

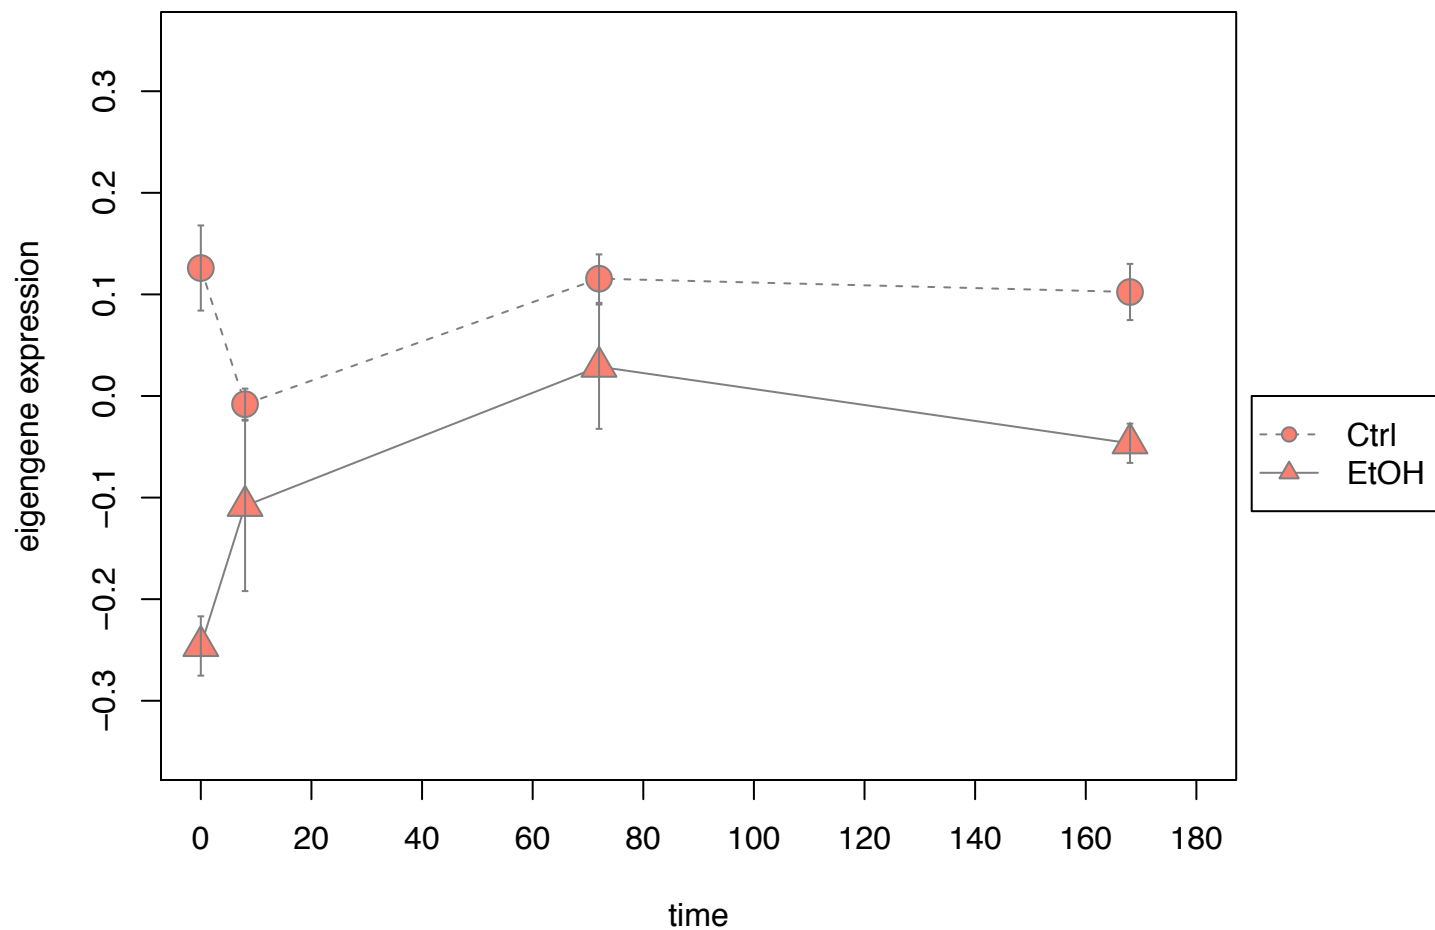

# PFC skyblue

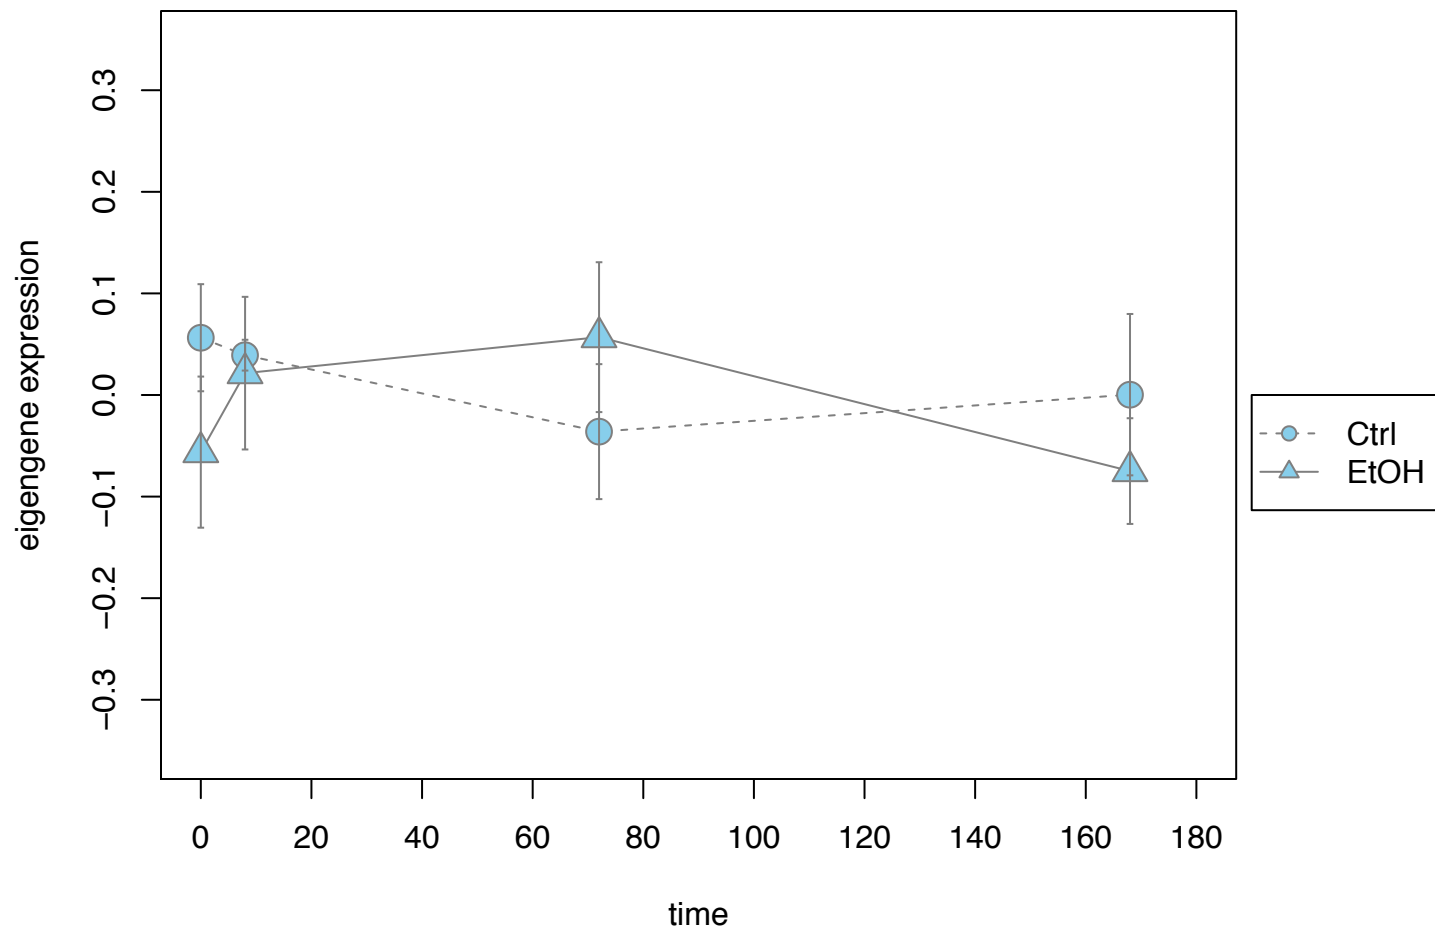

# PFC steelblue

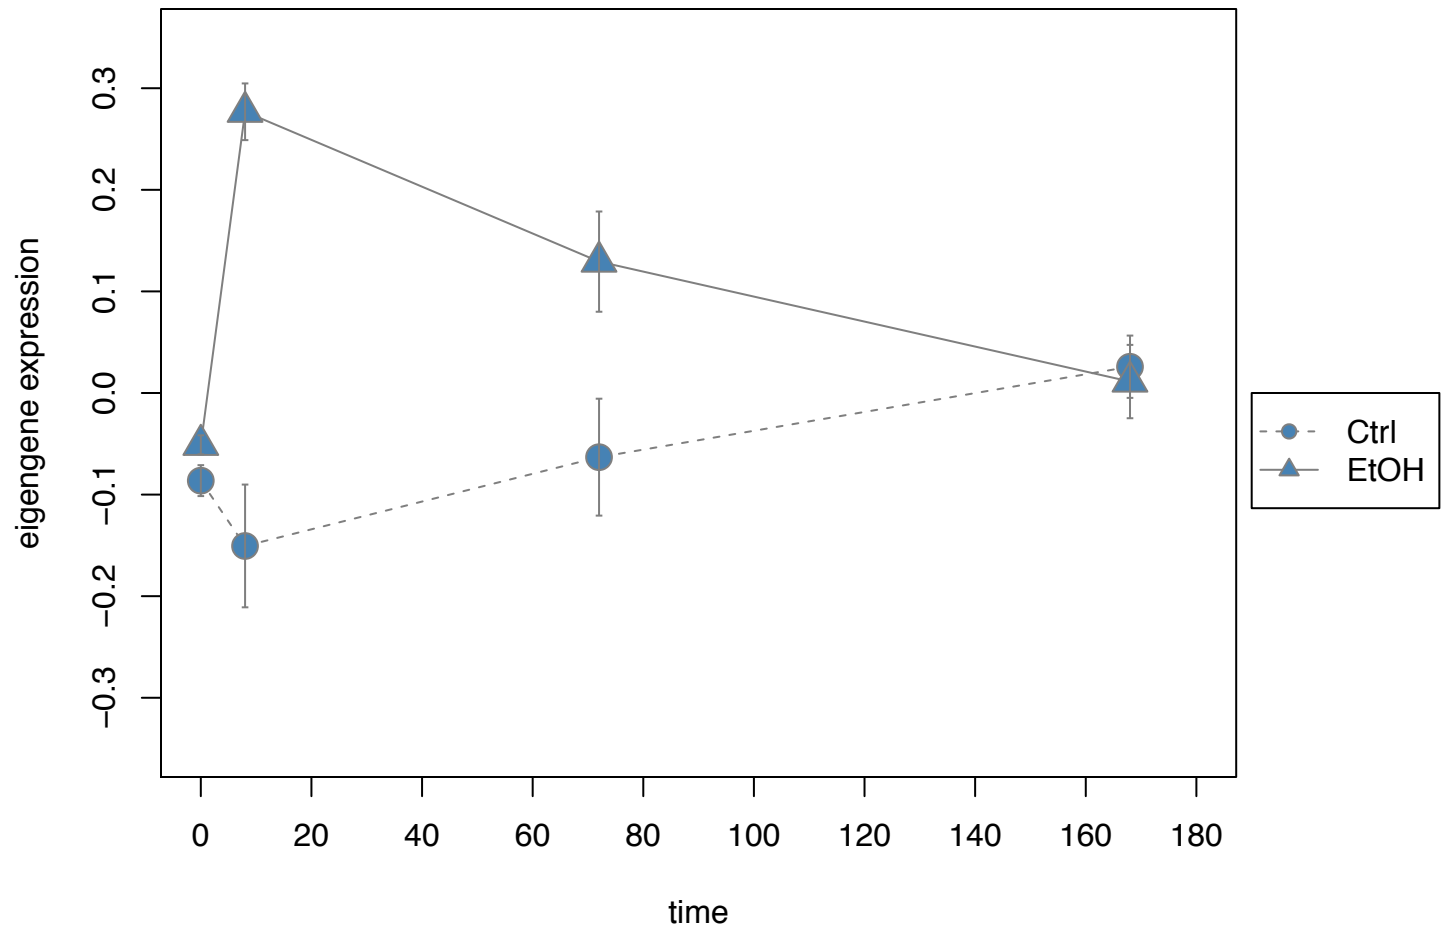

# PFC tan

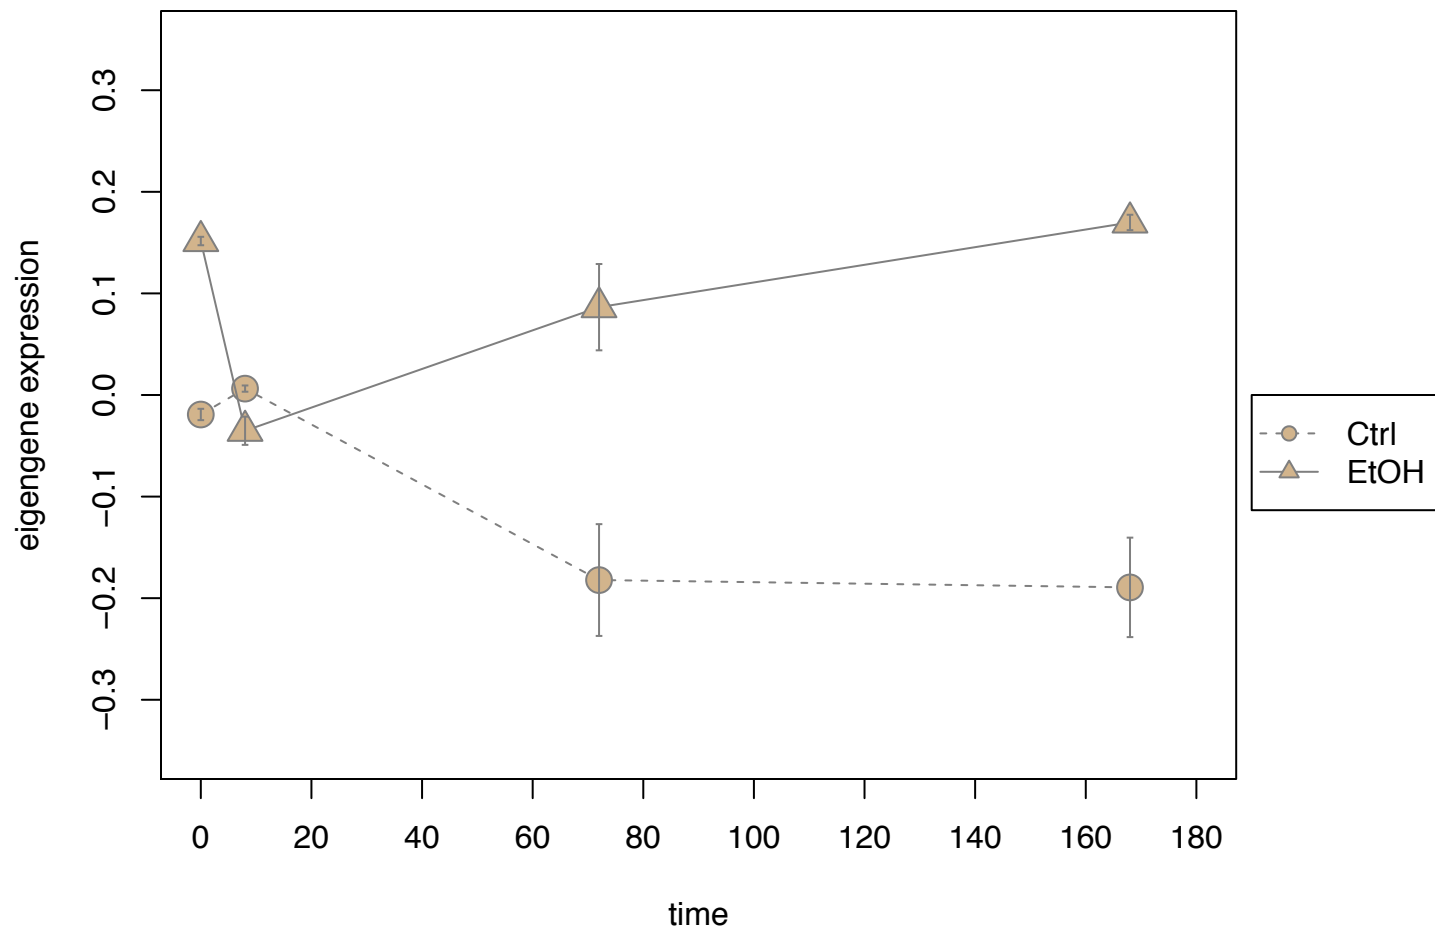

# PFC turquoise

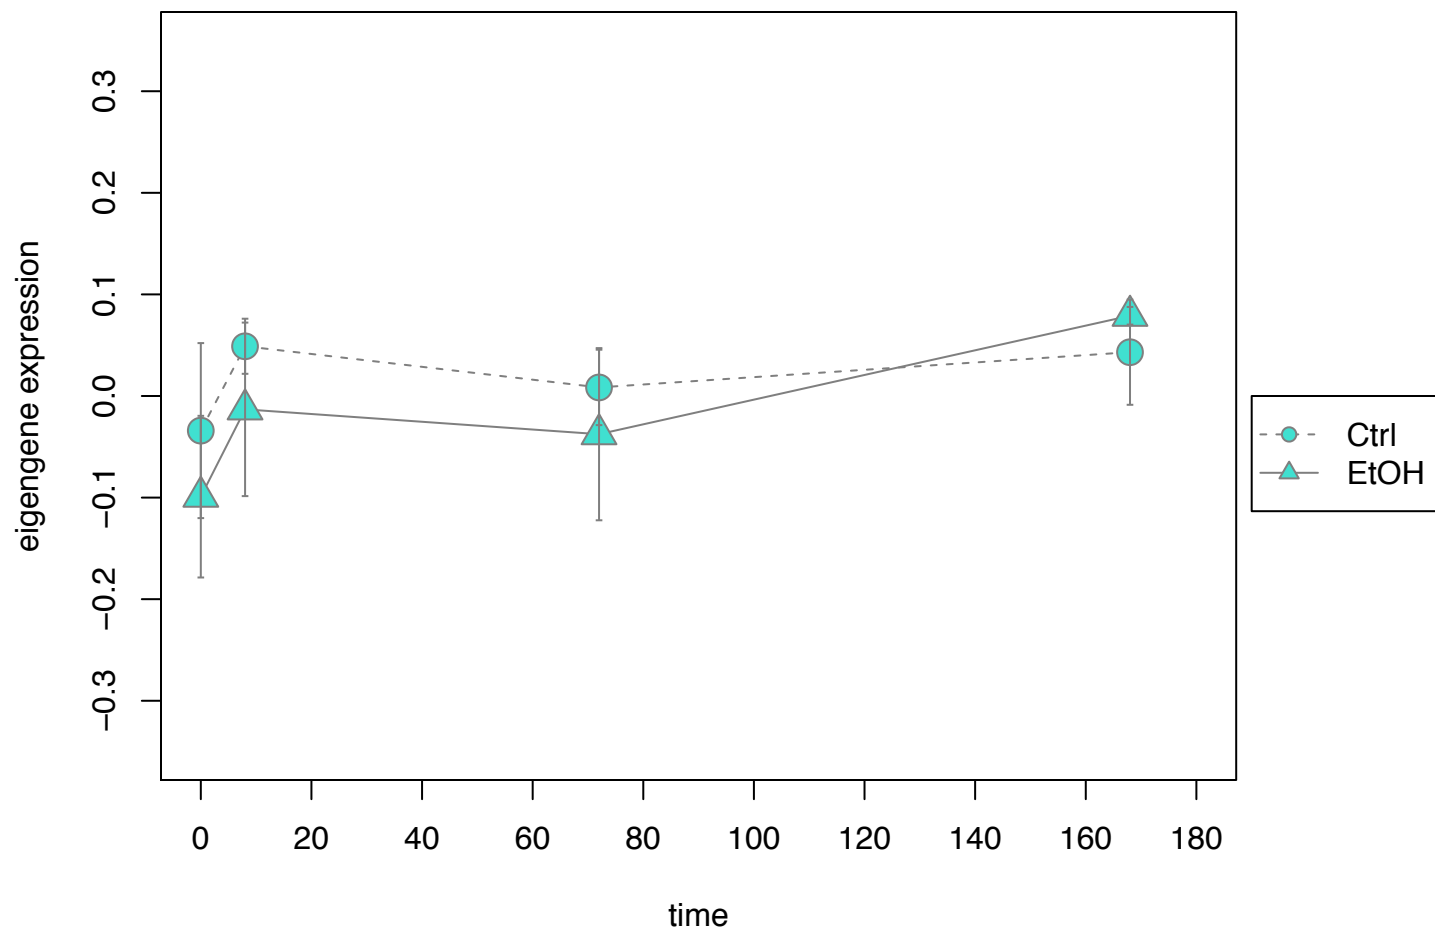

# PFC white

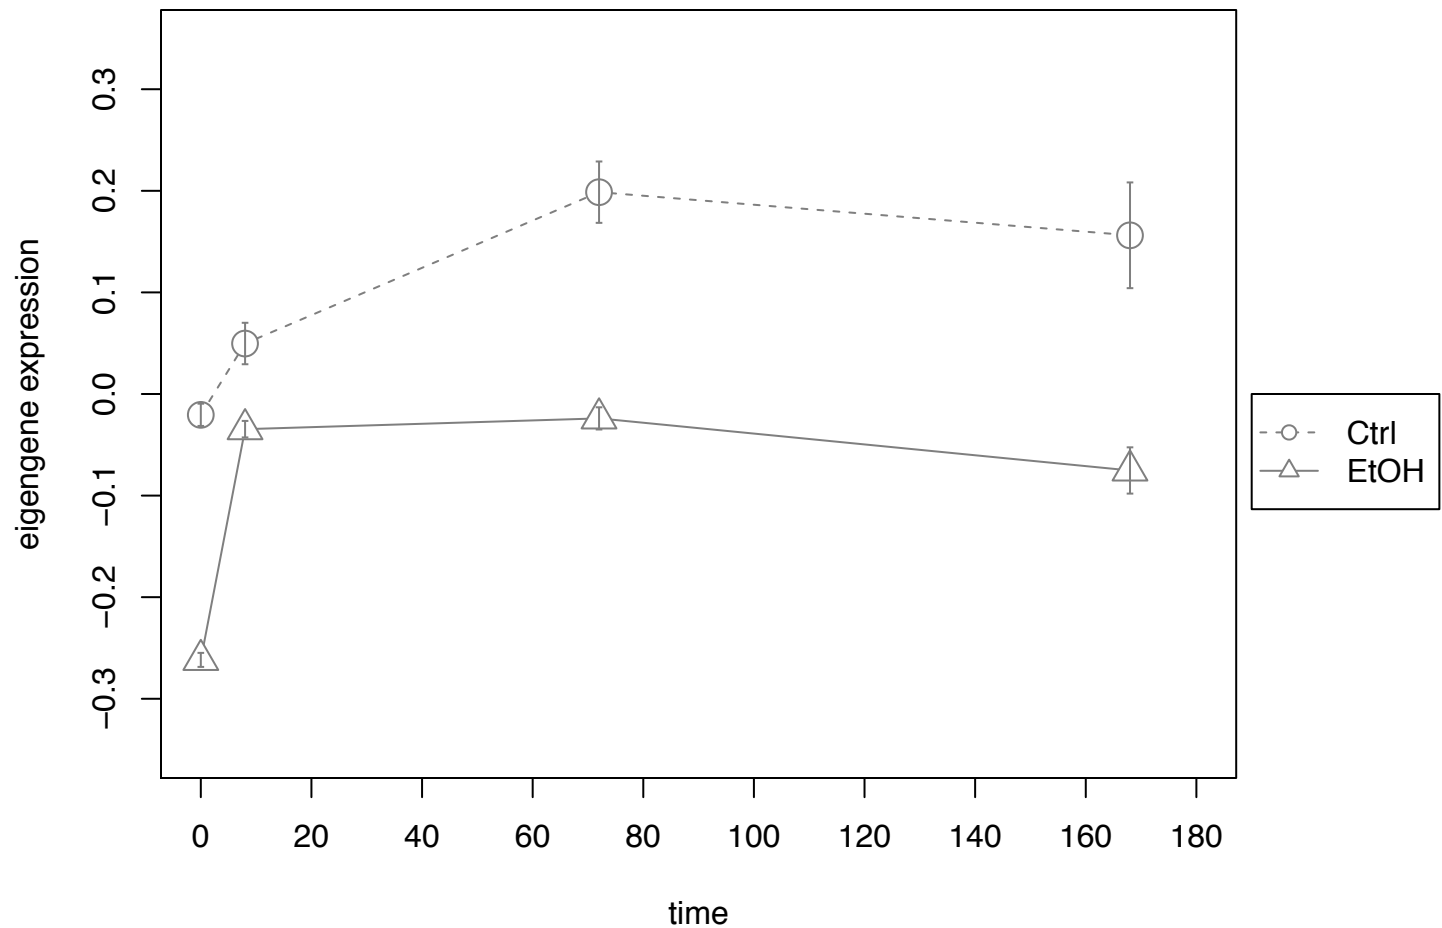

# PFC yellow

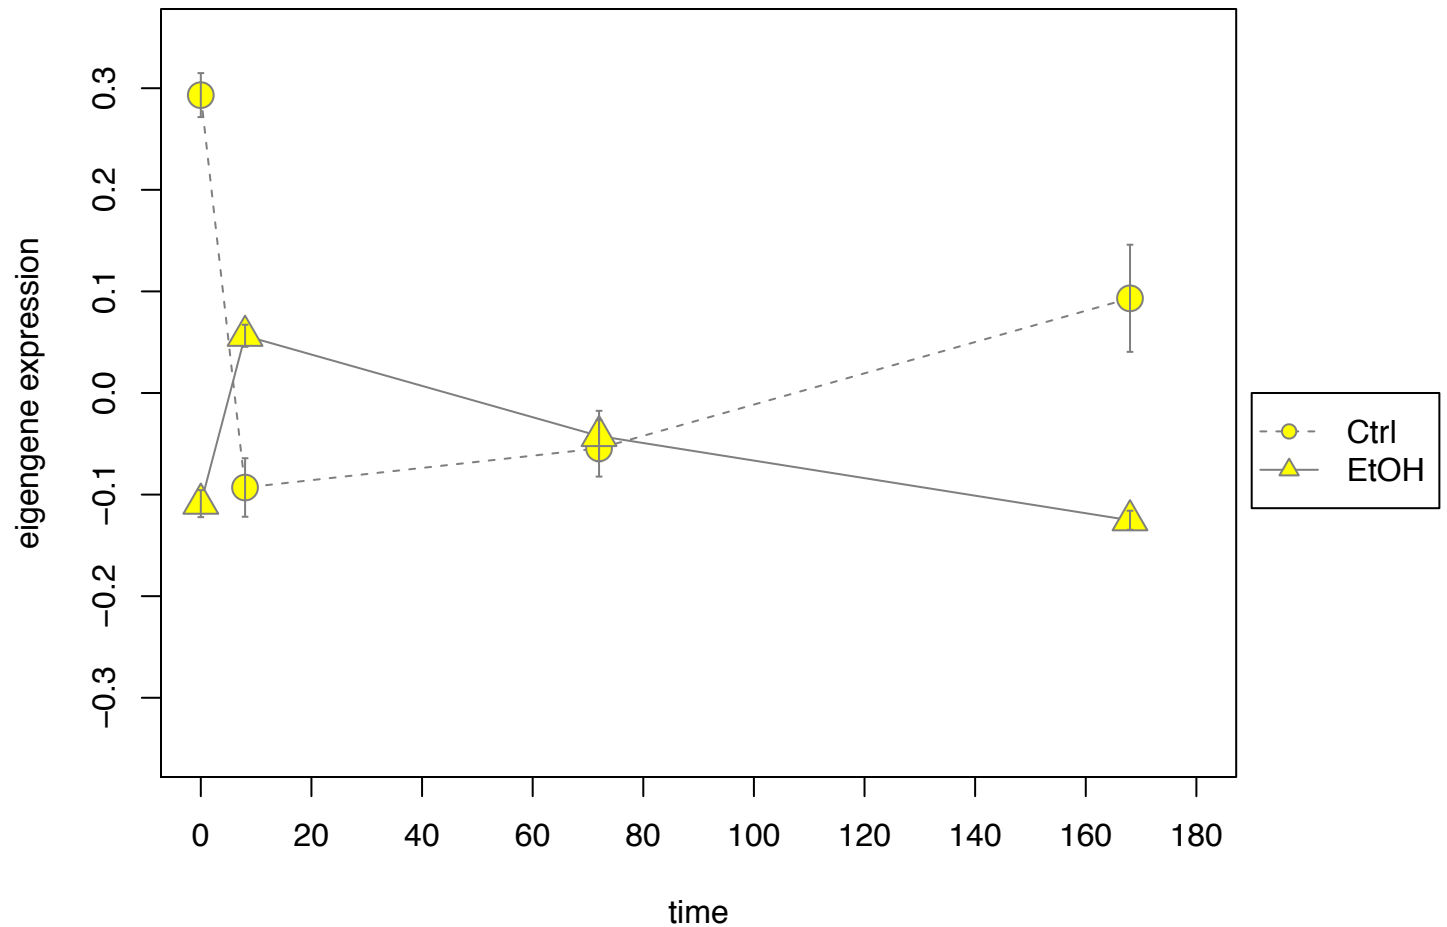

**Supplement:** S1 Fig

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257

B6Exp1 NAC WGCNA-DS2 Multidimensional Scaling

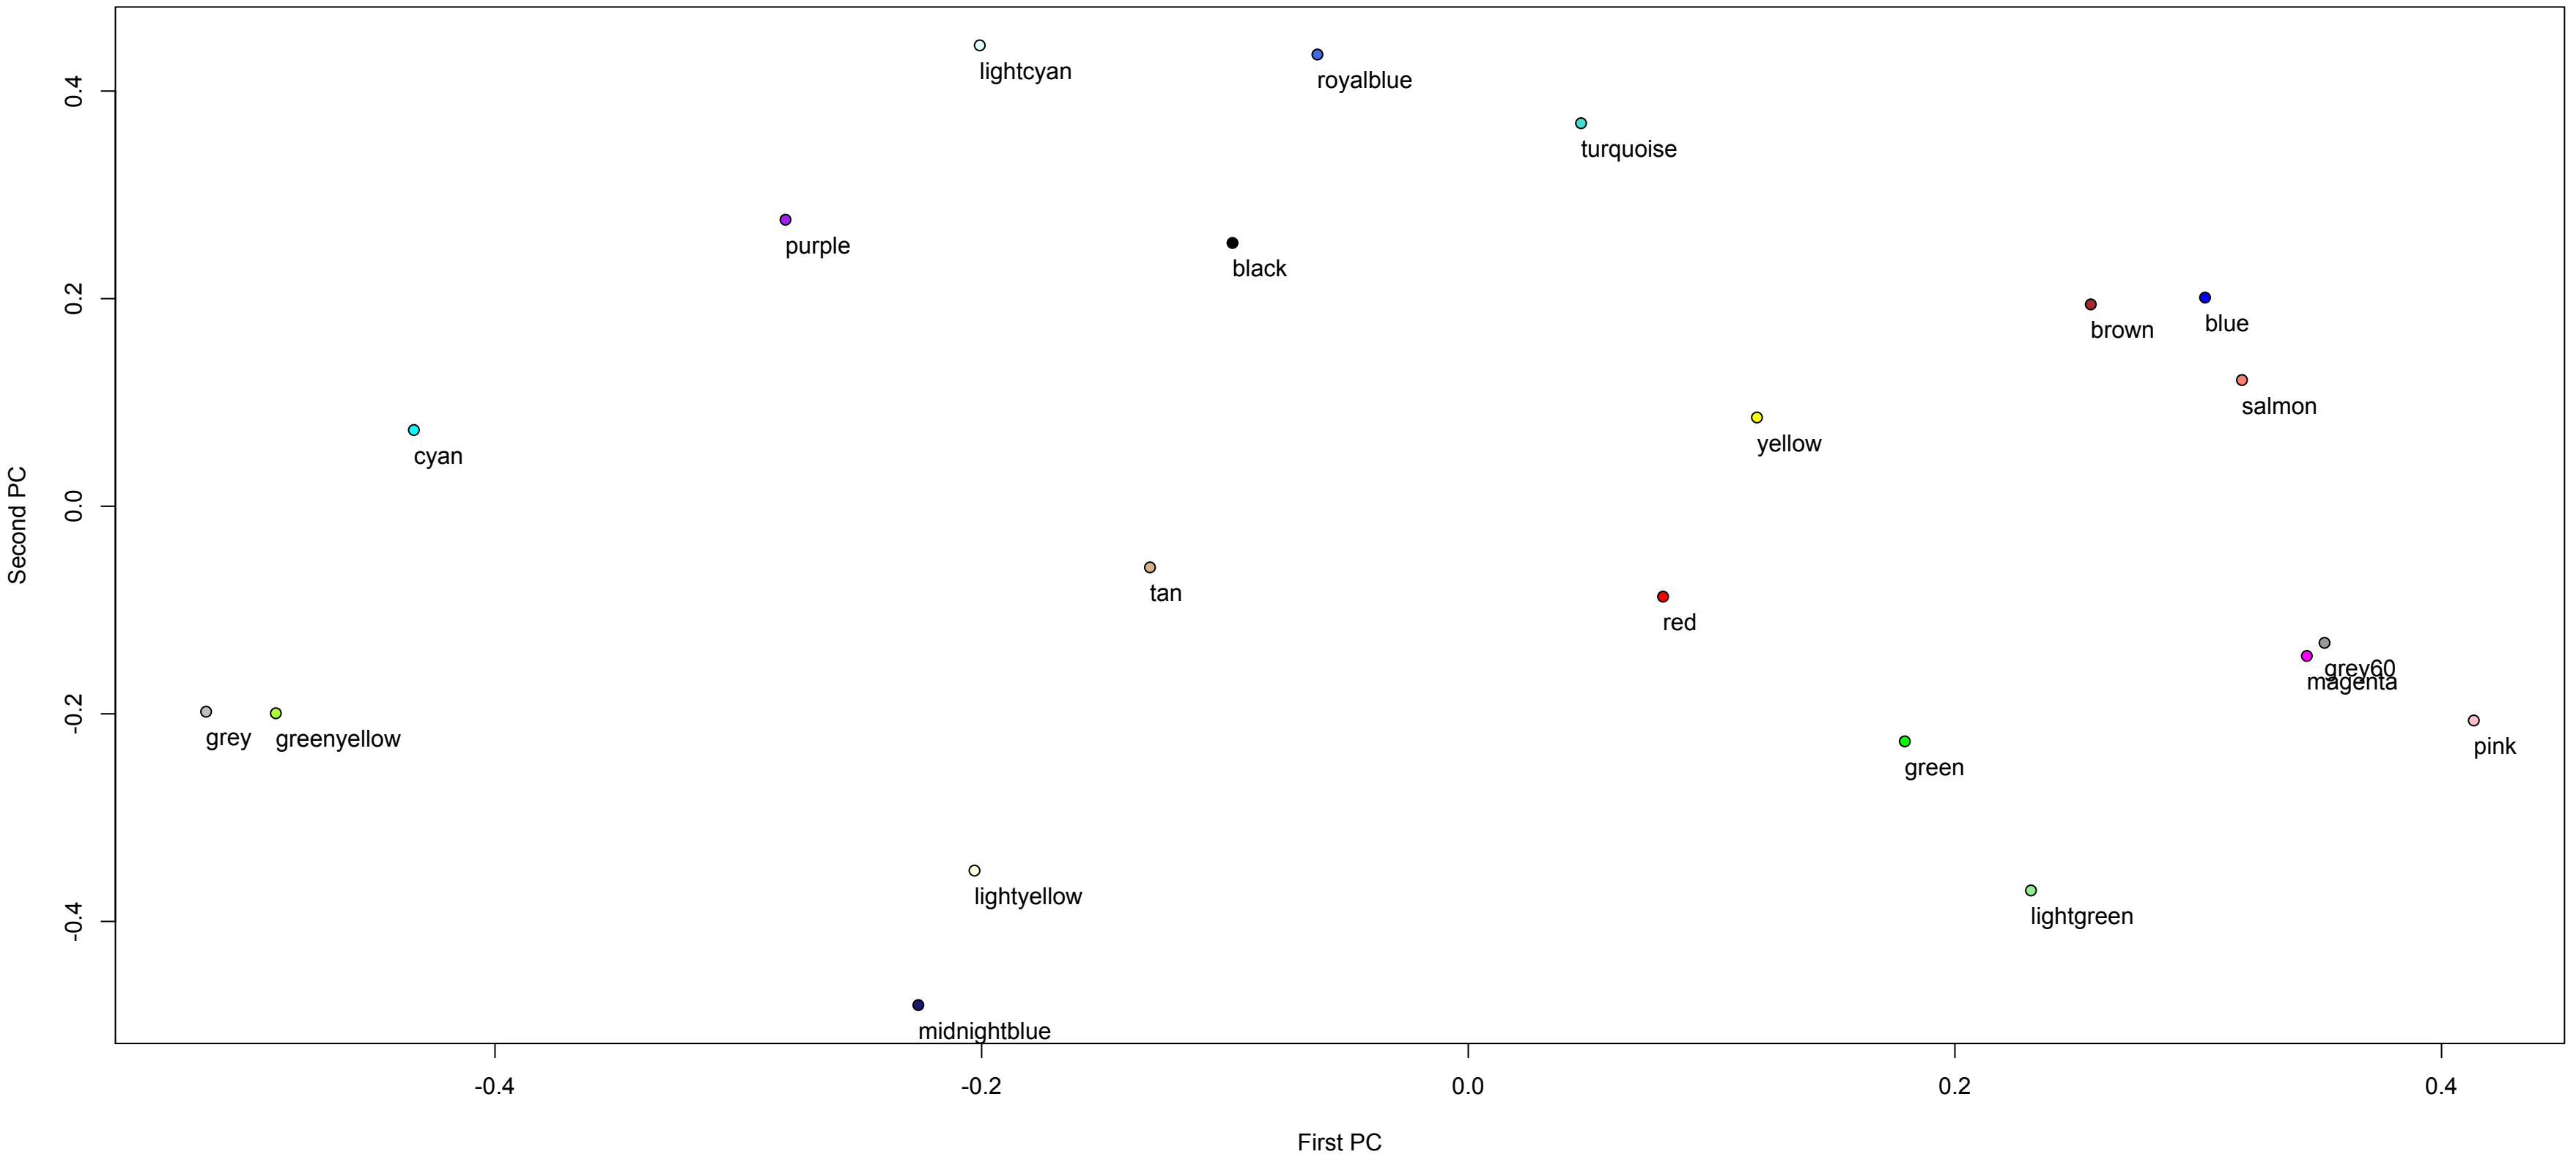

B6Exp1 NAC WGCNA-DS2 Module Eigengene Cluster Dendrogram

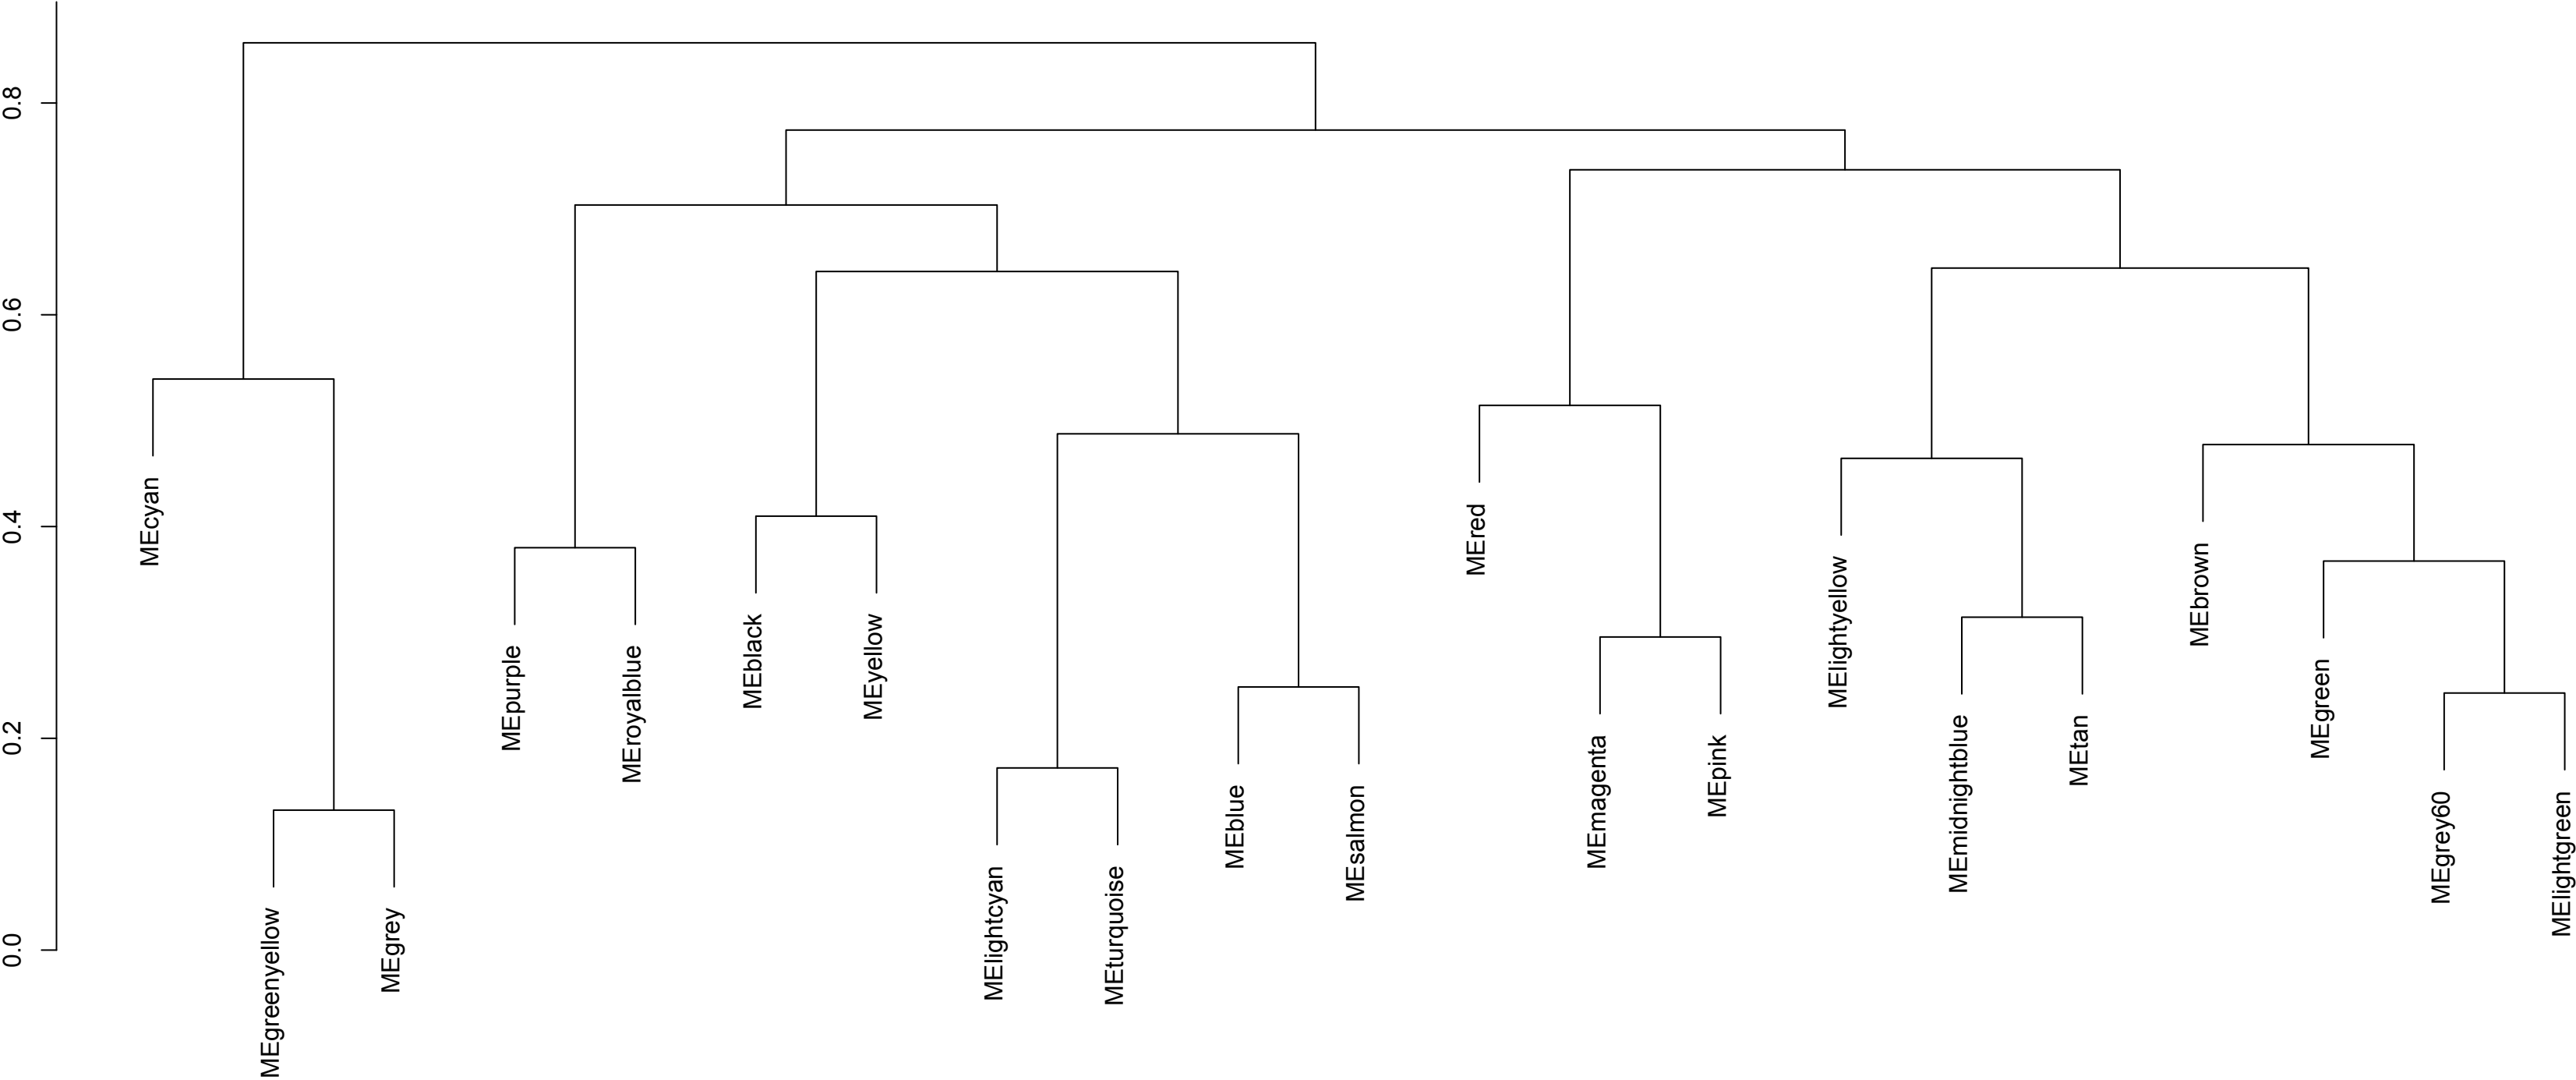

# NAC black

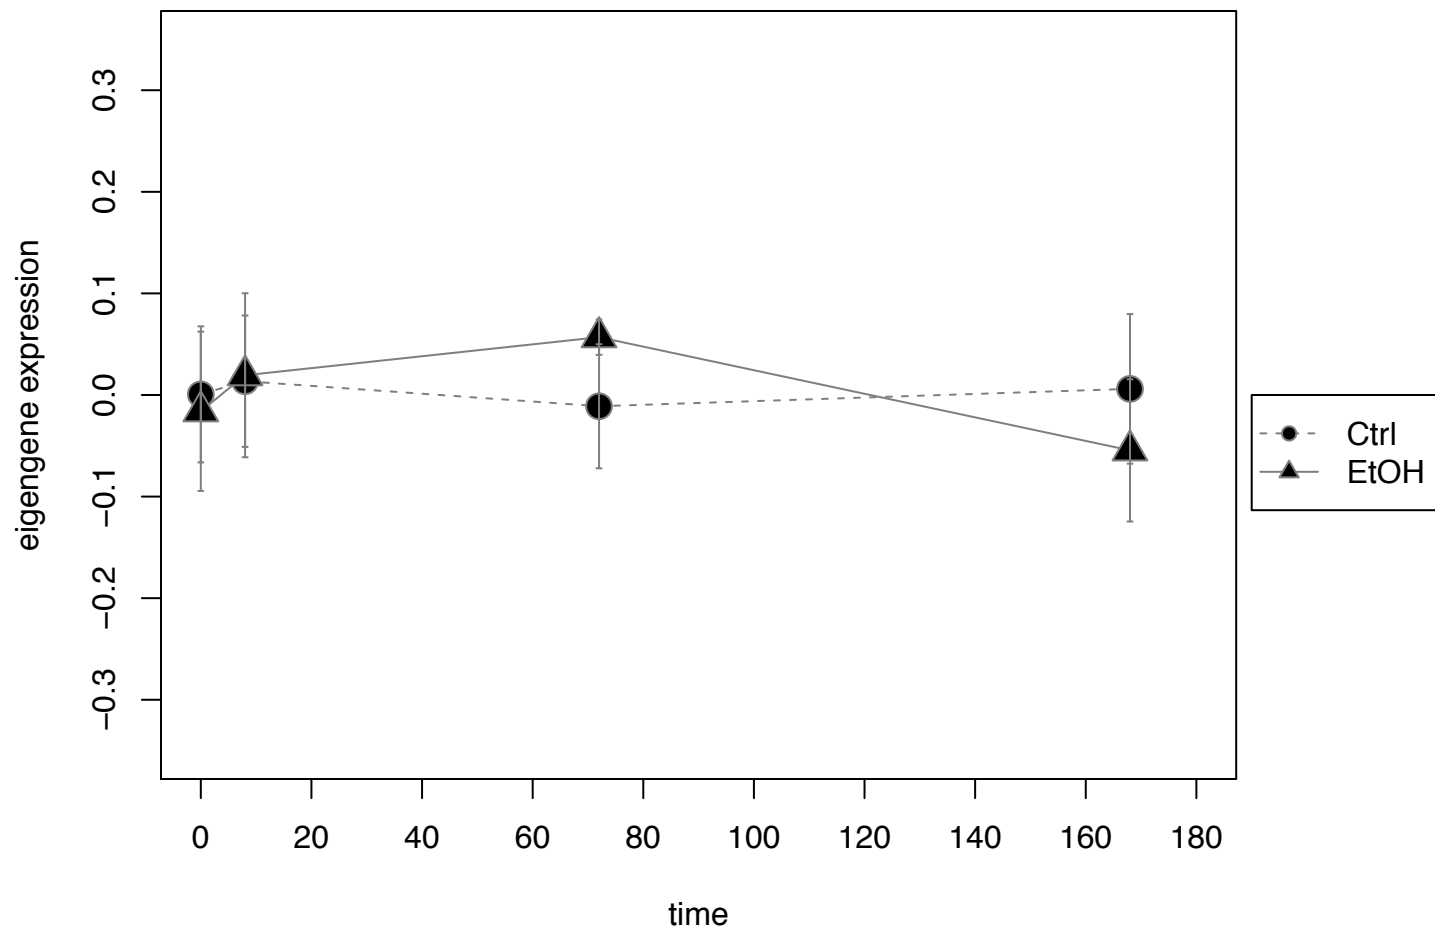

# NAC blue

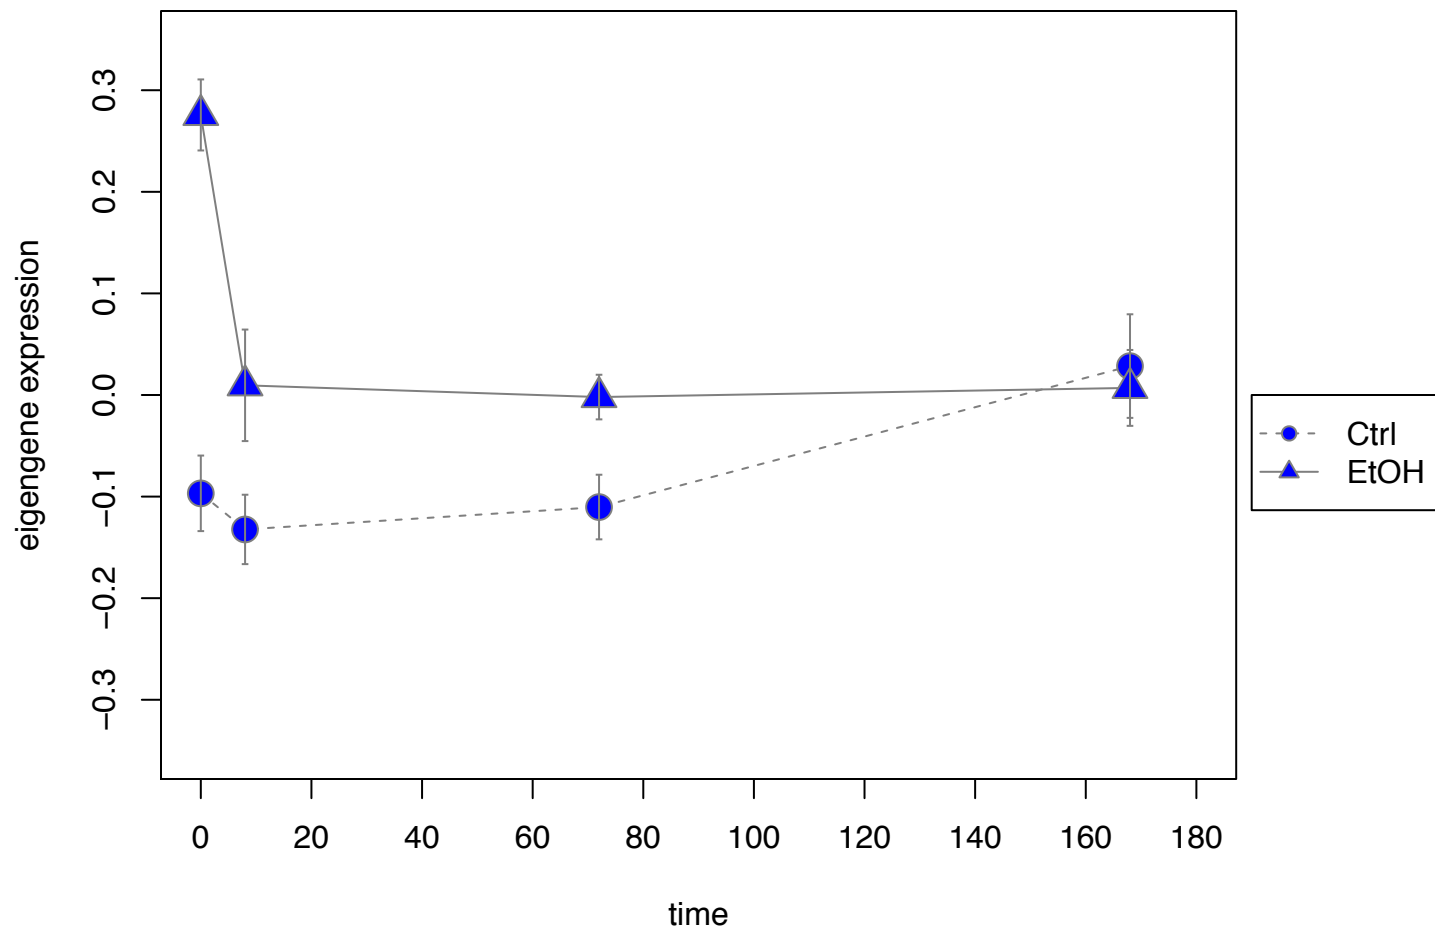

# NAC brown

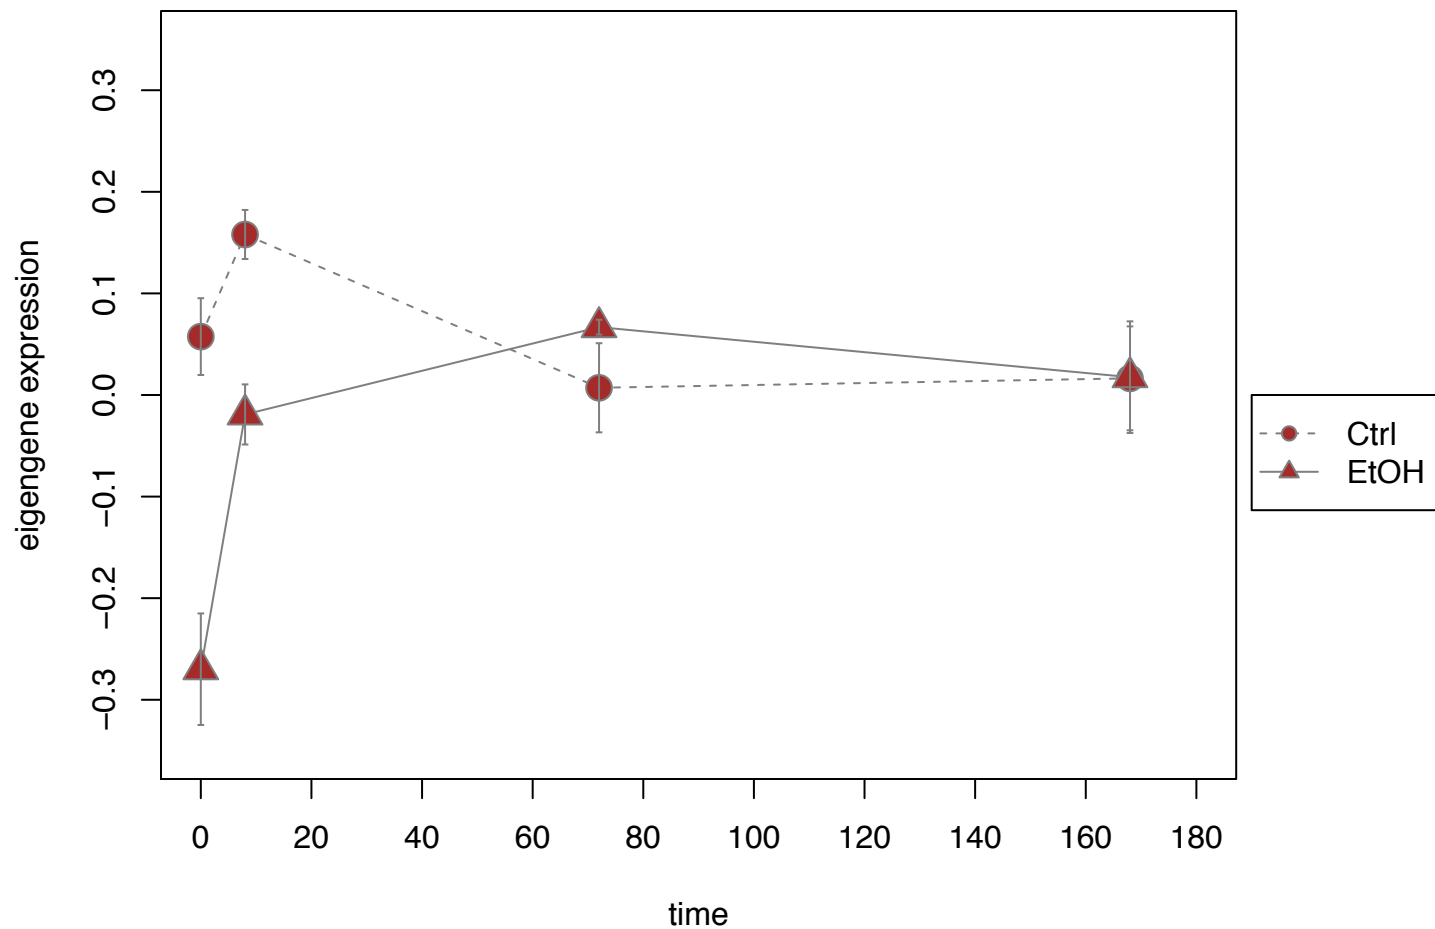

# NAC cyan

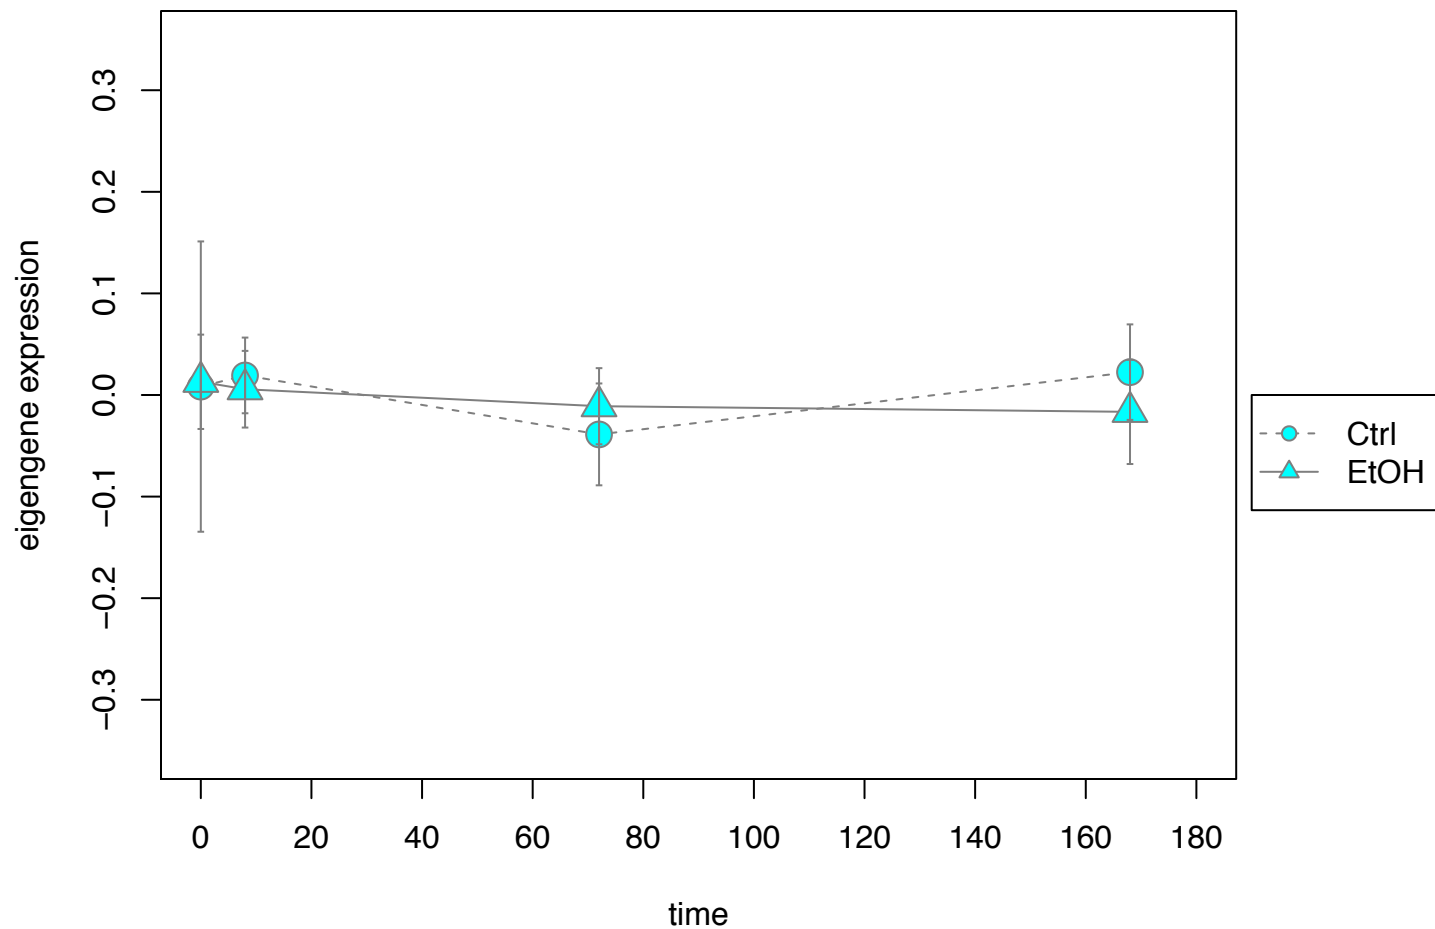

# NAC green

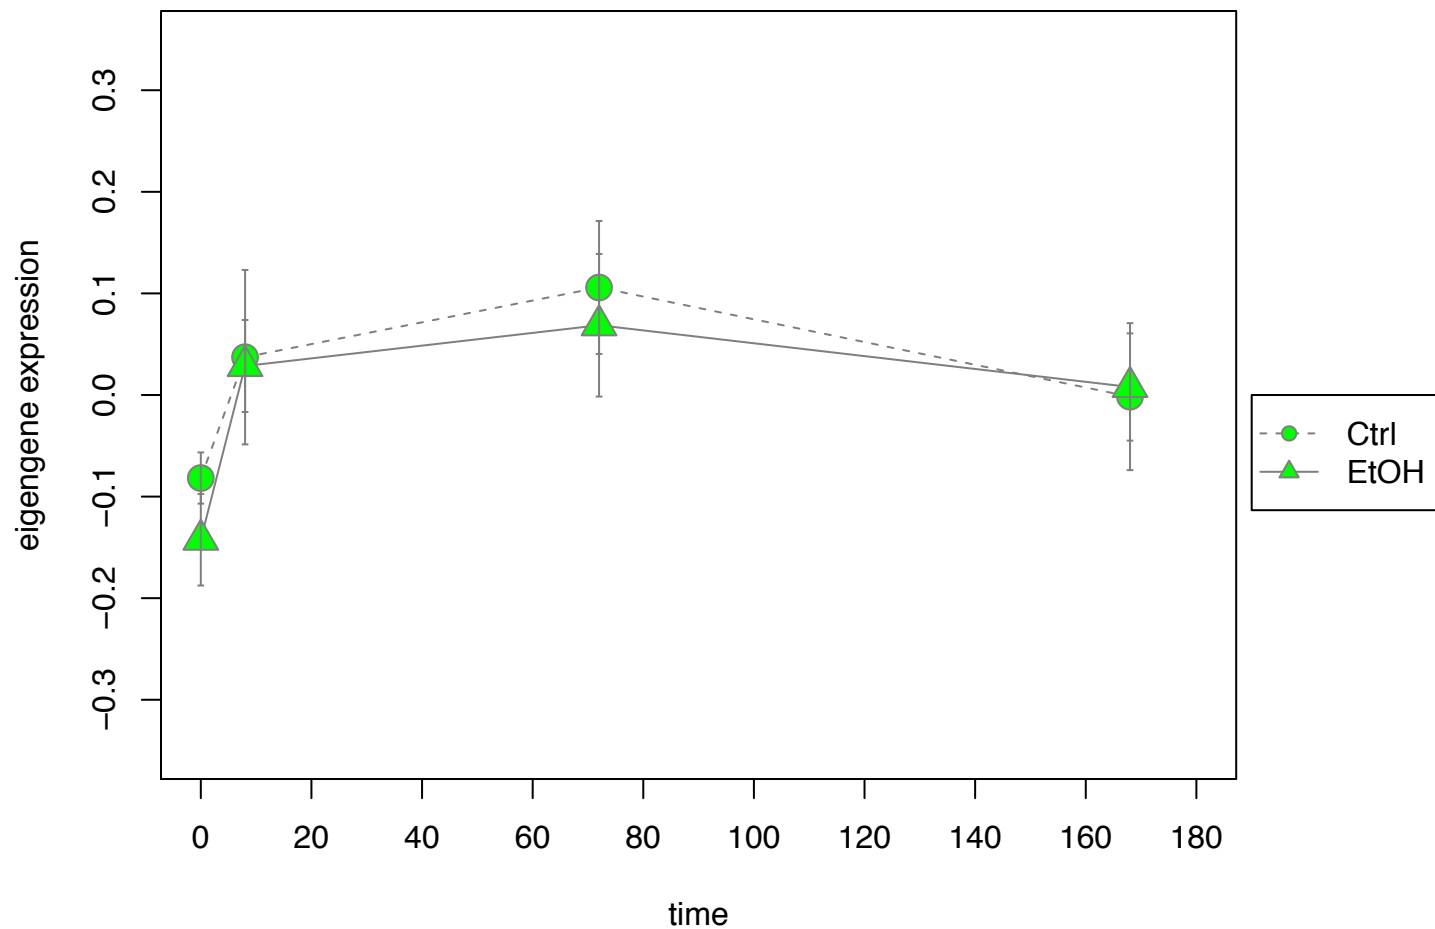

# NAC greenyellow

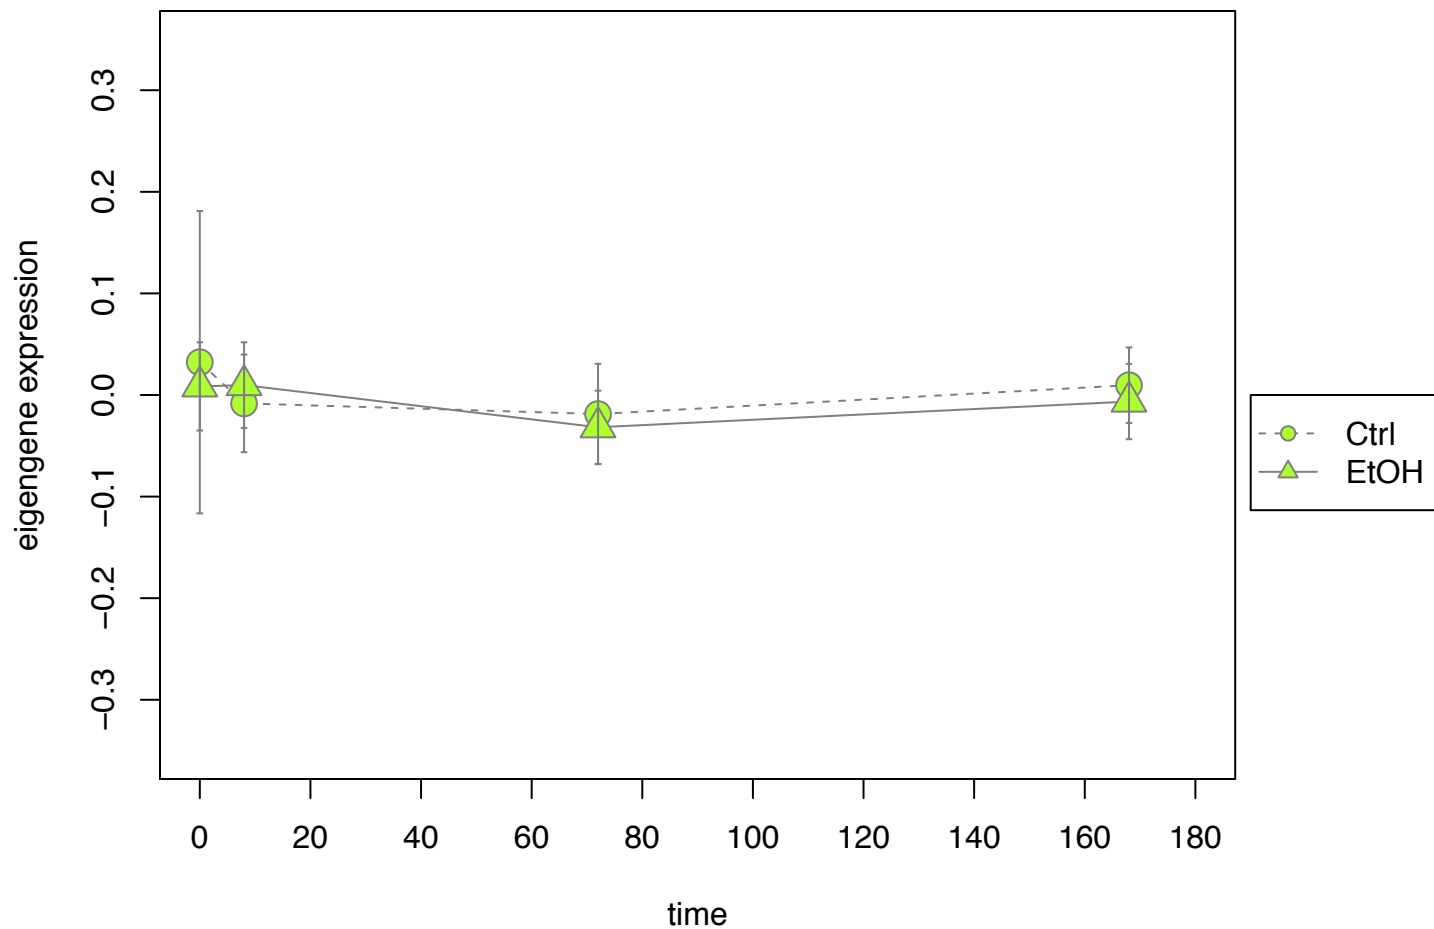

# NAC grey

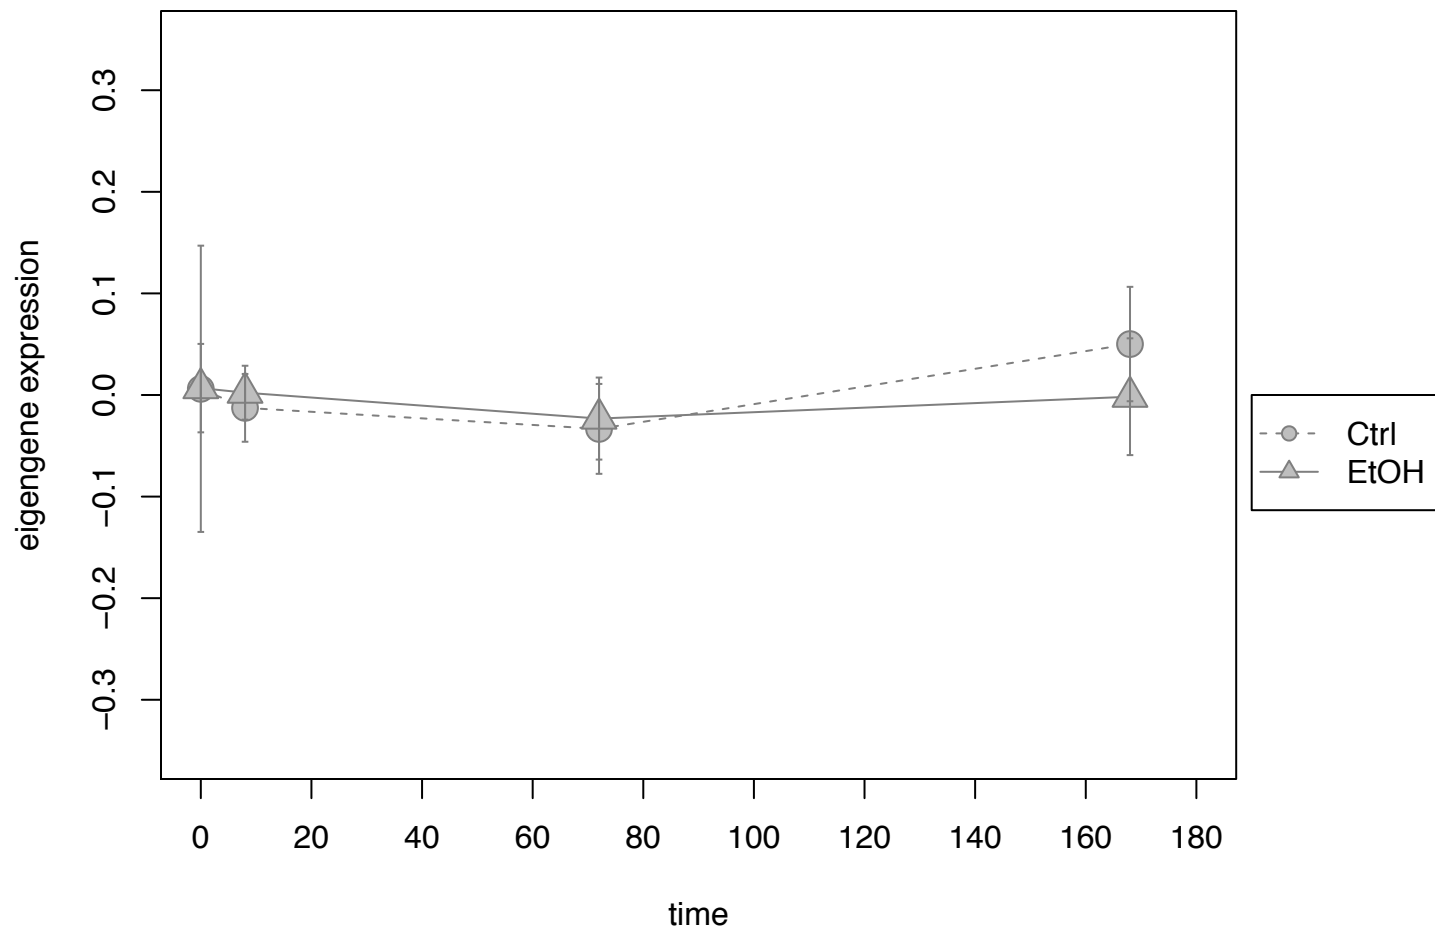

# NAC grey60

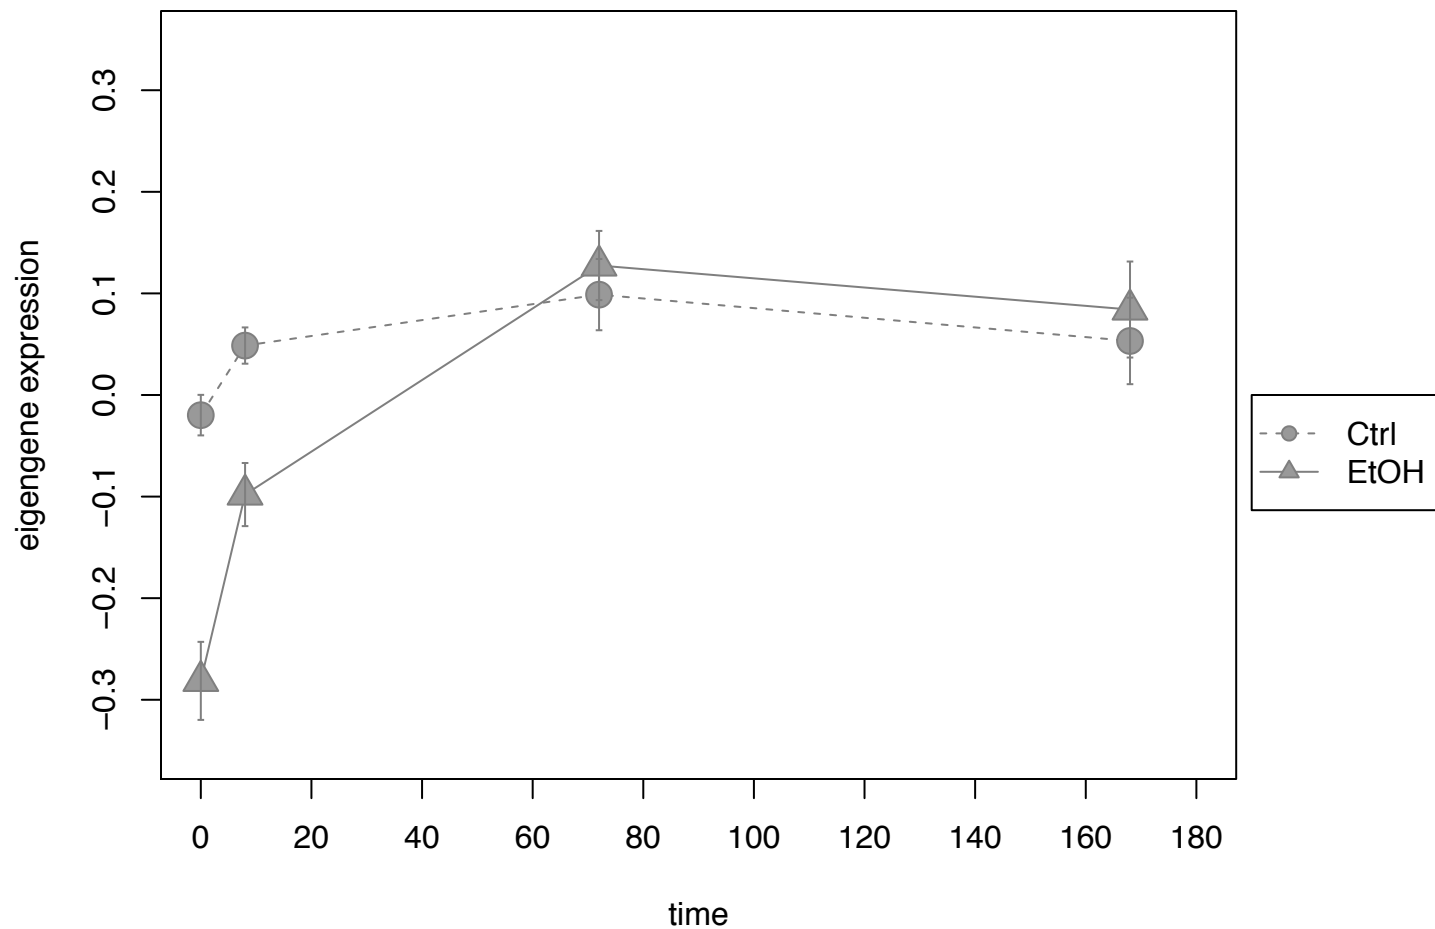

# NAC lightcyan

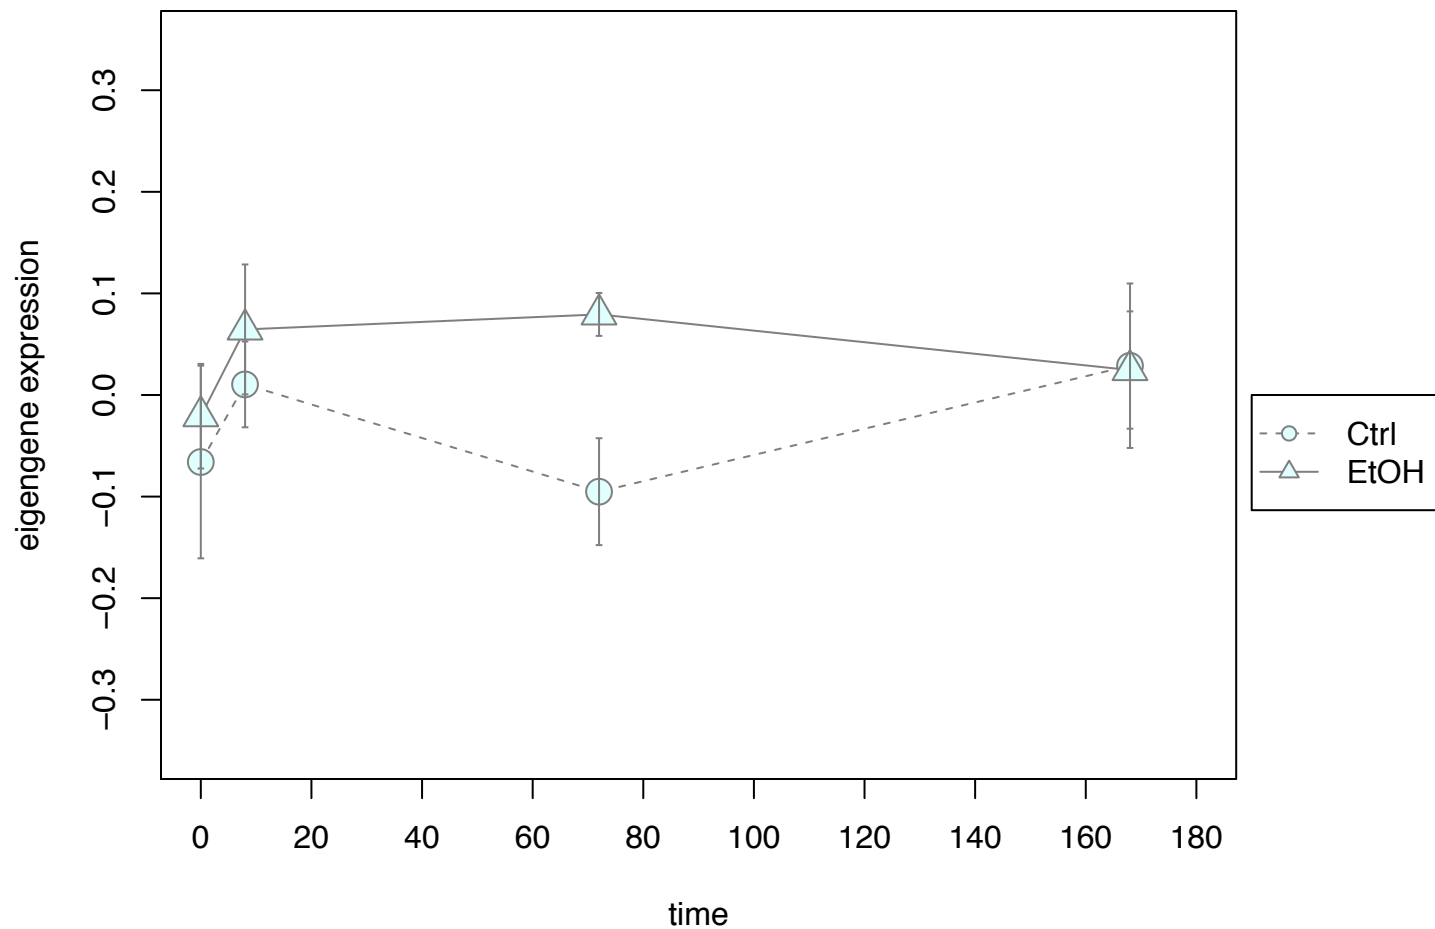

# NAC lightgreen

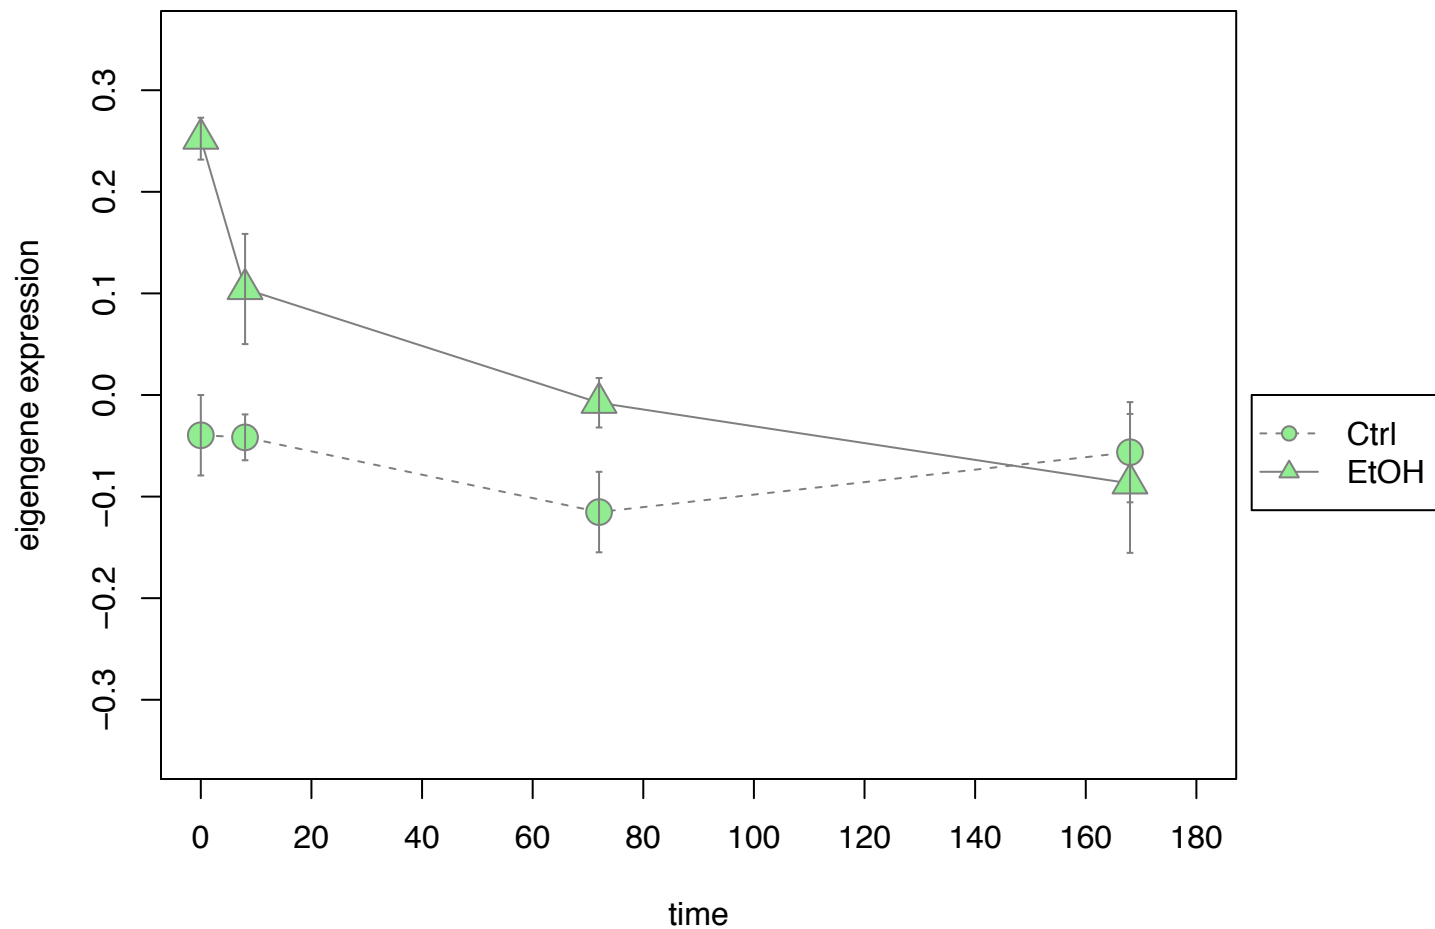

# NAC lightyellow

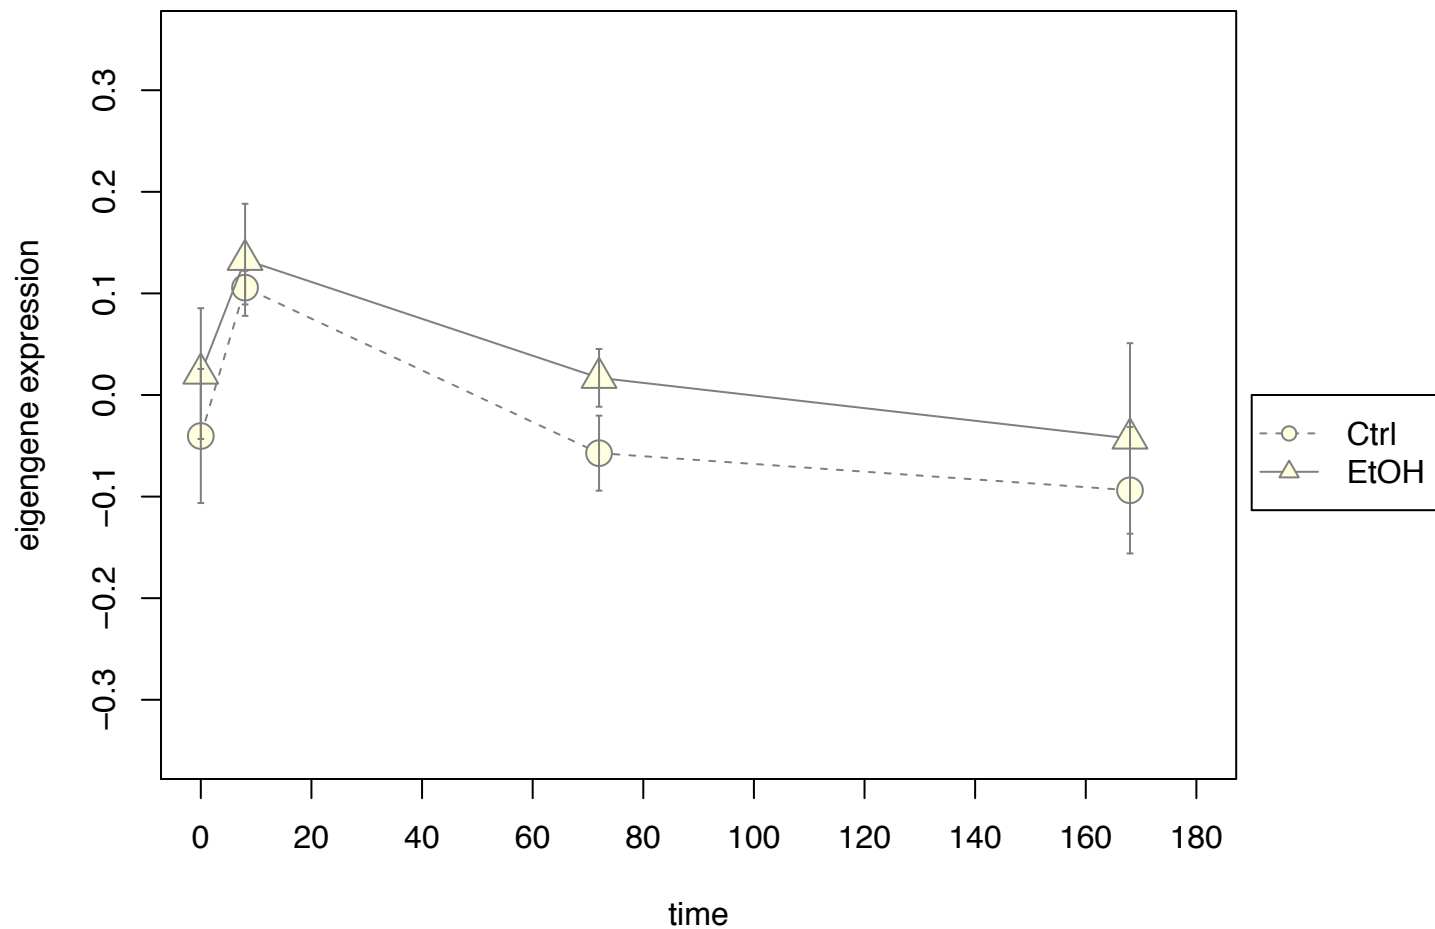

# NAC magenta

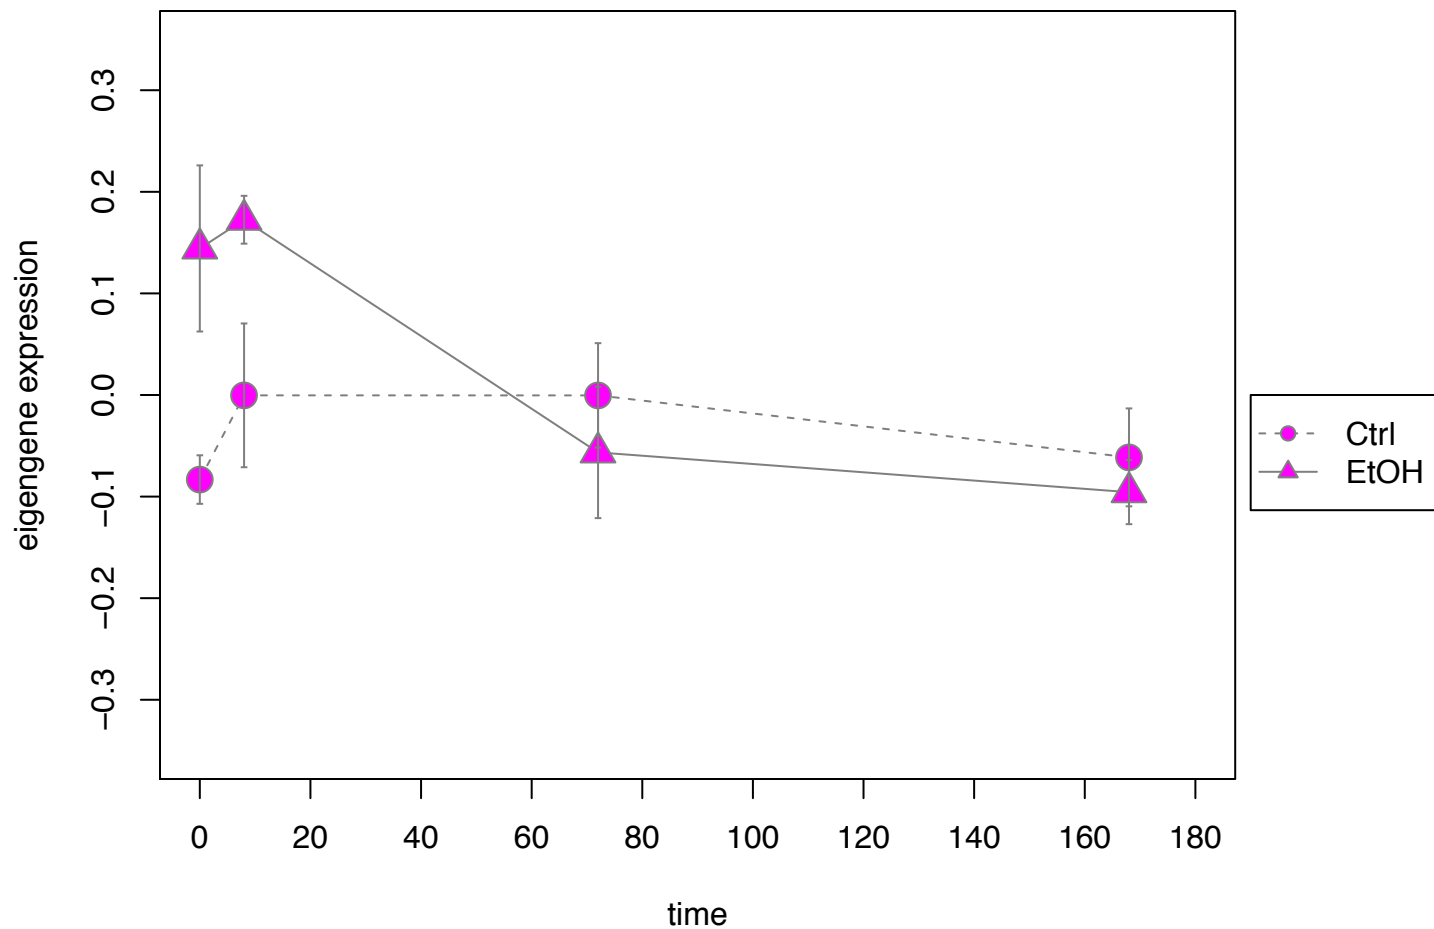

# NAC midnightblue

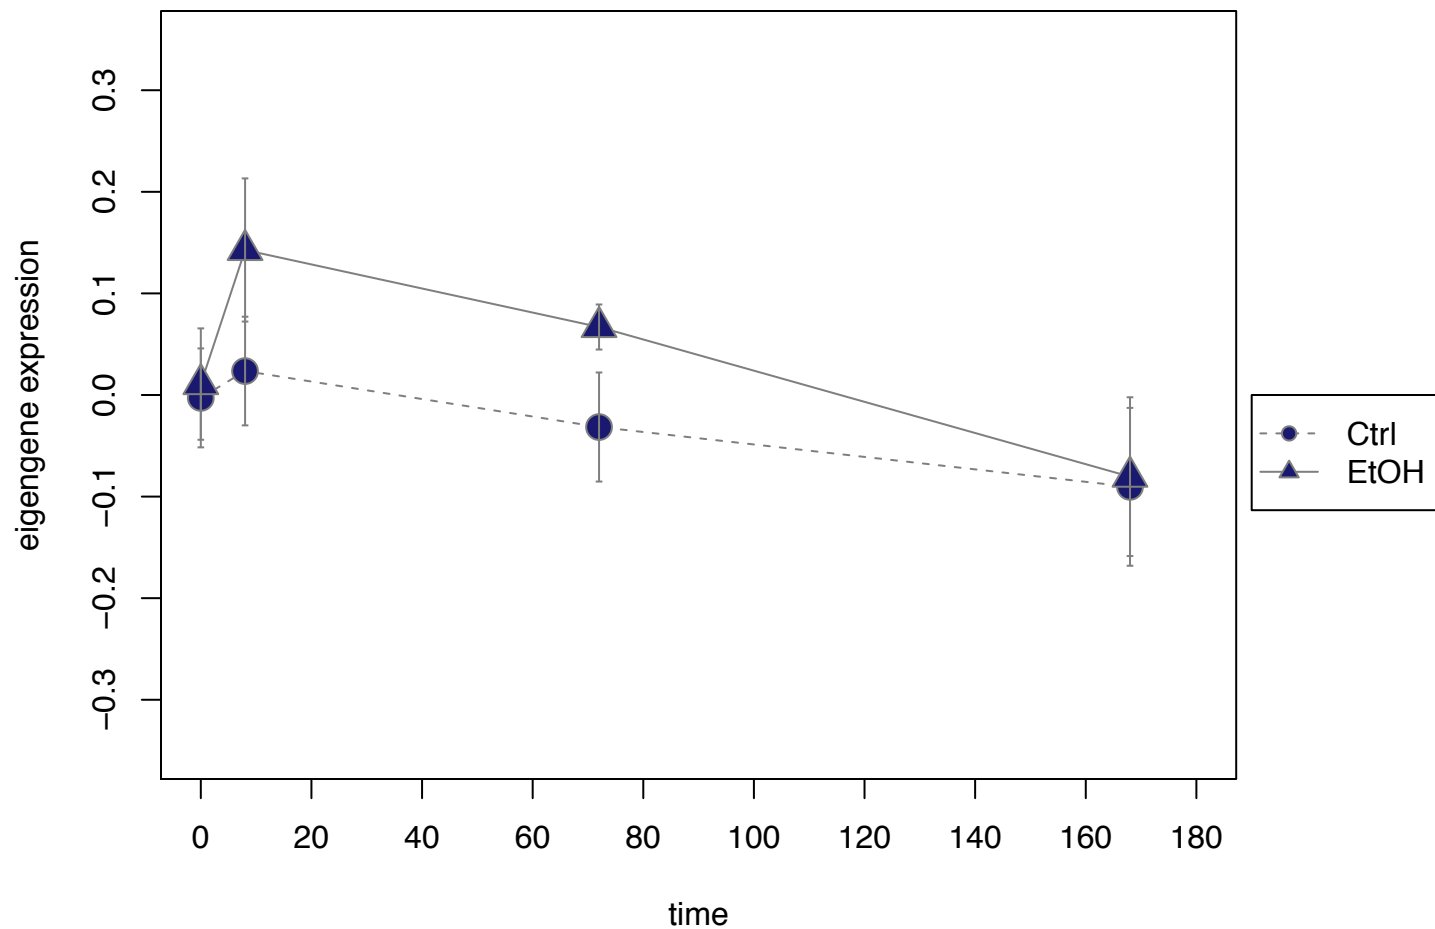

# NAC pink

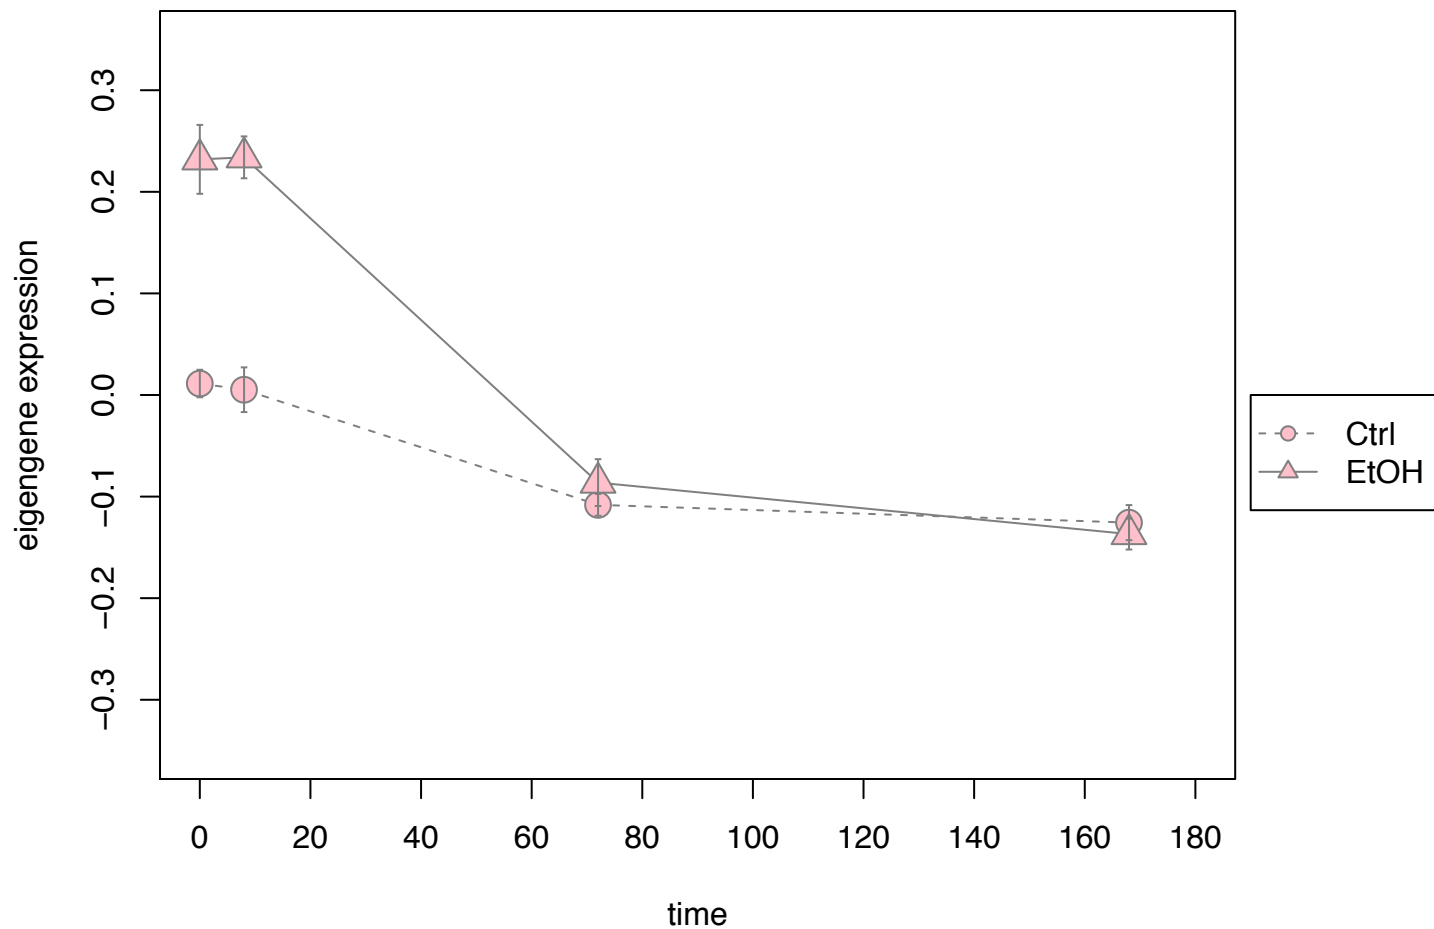

# NAC purple

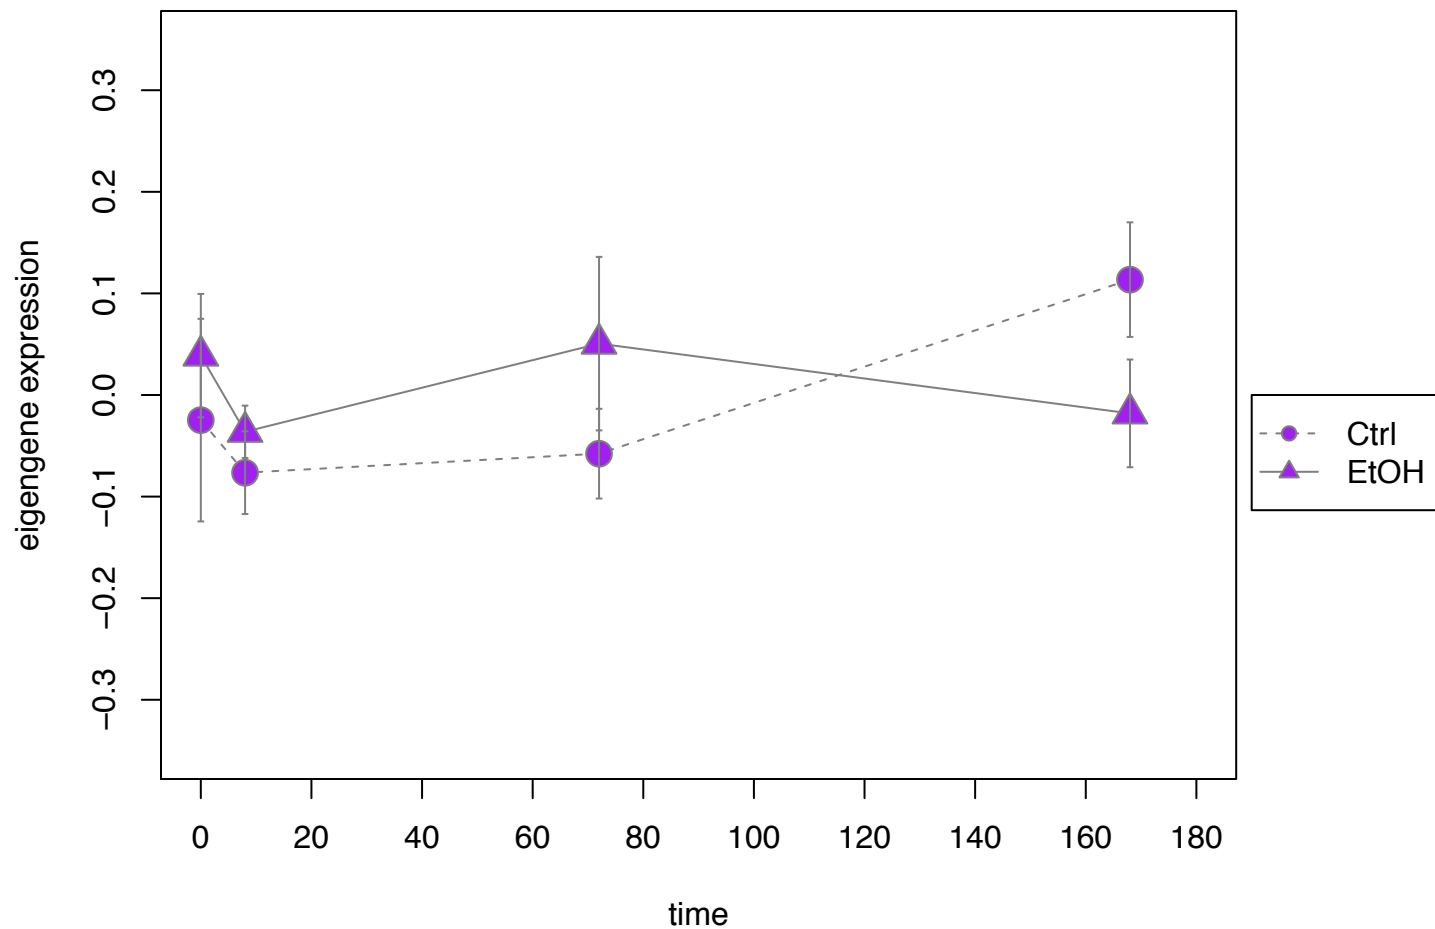

# NAC red

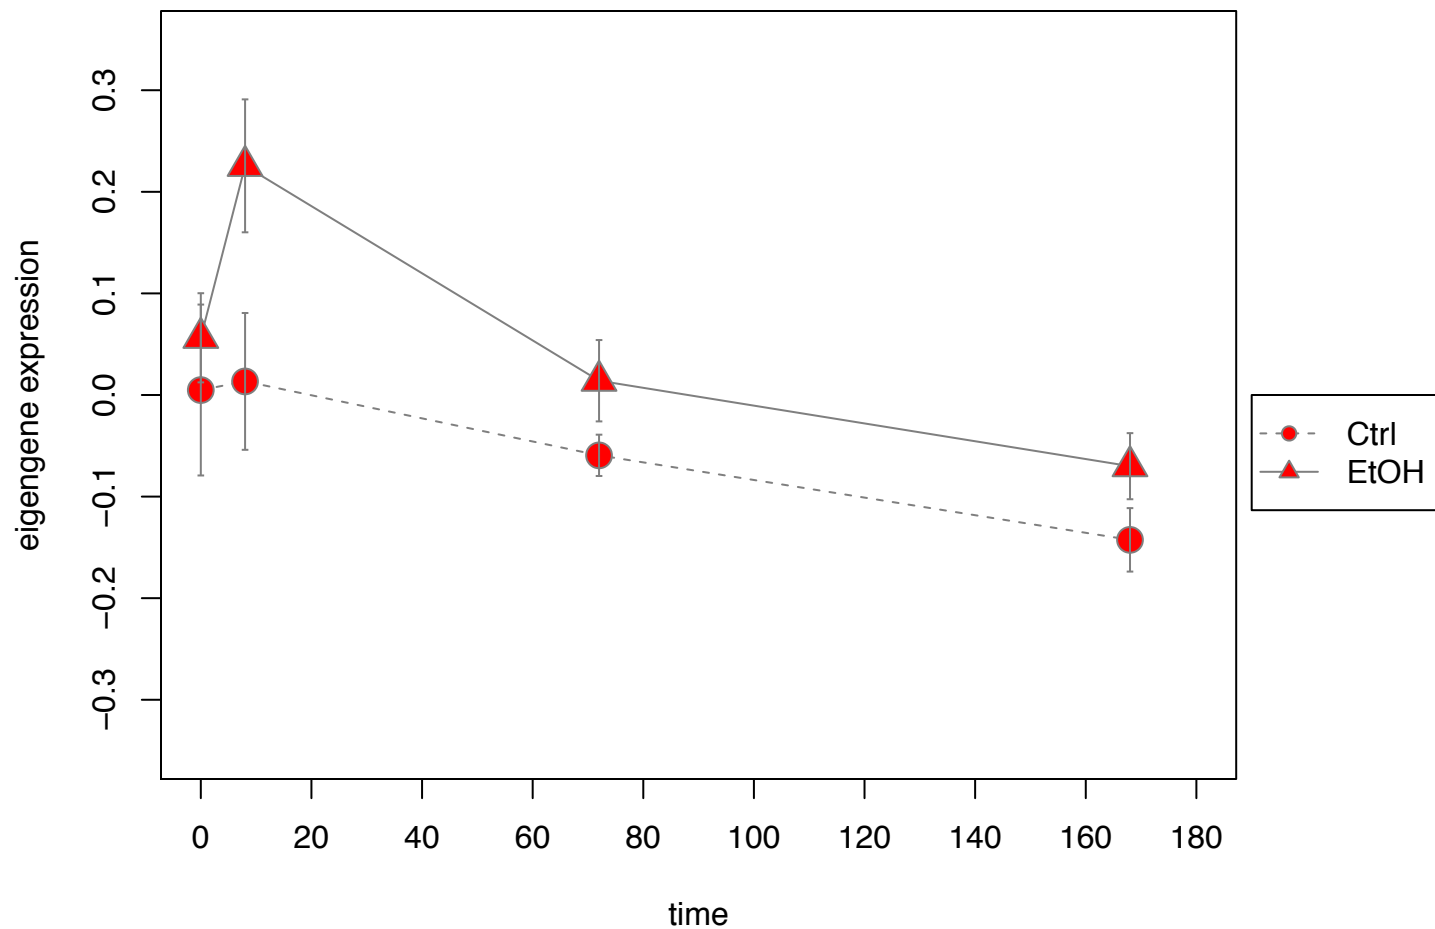

# NAC royalblue

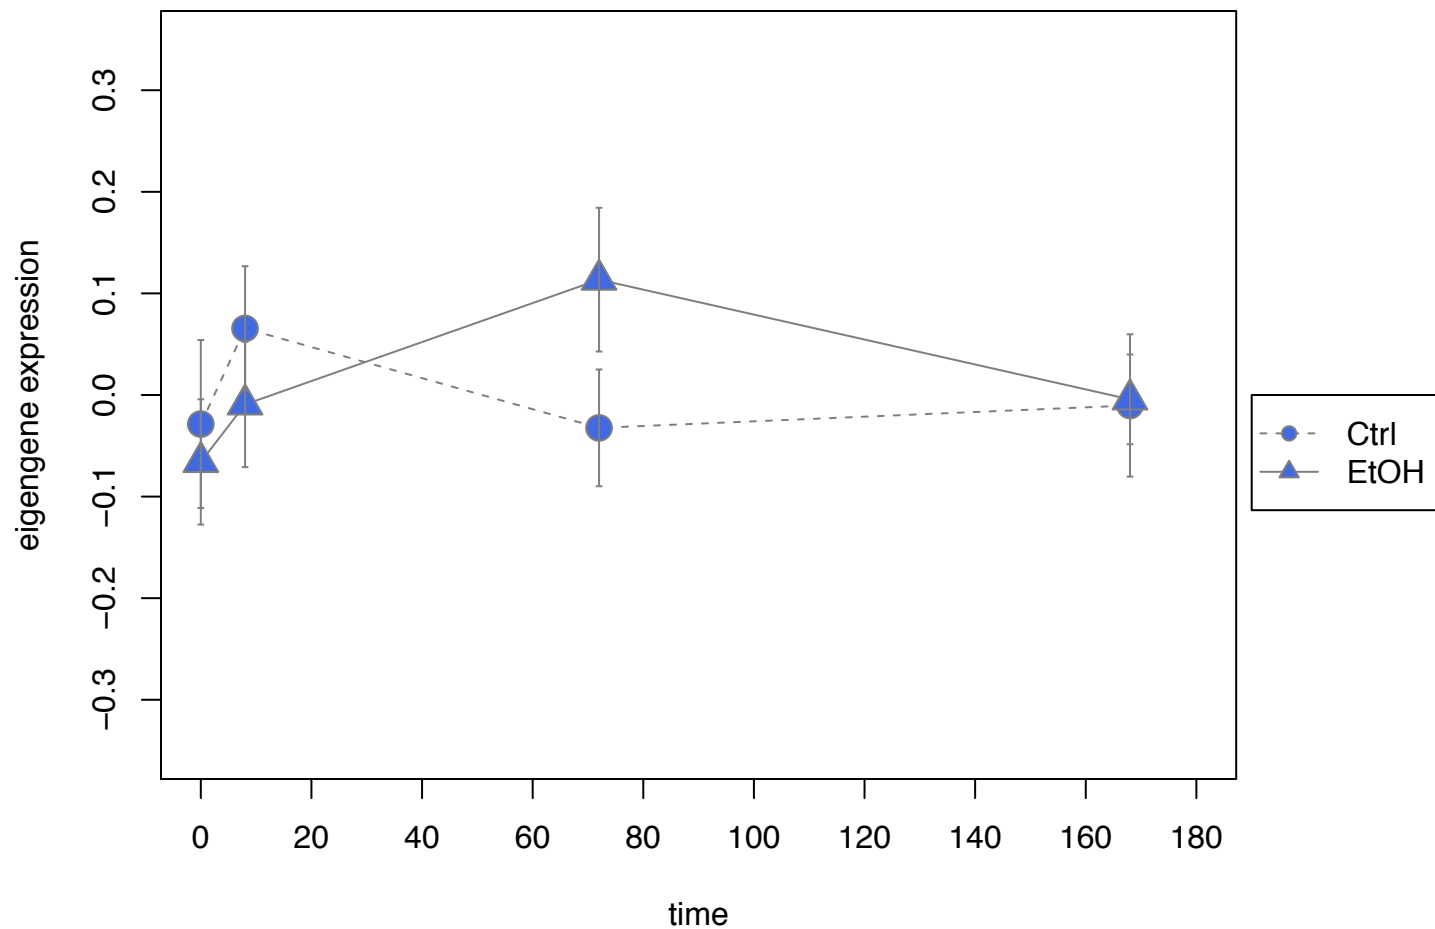

# NAC salmon

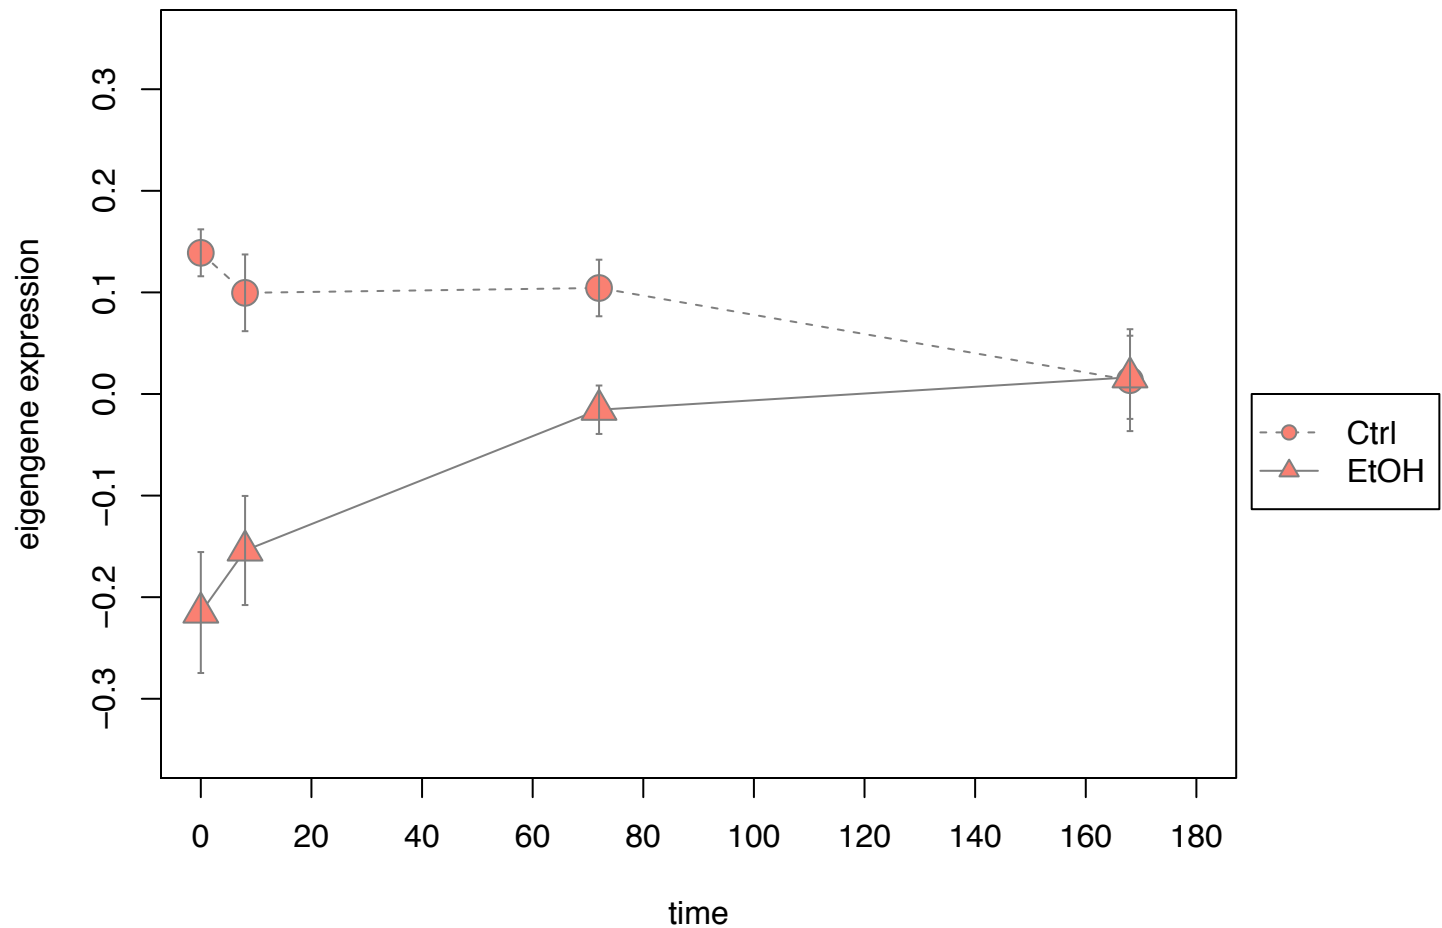

# NAC tan

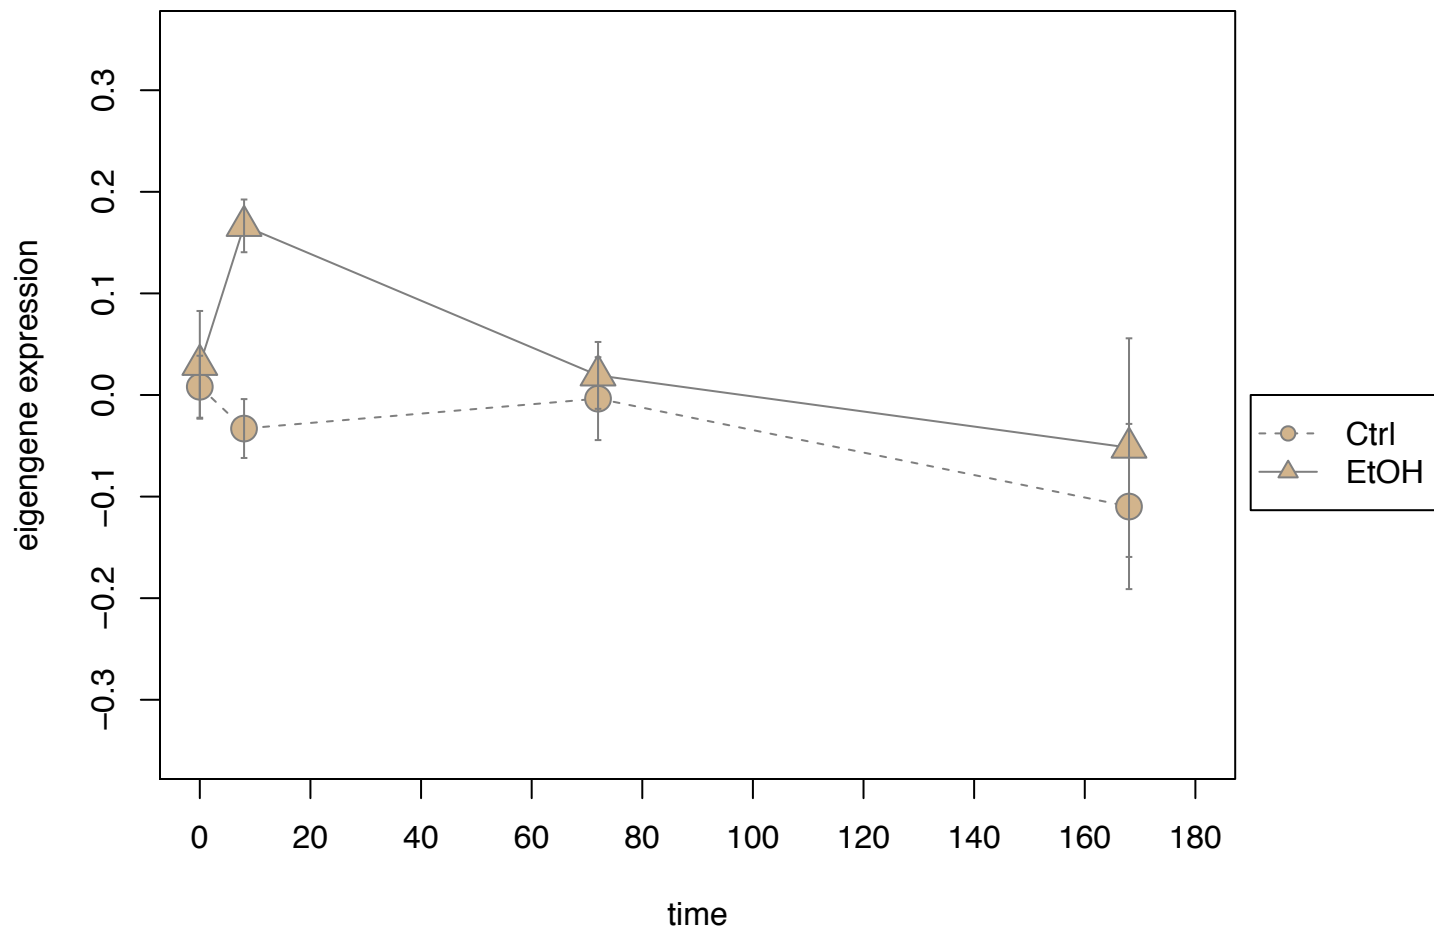

# NAC turquoise

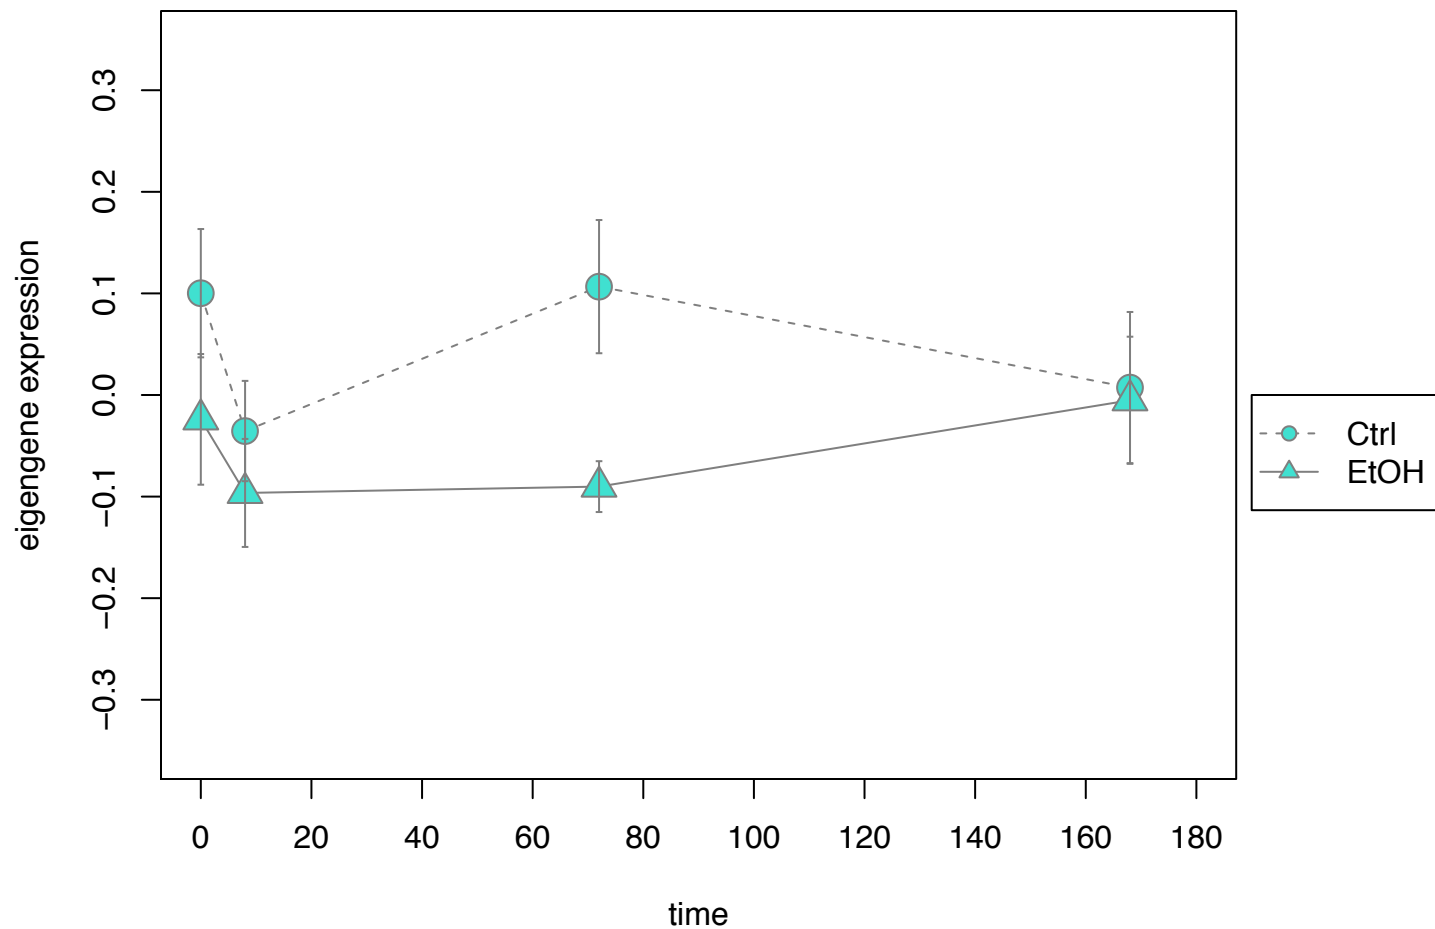

# NAC yellow

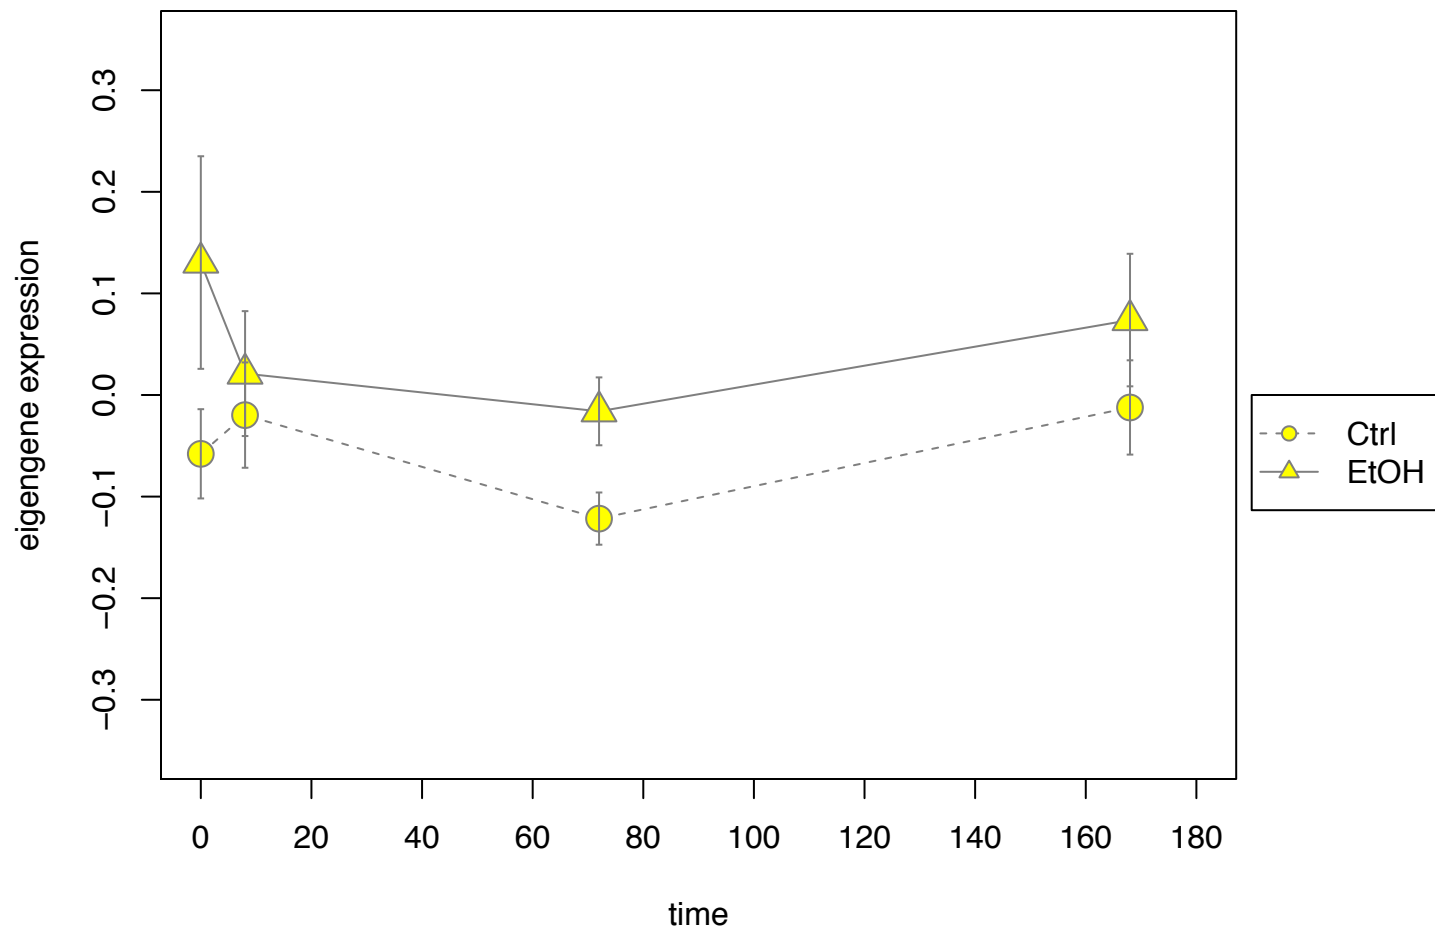

**Supplement:** S2 Fig

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257

B6Exp1 HPC WGCNA-DS3 Multidimensional Scaling

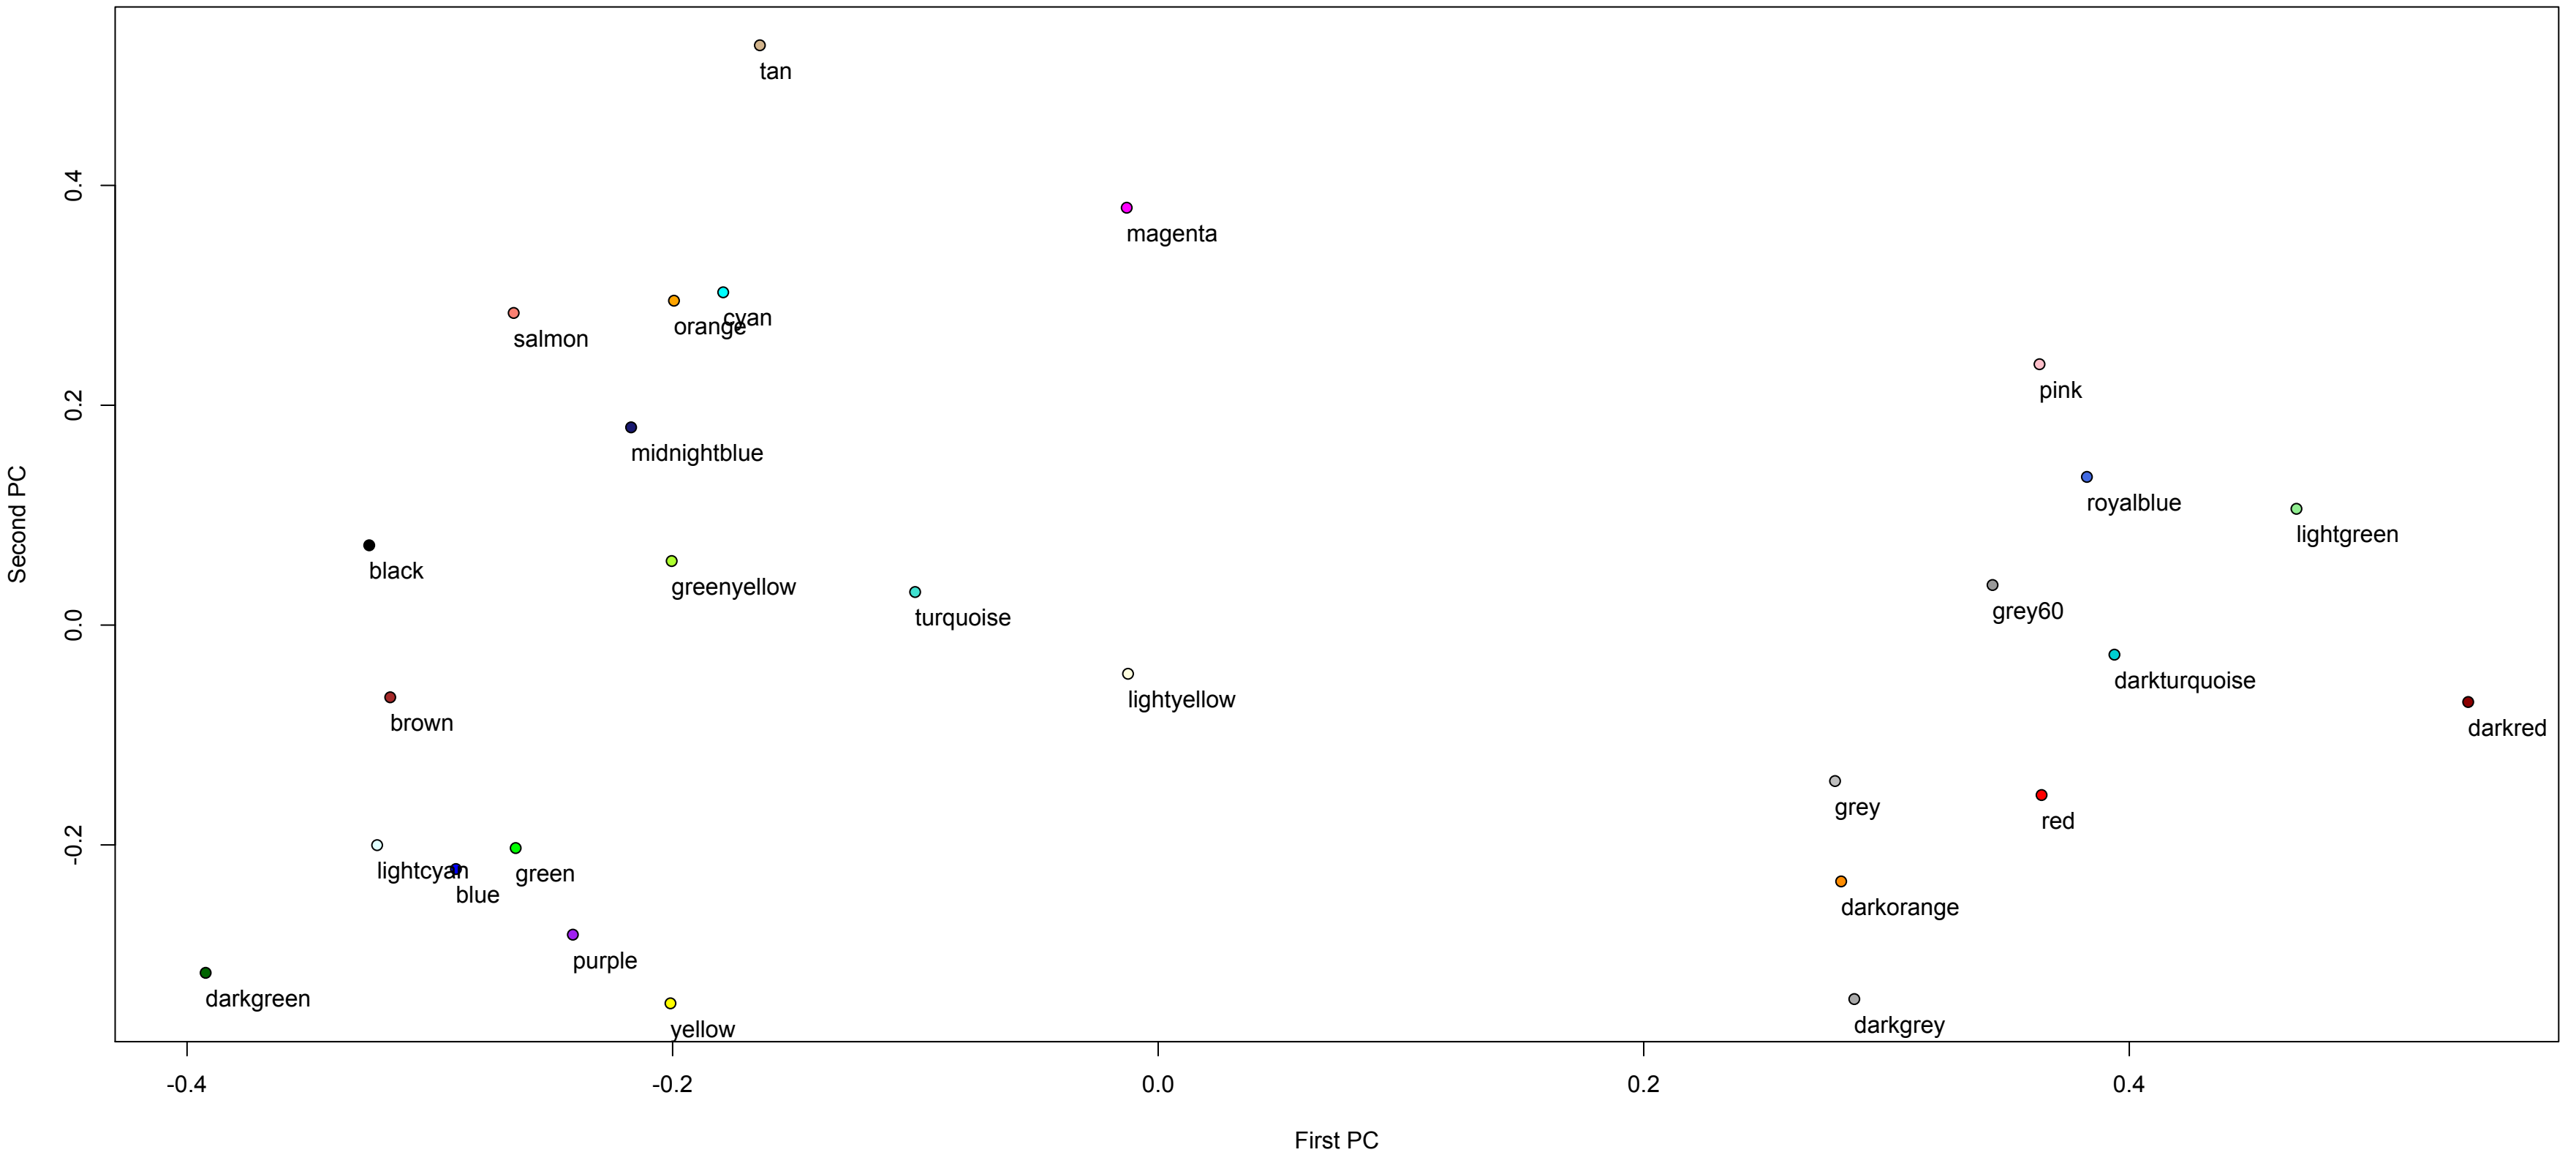

B6Exp1 HPC WGCNA-DS3 Module Eigengene Cluster Dendrogram

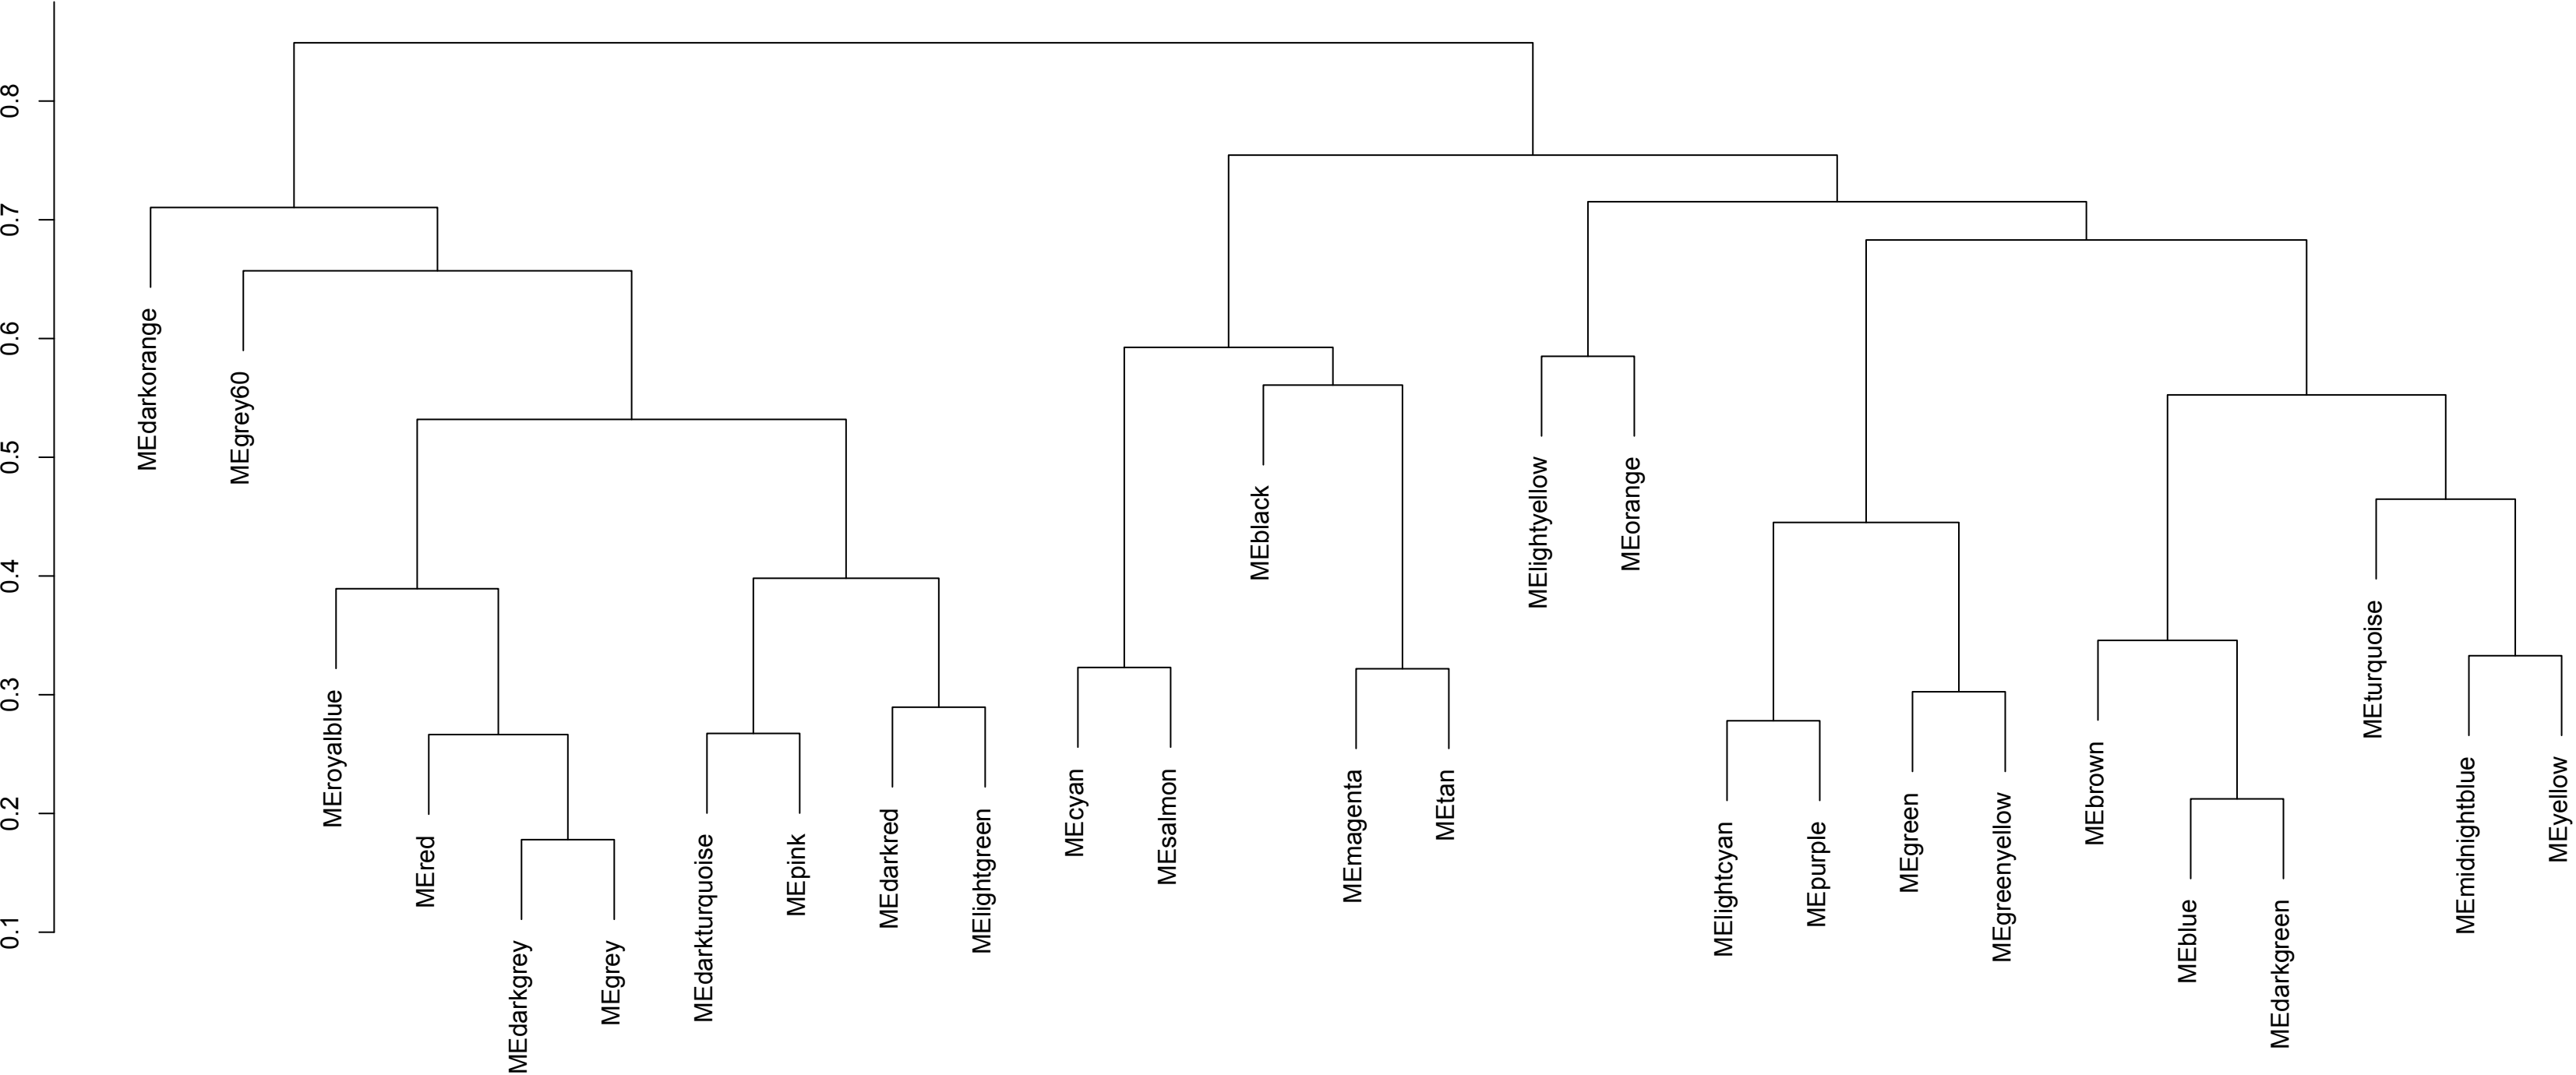

# HPC black

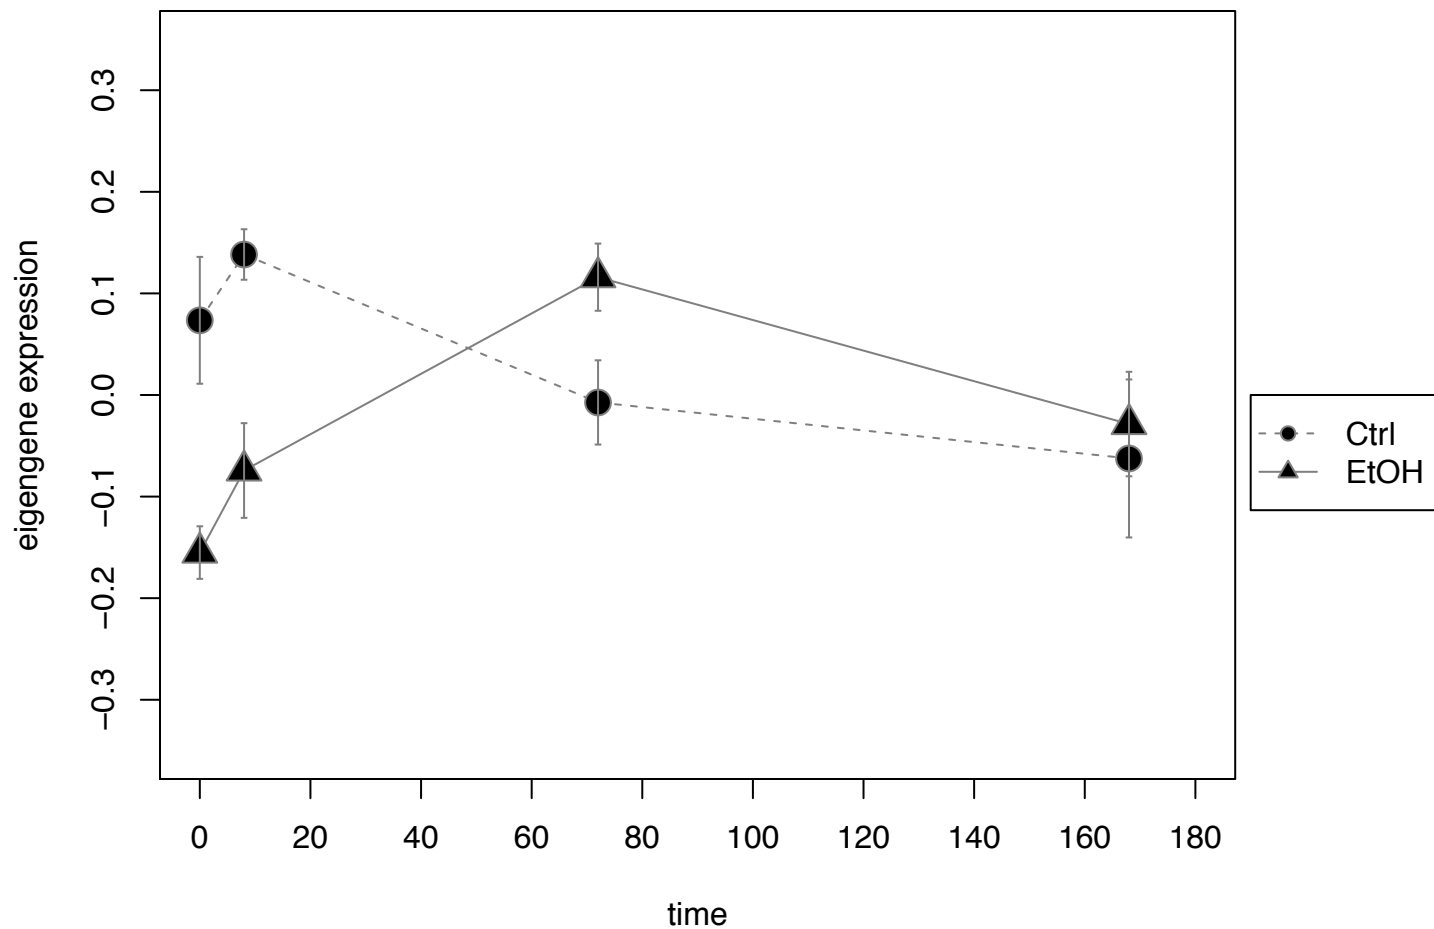

# HPC blue

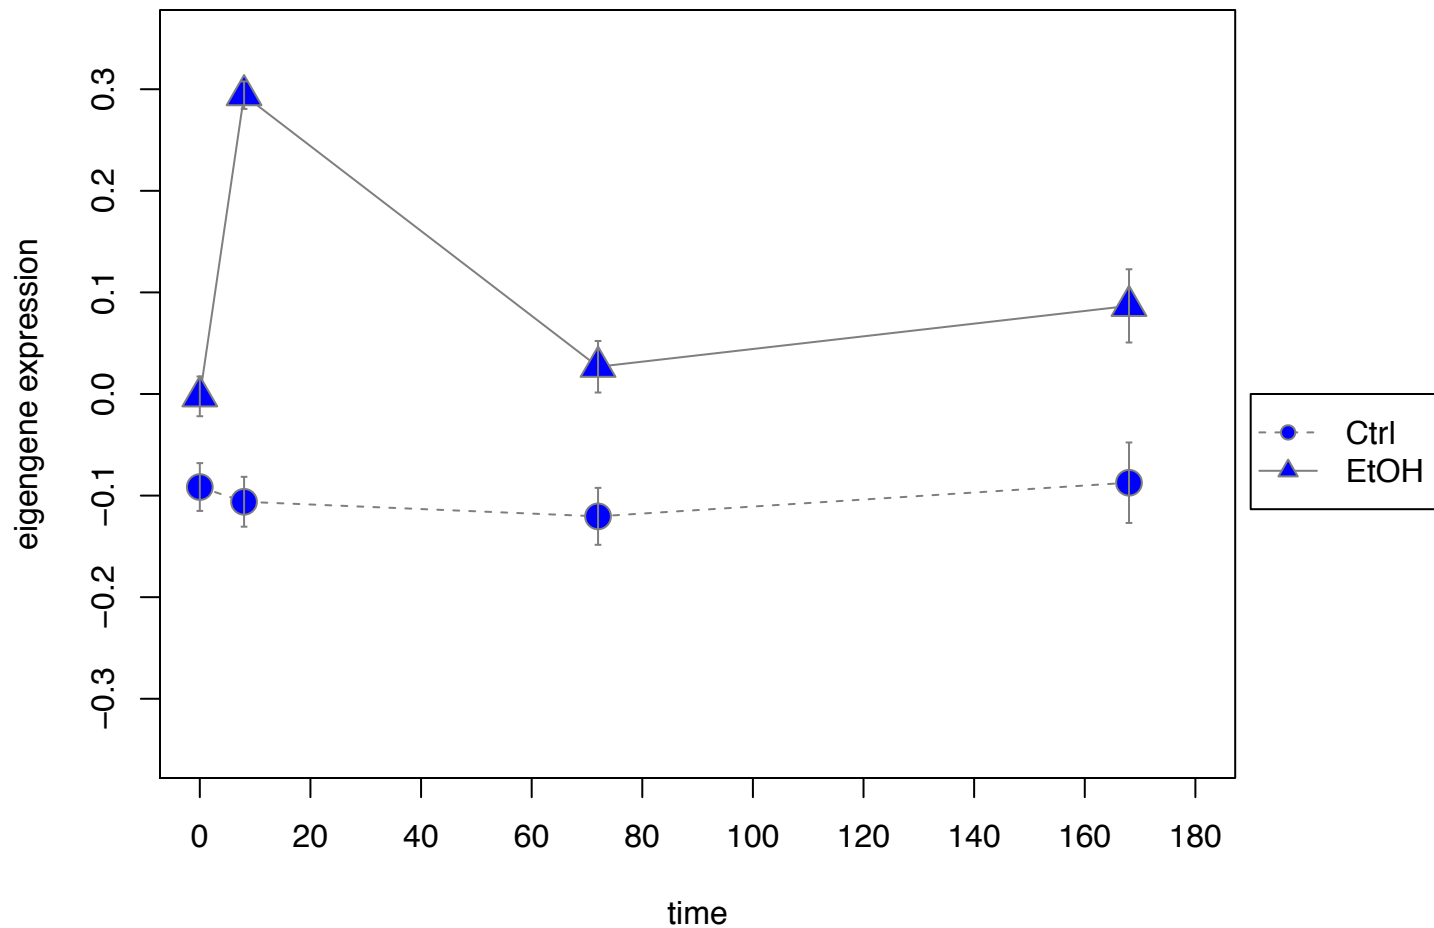

# HPC brown

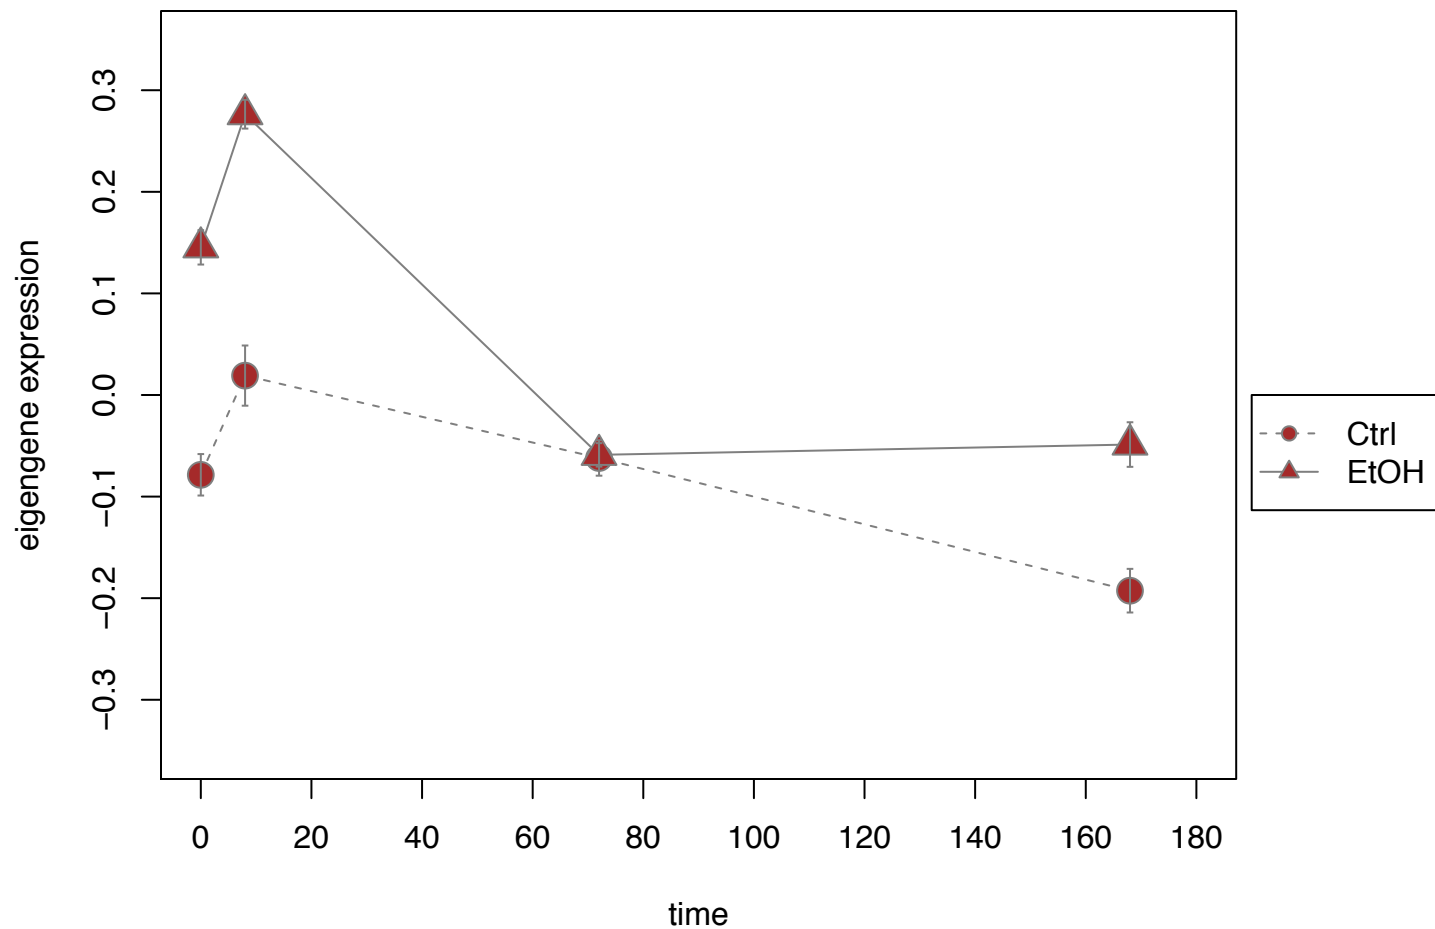

# HPC cyan

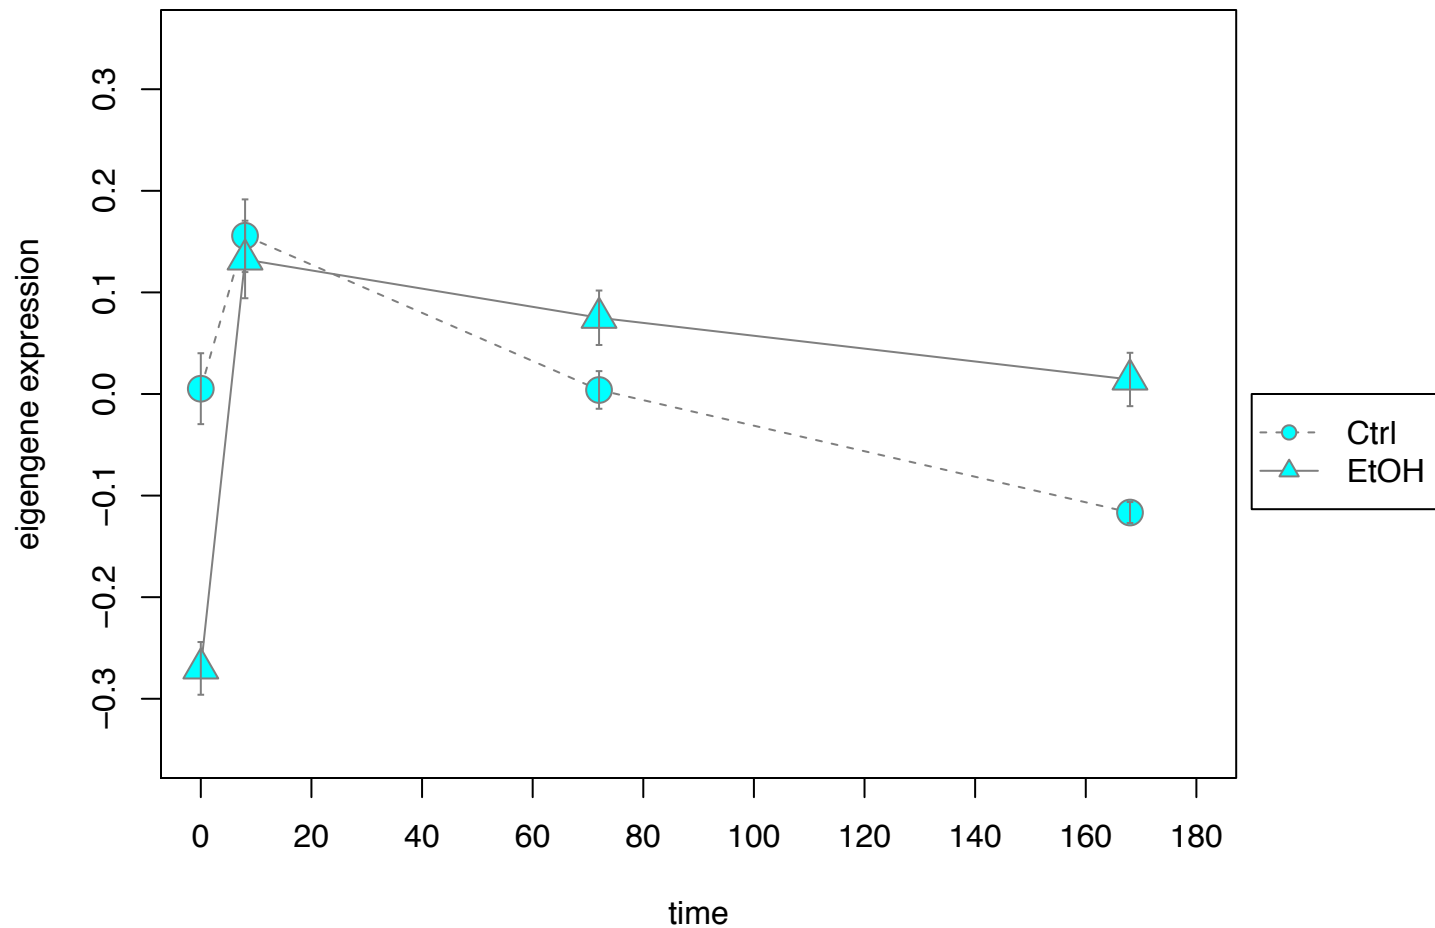

# HPC darkgreen

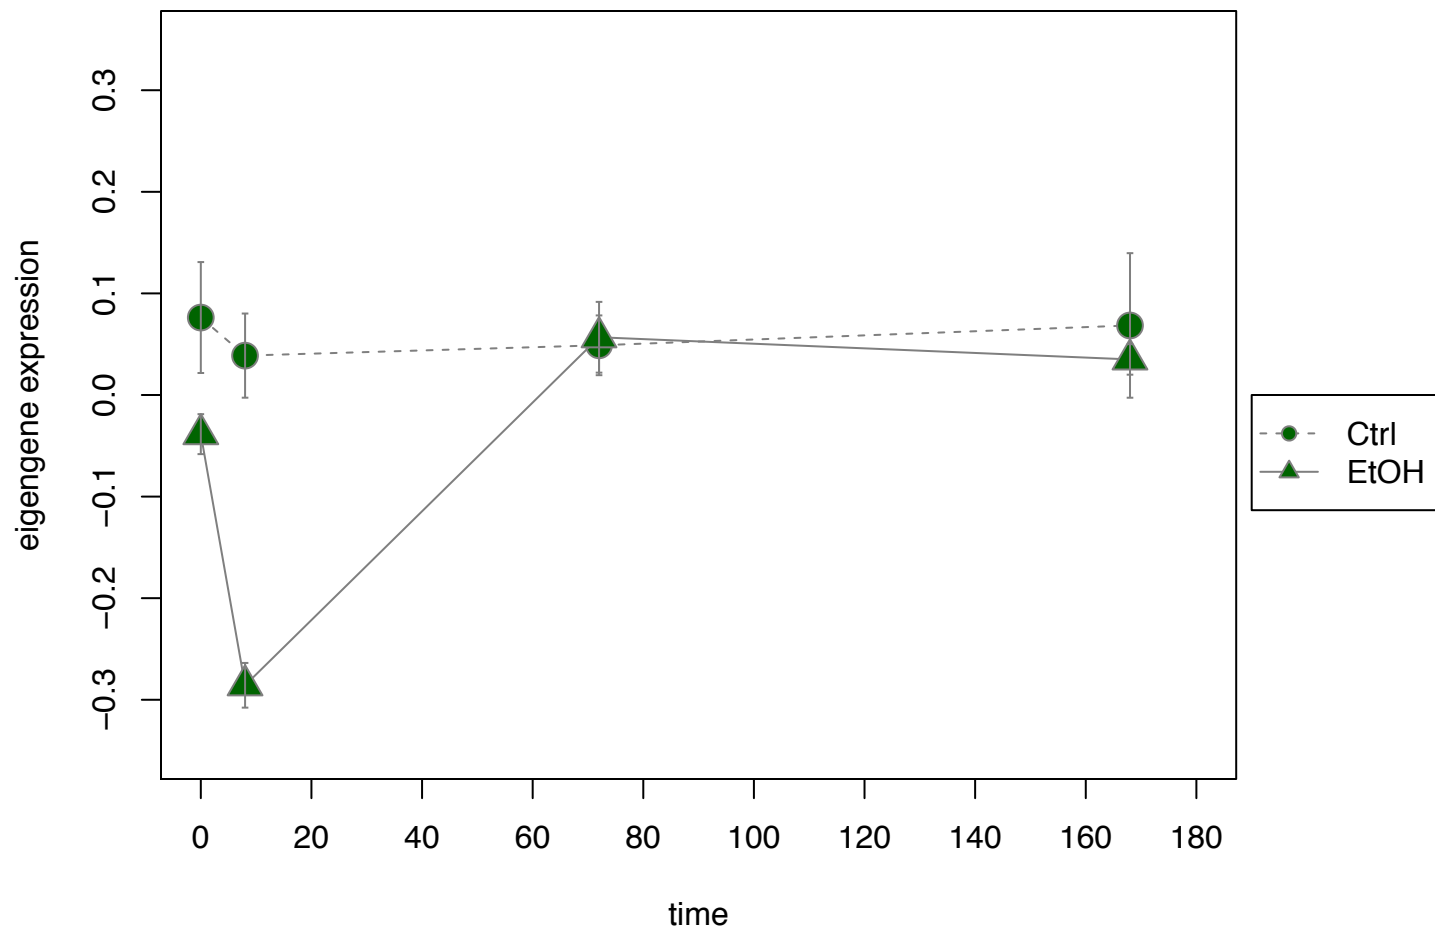

# HPC darkgrey

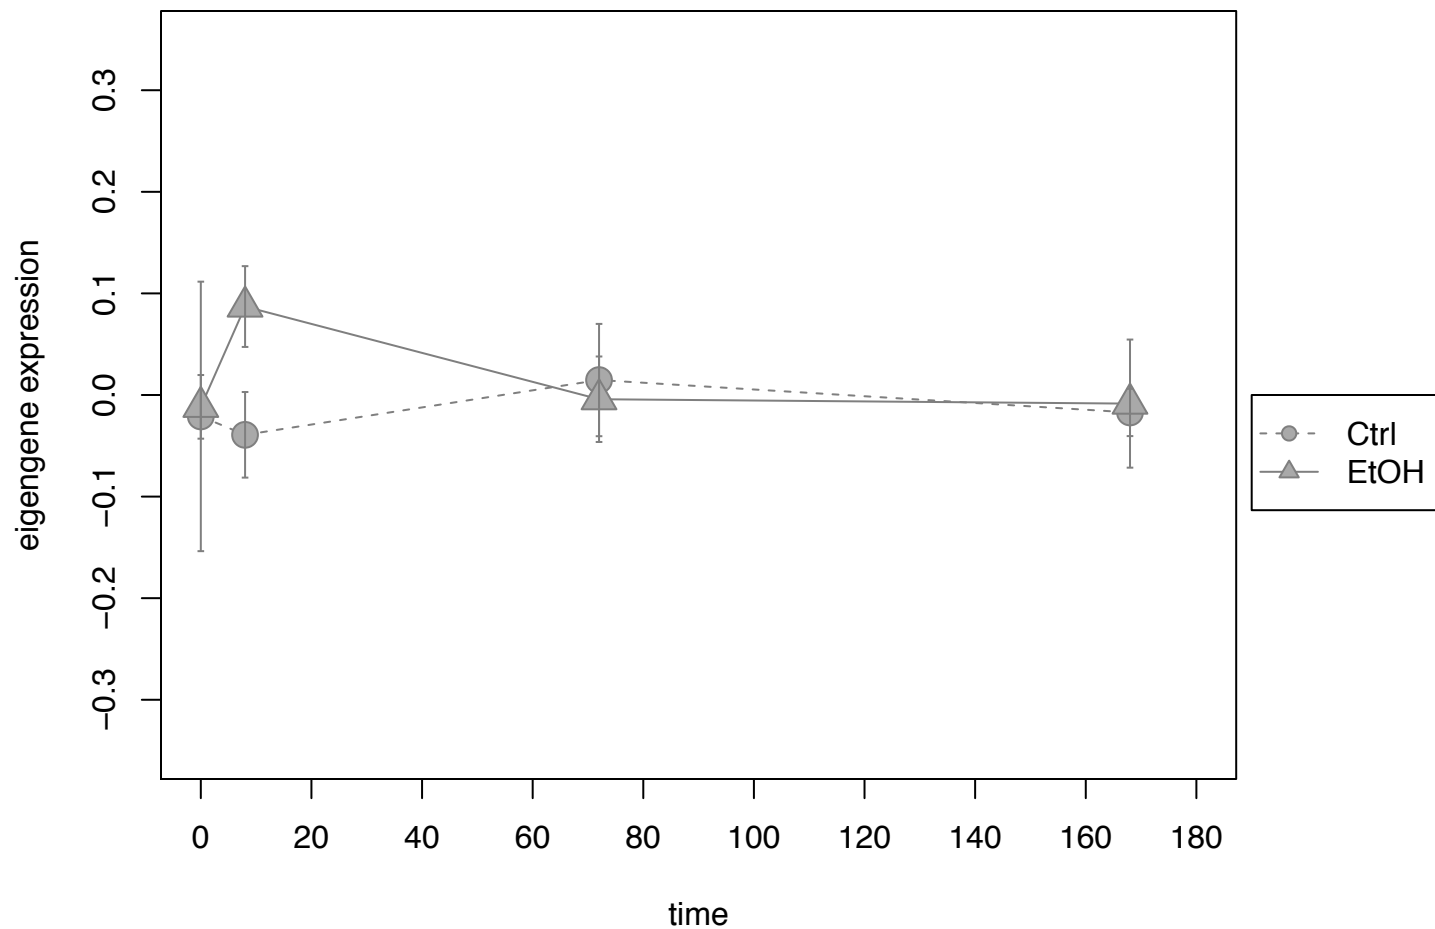

# HPC darkorange

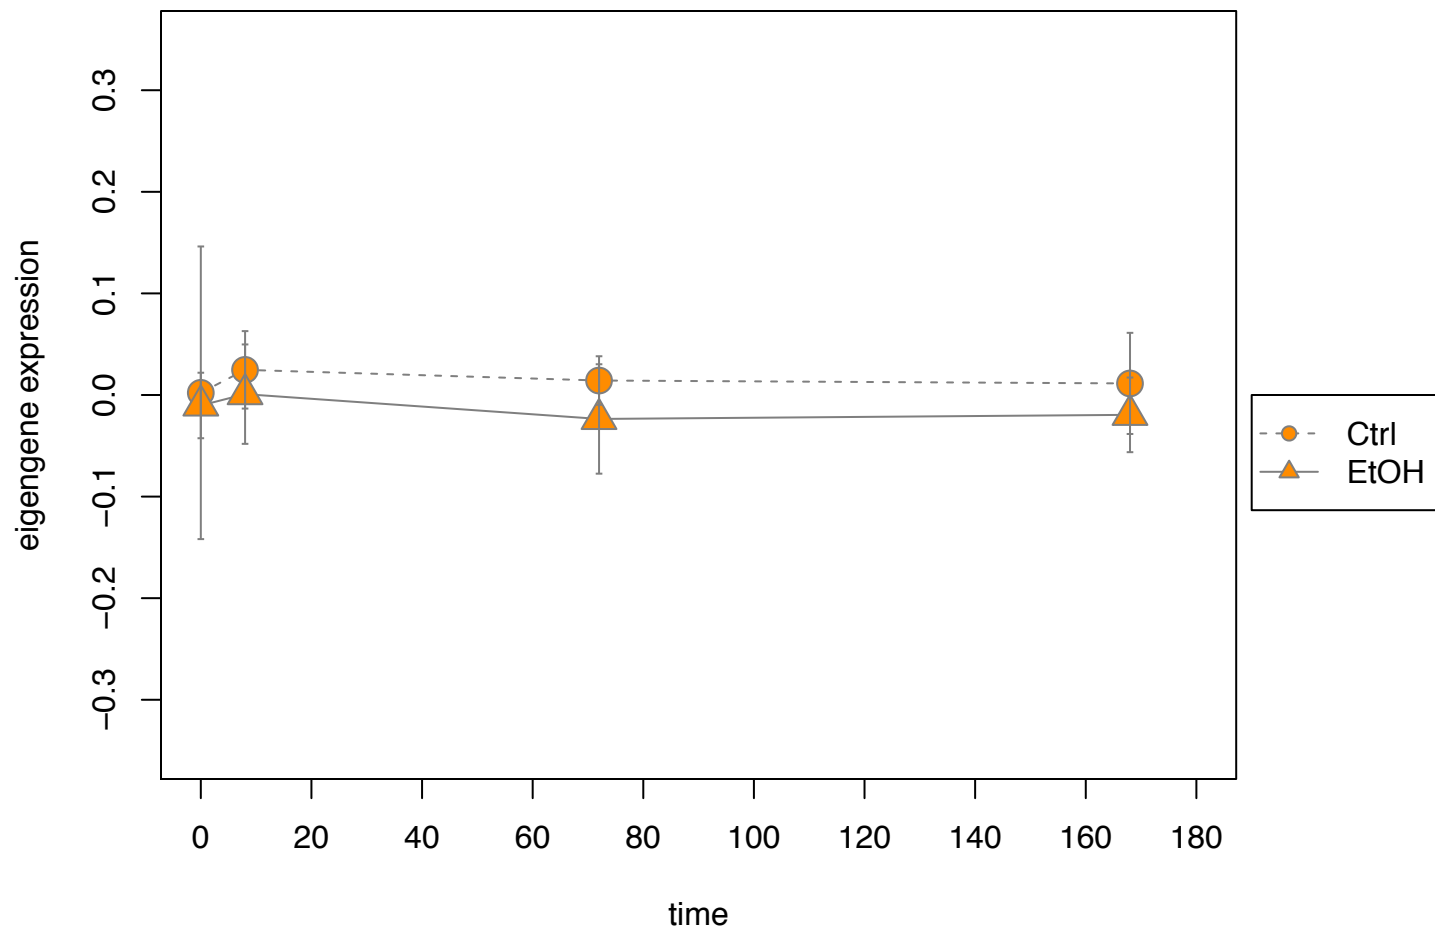

# HPC darkred

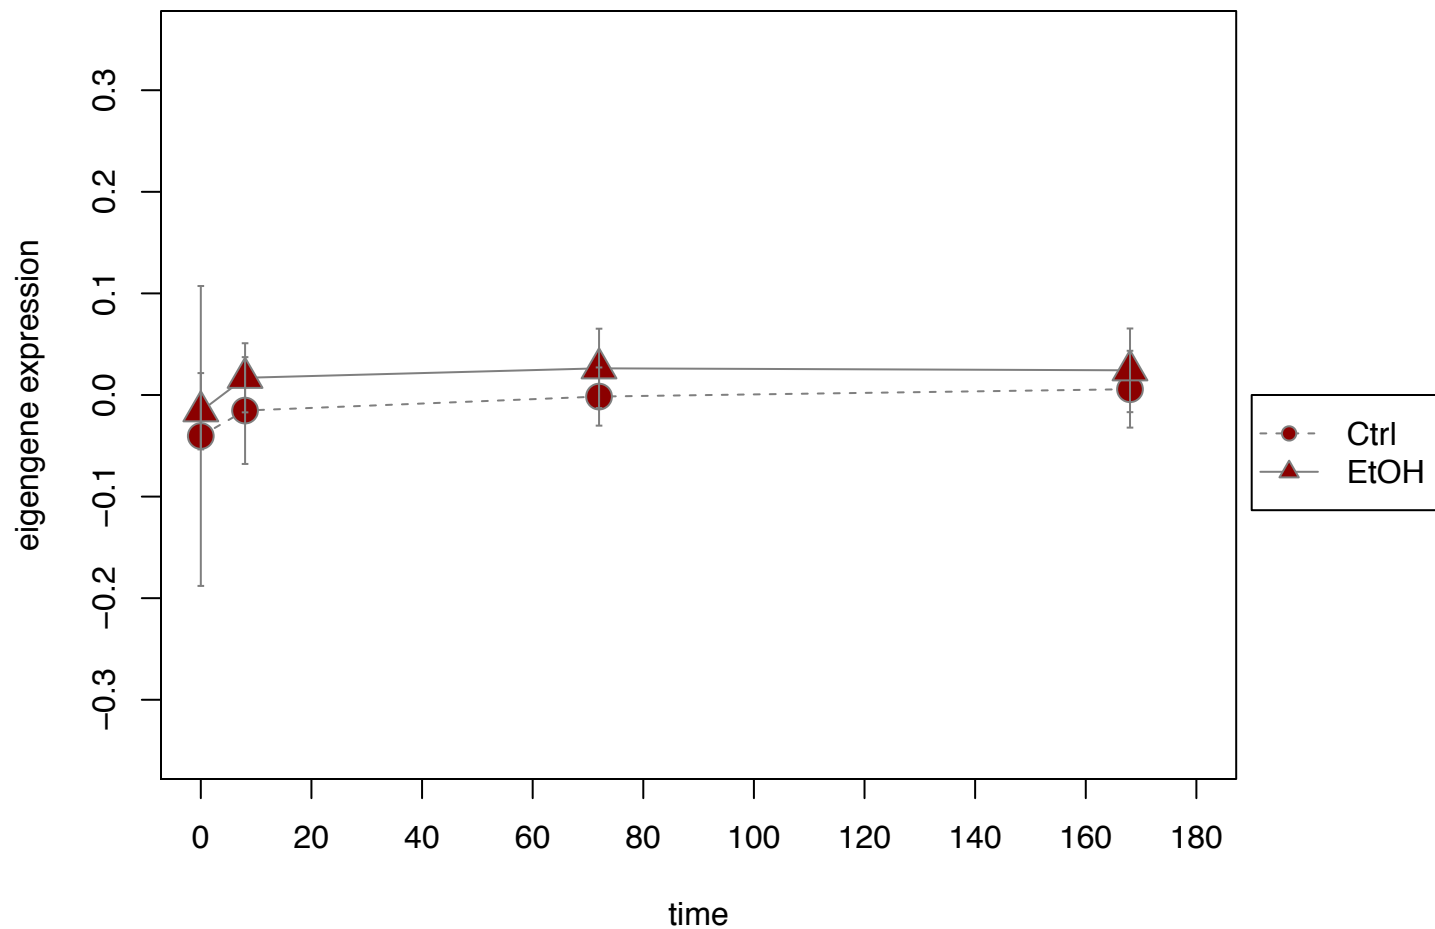

# HPC darkturquoise

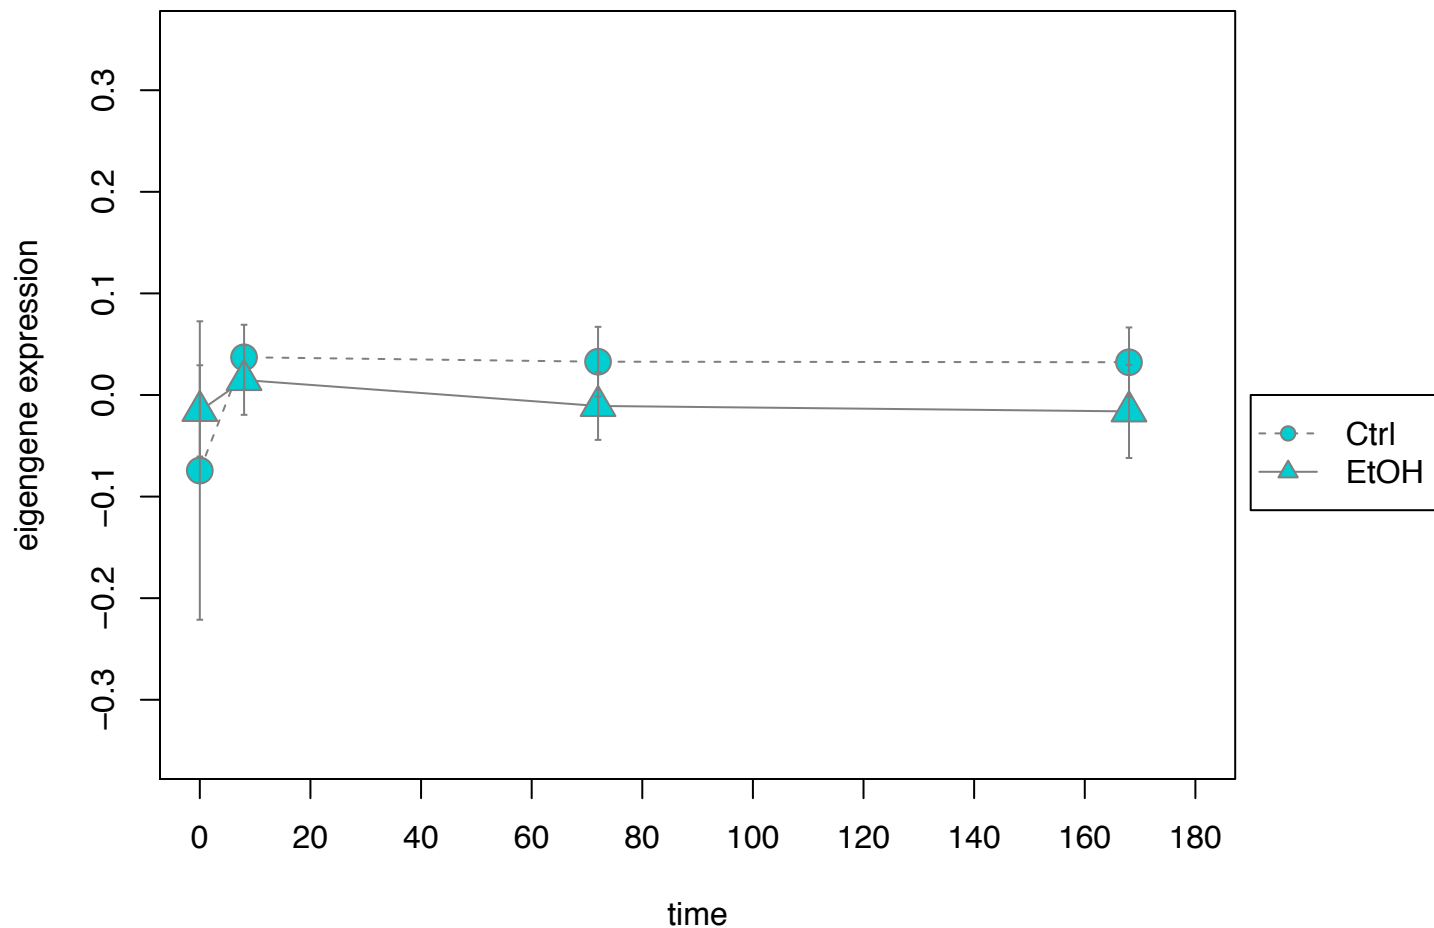

# HPC green

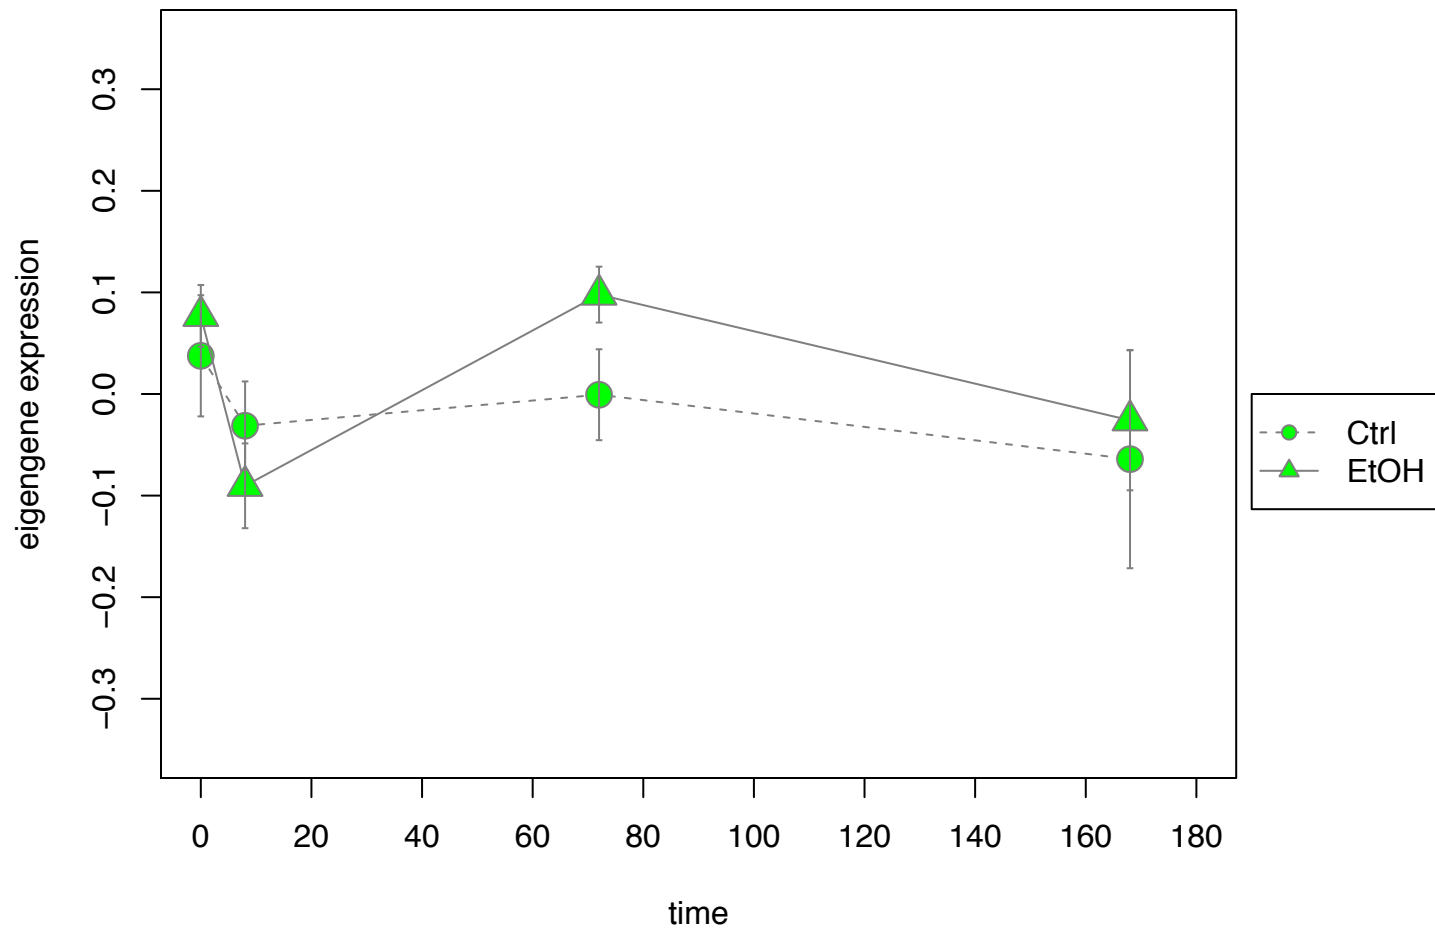

# HPC greenyellow

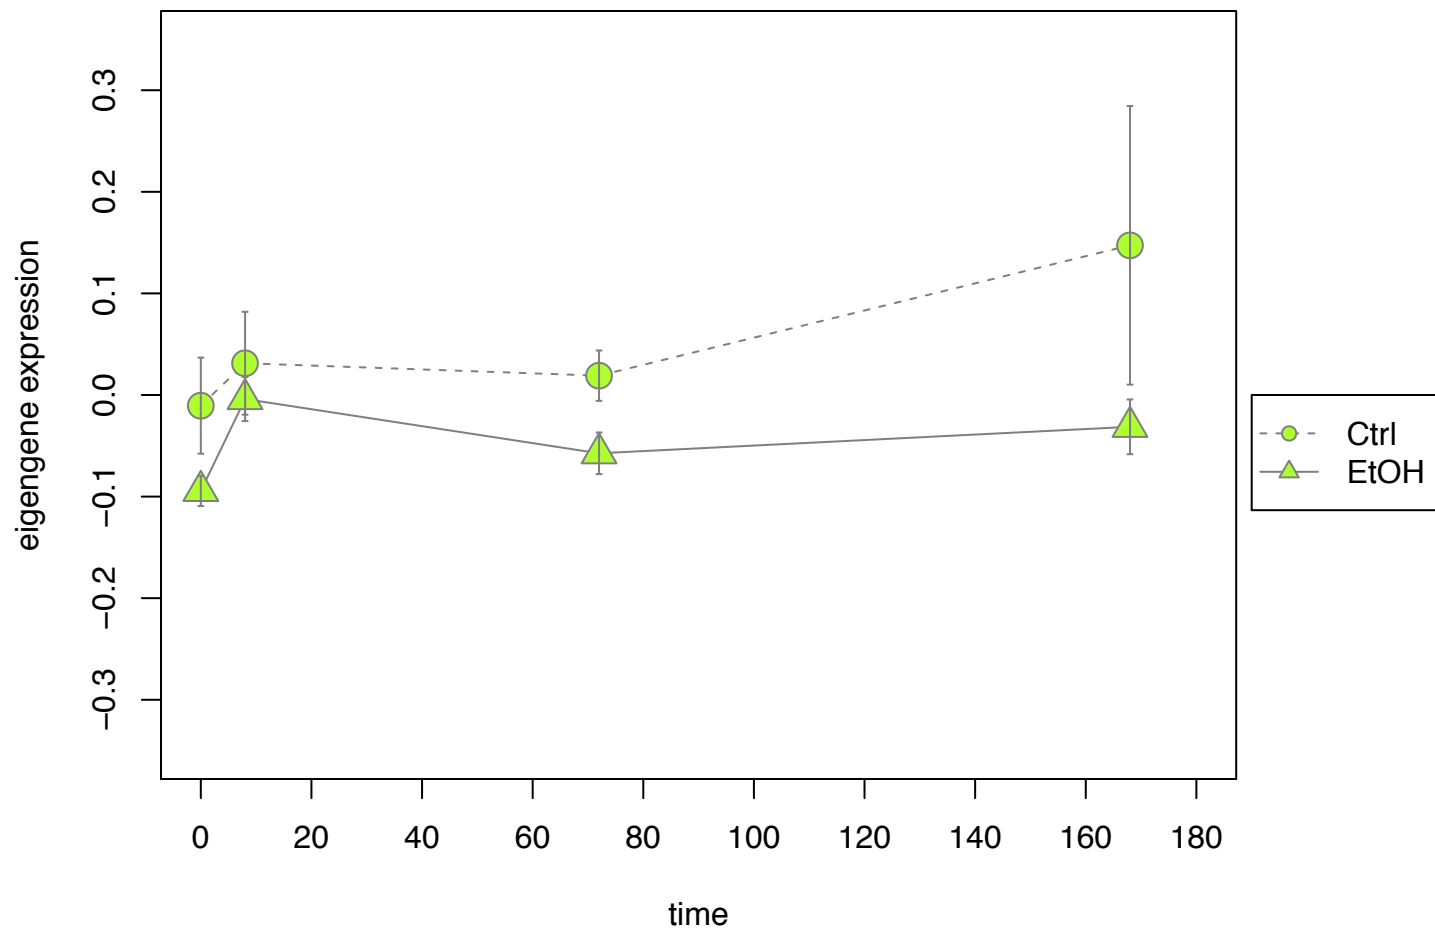

# HPC grey

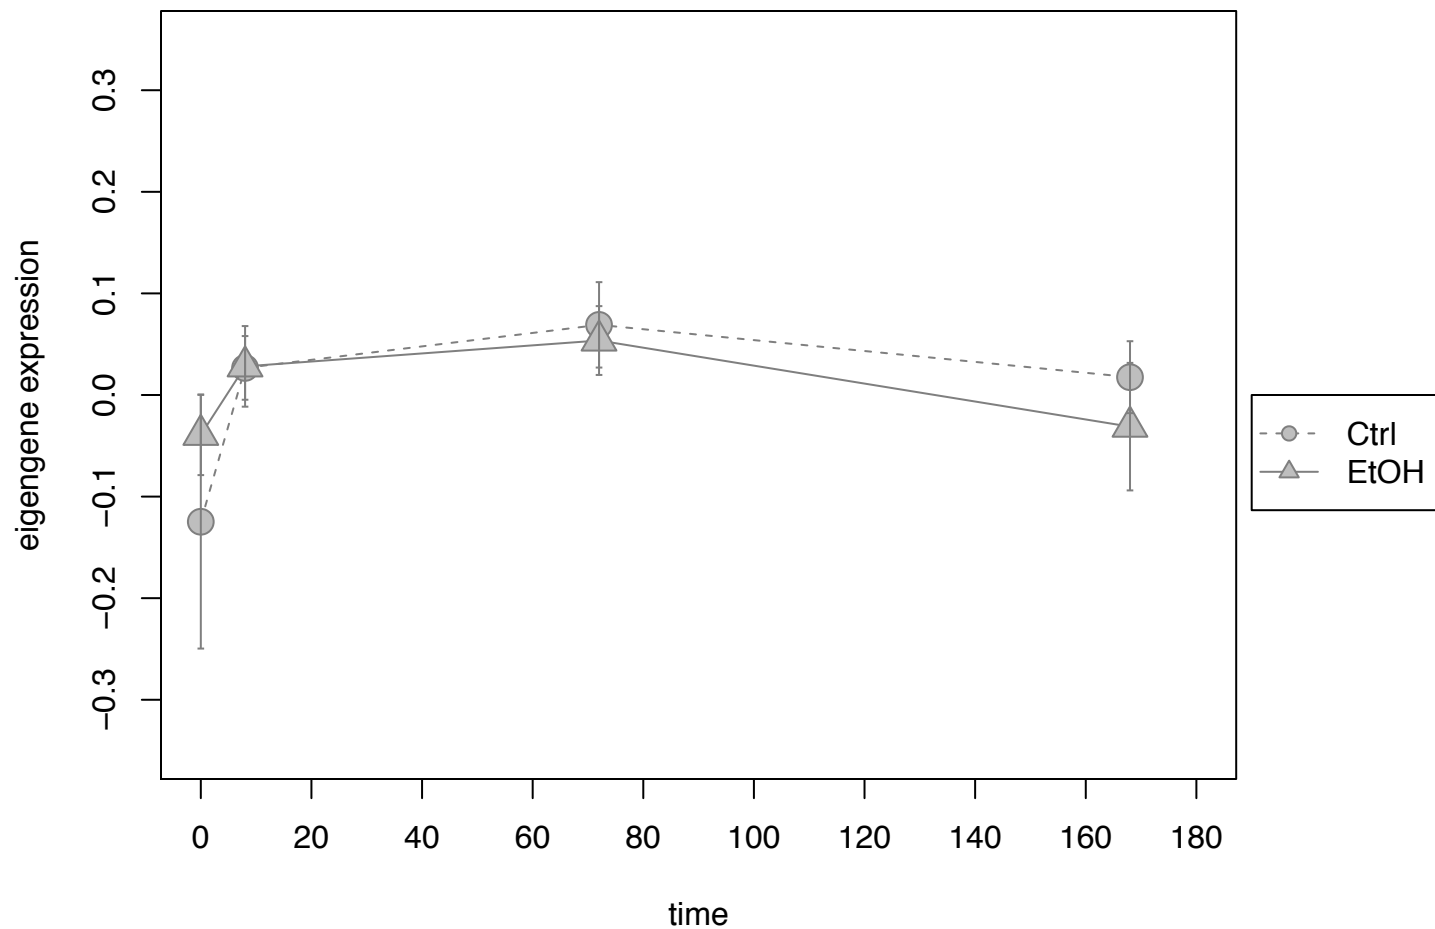

# HPC grey60

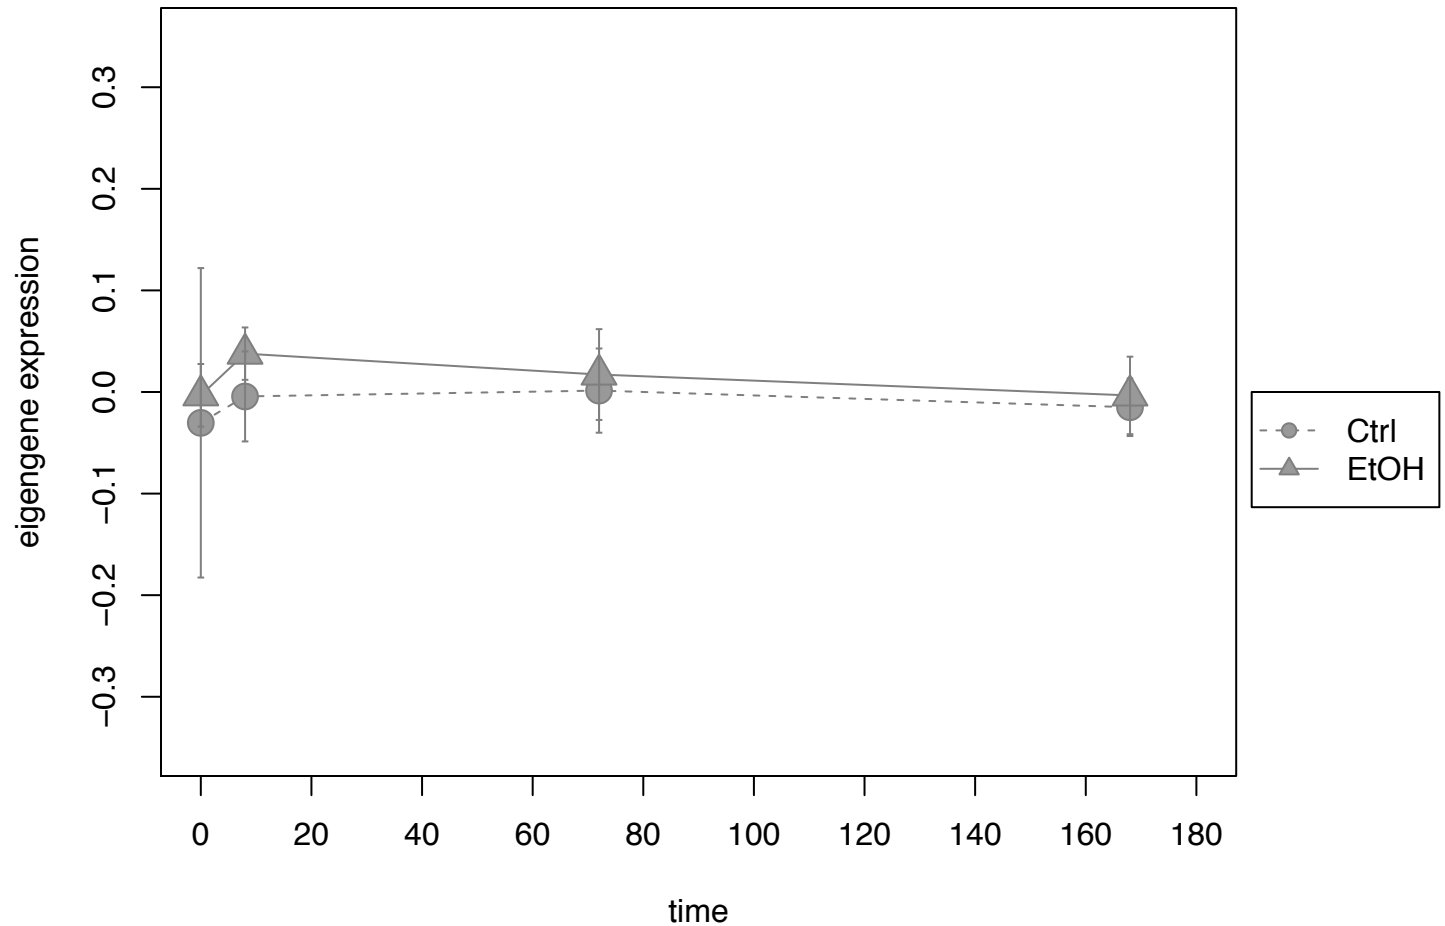

# HPC lightcyan

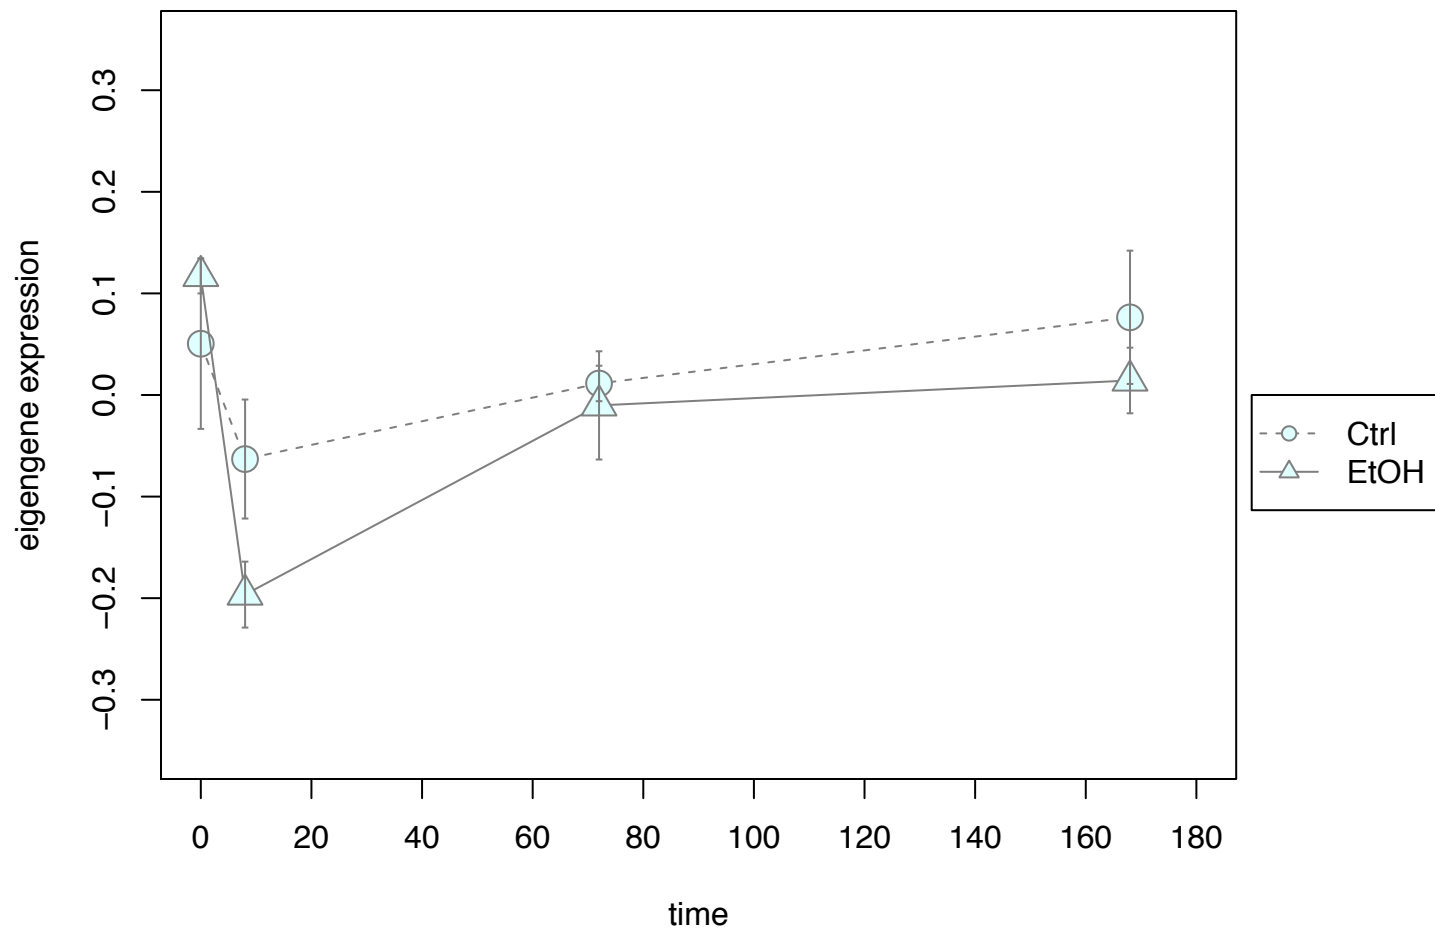

# HPC lightgreen

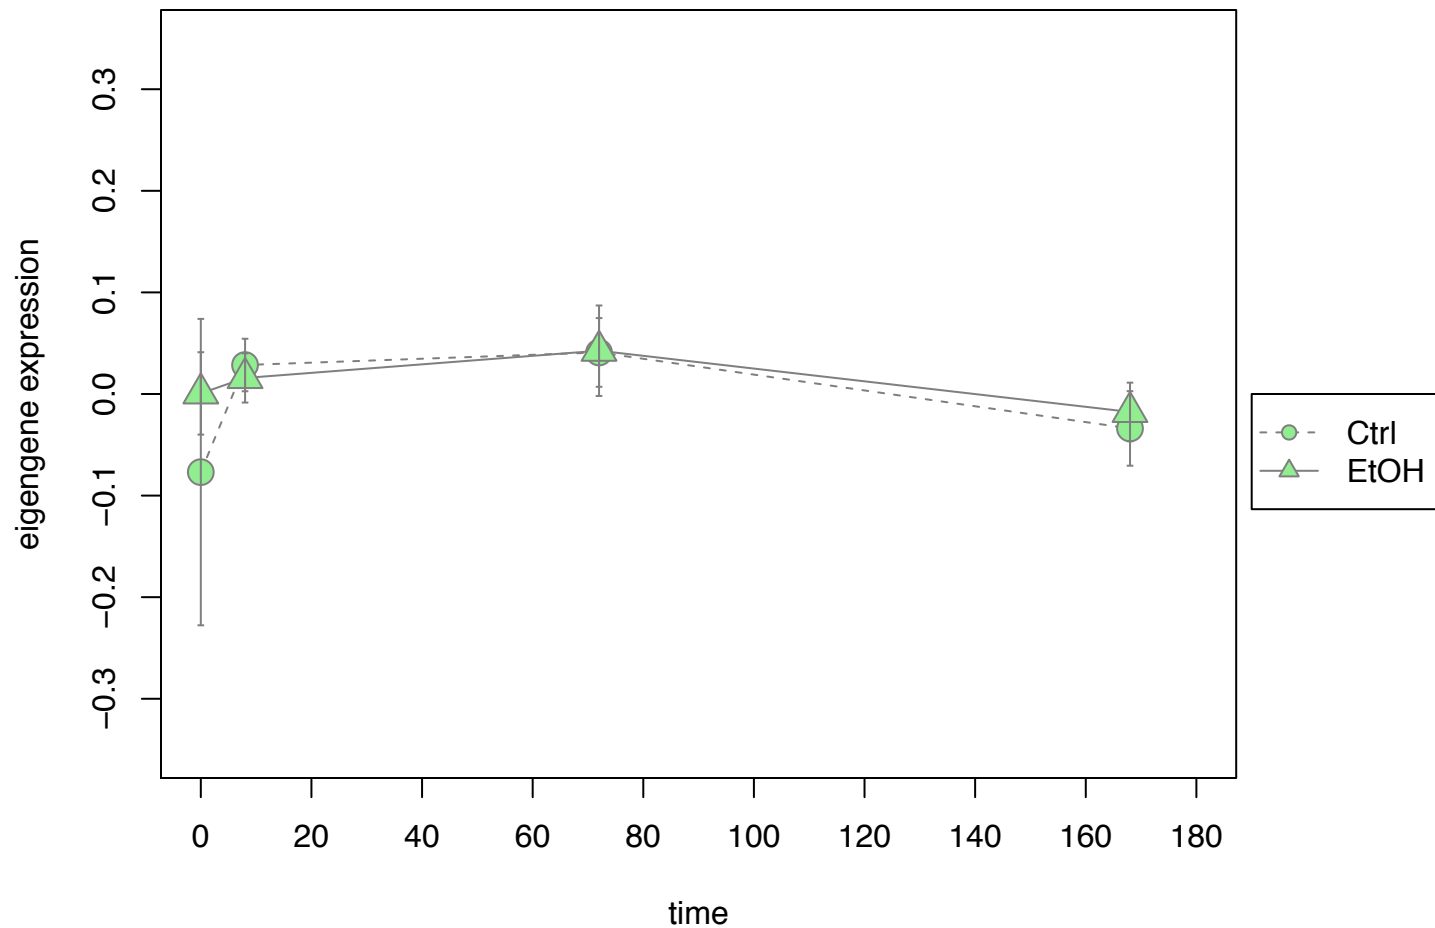

# HPC lightyellow

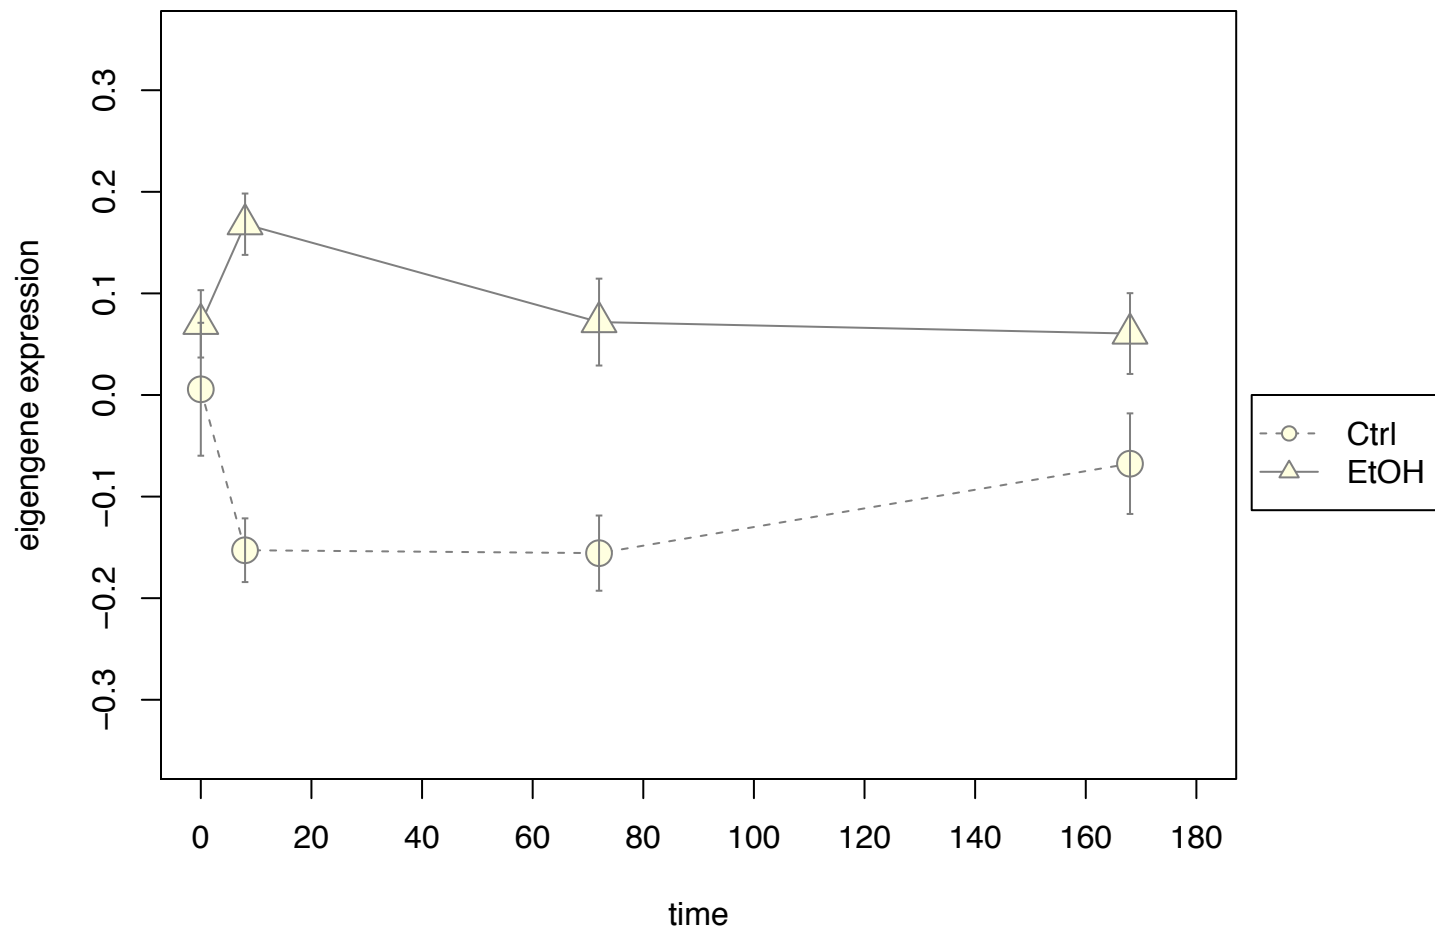

# HPC magenta

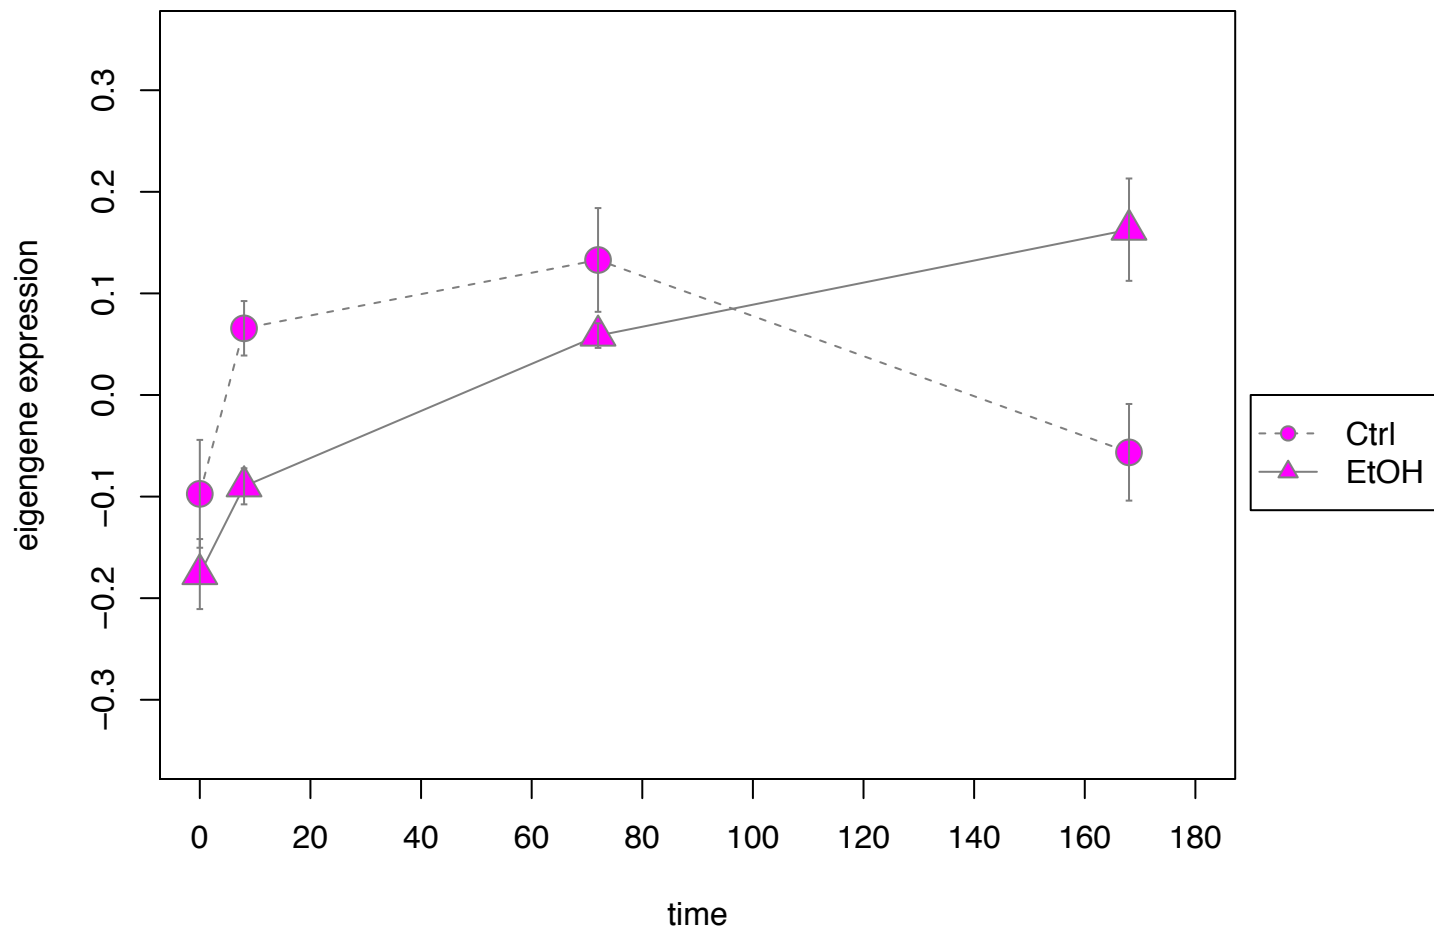

# HPC midnightblue

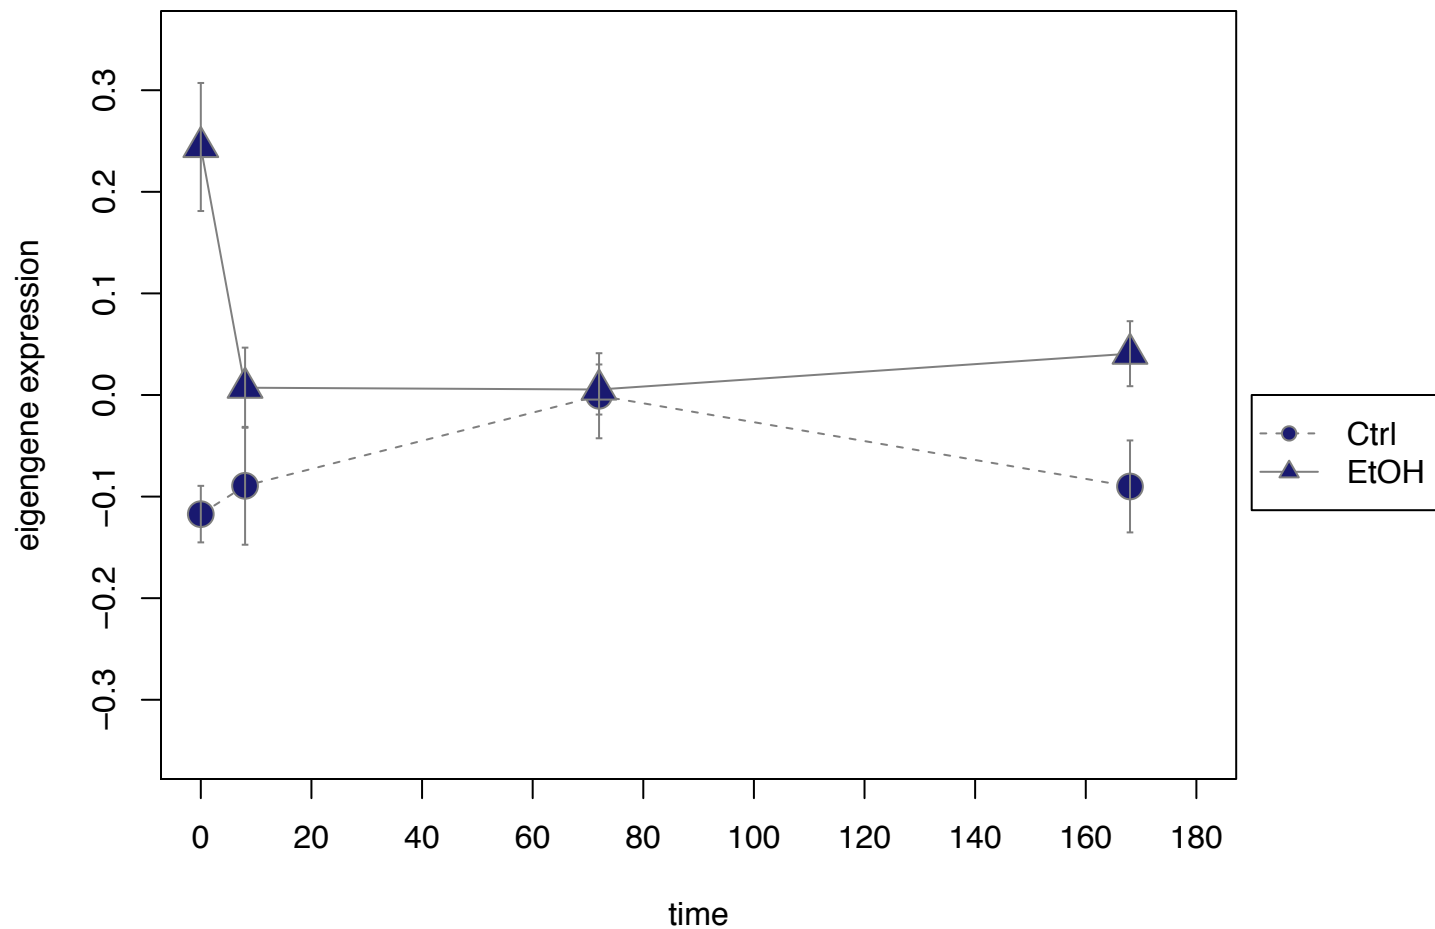

# HPC orange

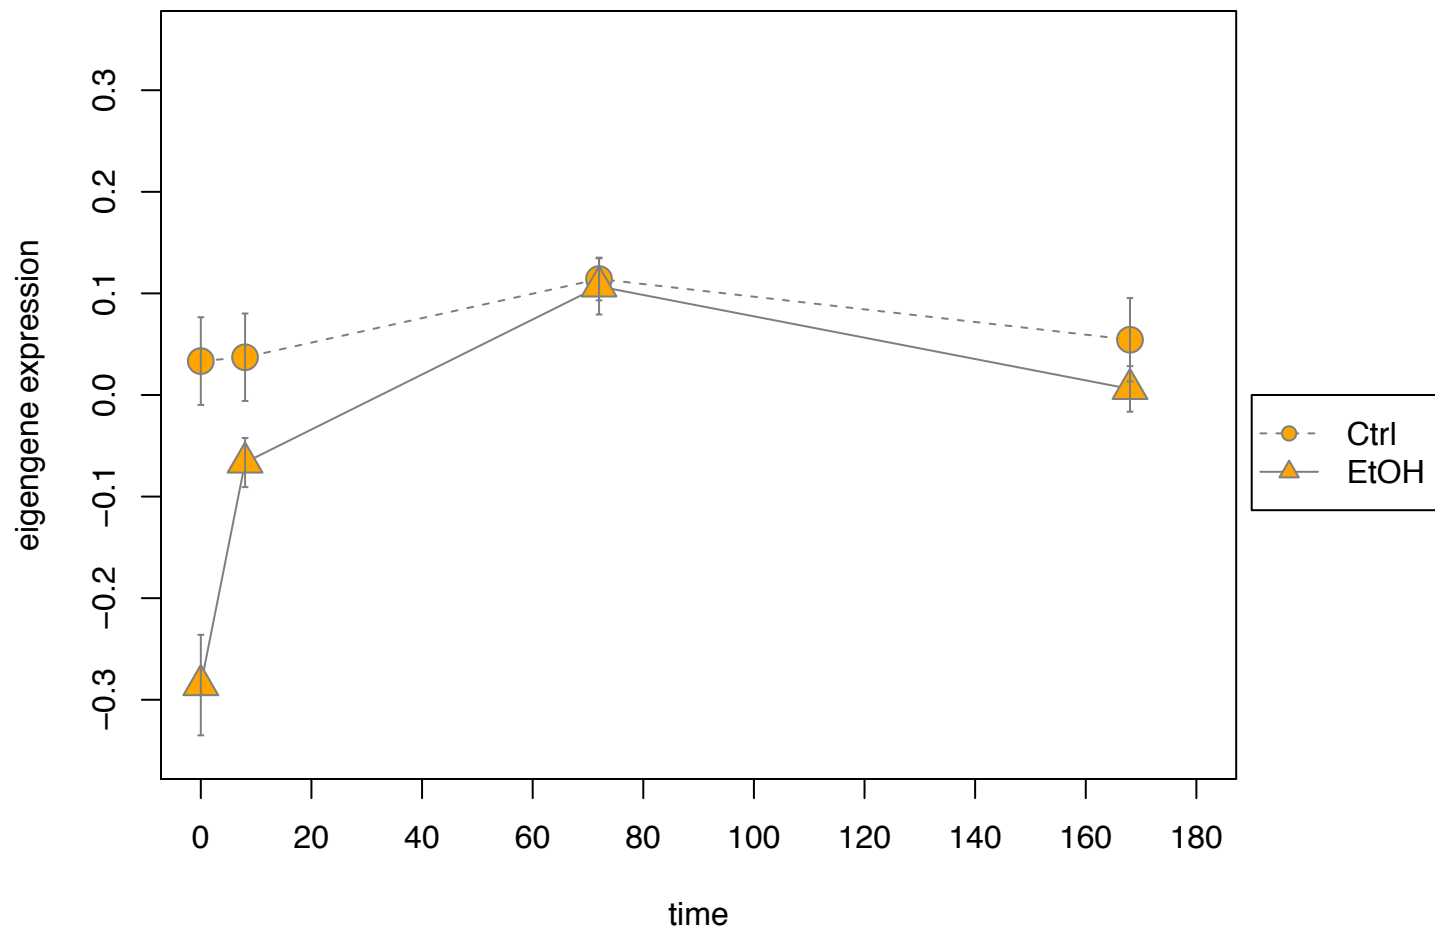

# HPC pink

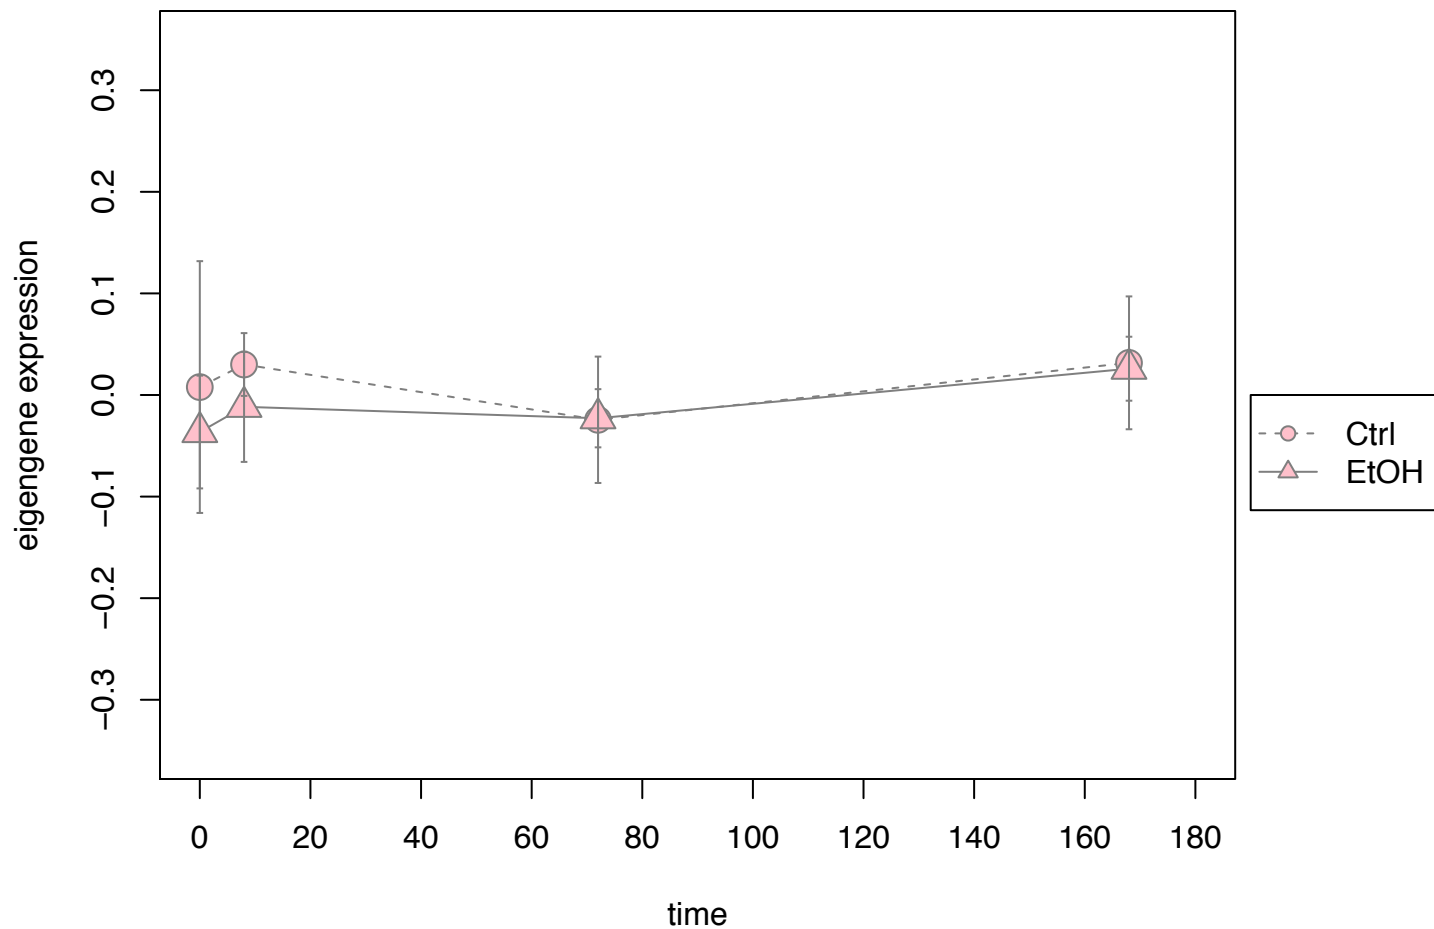

# HPC purple

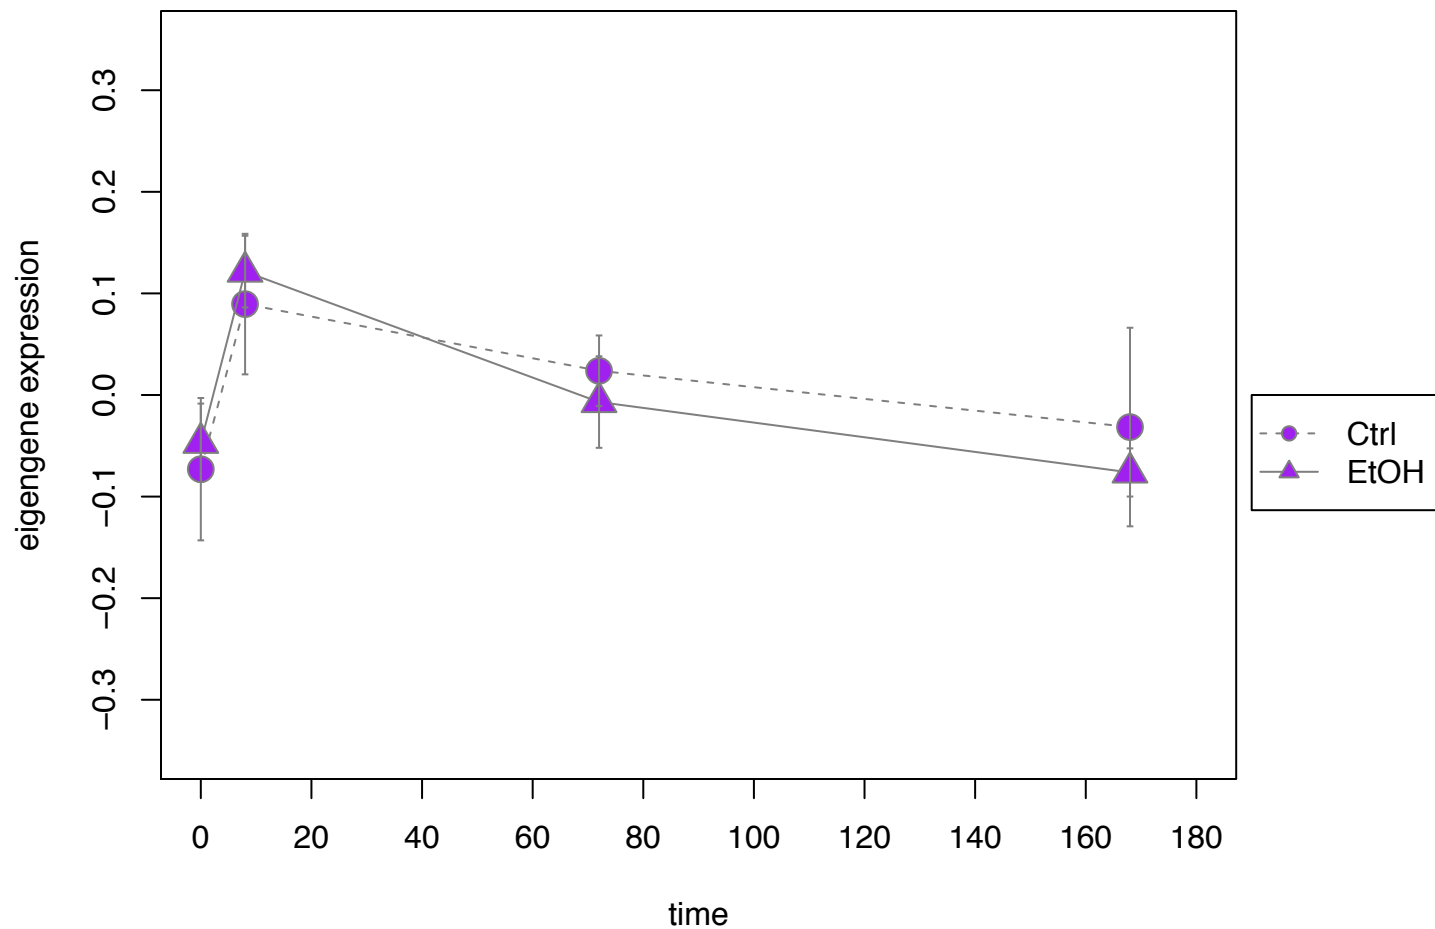

# HPC red

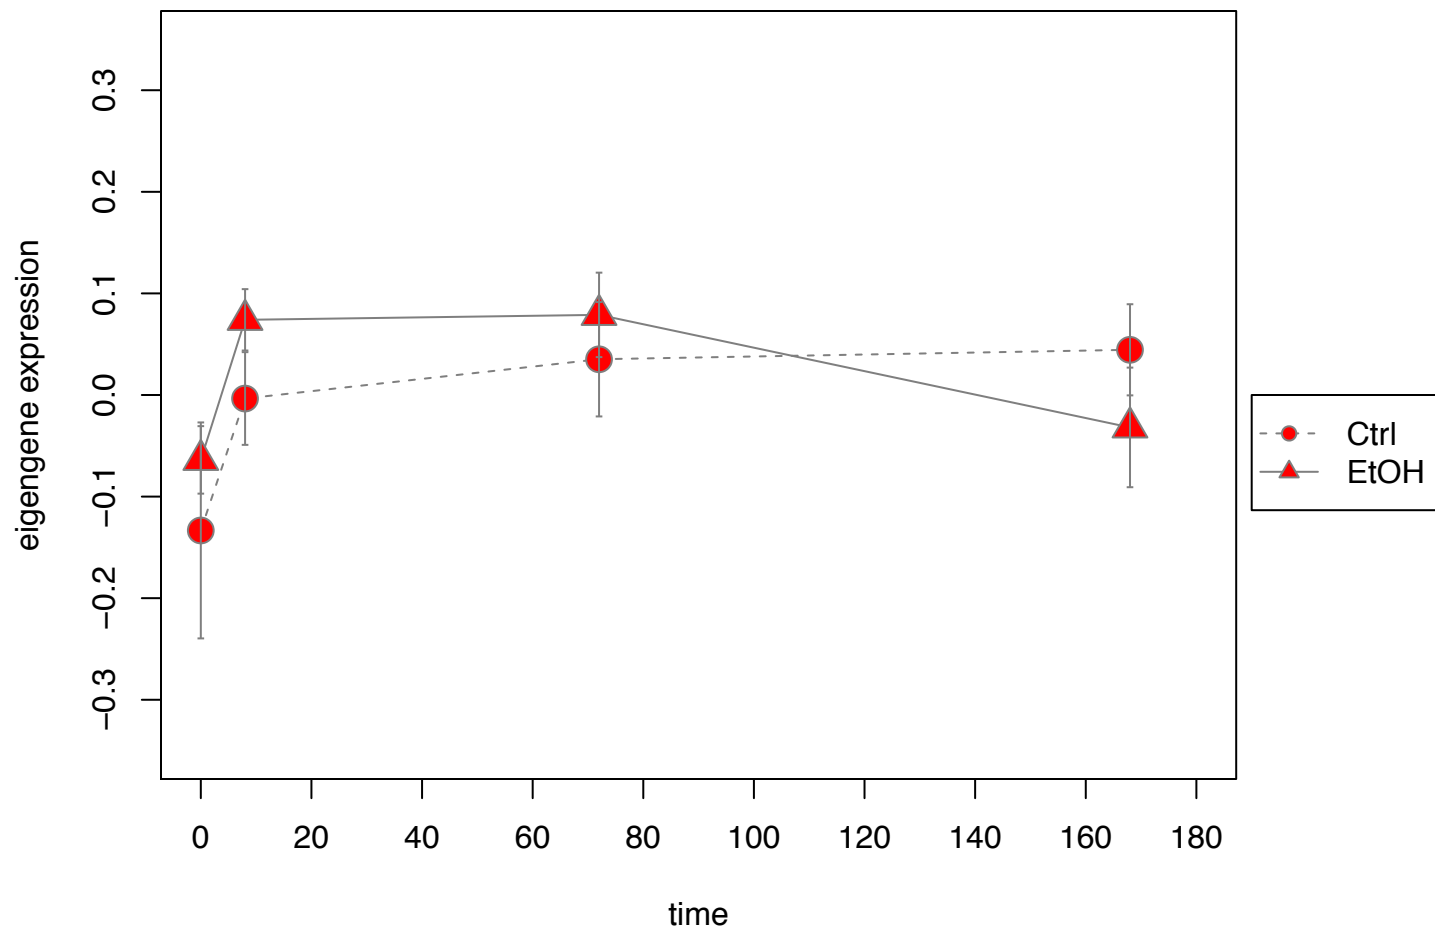

# HPC royalblue

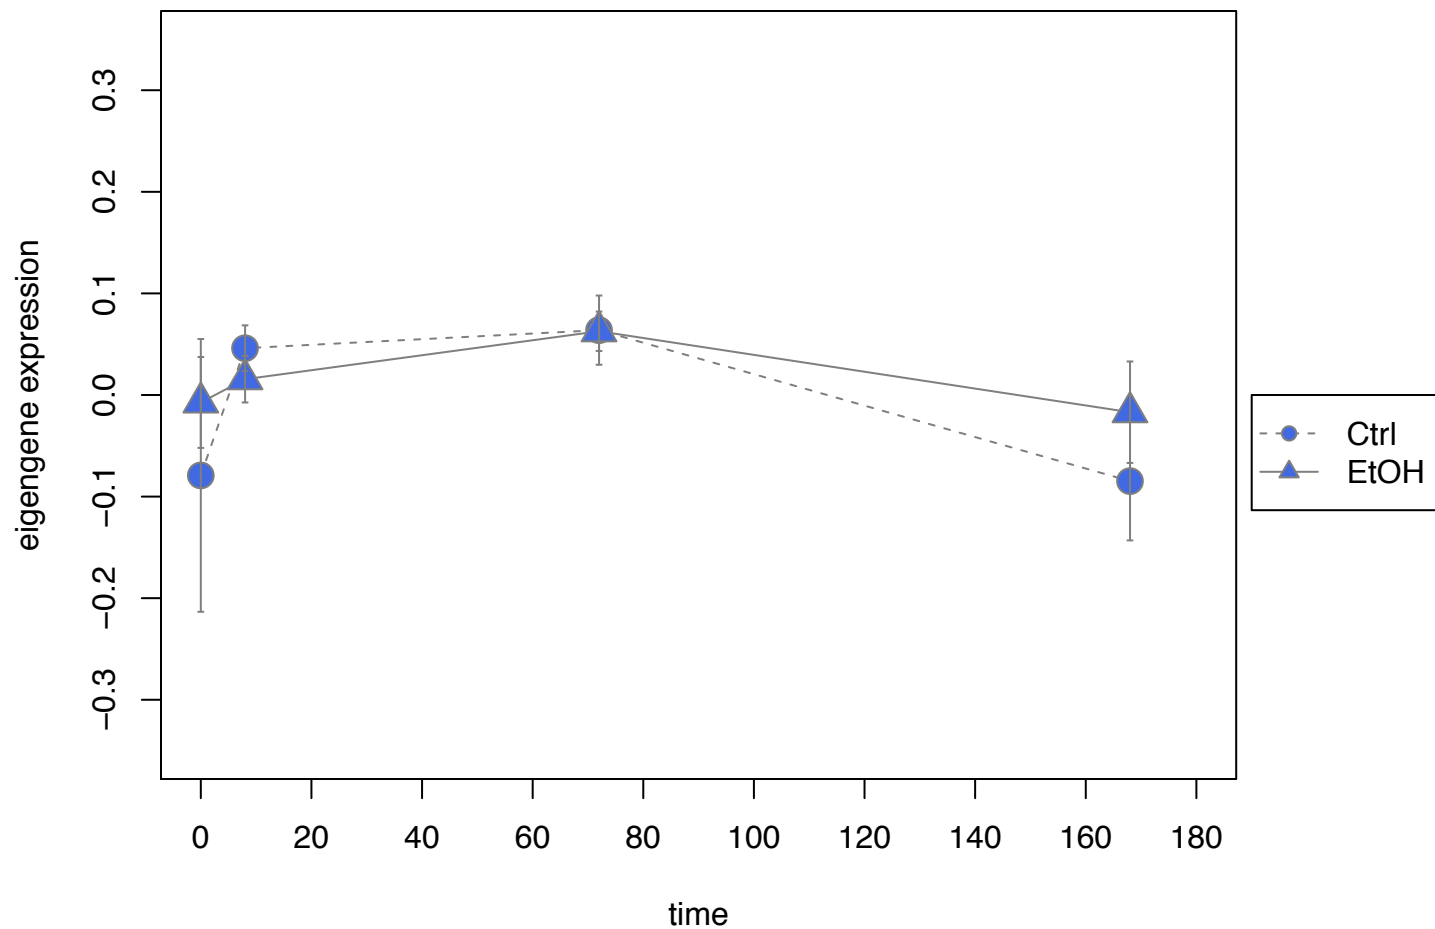

# HPC salmon

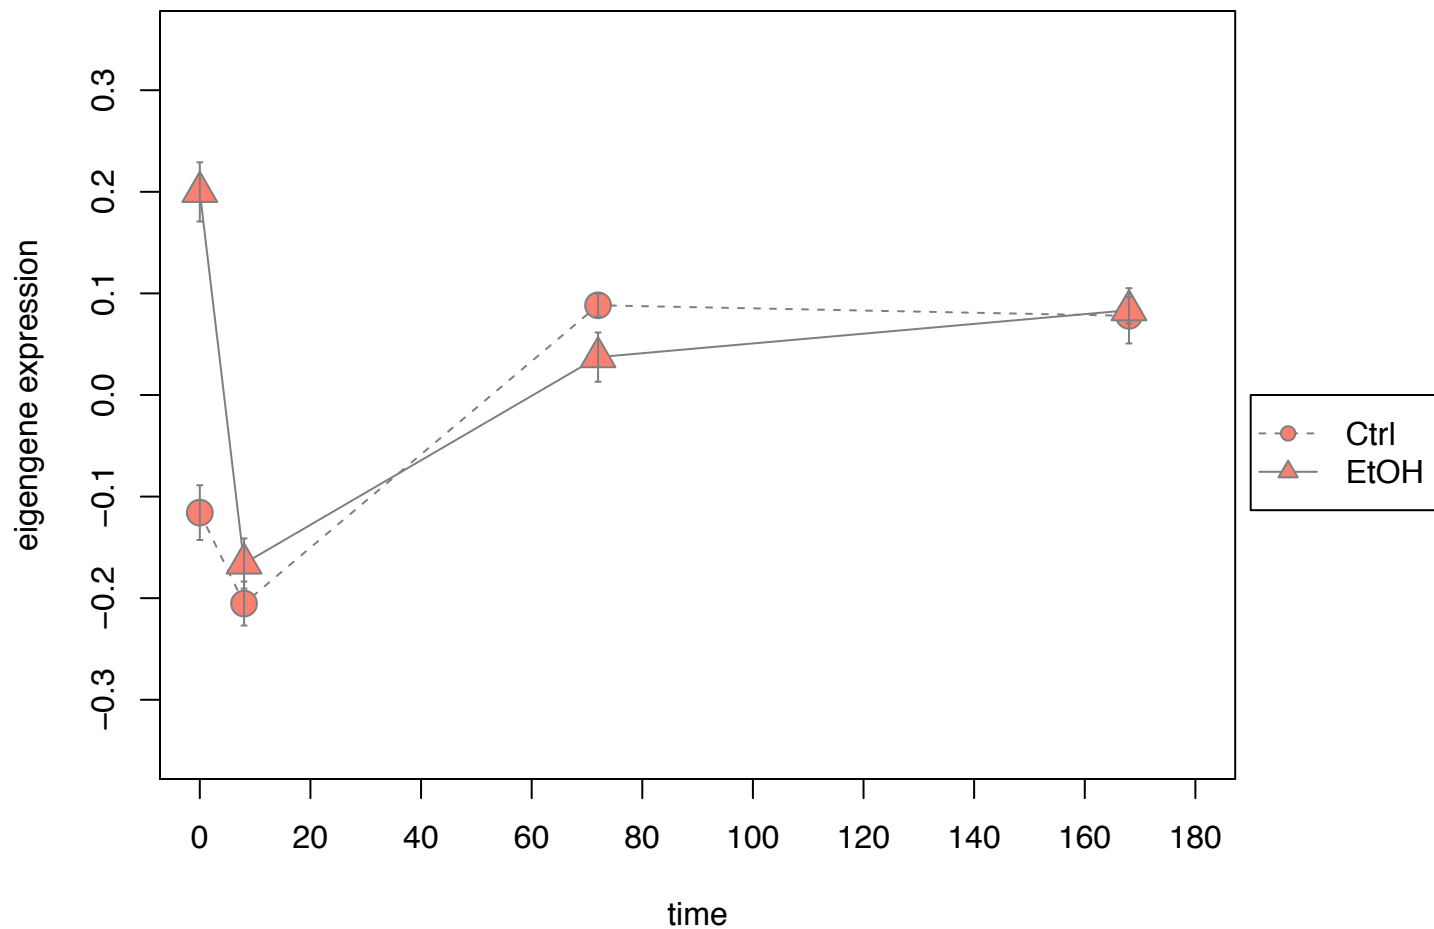

# HPC tan

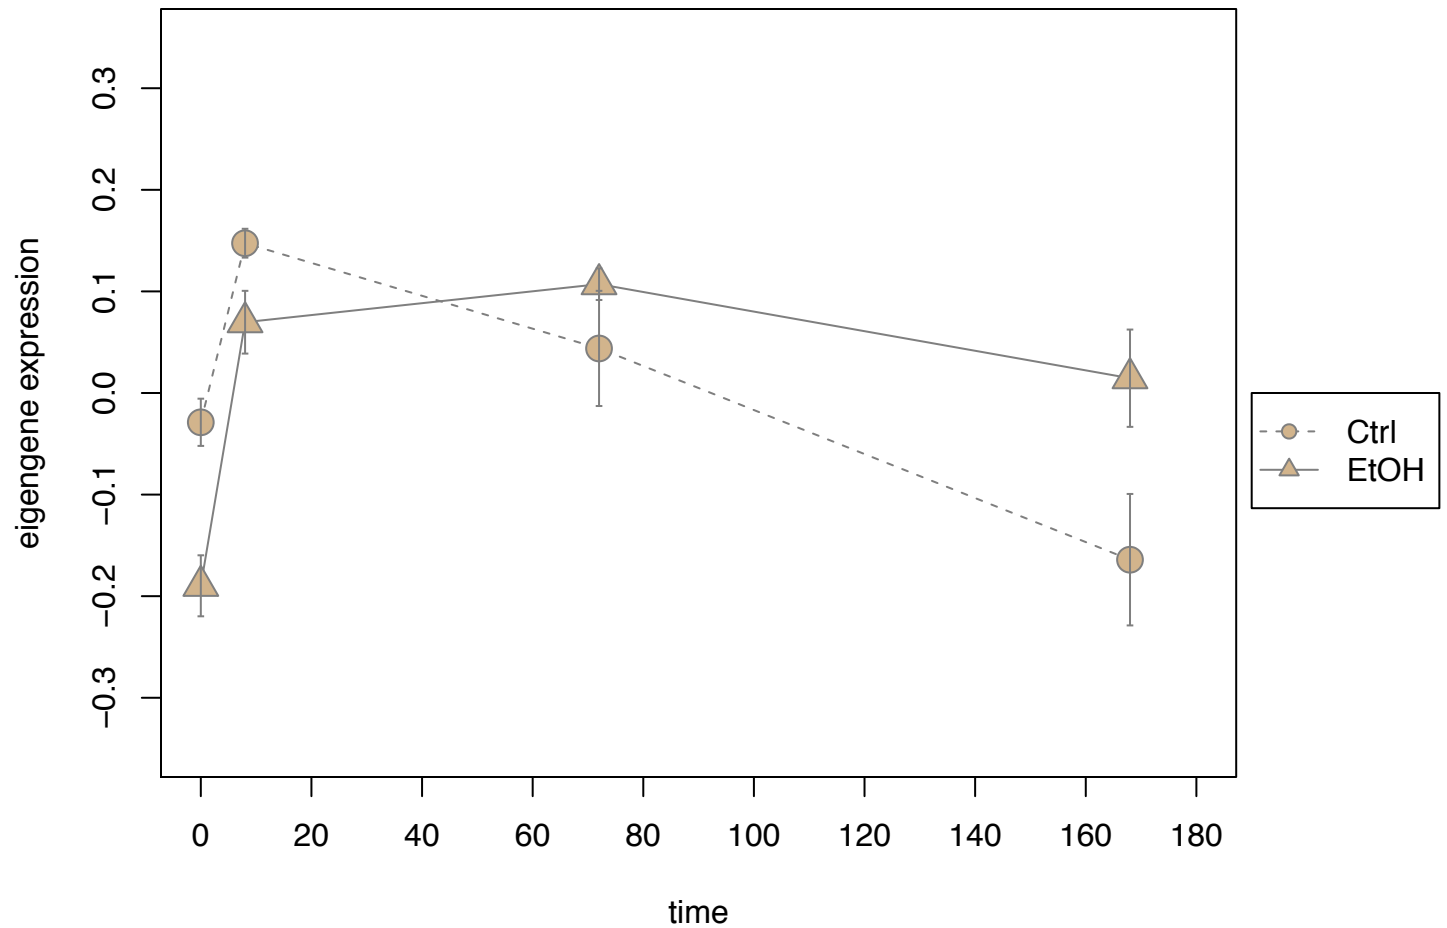

# HPC turquoise

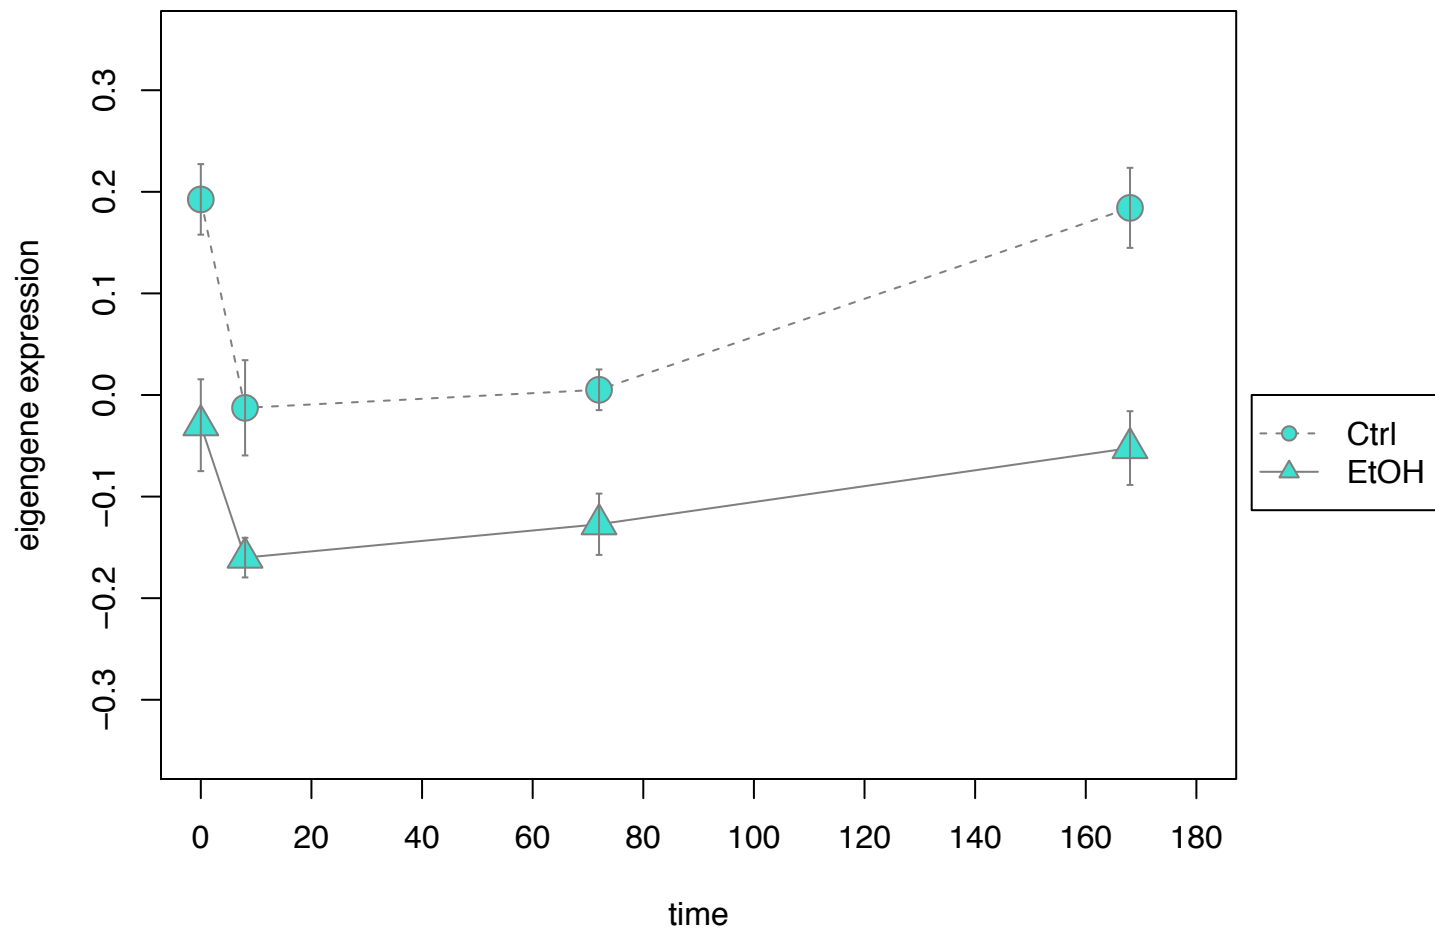

# HPC yellow

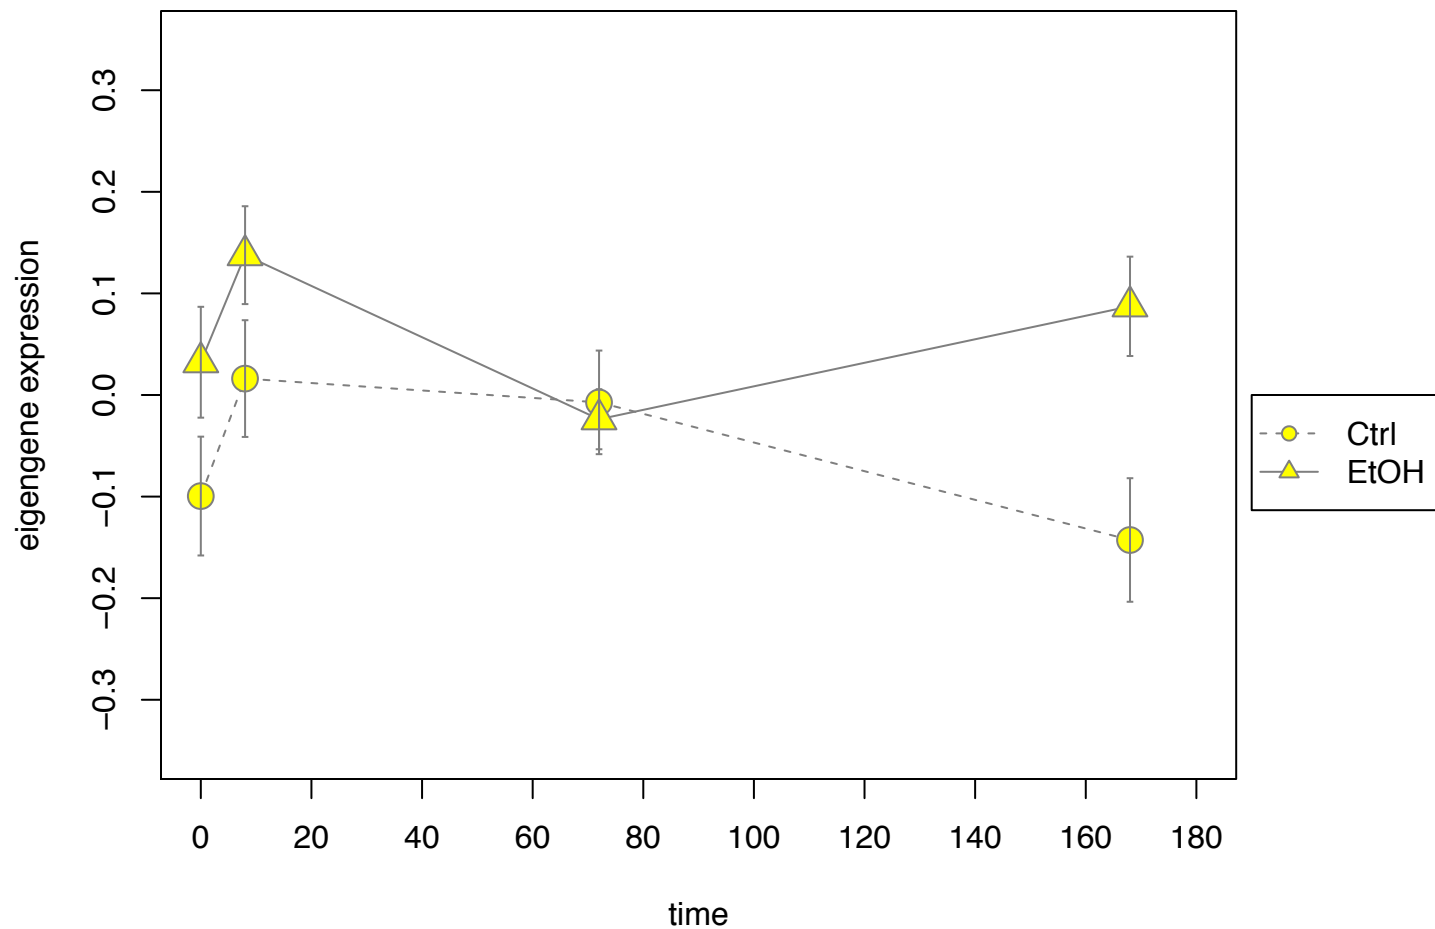

**Supplement:** S3 Fig

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257

B6Exp1 BNST WGCNA-DS3 Multidimensional Scaling

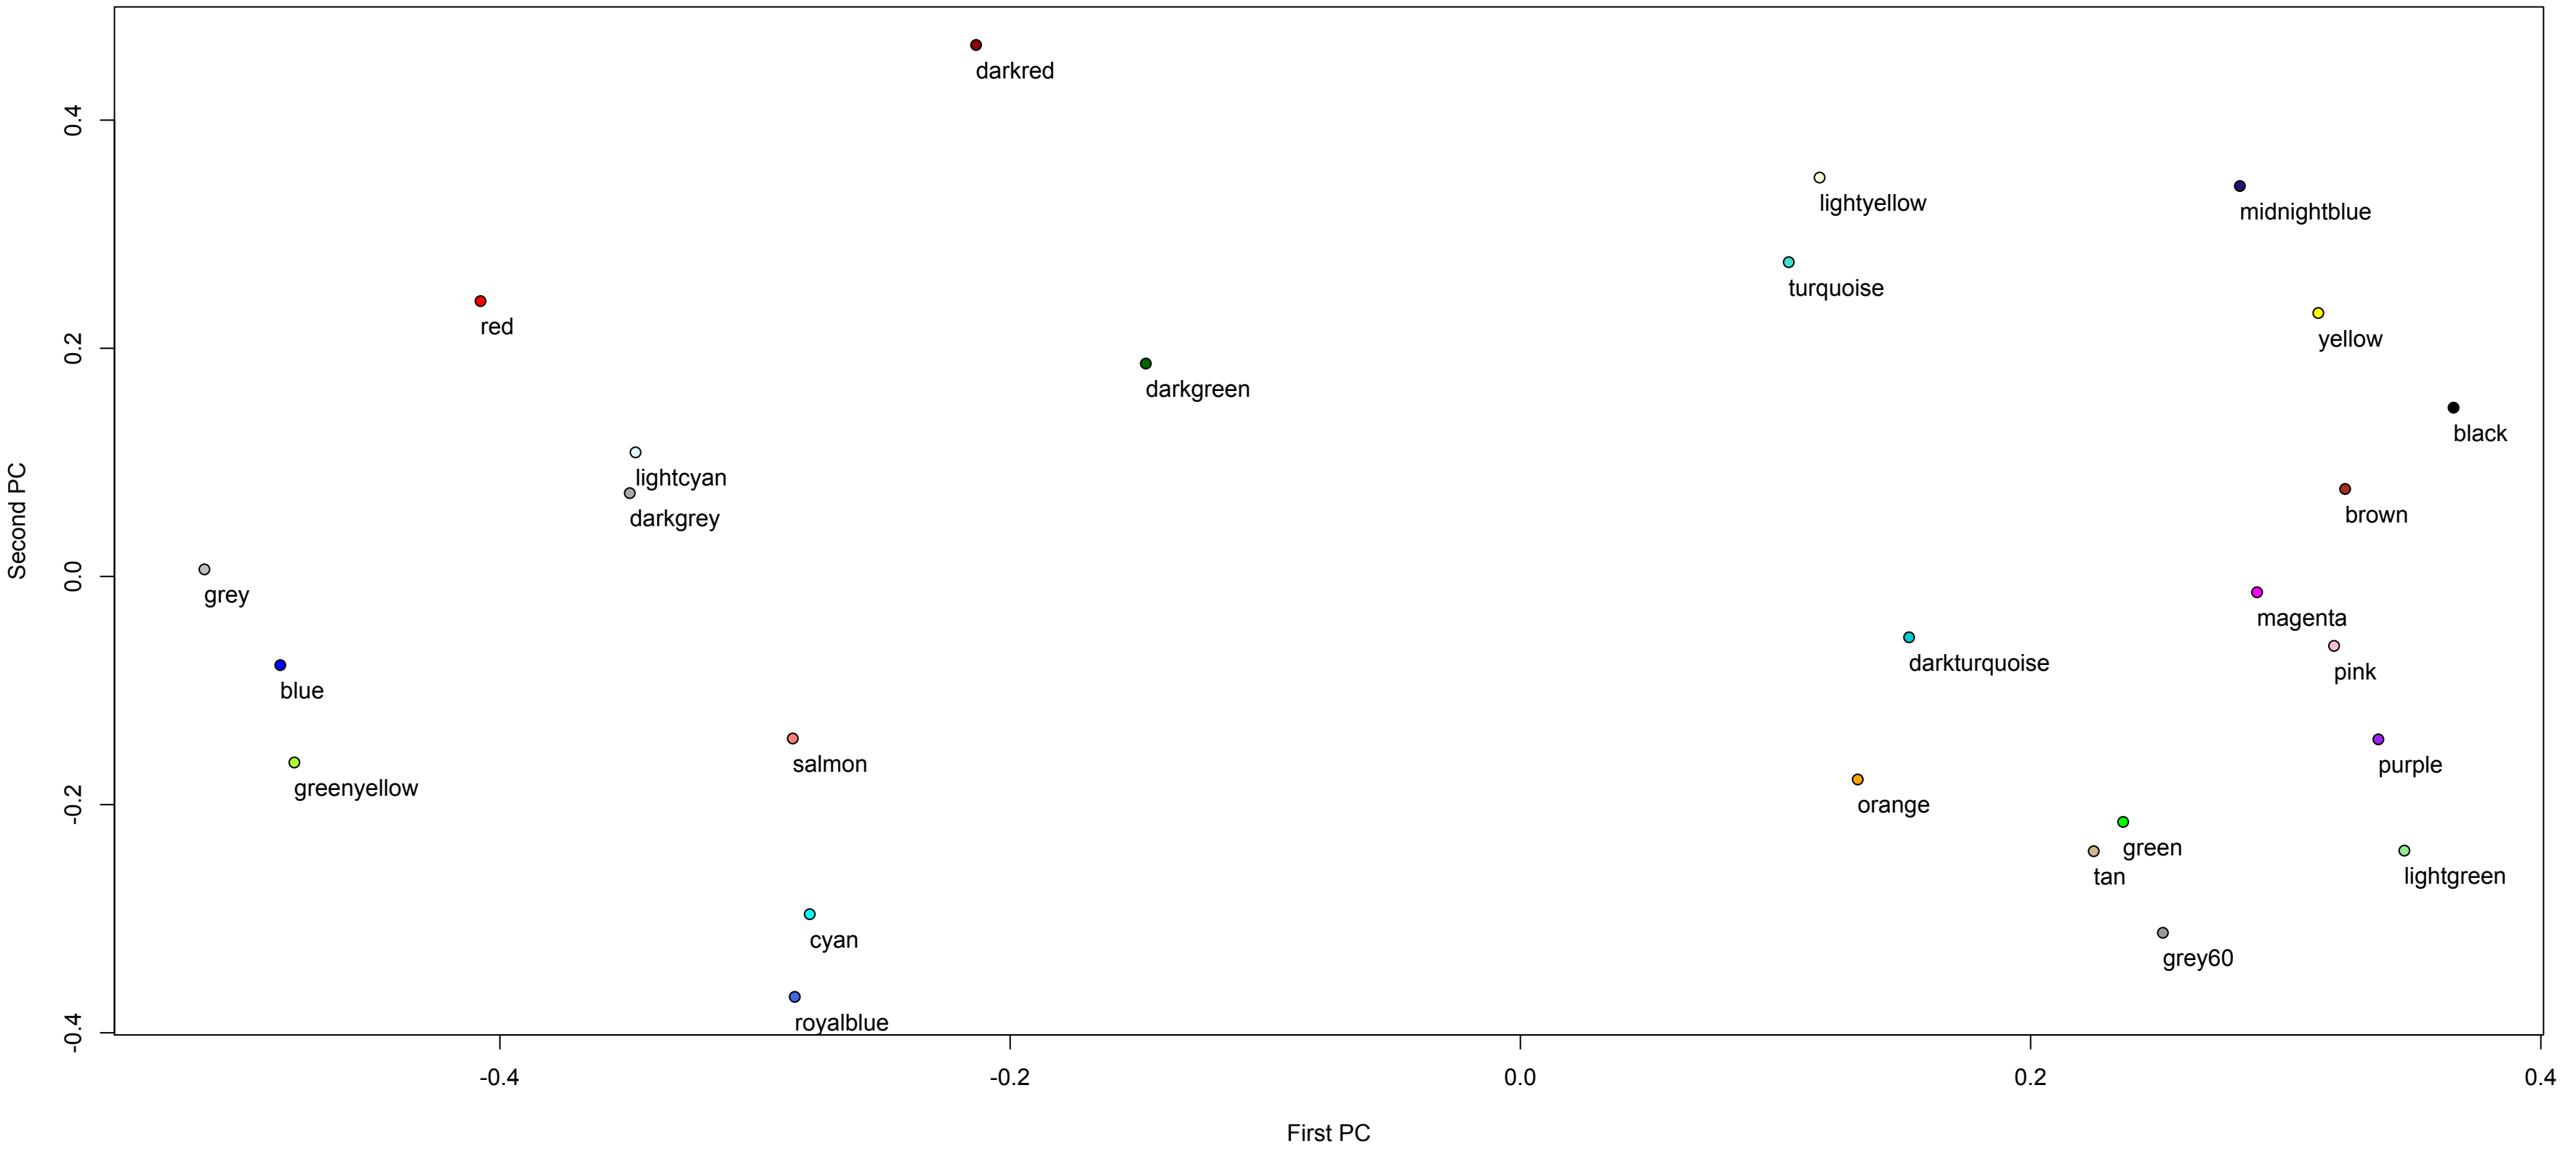

B6Exp1 BNST WGCNA-DS3 Module Eigengene Cluster Dendrogram

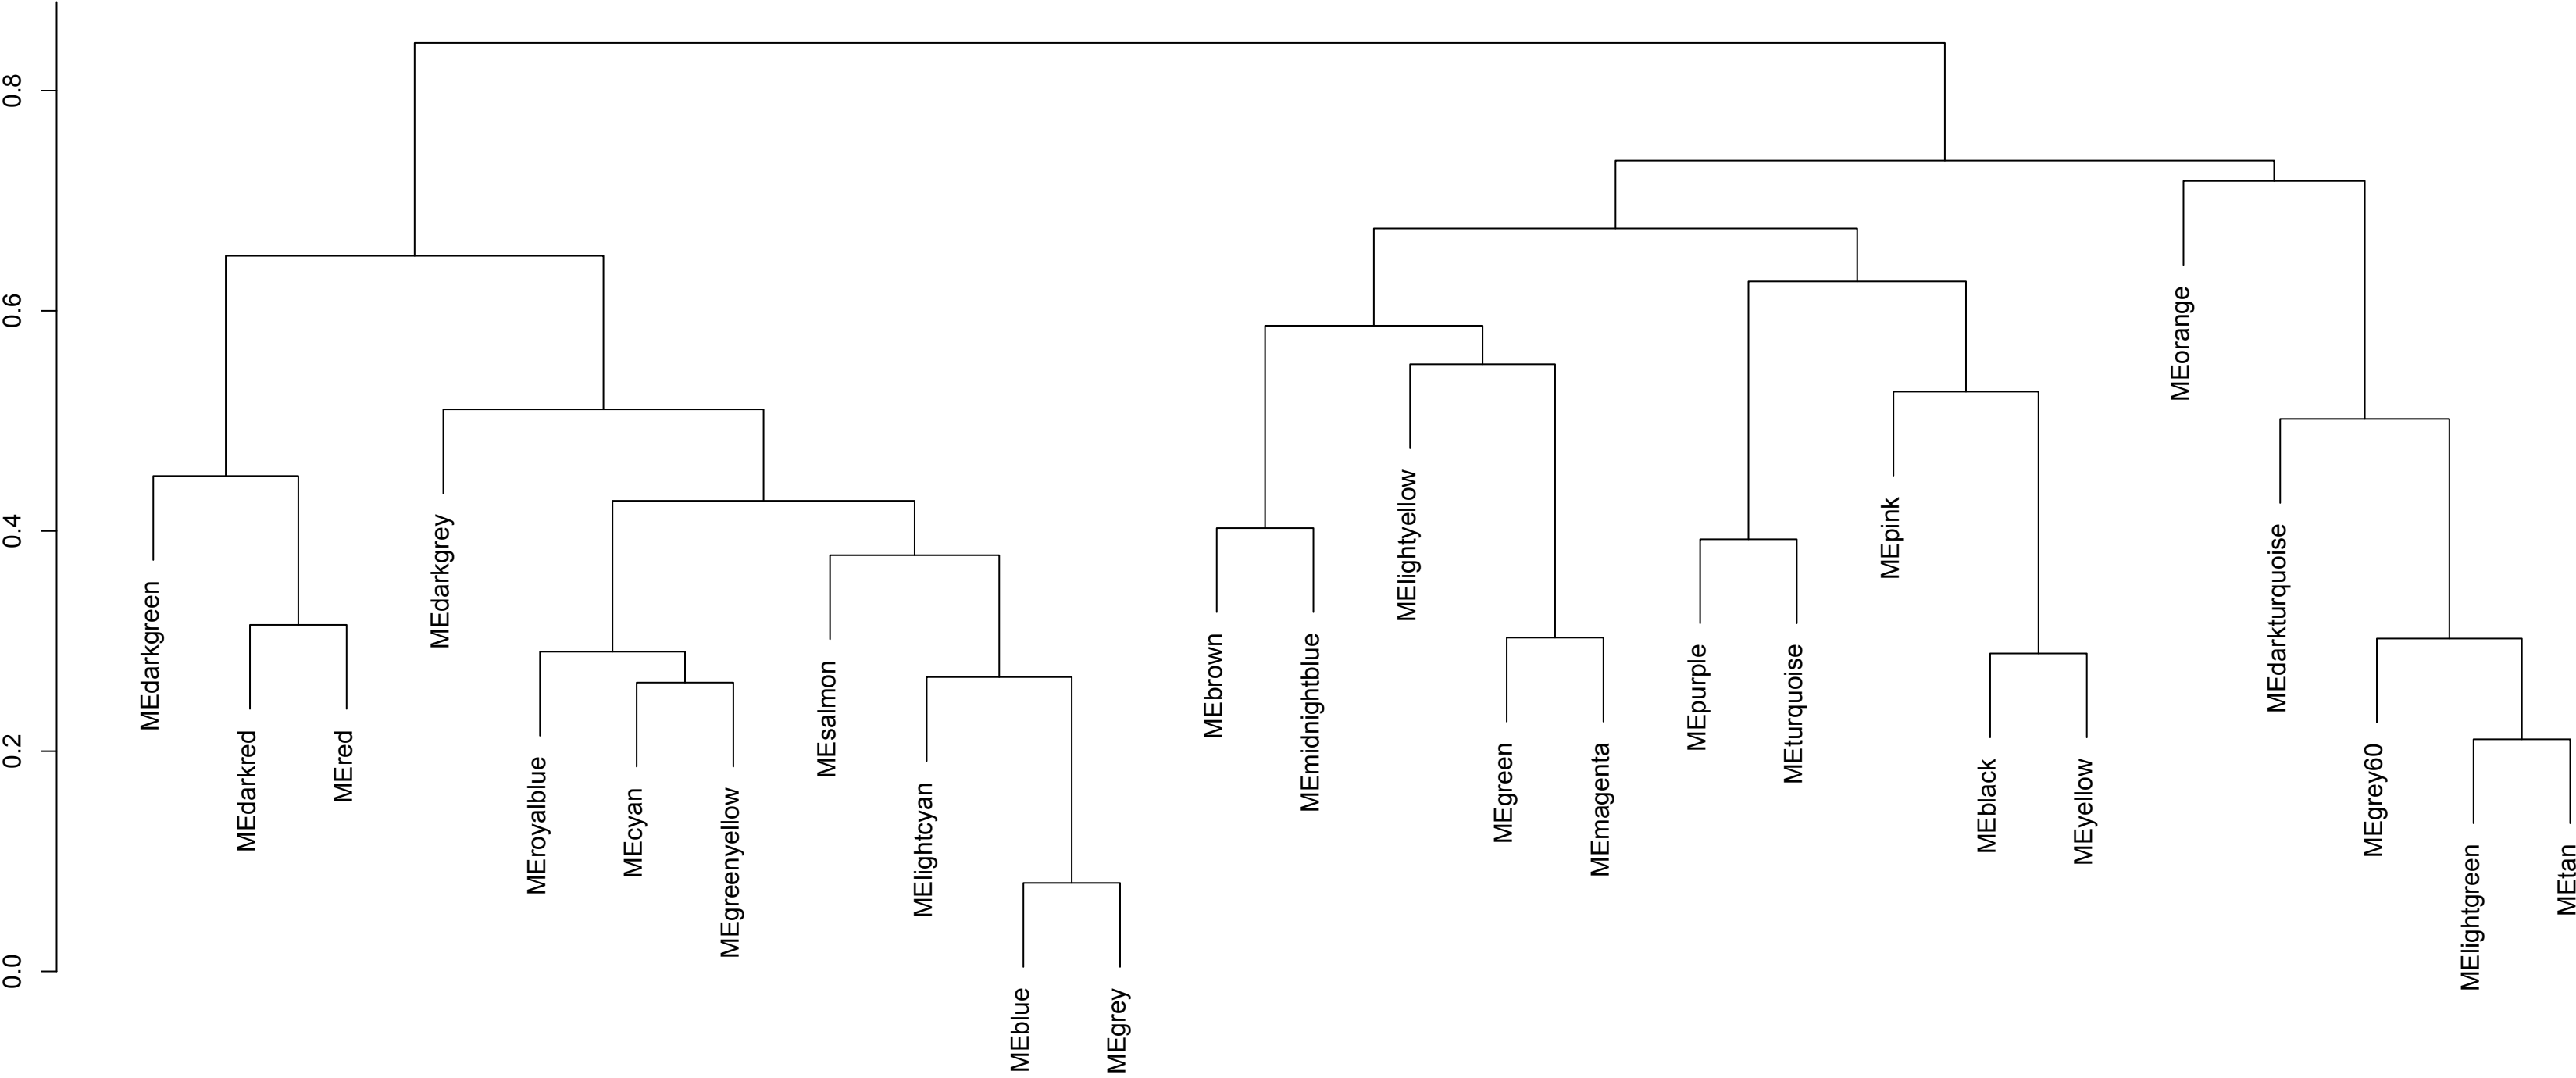

# BNST black

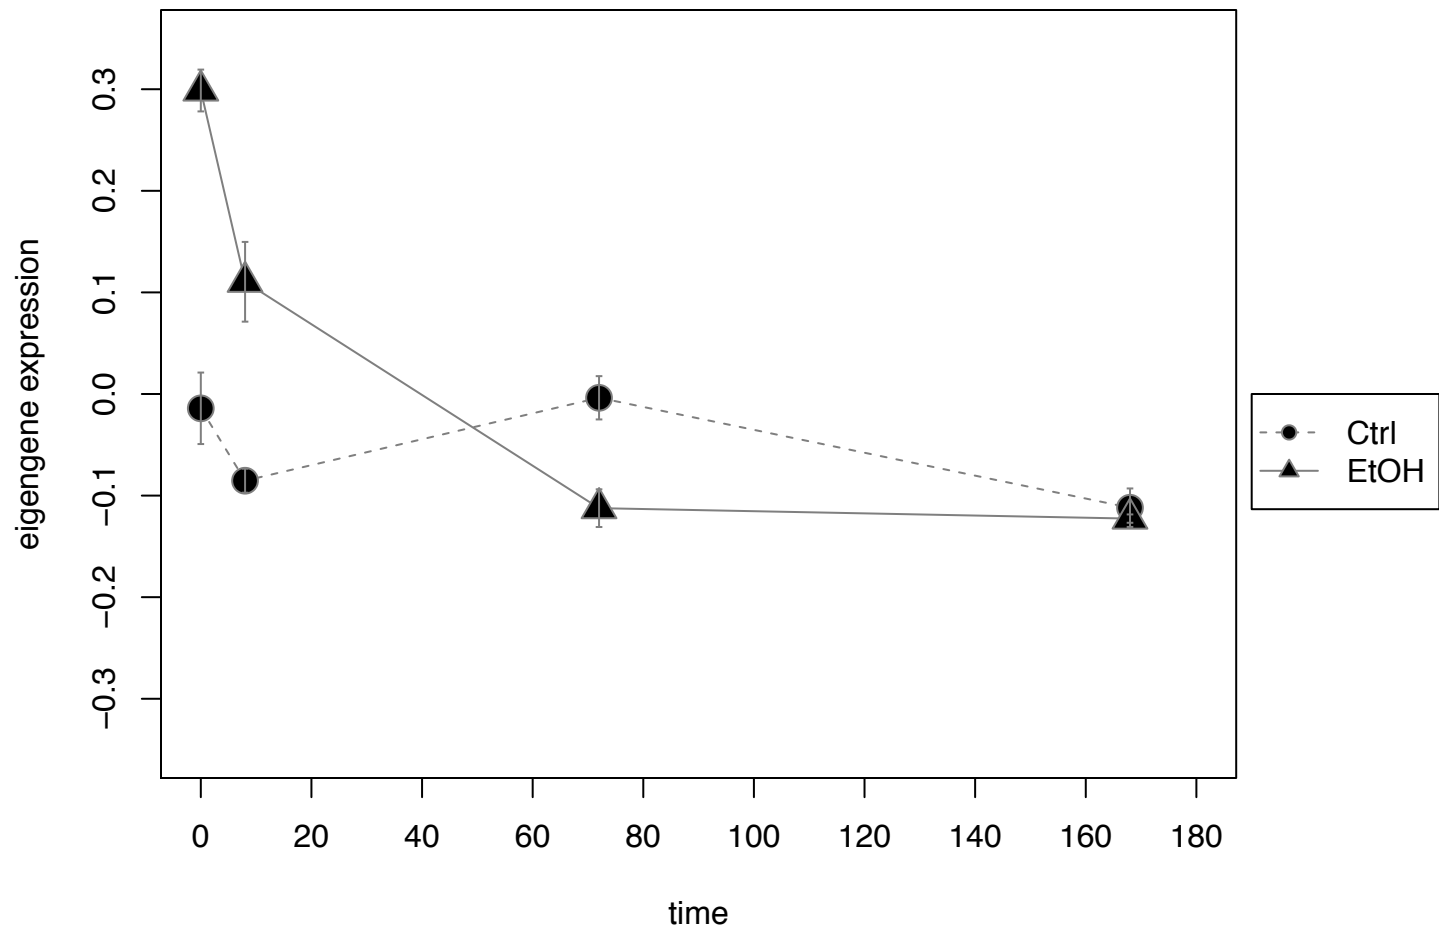

# BNST blue

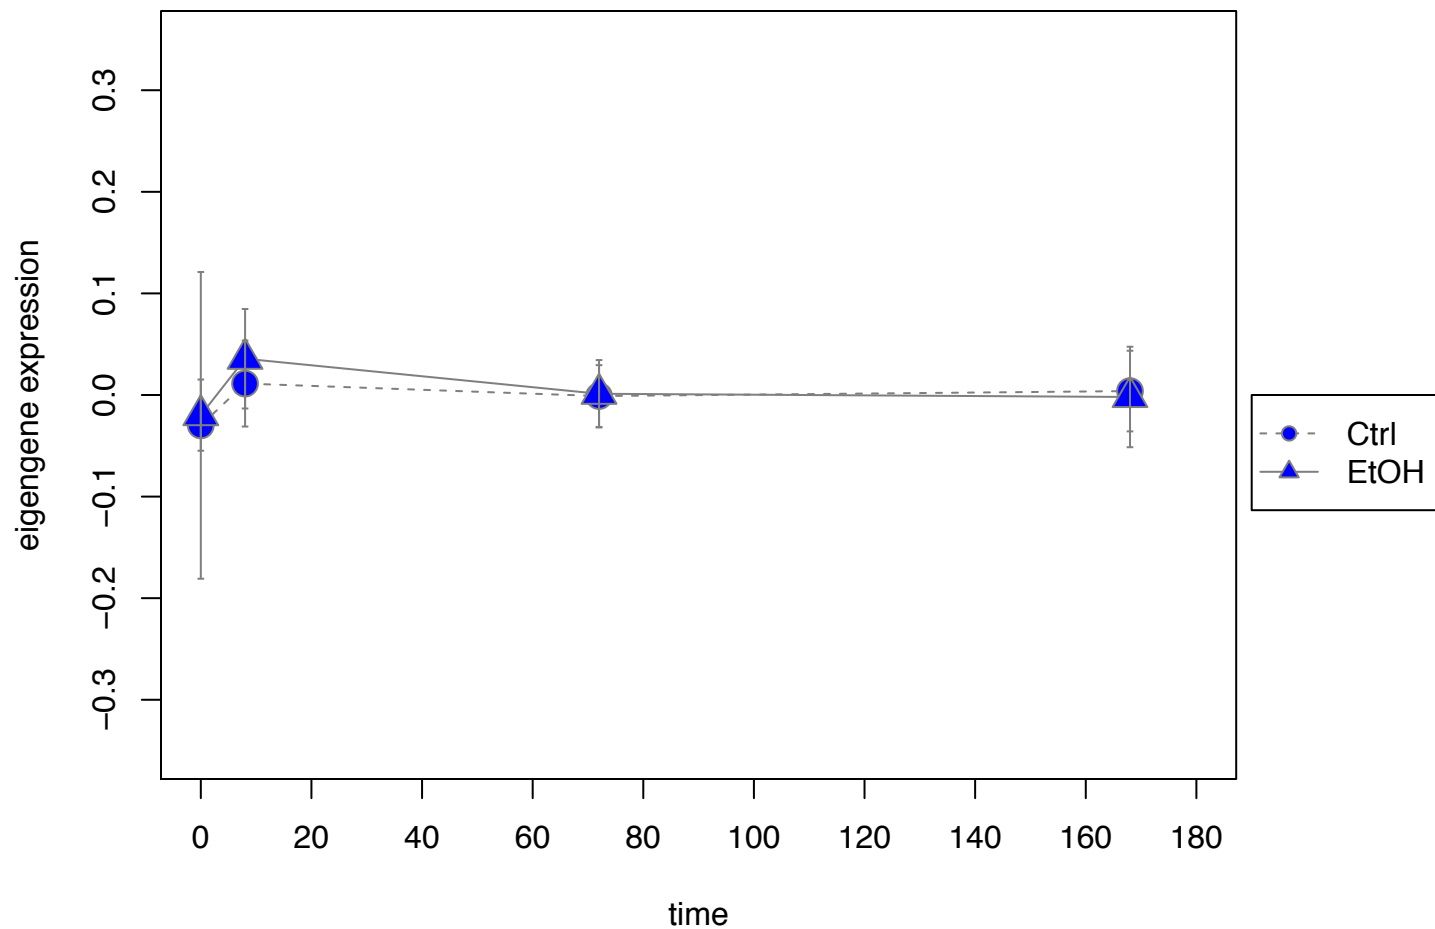

# BNST brown

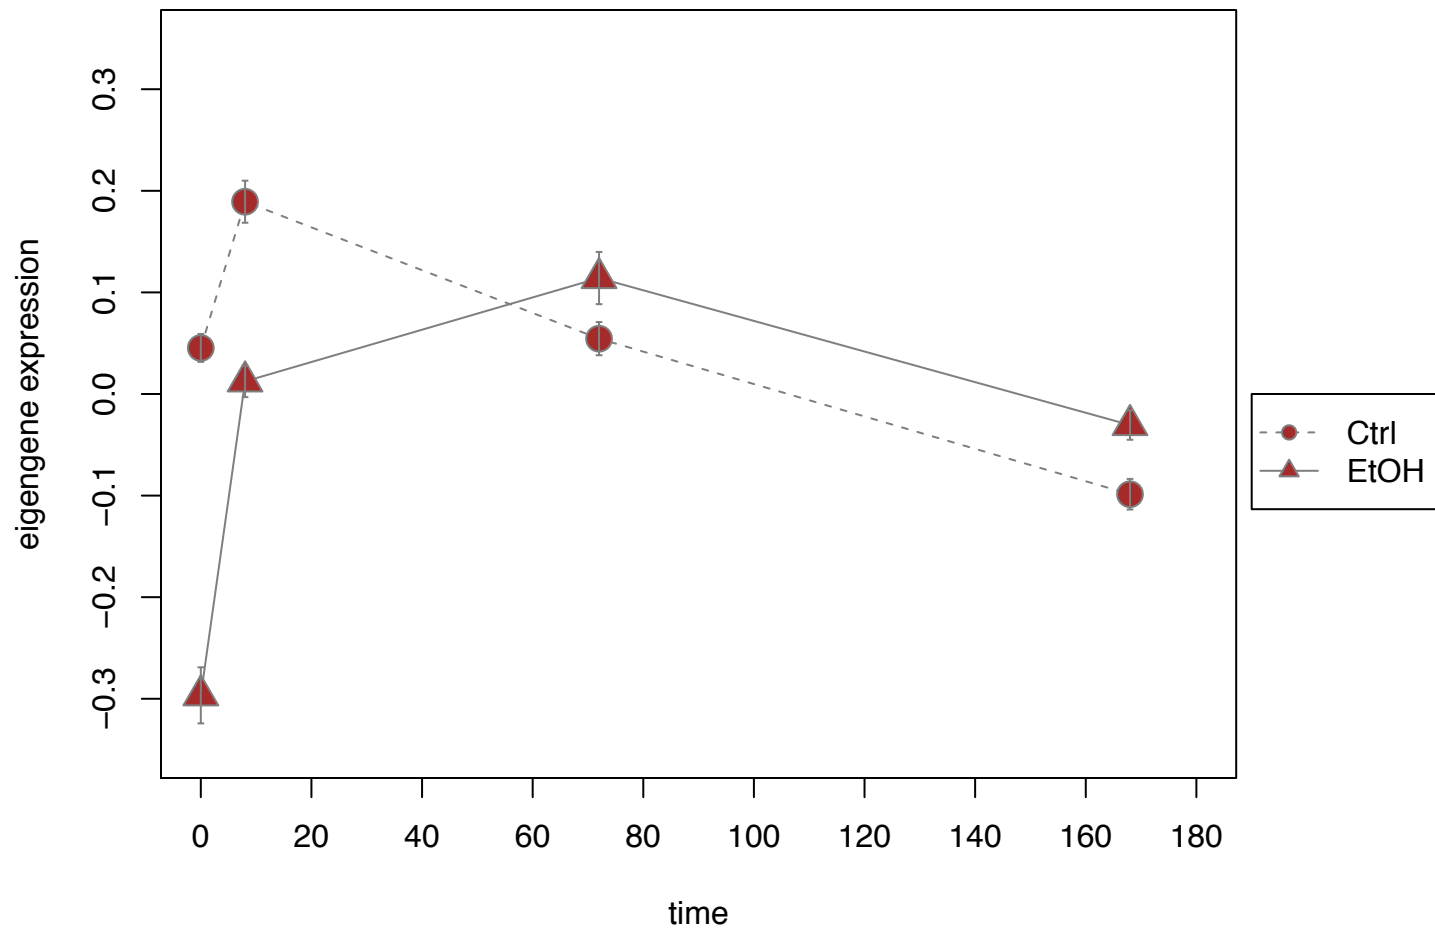

# BNST cyan

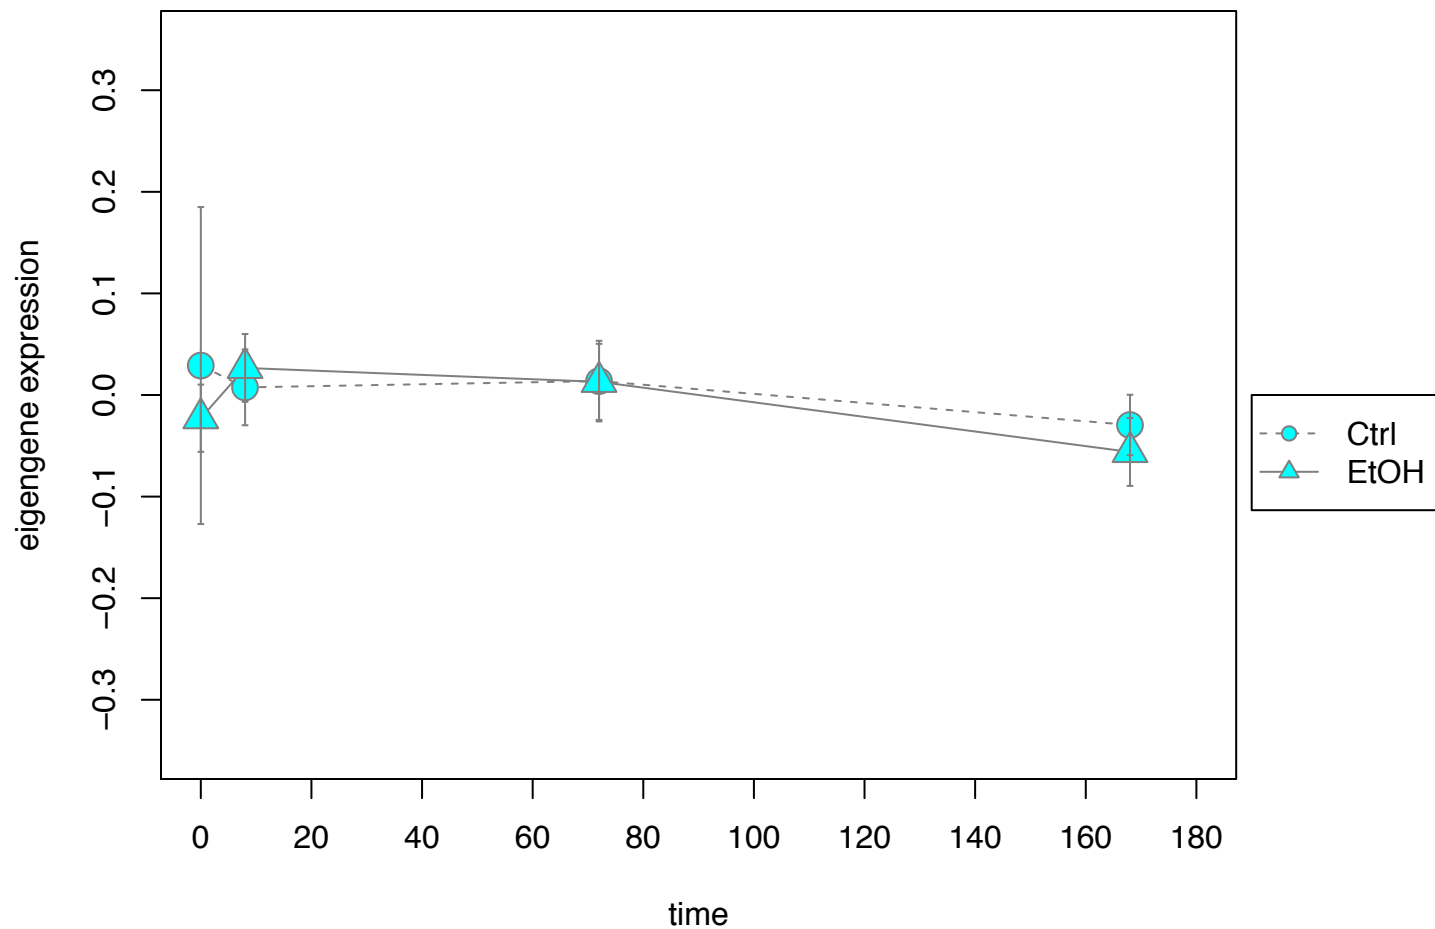

# BNST darkgreen

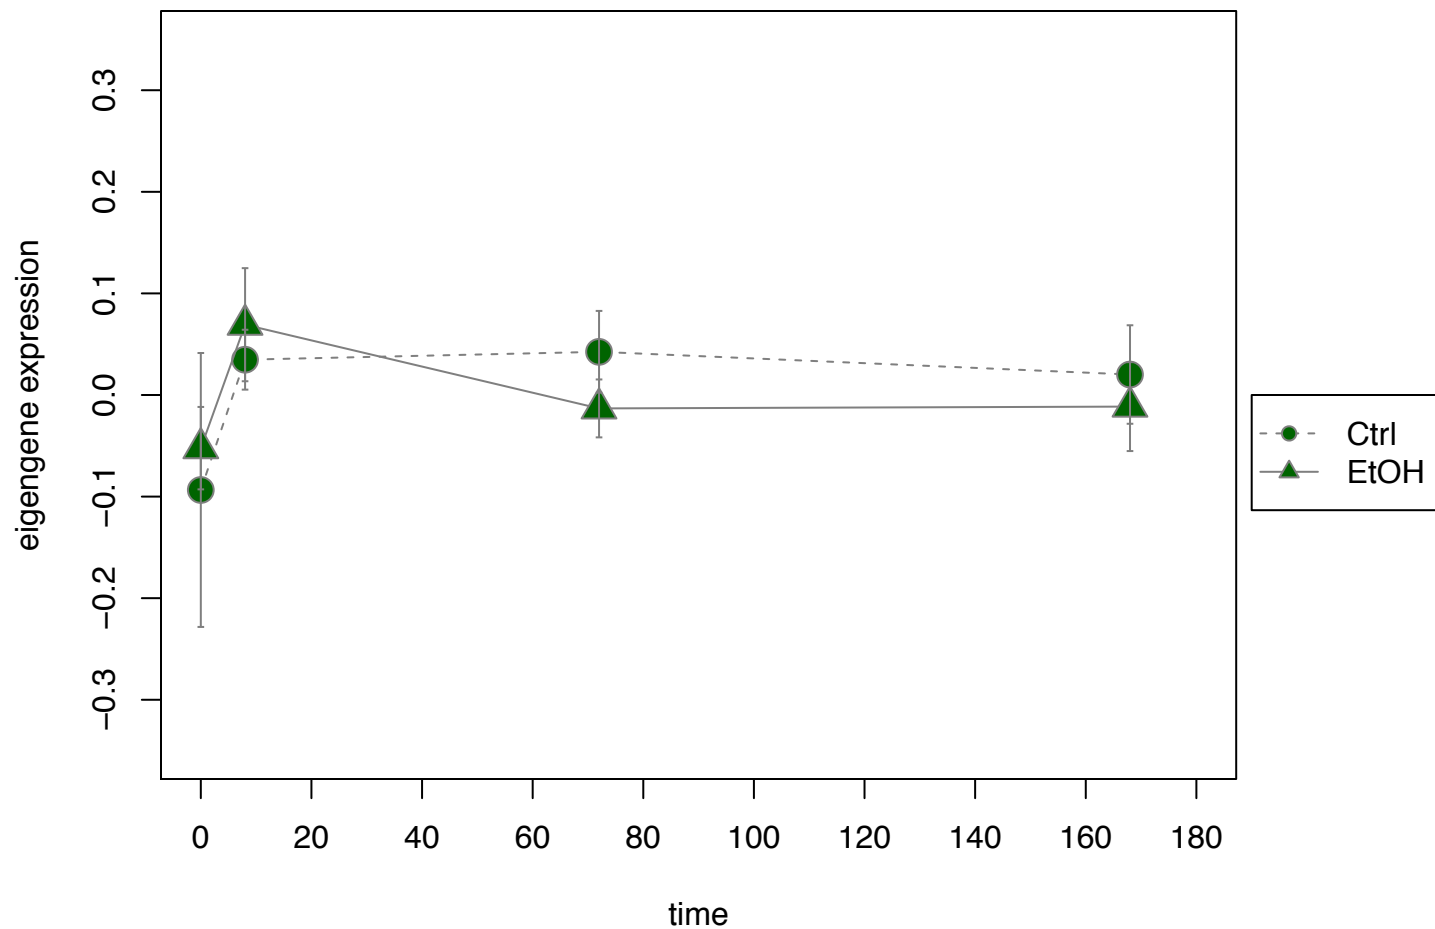

# BNST darkgrey

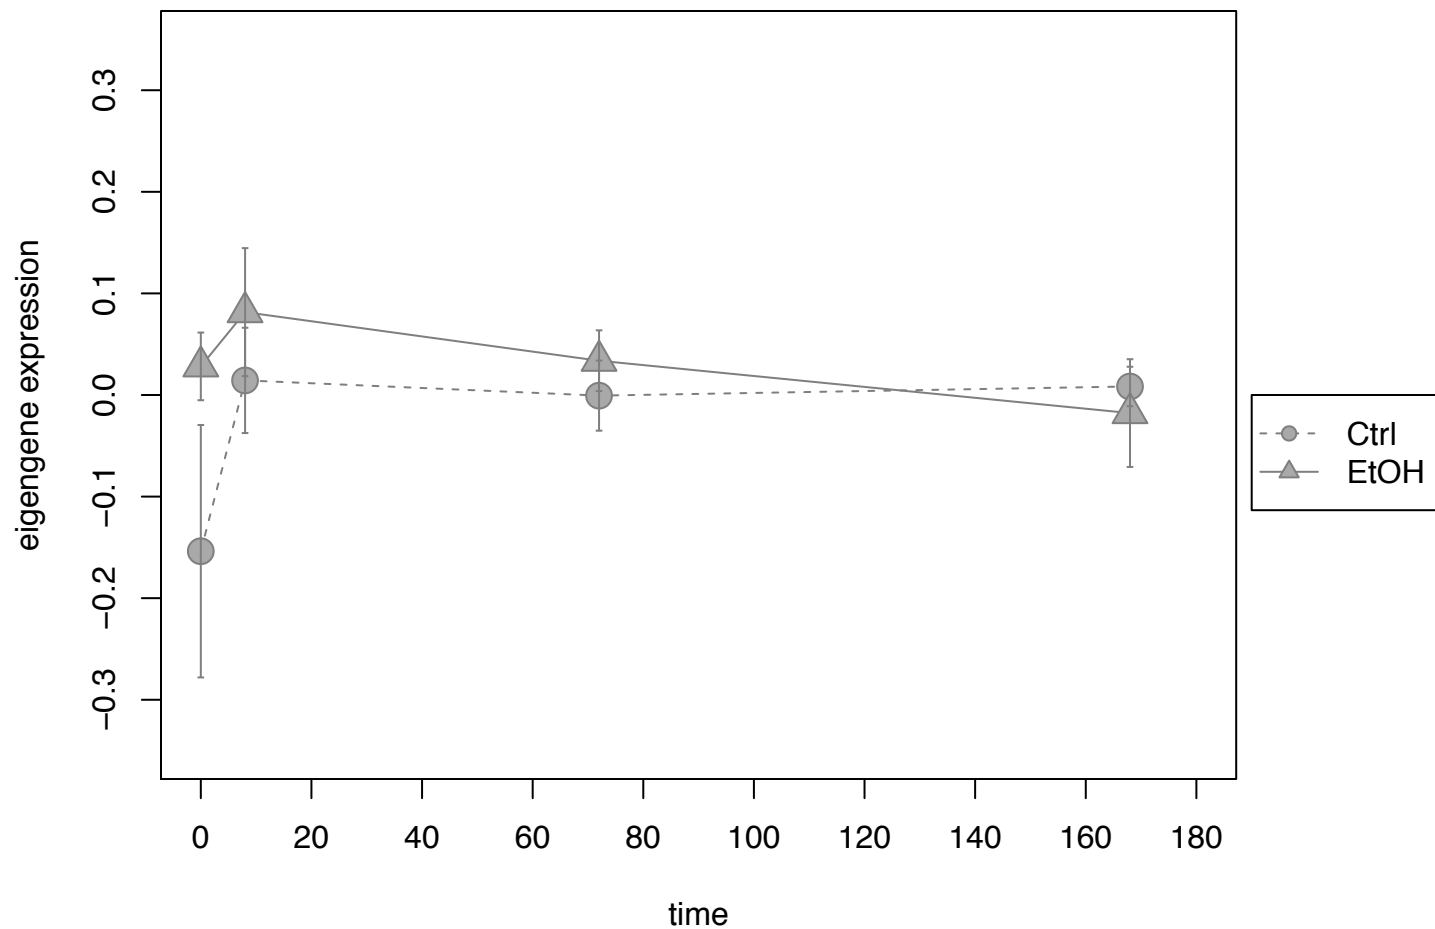

# BNST darkred

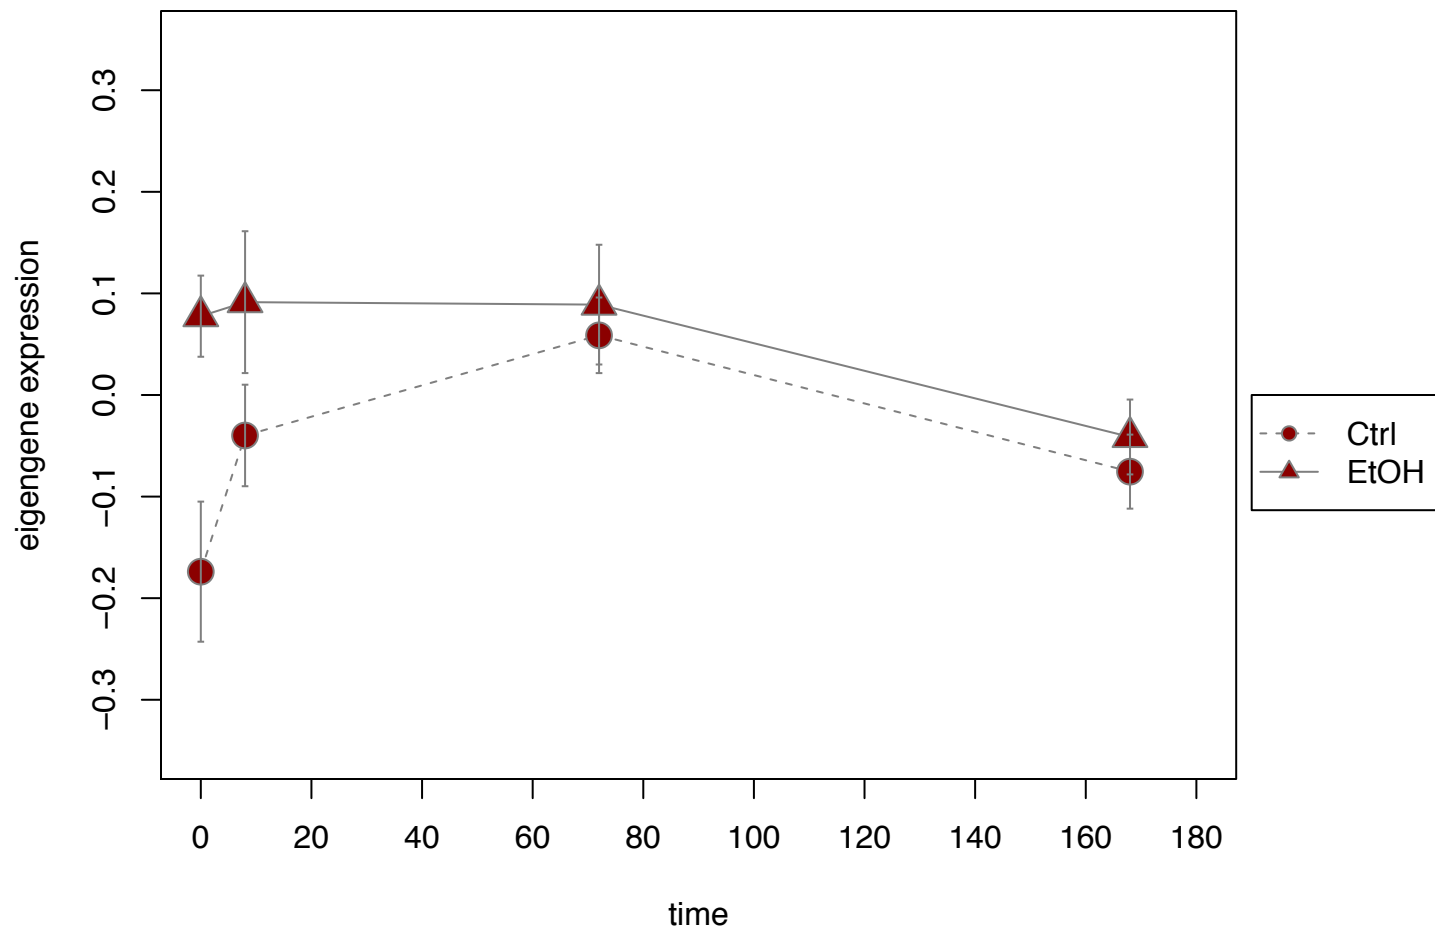

# BNST darkturquoise

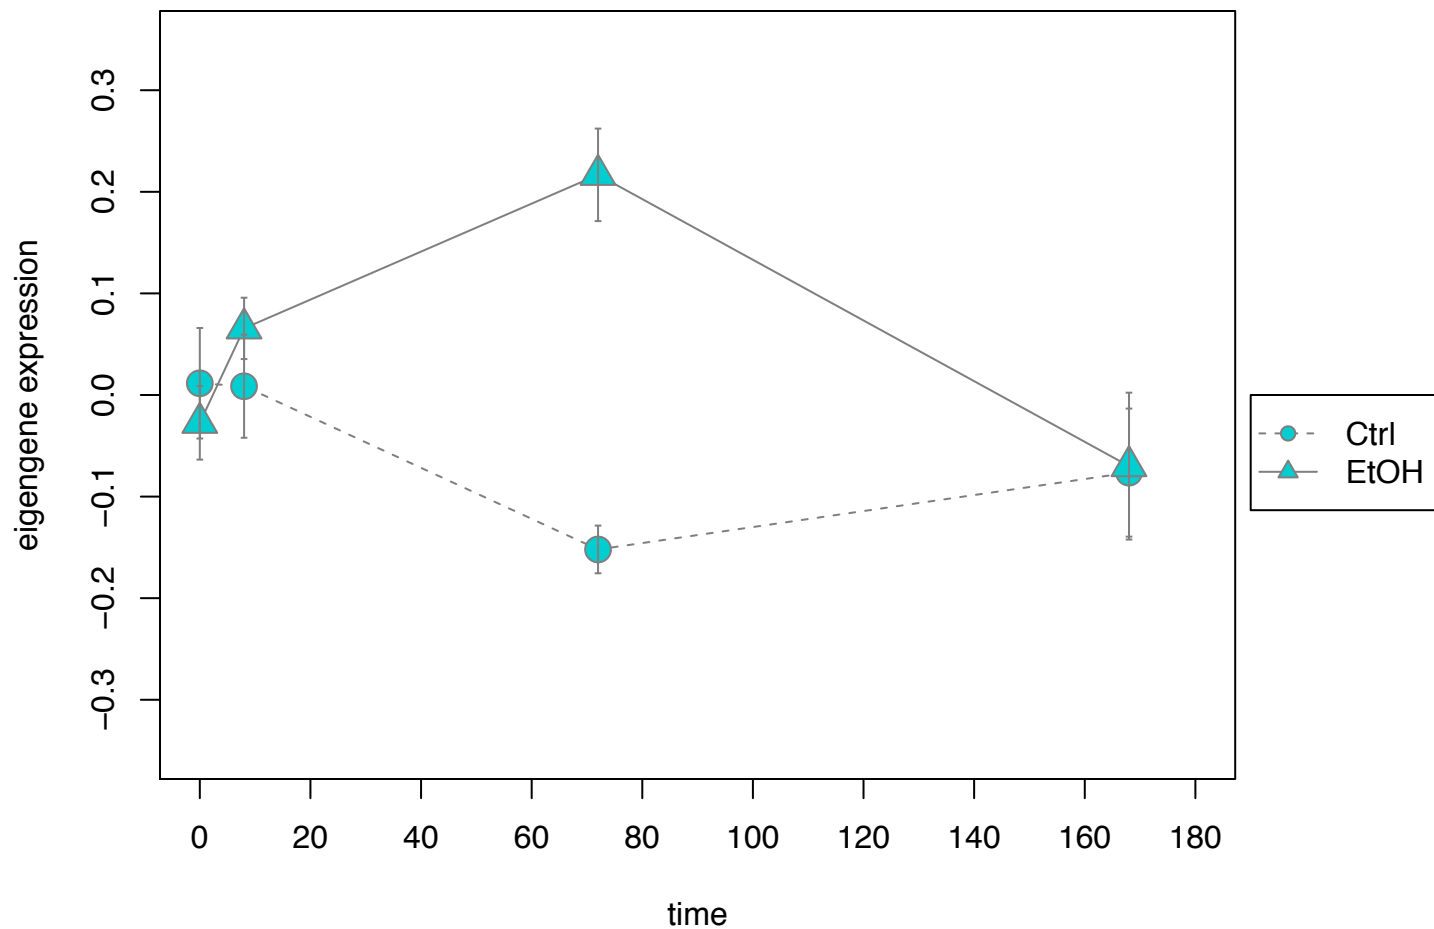

# BNST green

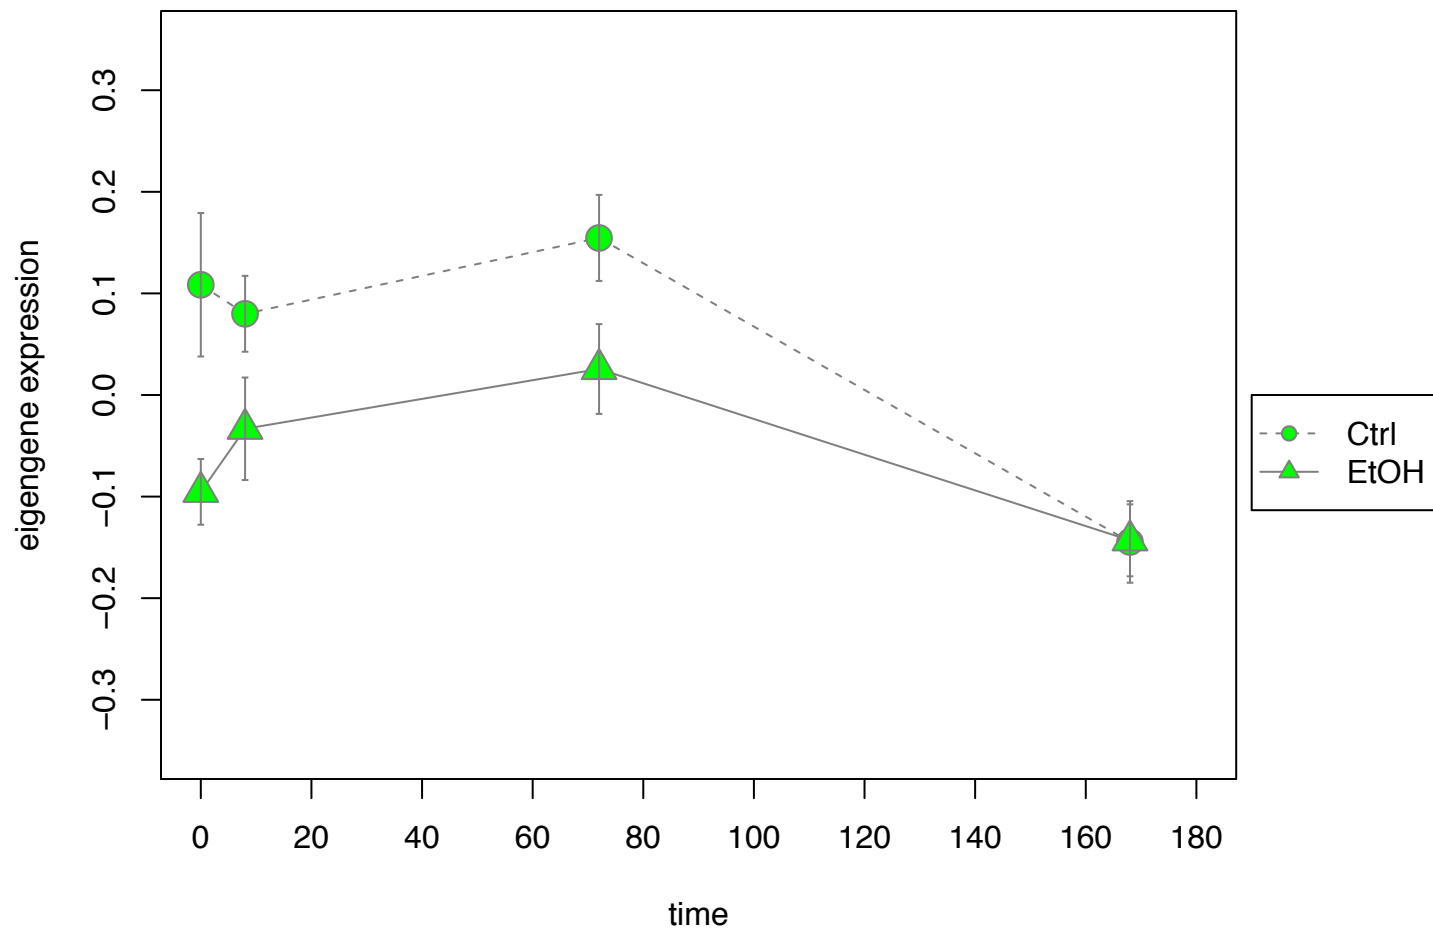

# BNST greenyellow

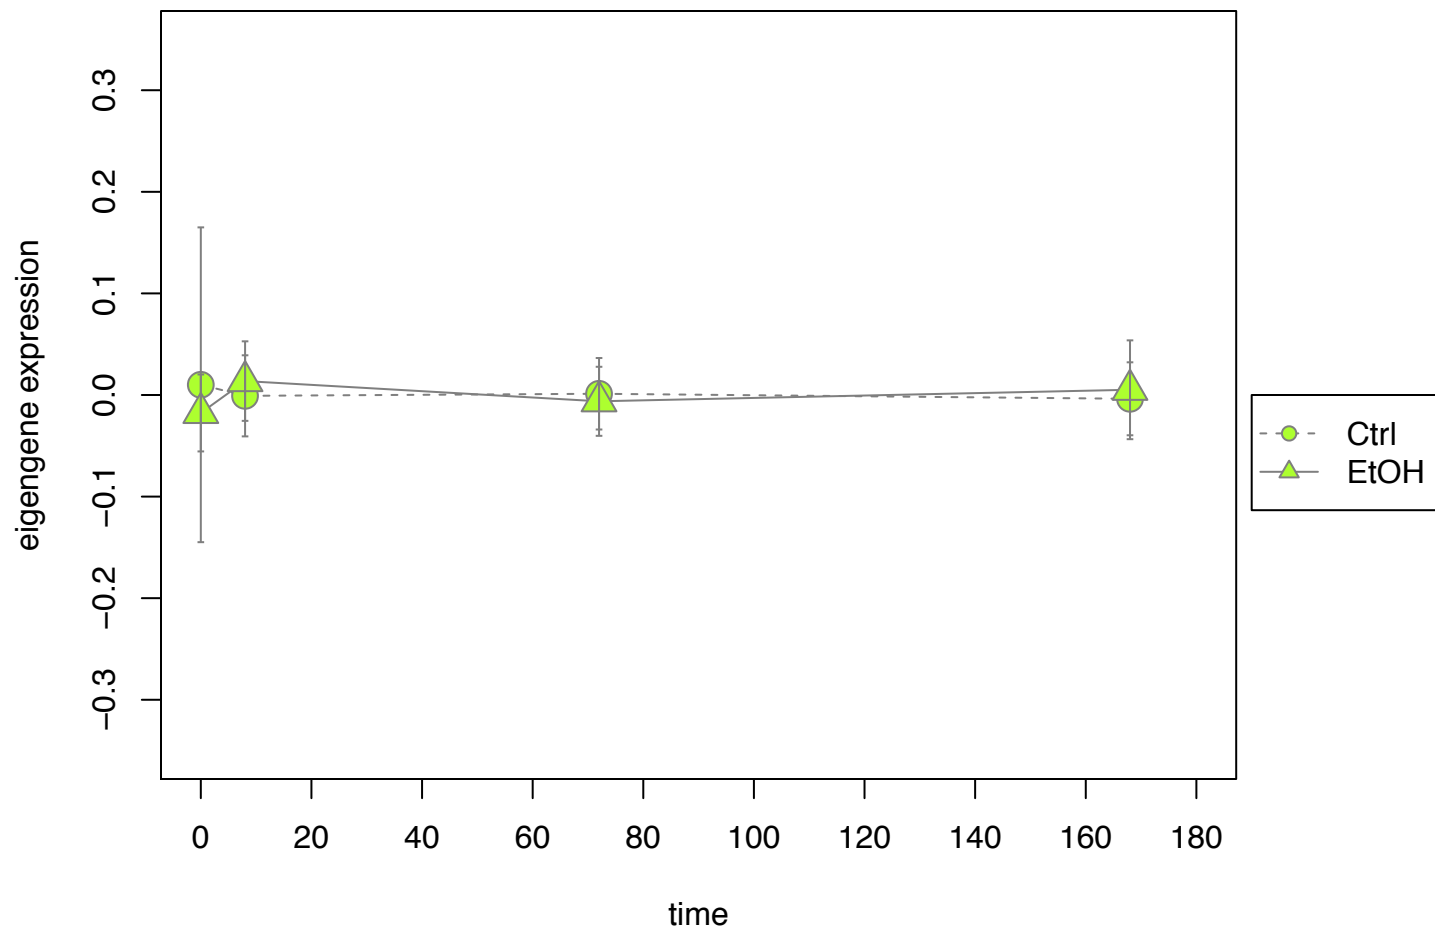

# BNST grey

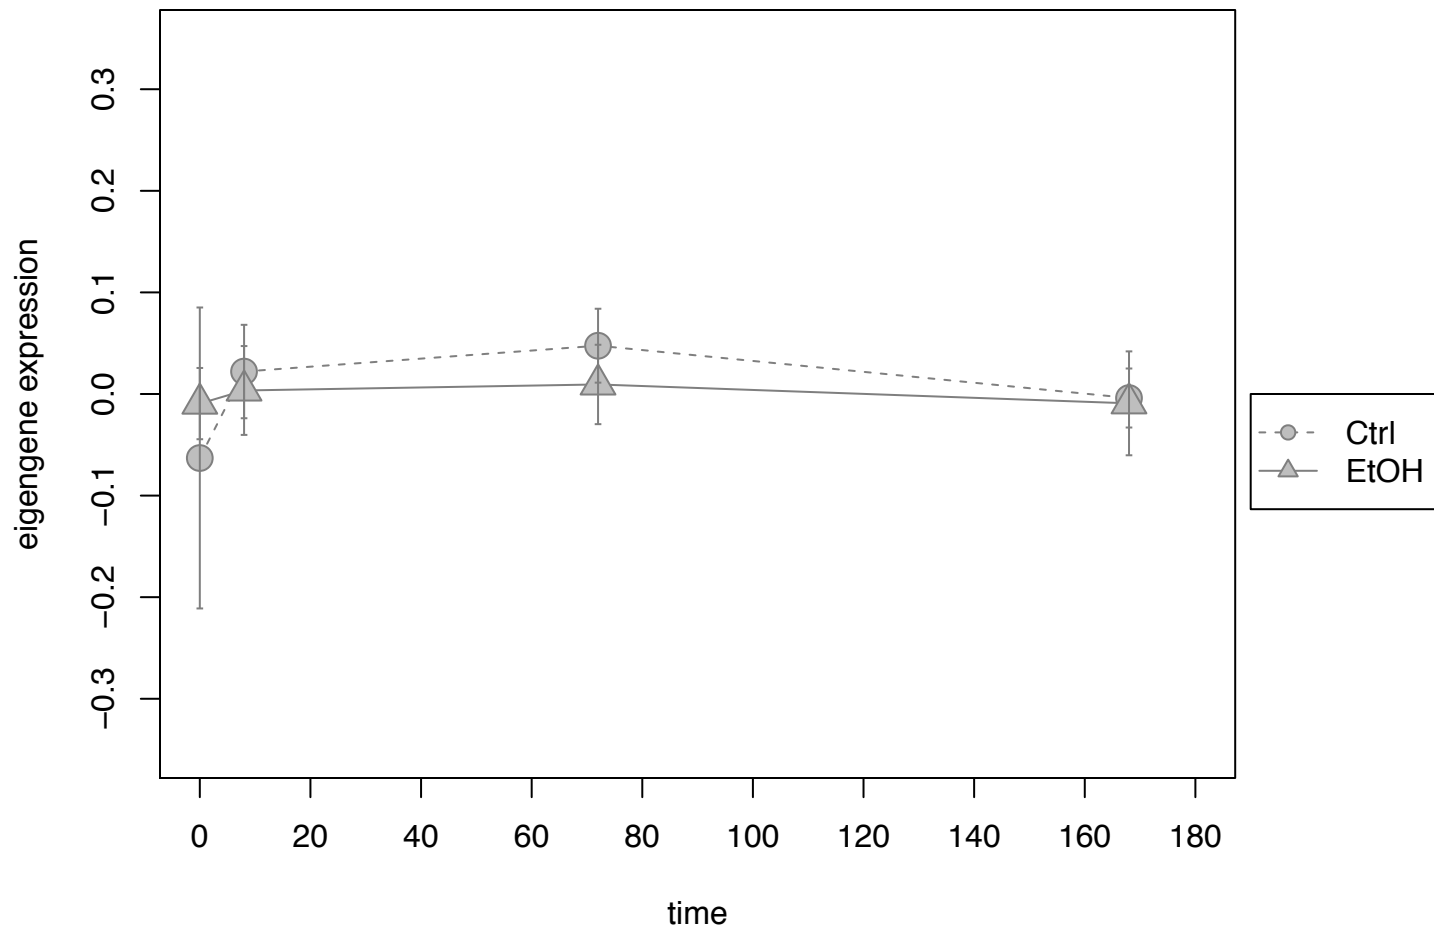

# BNST grey60

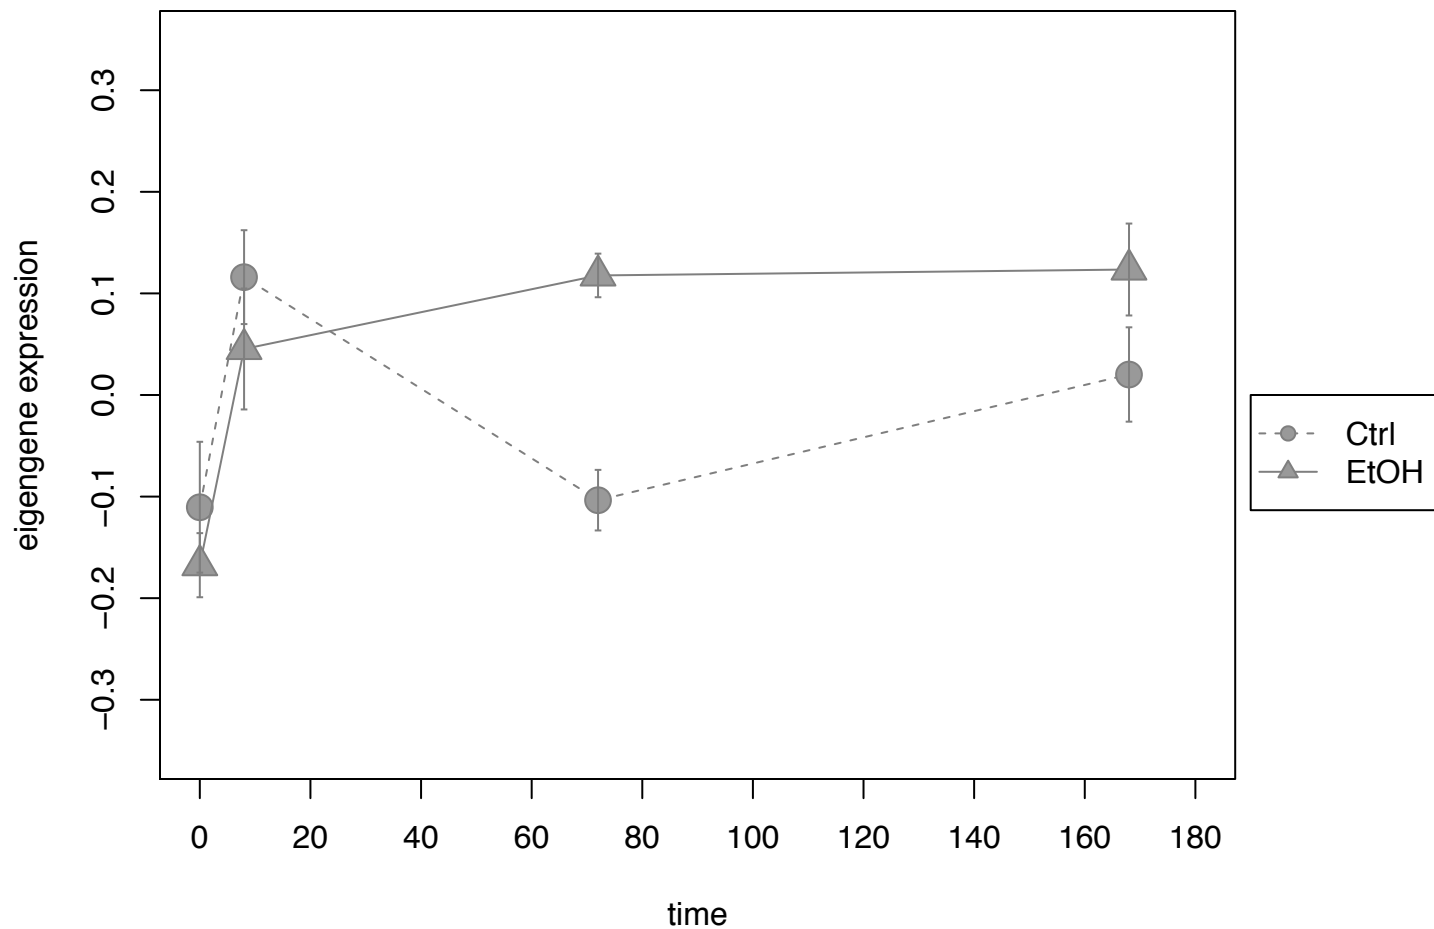

# BNST lightcyan

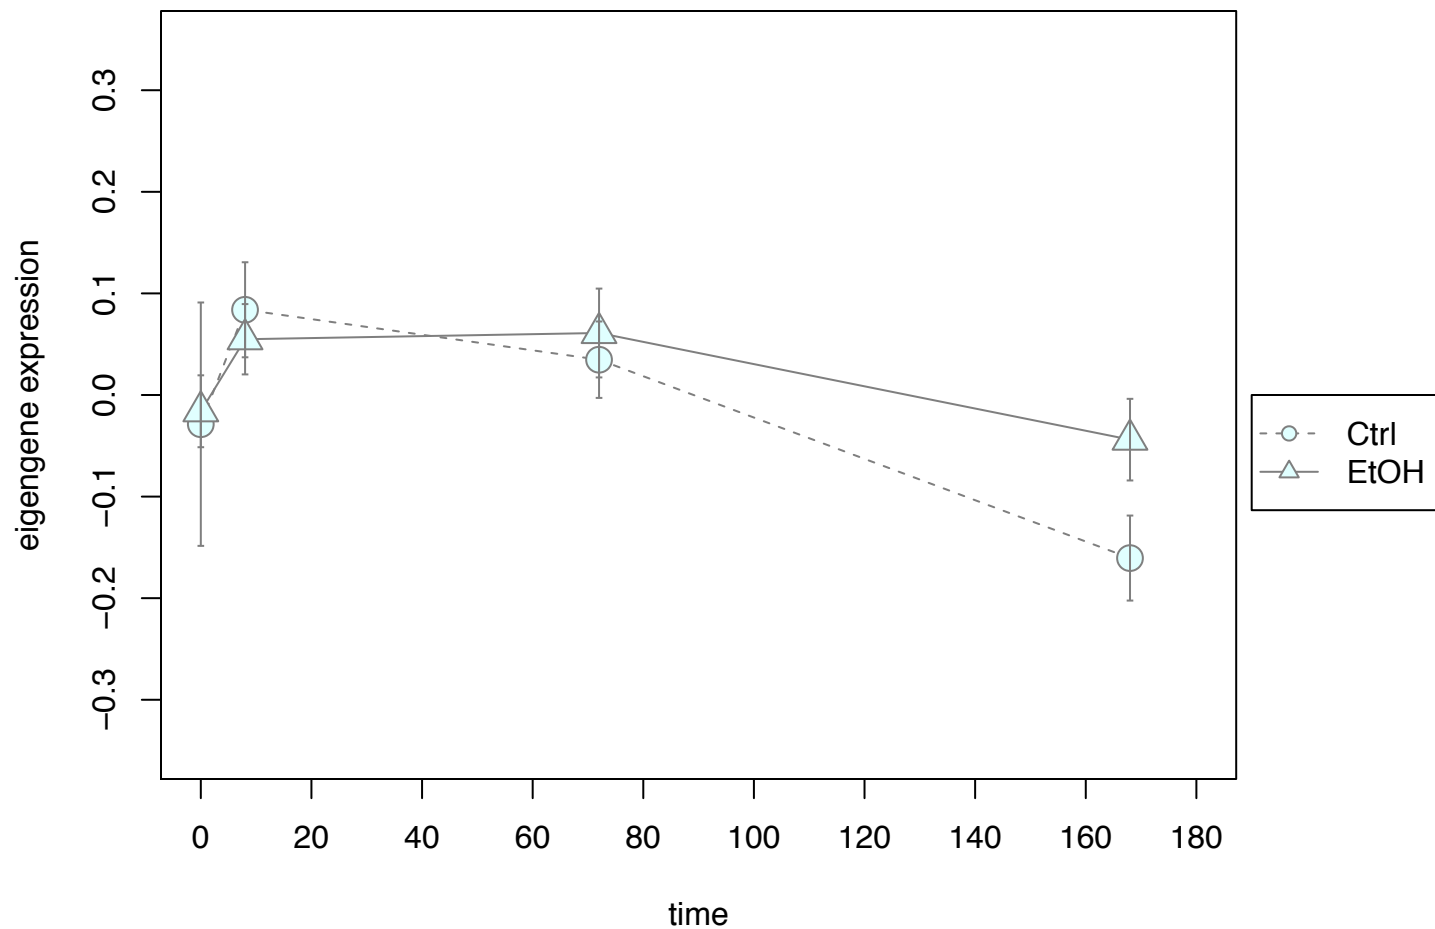

# BNST lightgreen

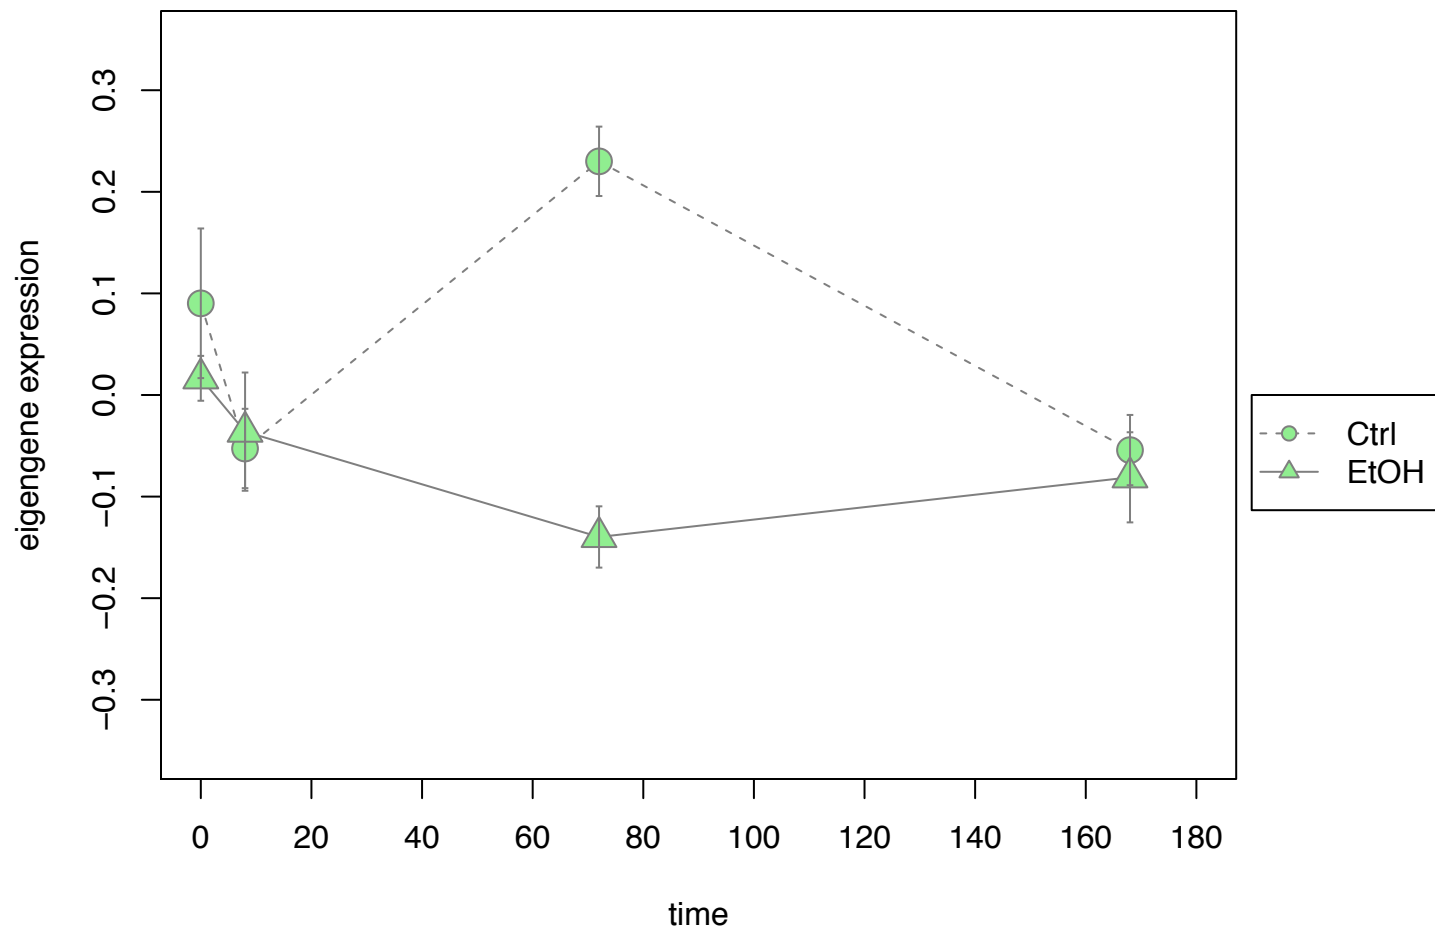

# BNST lightyellow

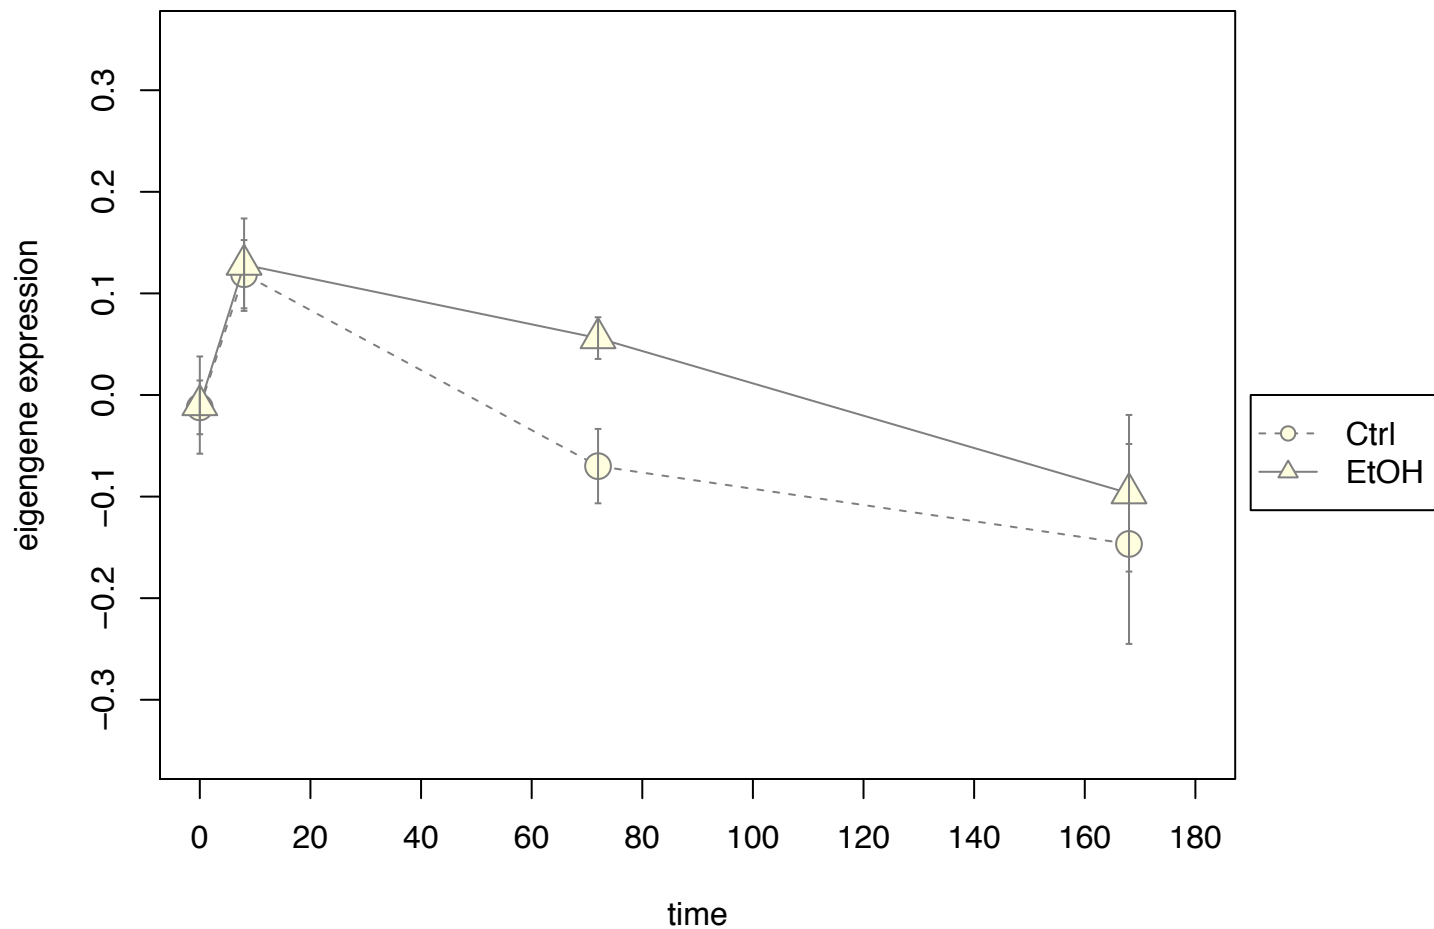

# BNST magenta

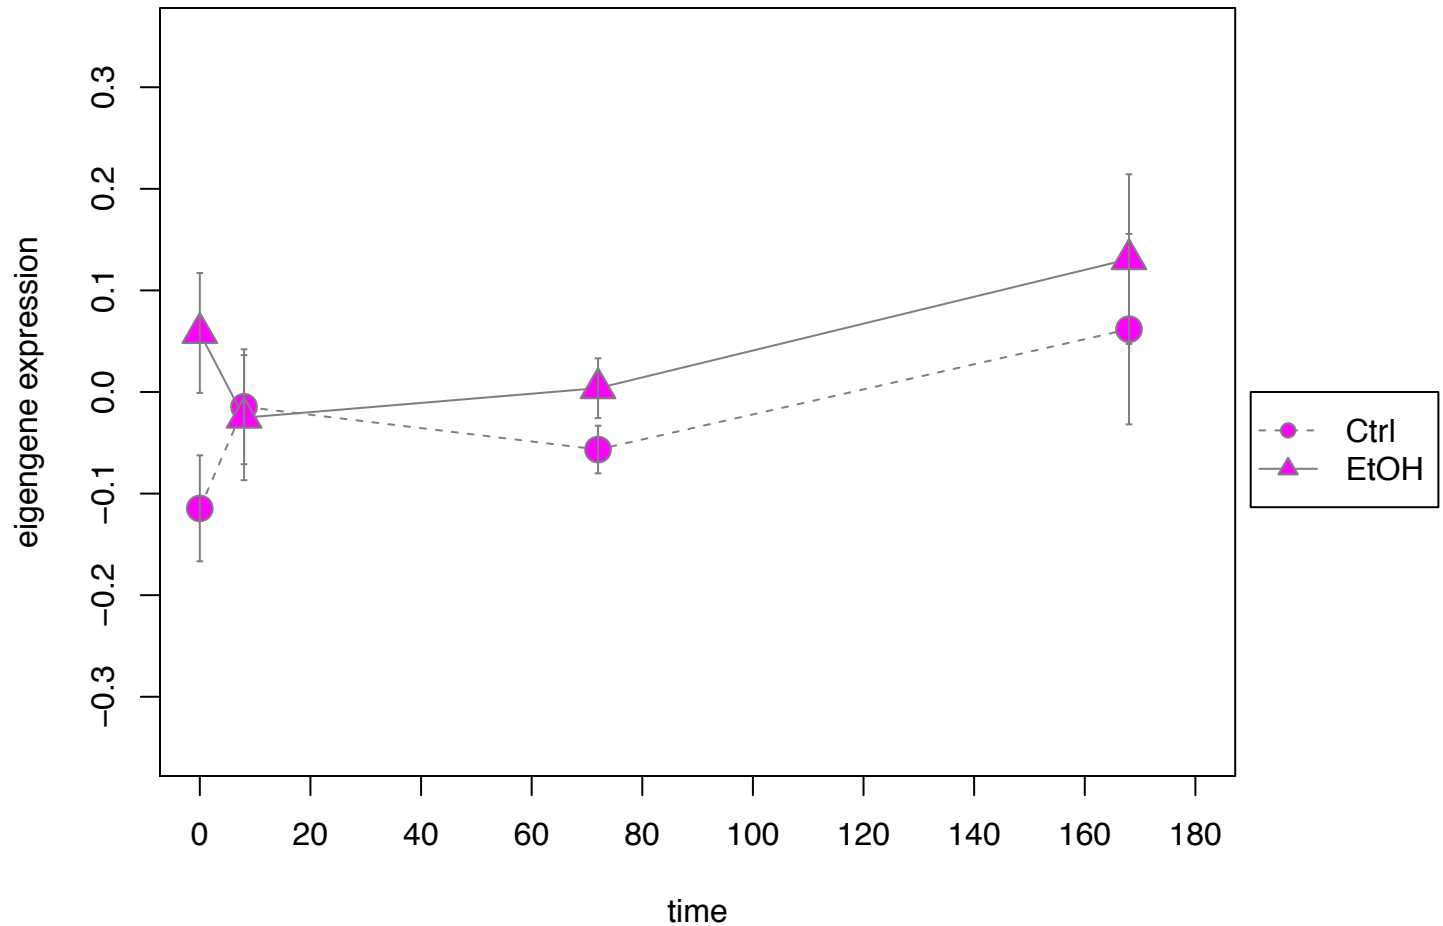

# BNST midnightblue

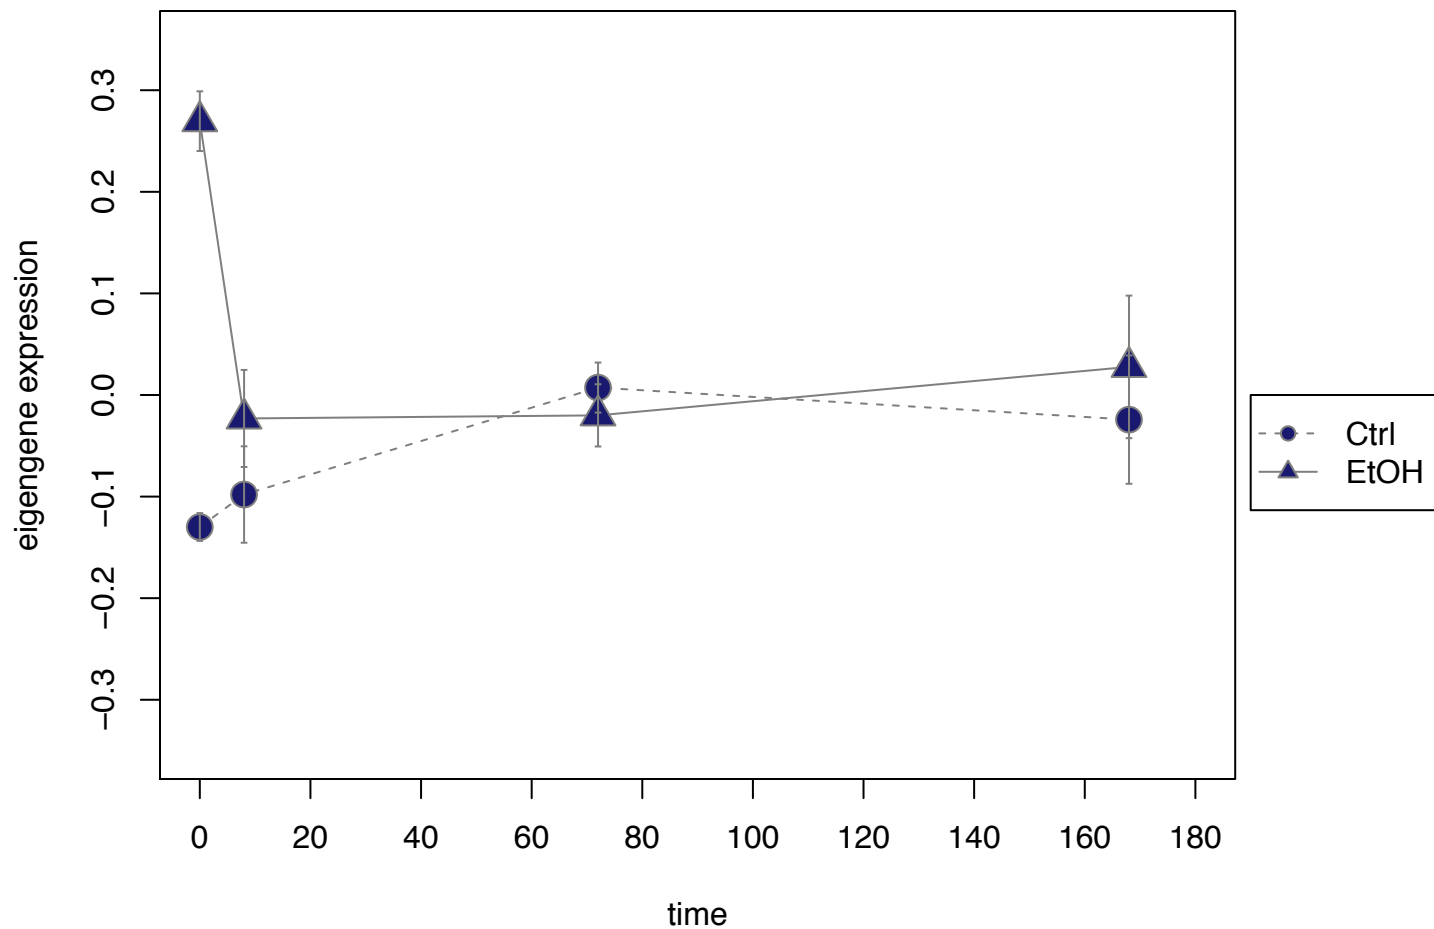

# BNST orange

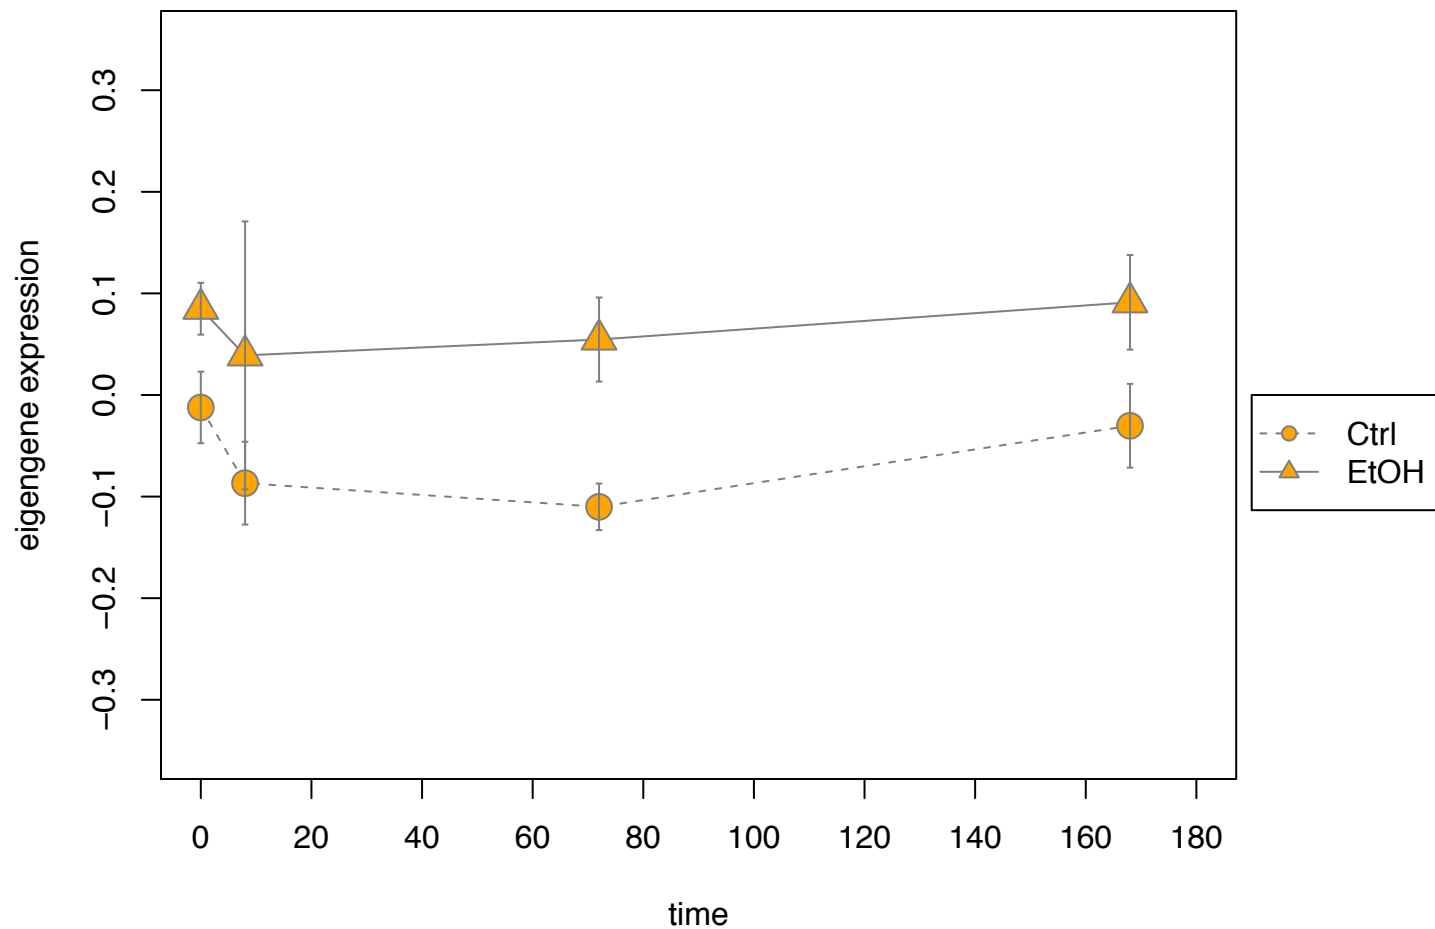

# BNST pink

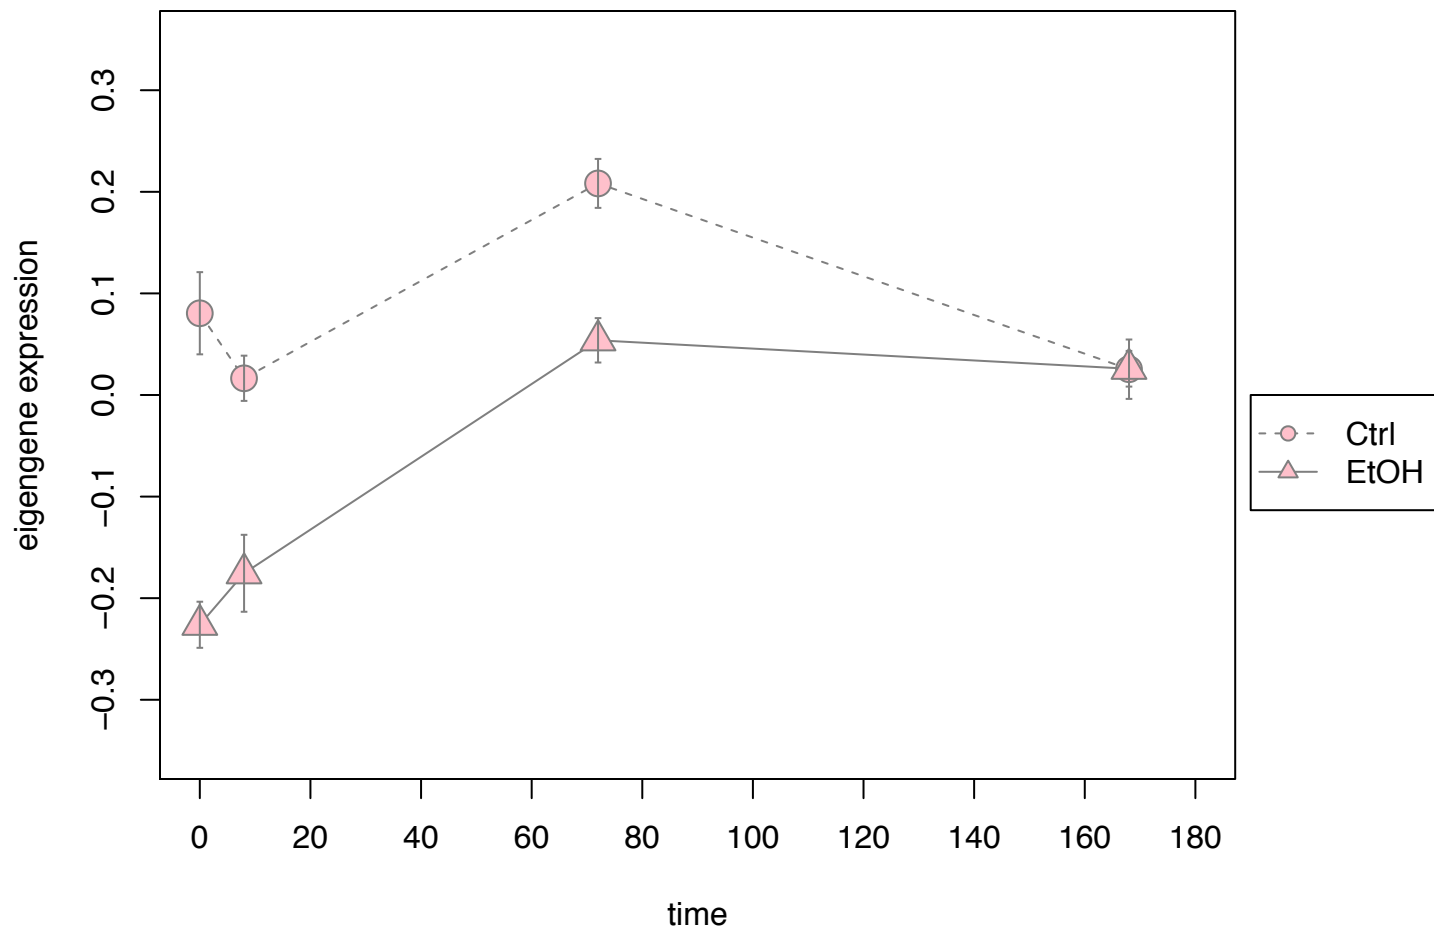

# BNST purple

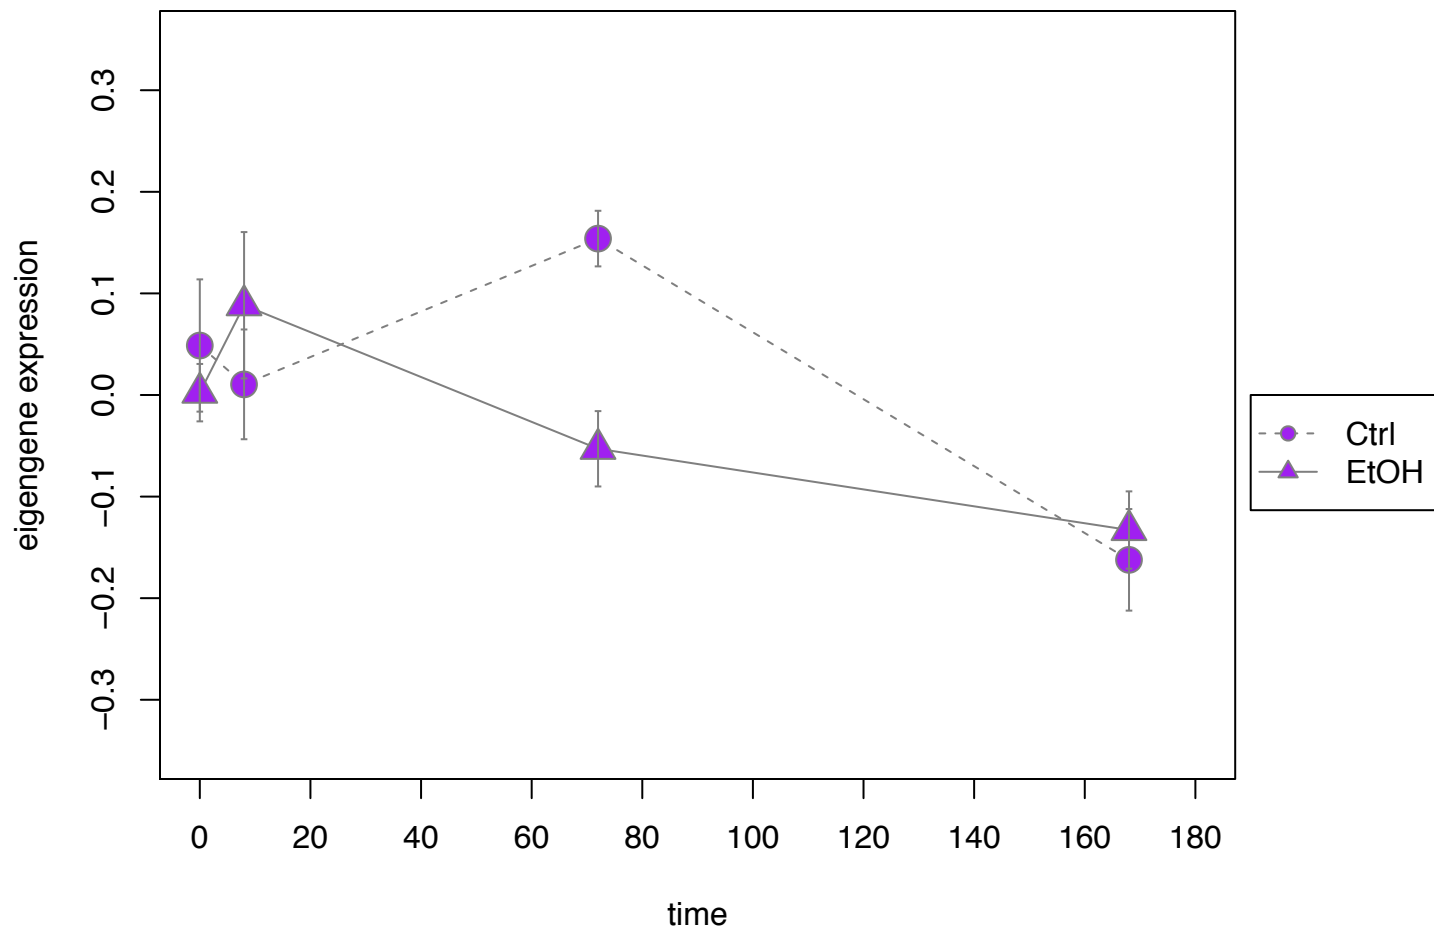

# BNST red

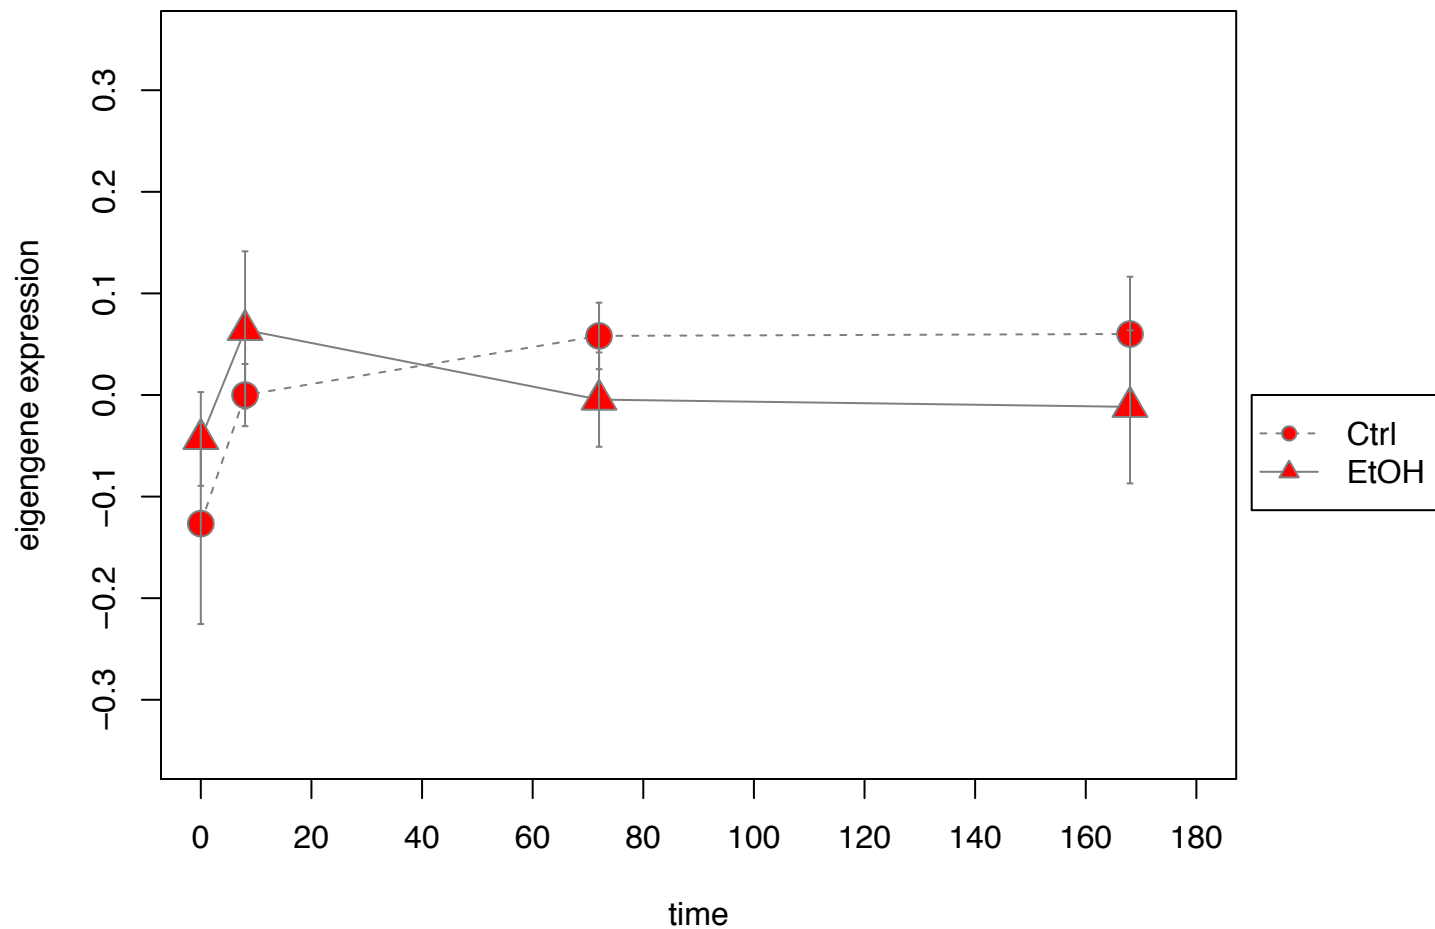

# BNST royalblue

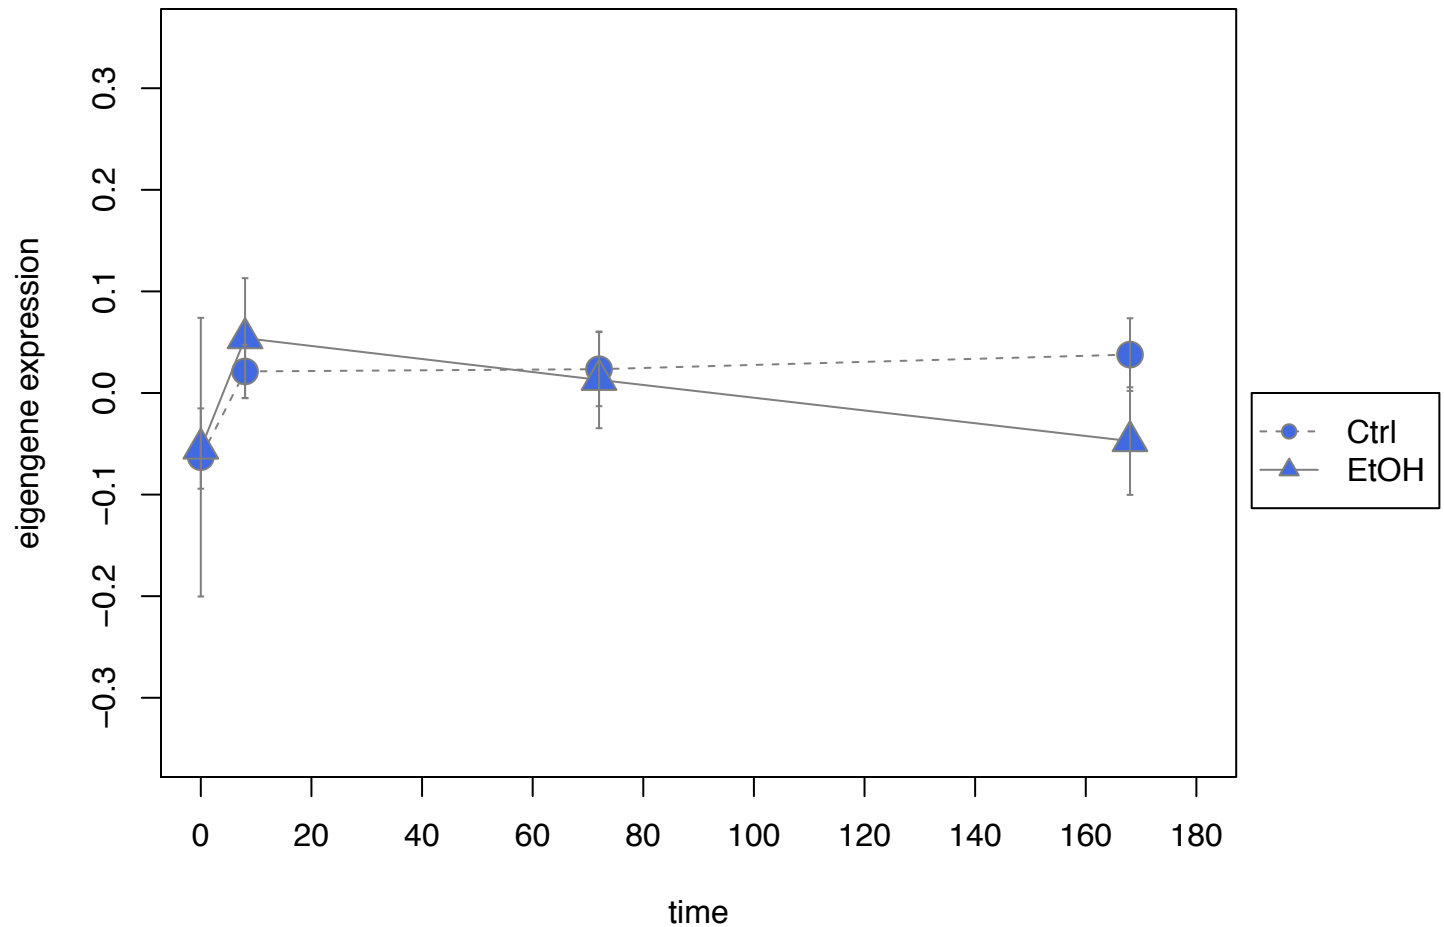

# BNST salmon

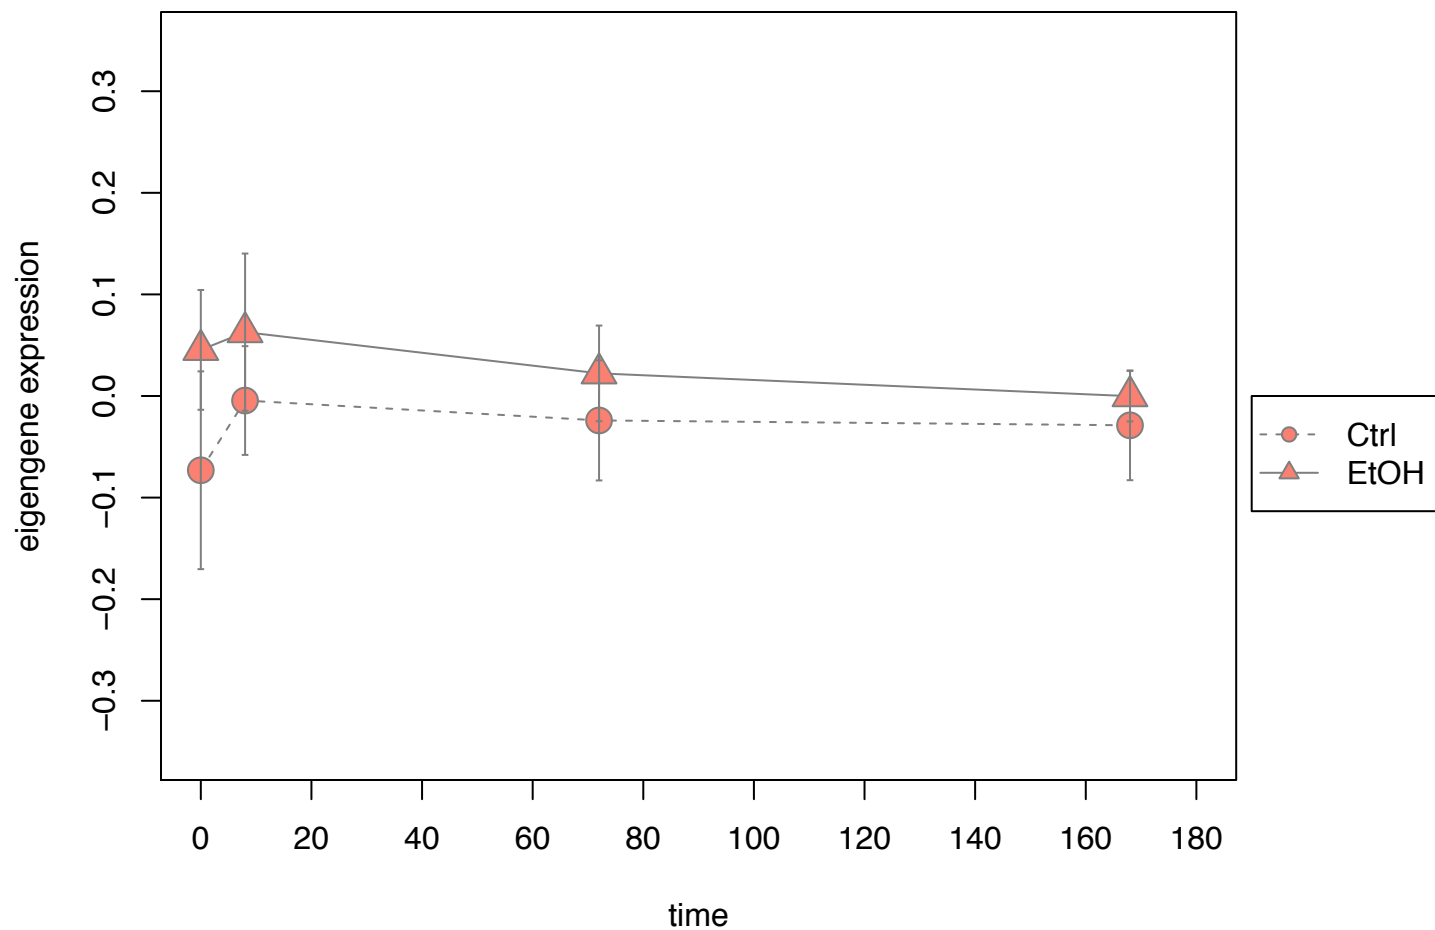

# BNST tan

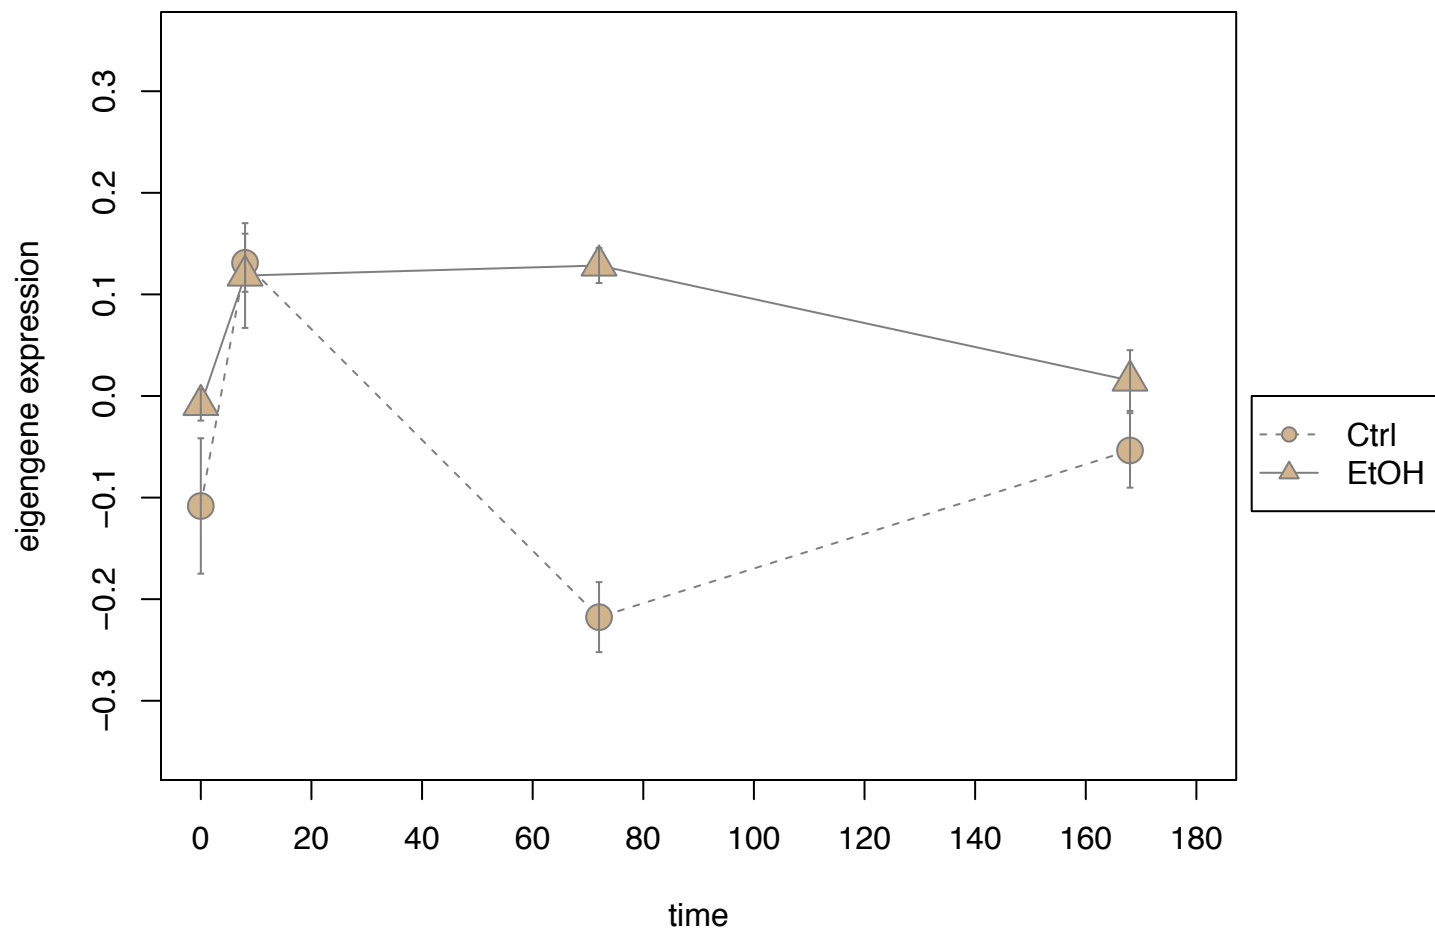

# BNST turquoise

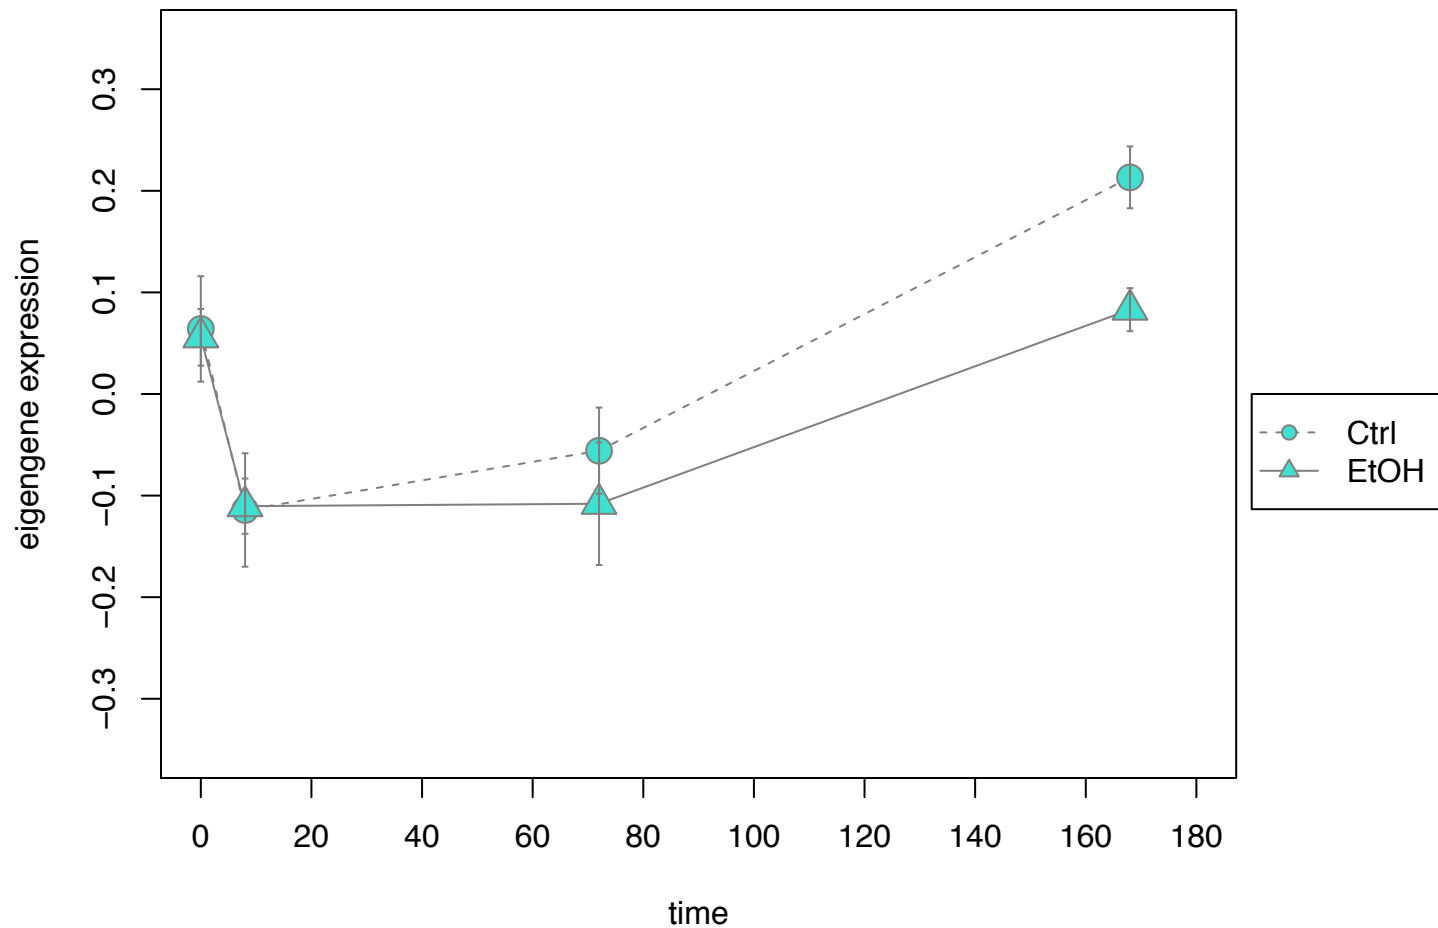

# BNST yellow

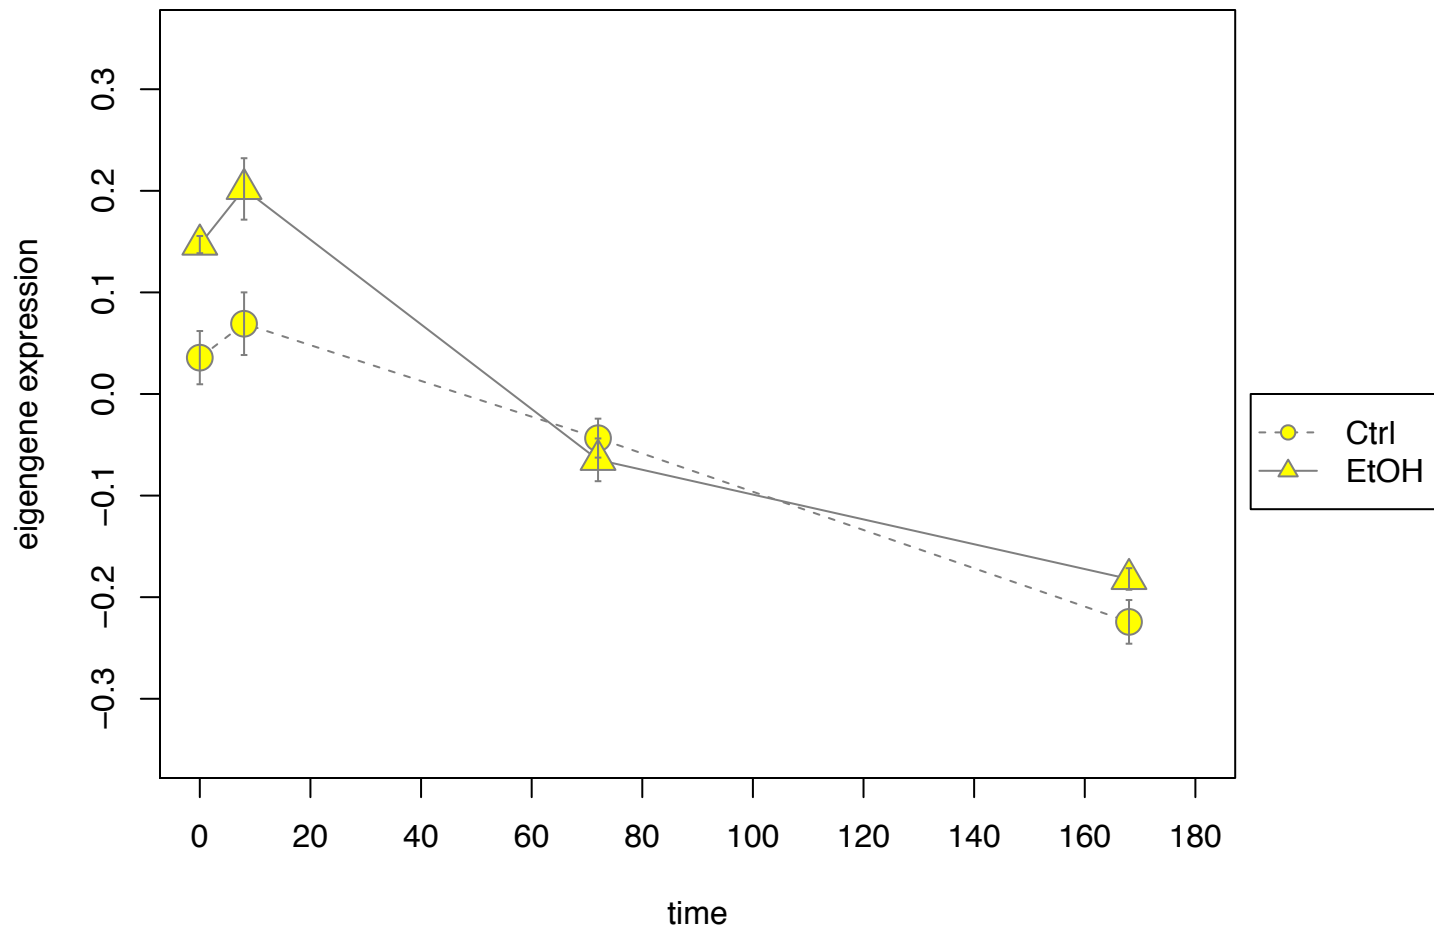

**Supplement:** S4 Fig

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257

B6Exp1 CEA WGCNA-DS3 Multidimensional Scaling

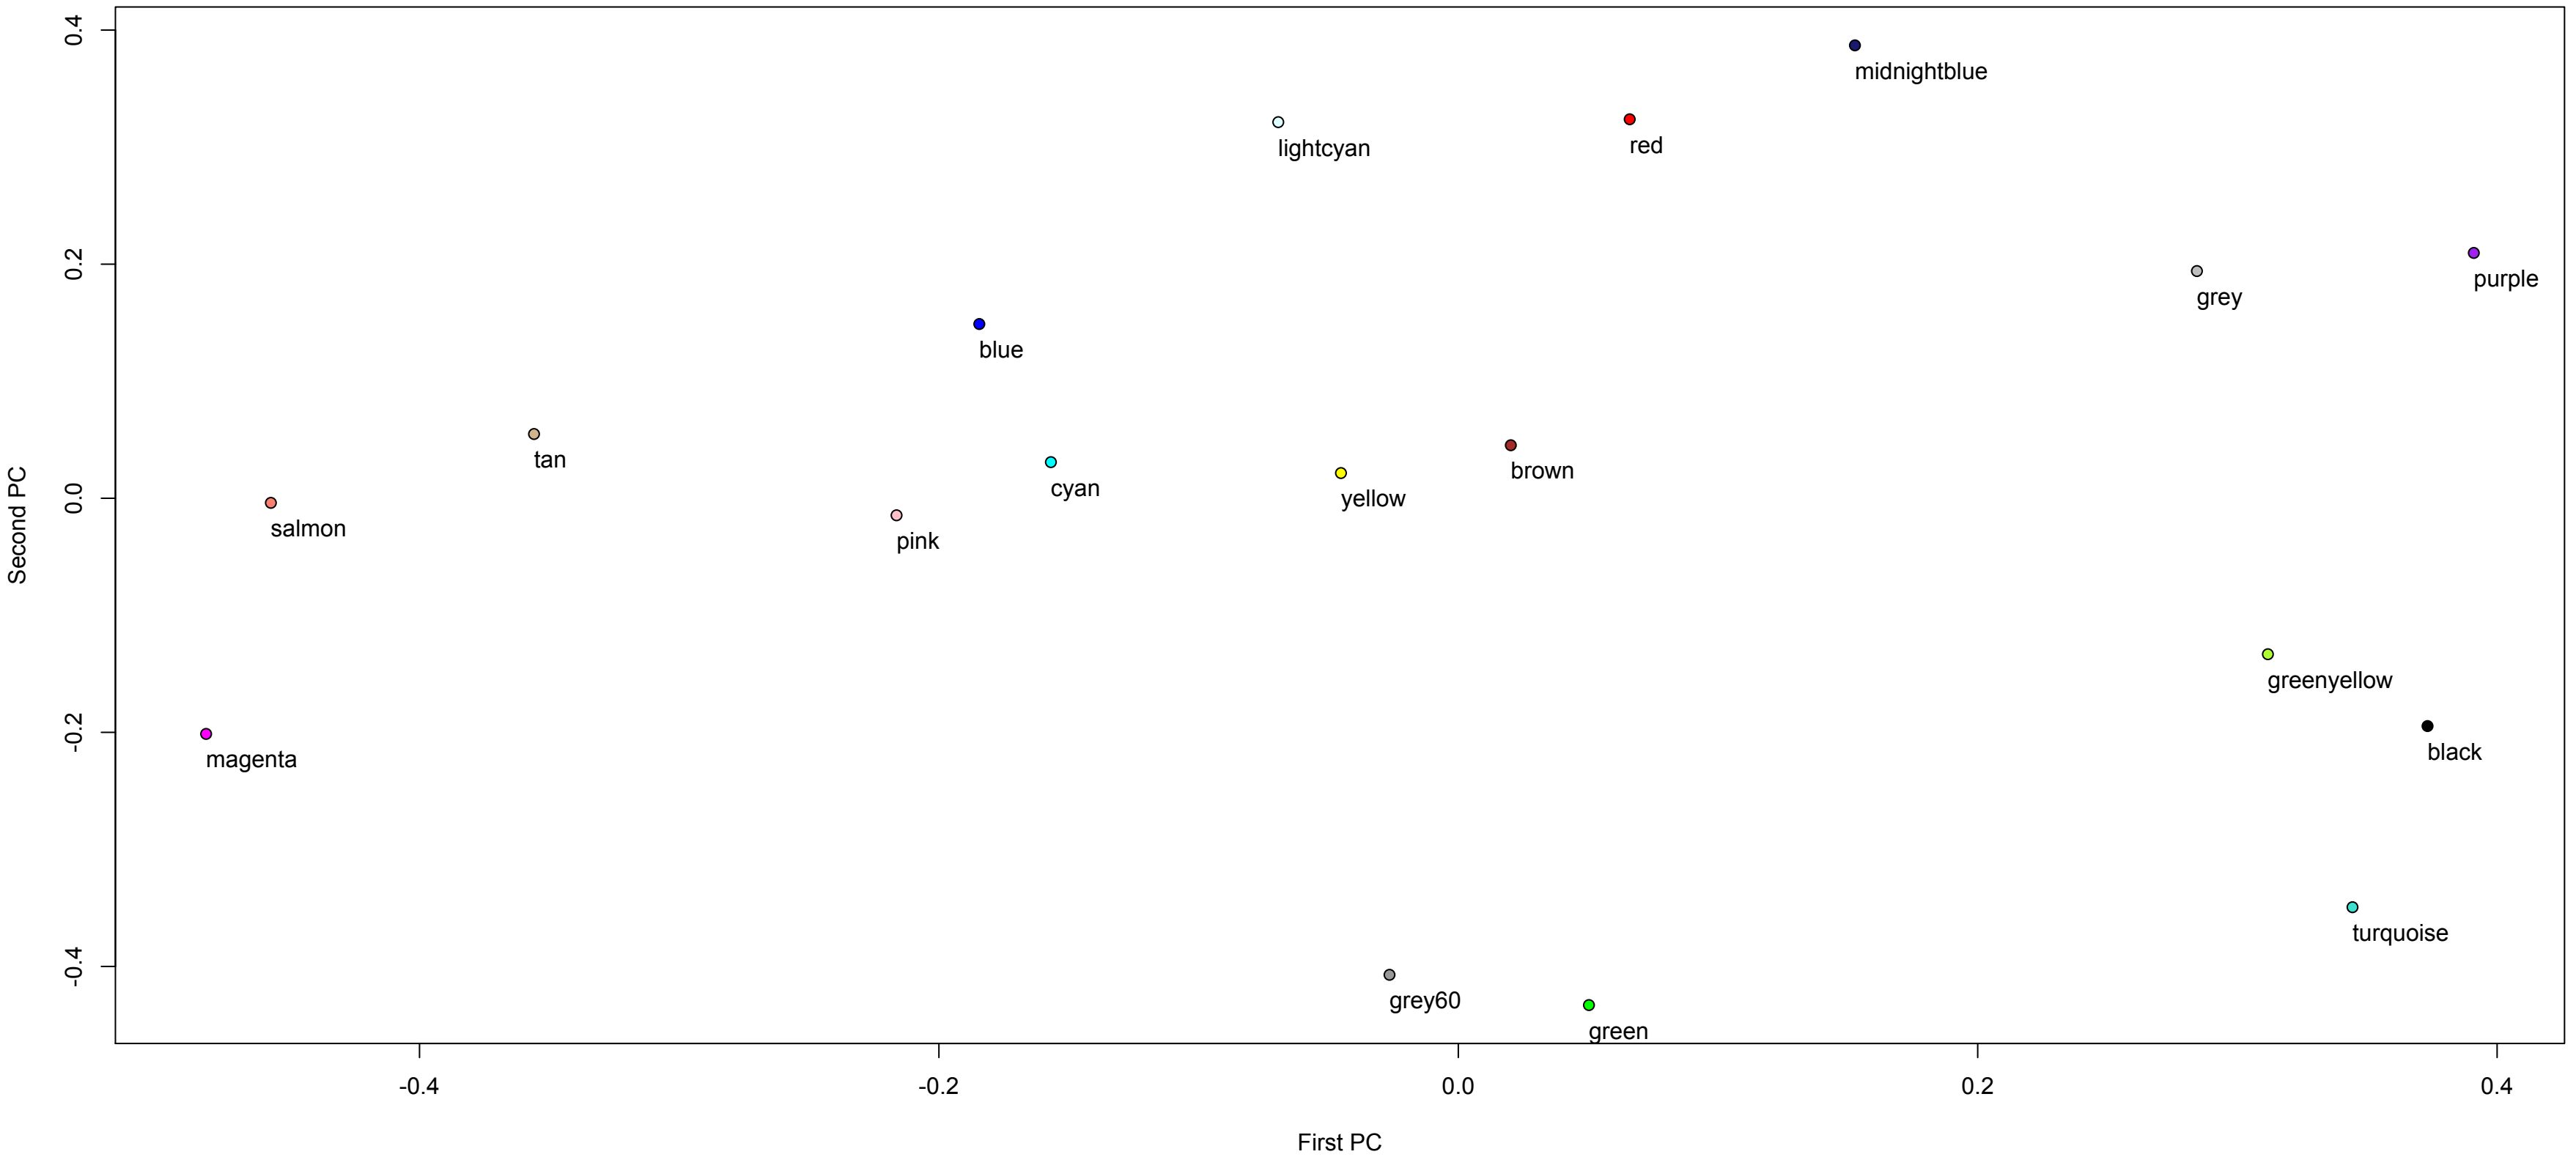

B6Exp1 CEA WGCNA-DS3 Module Eigengene Cluster Dendrogram

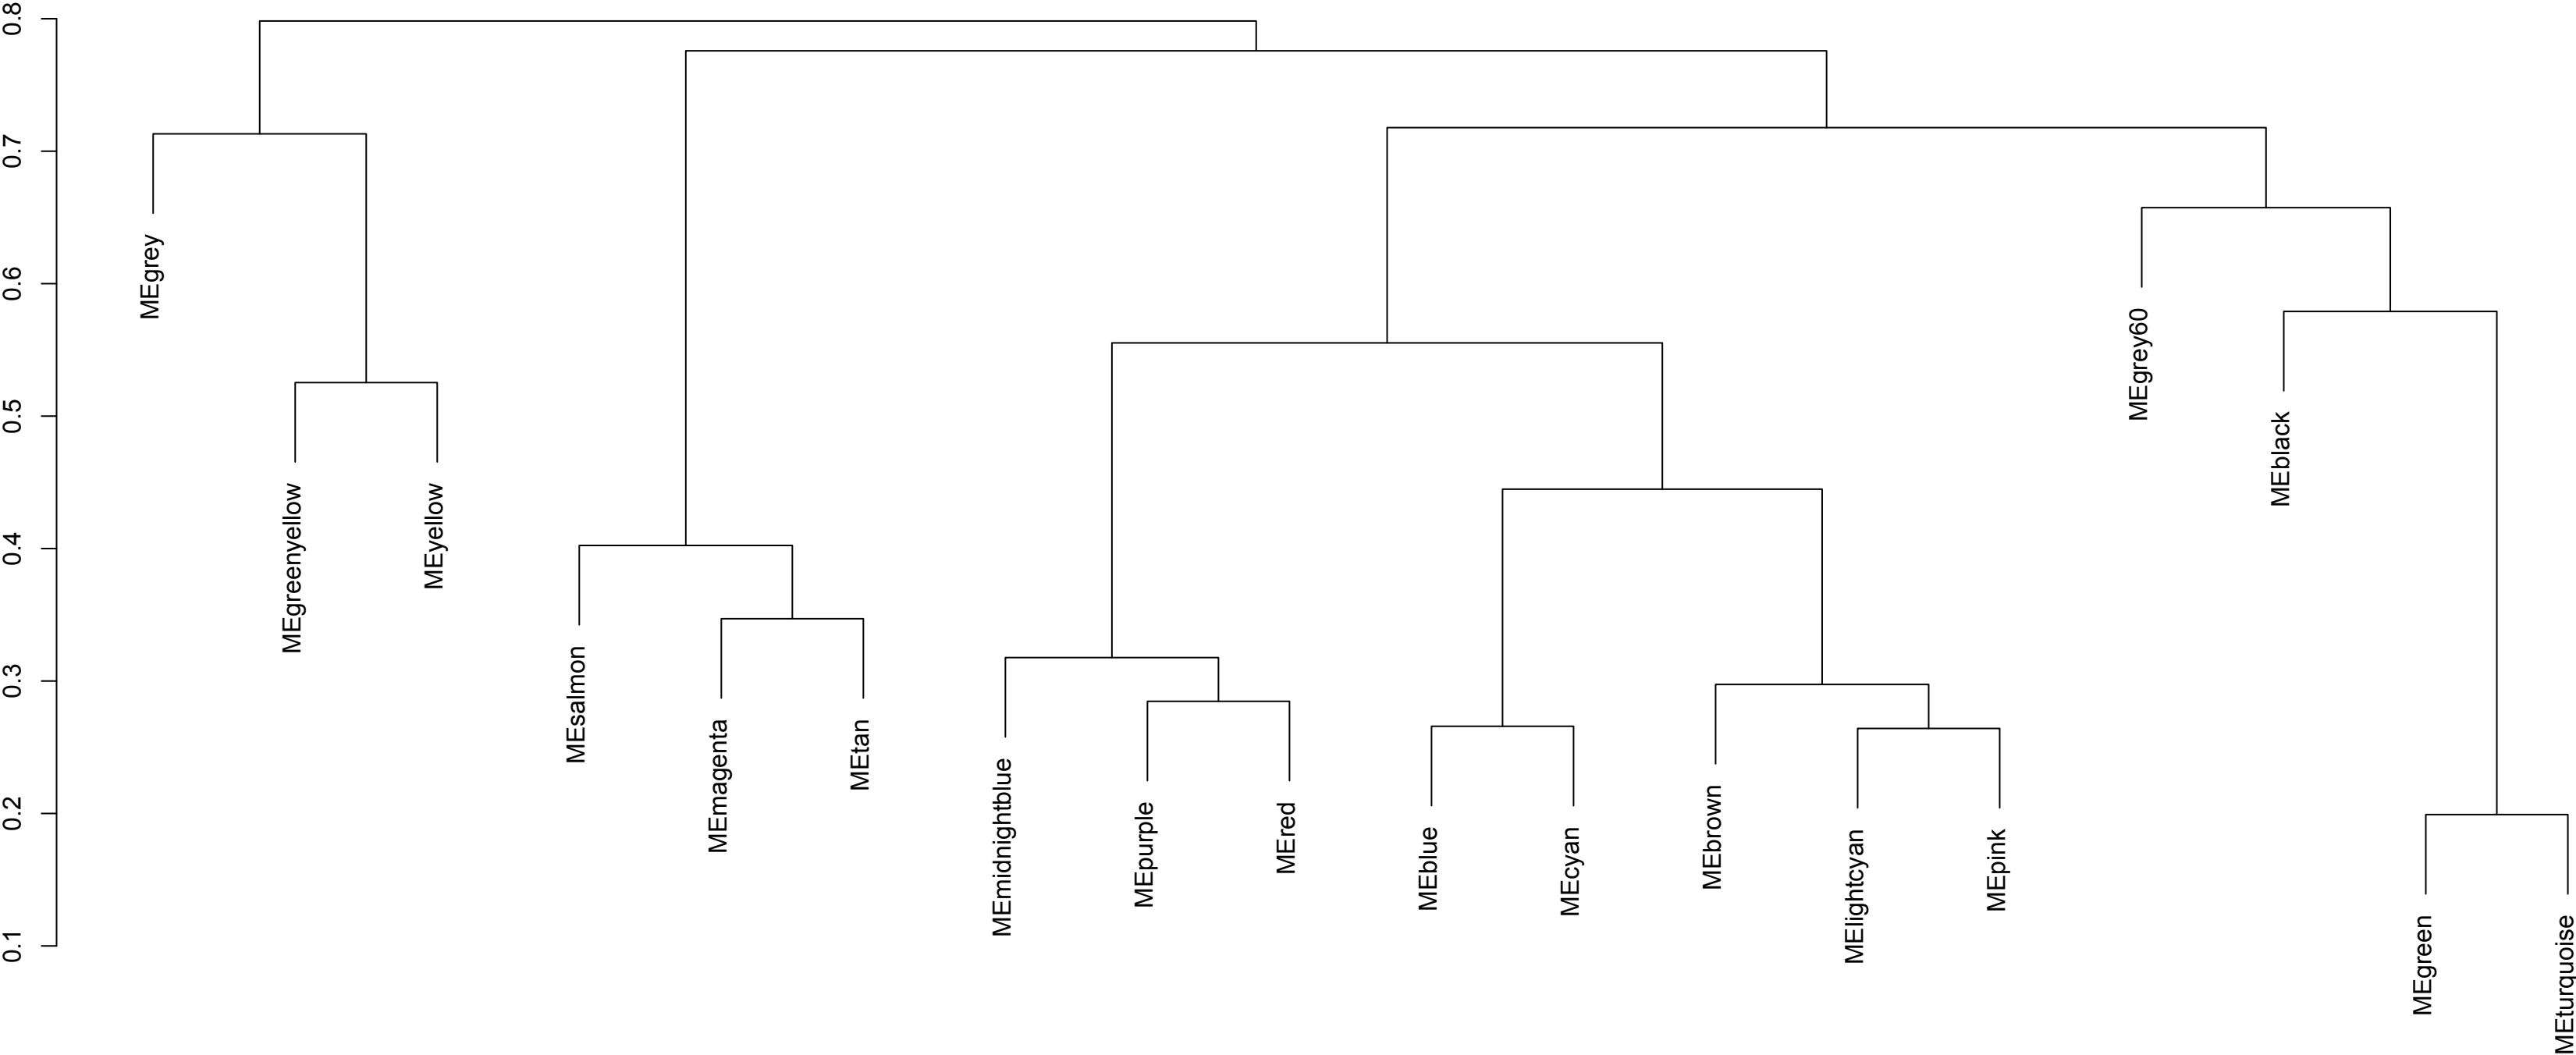

# CEA black

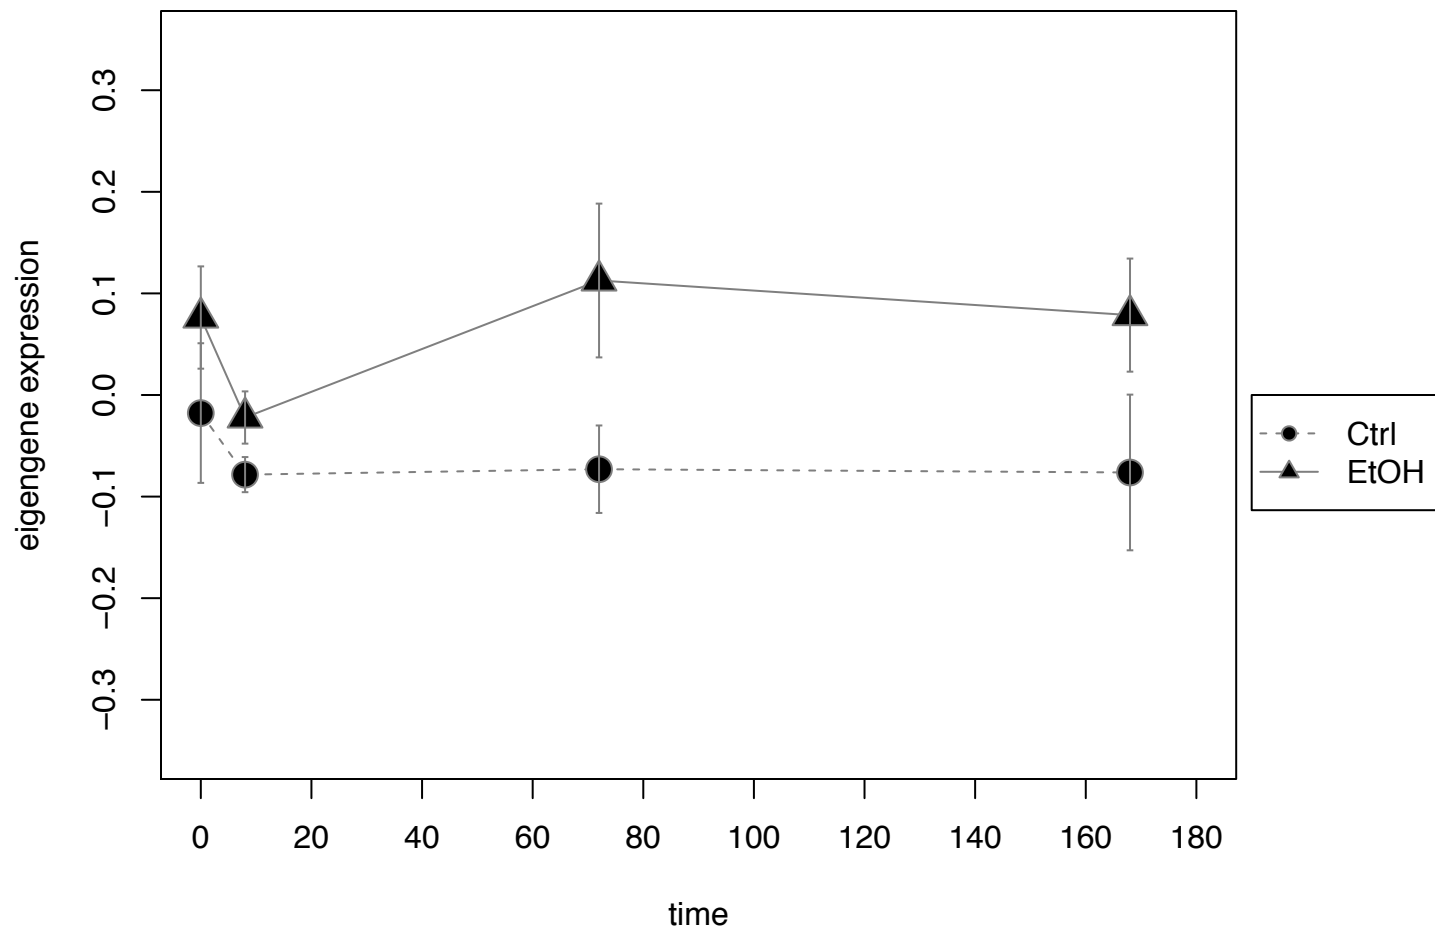

# CEA blue

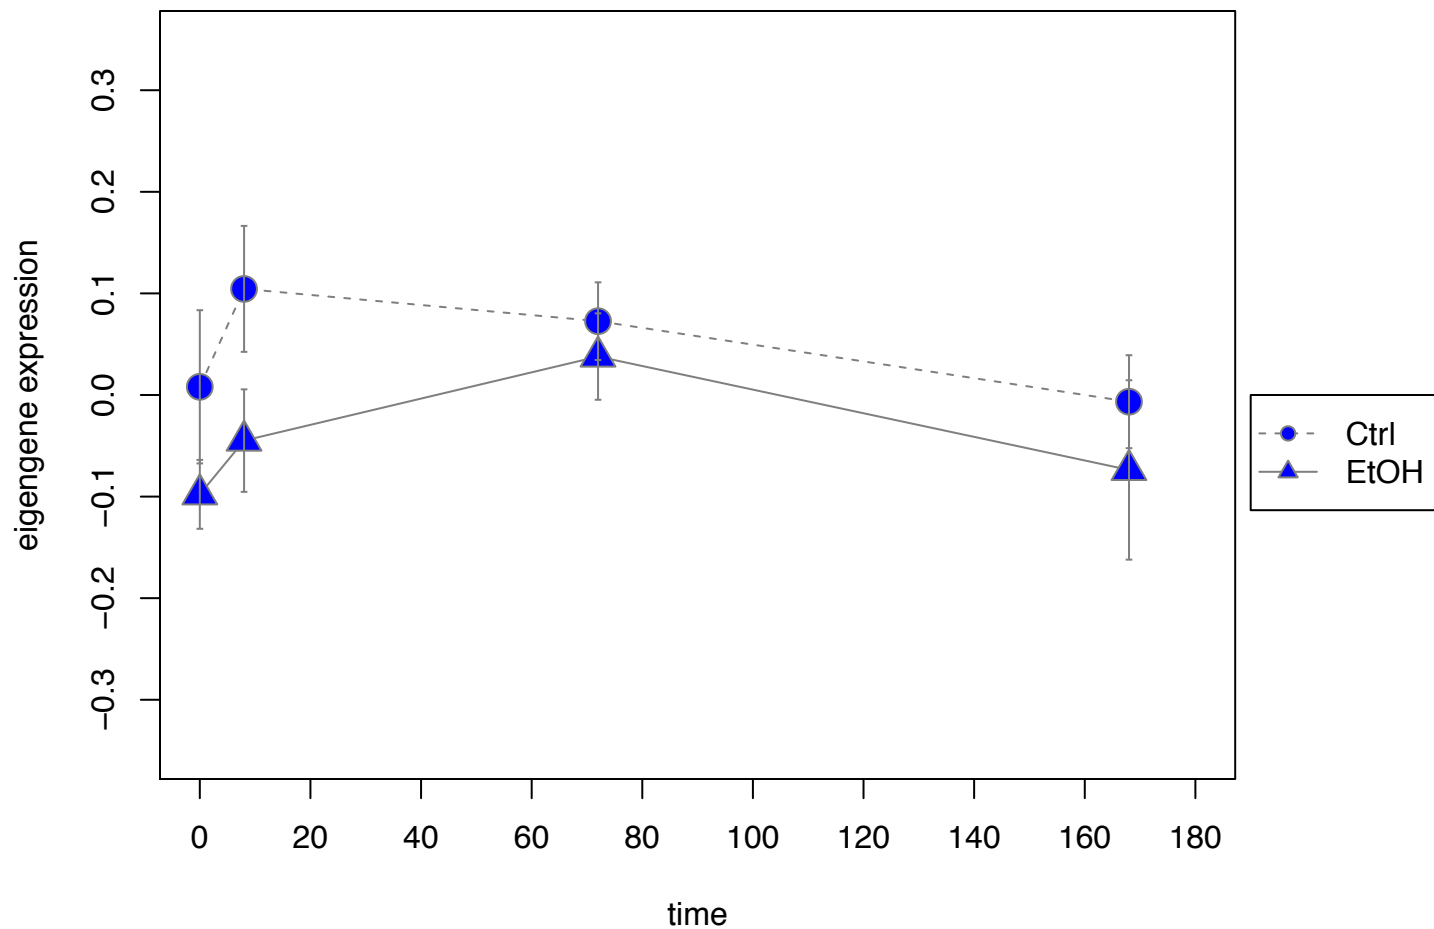

# CEA brown

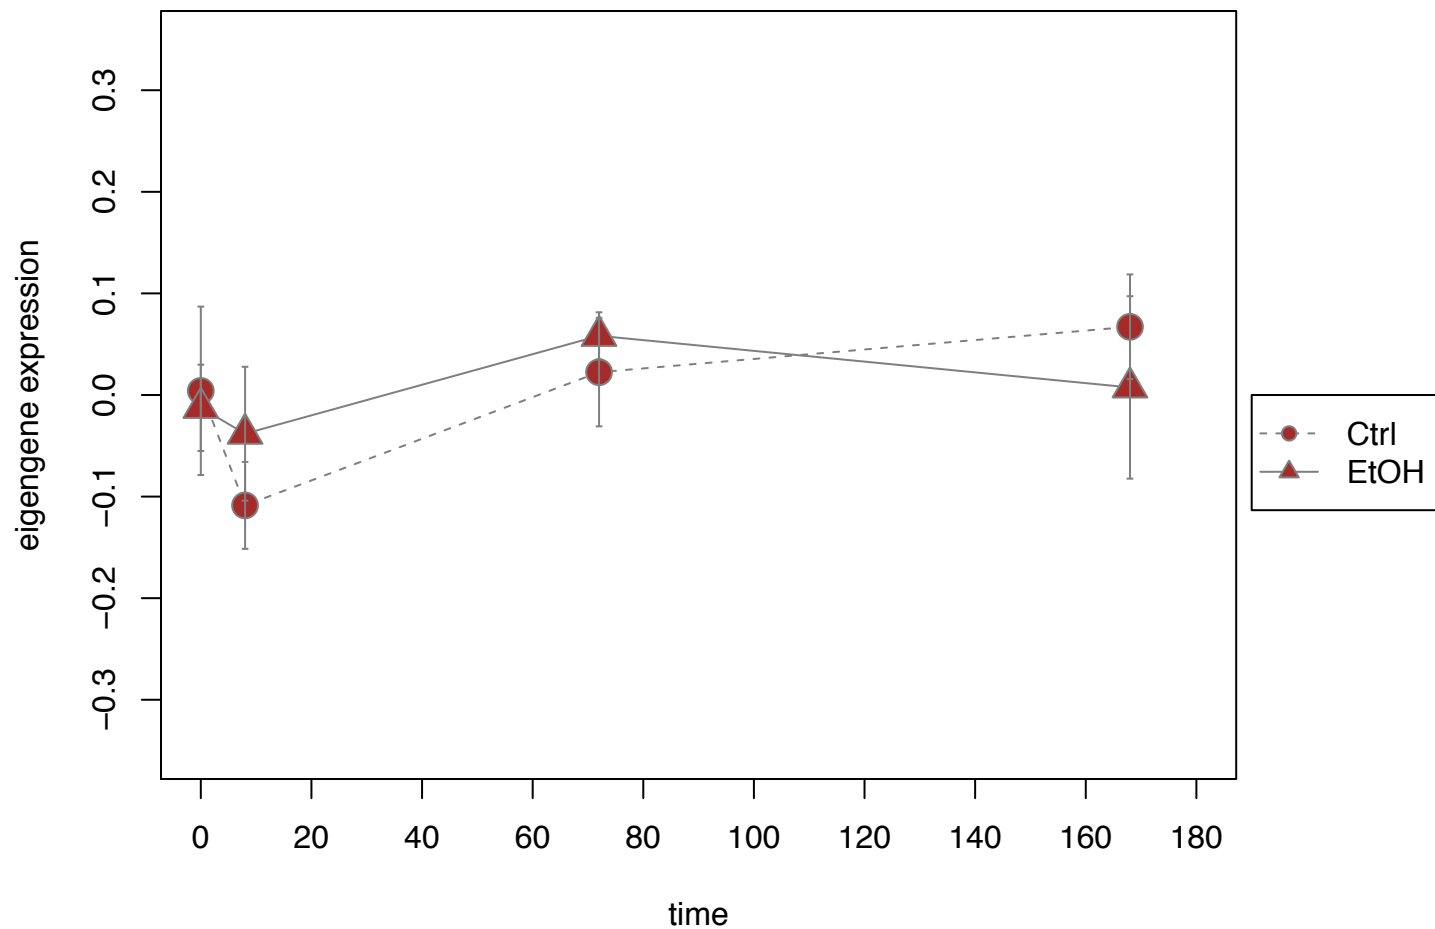

# CEA cyan

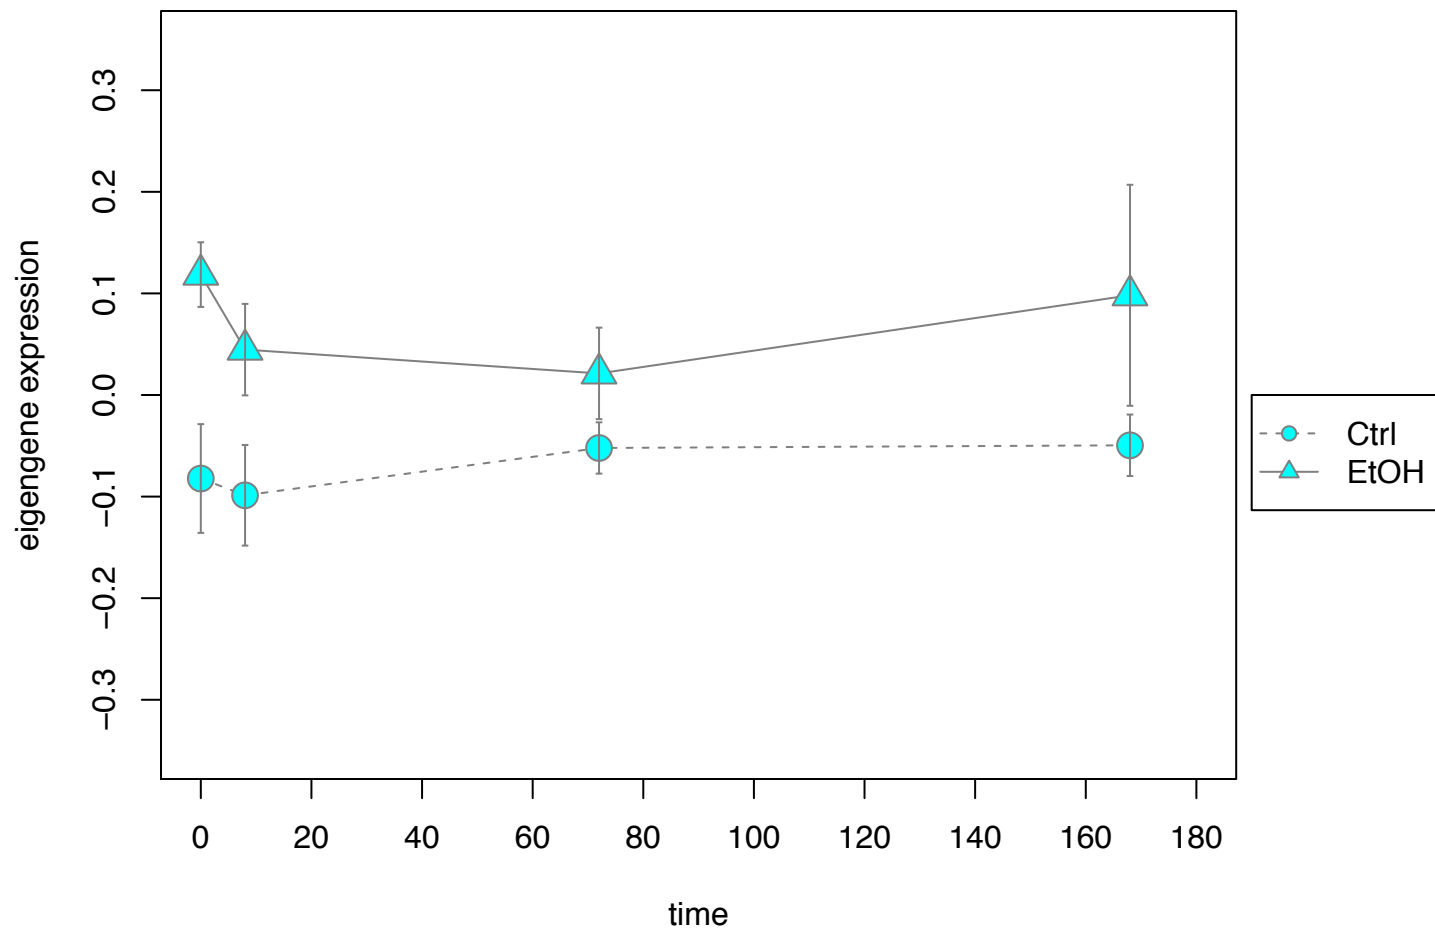

# CEA green

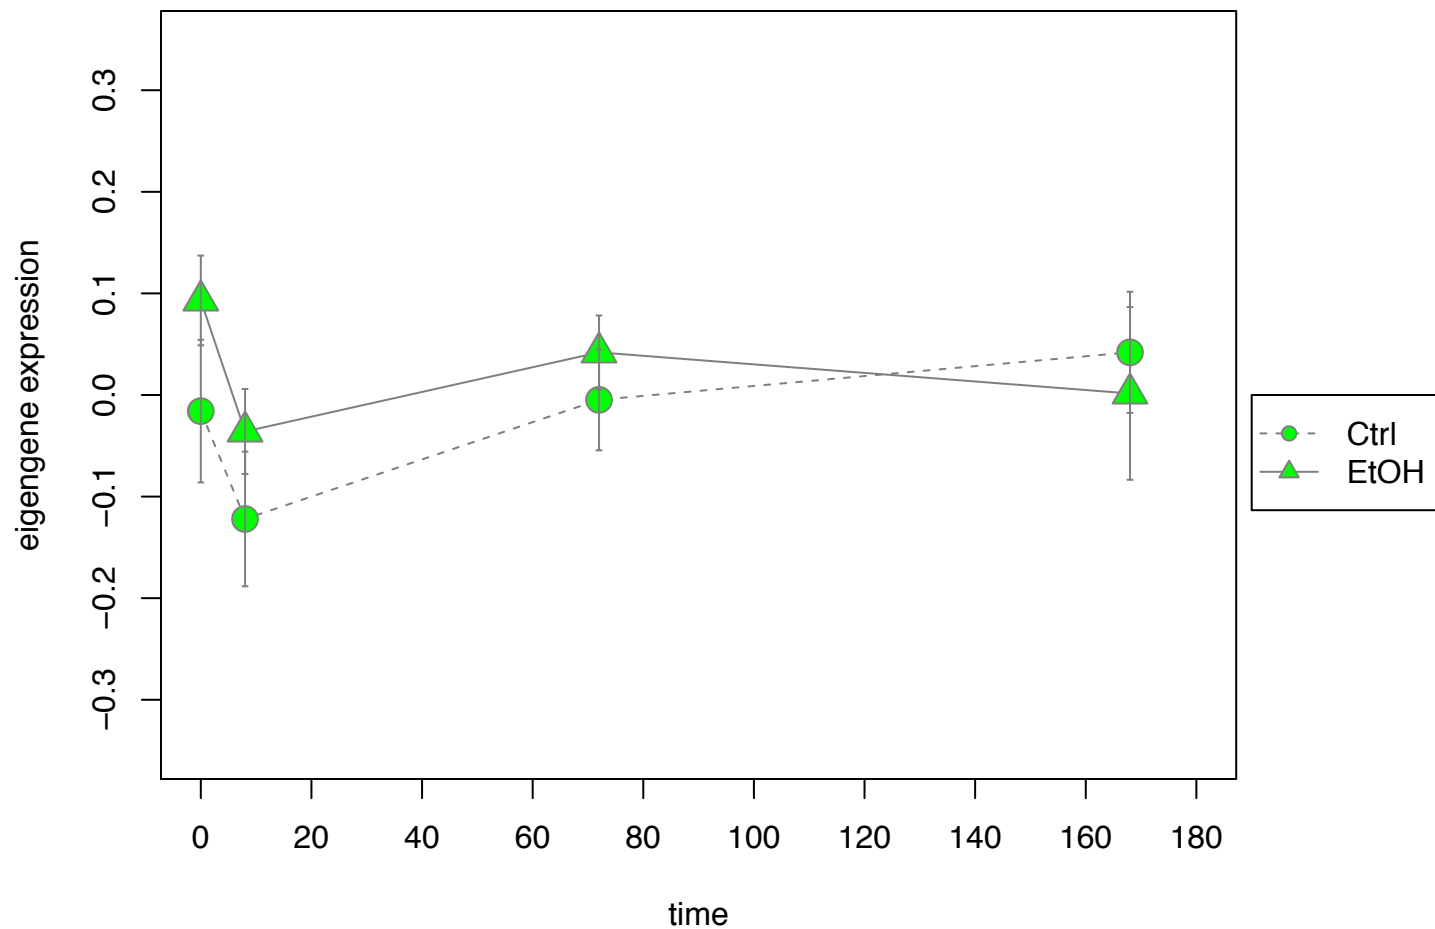

# CEA greenyellow

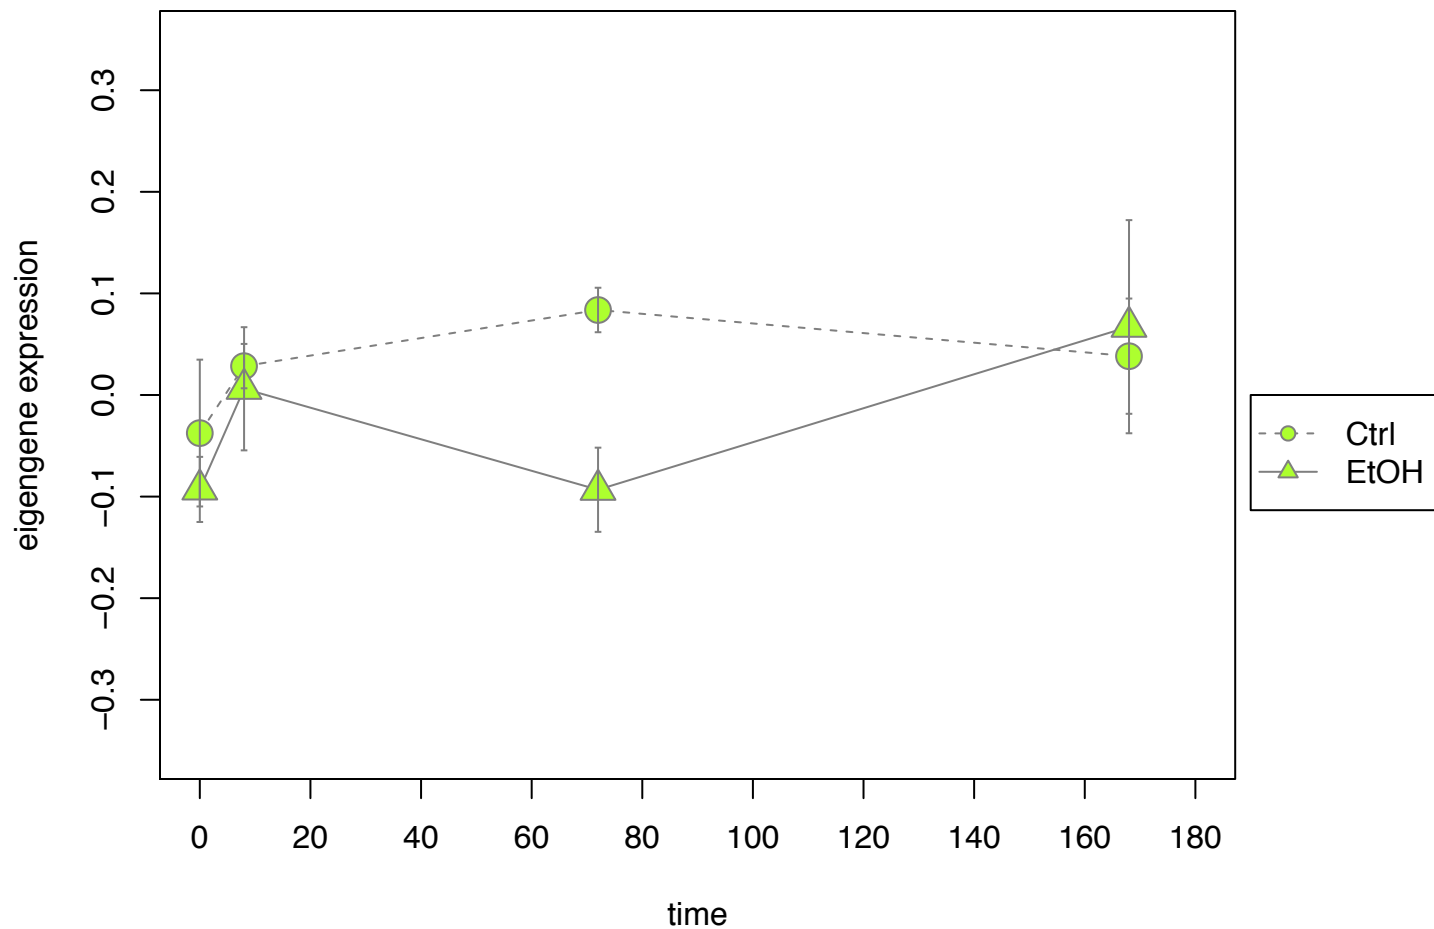

# CEA grey

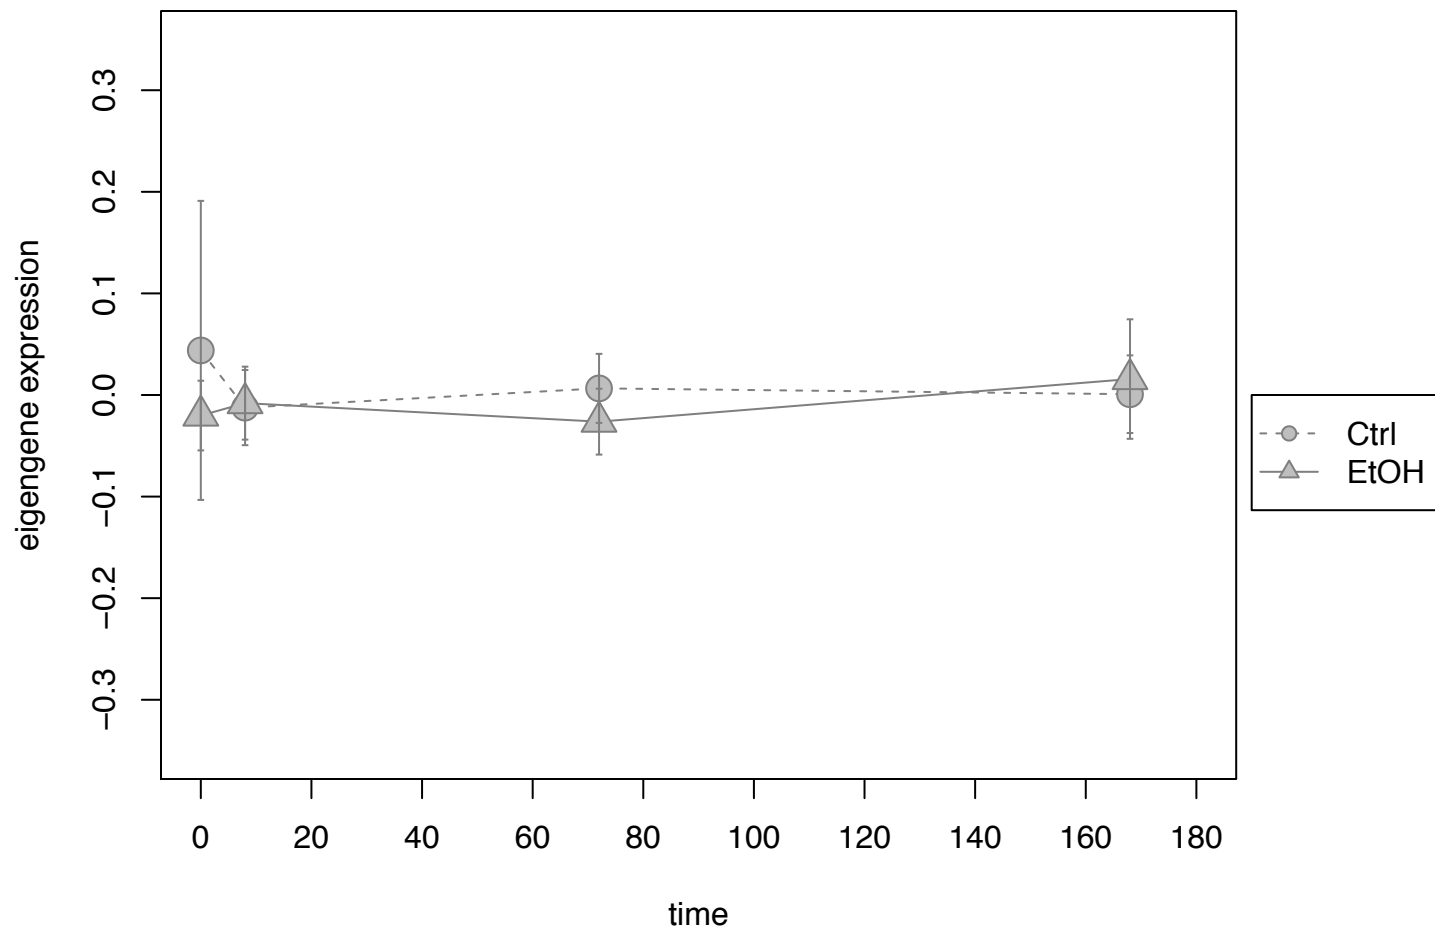

# CEA grey60

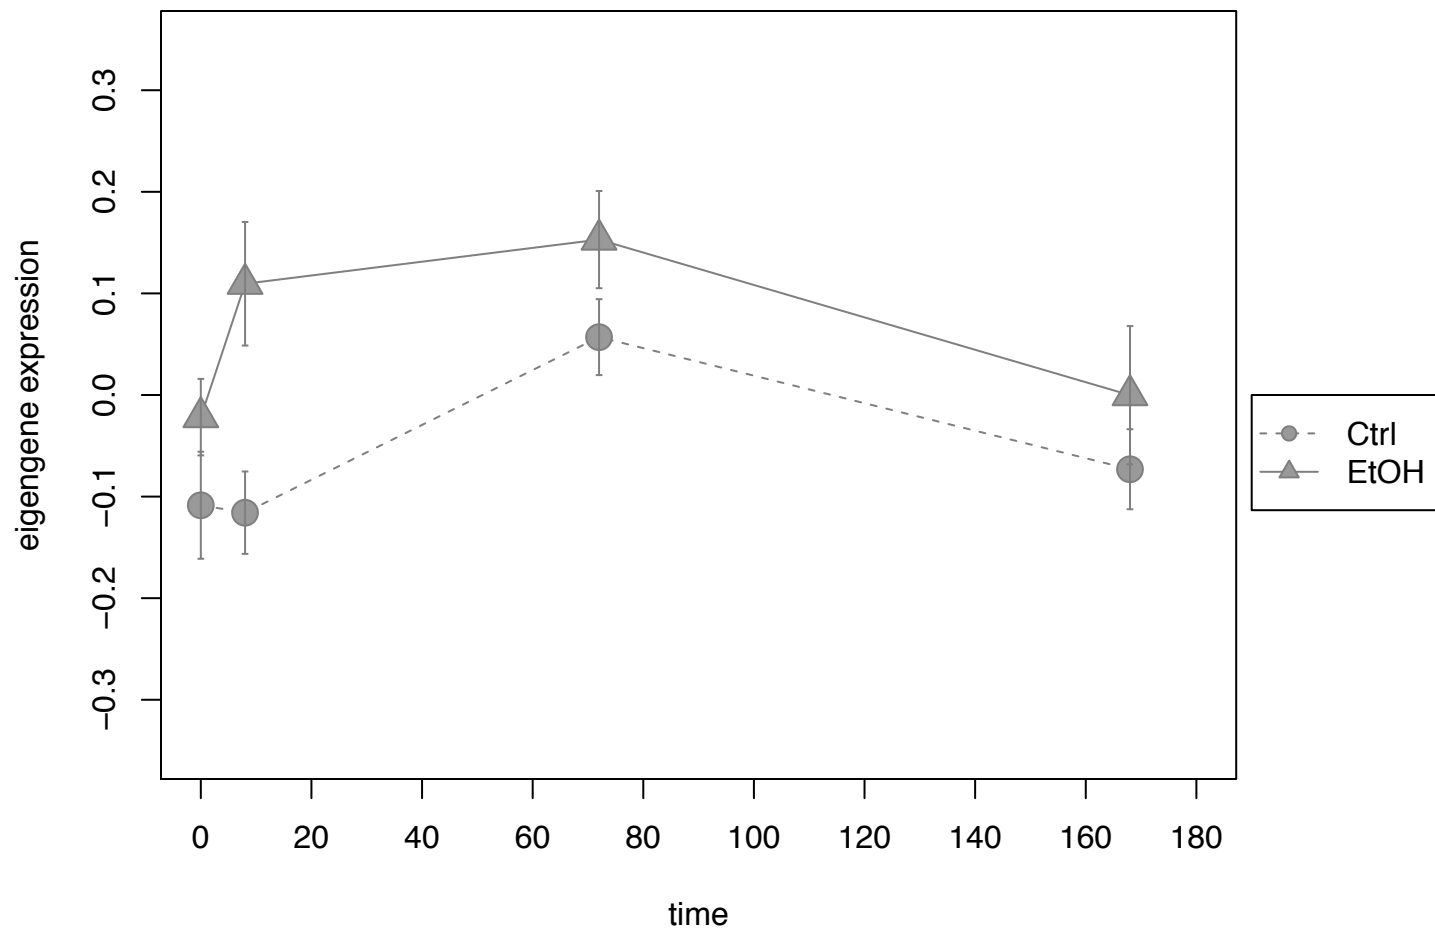

# CEA lightcyan

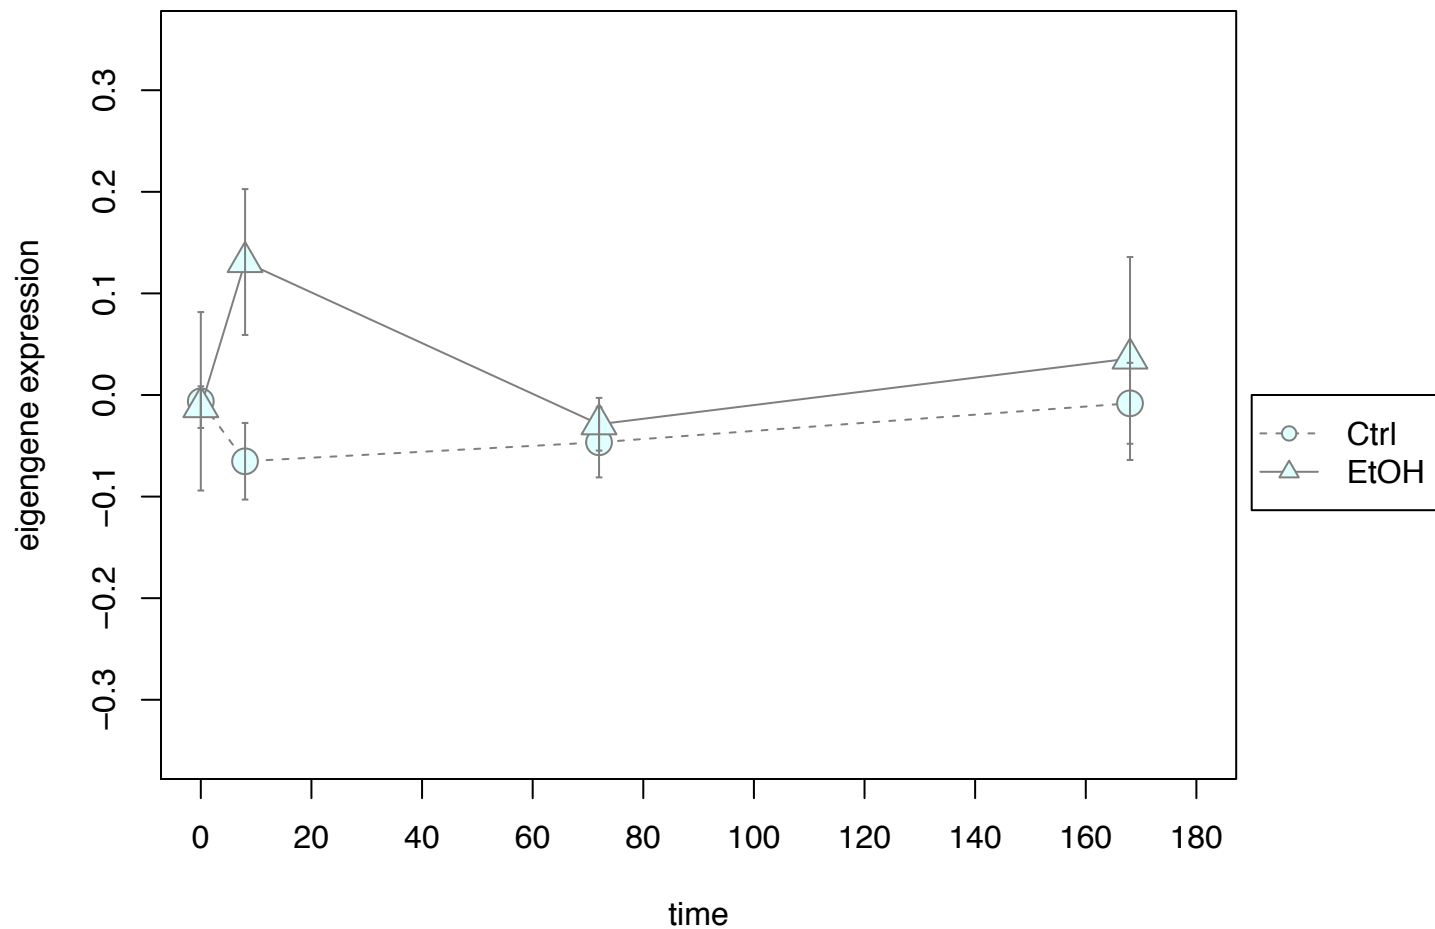

# CEA magenta

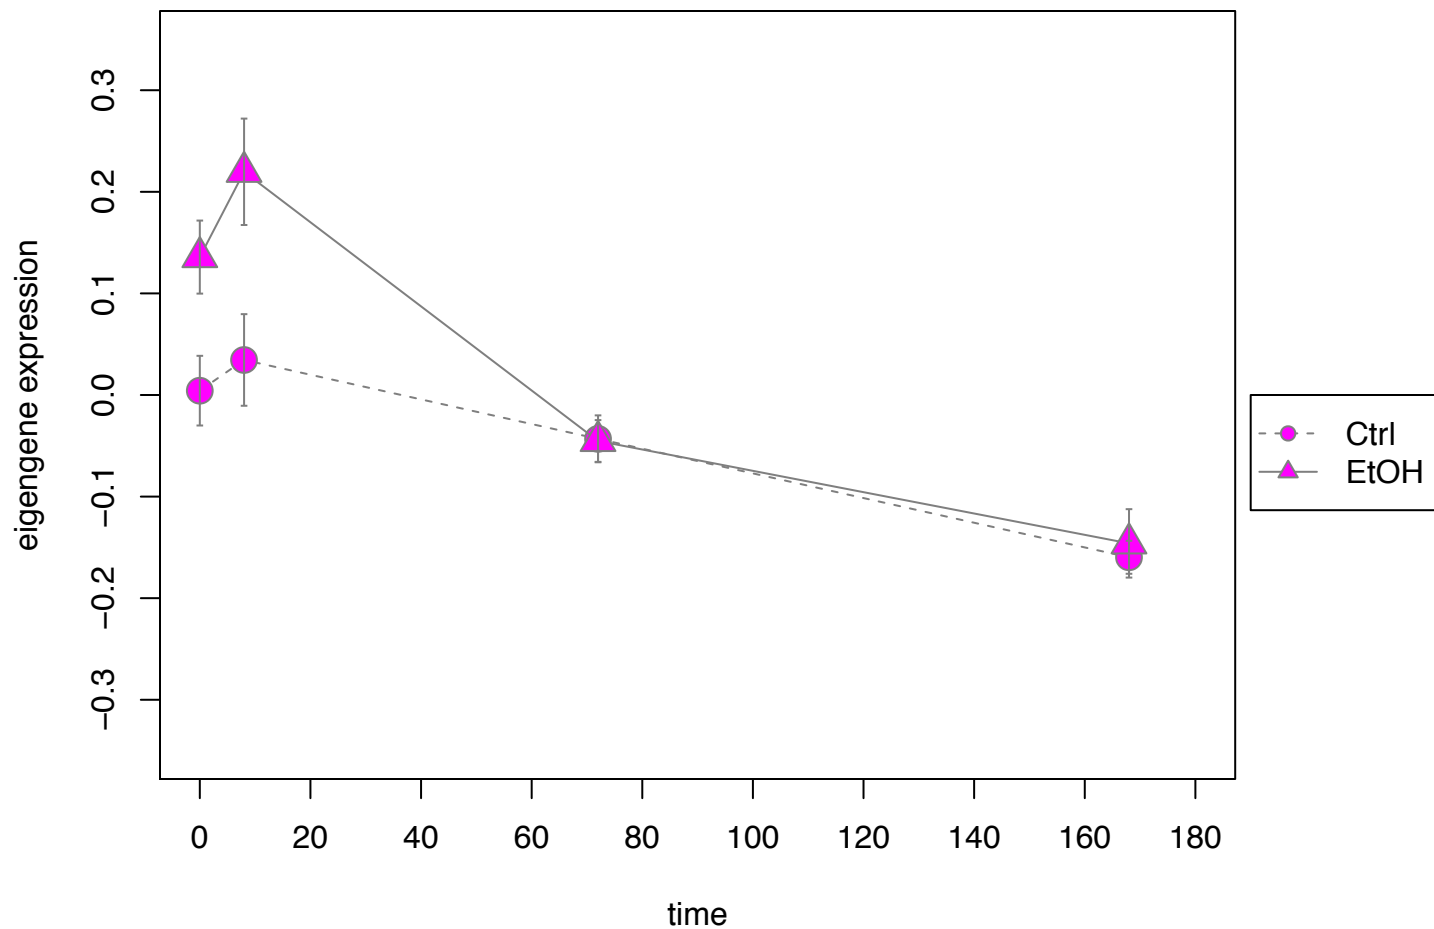

# CEA midnightblue

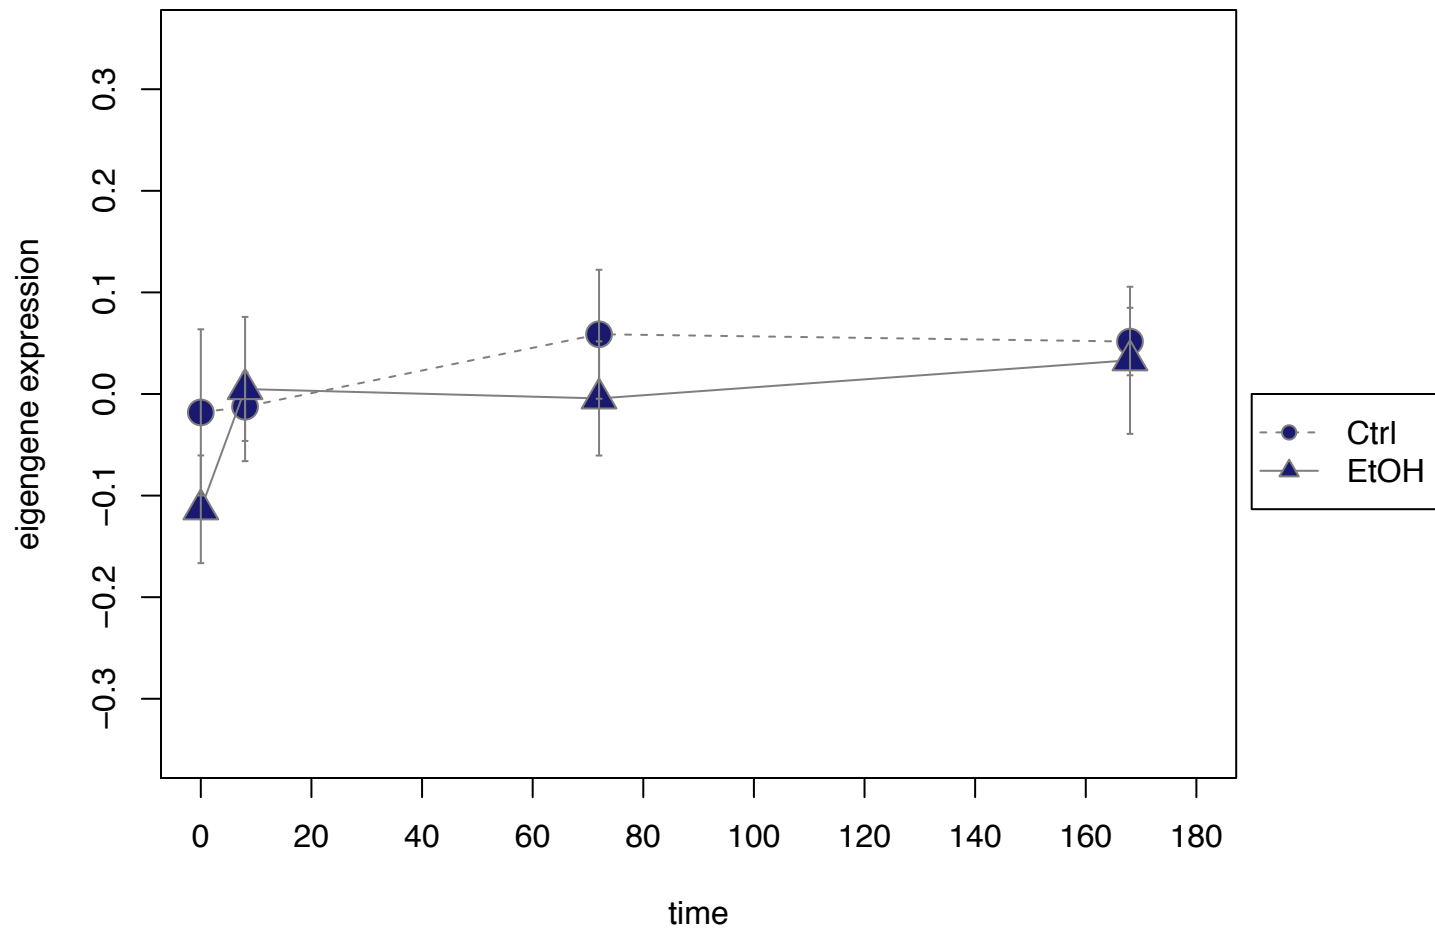

# CEA pink

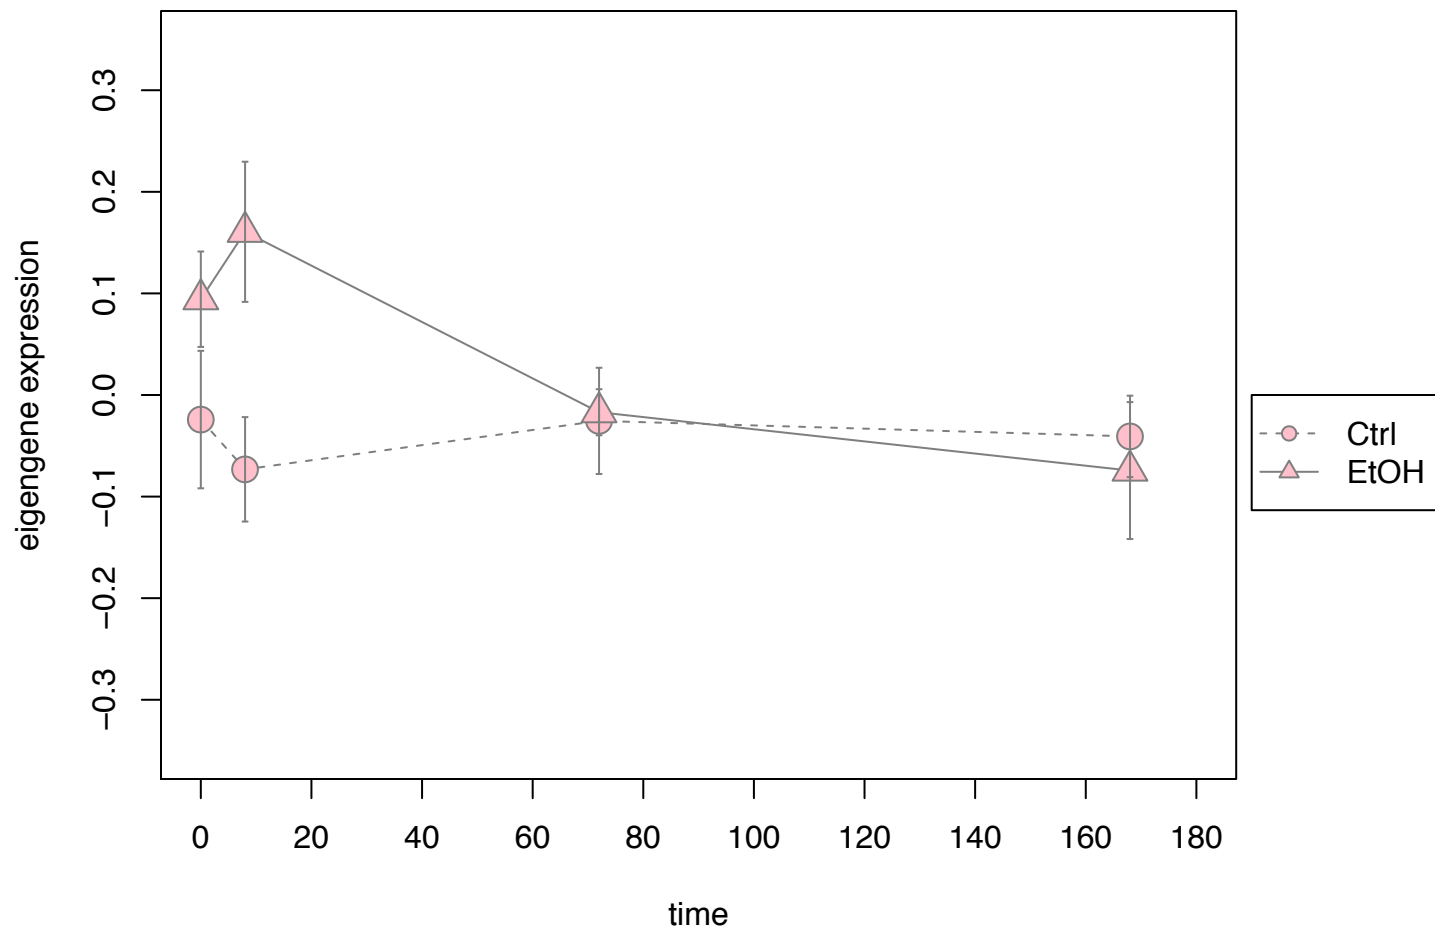

# CEA purple

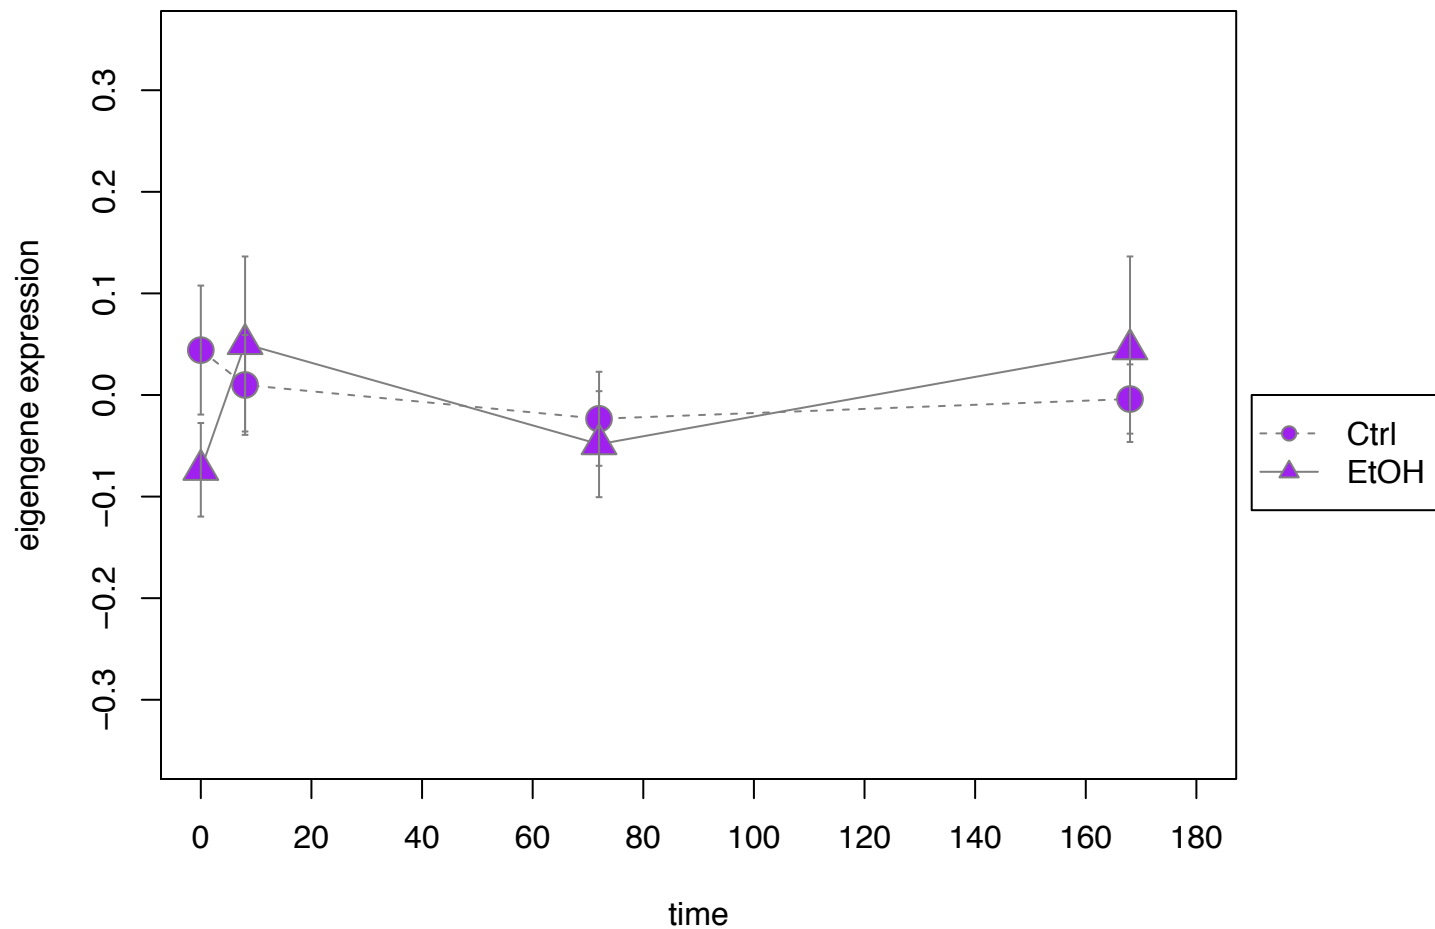

# CEA red

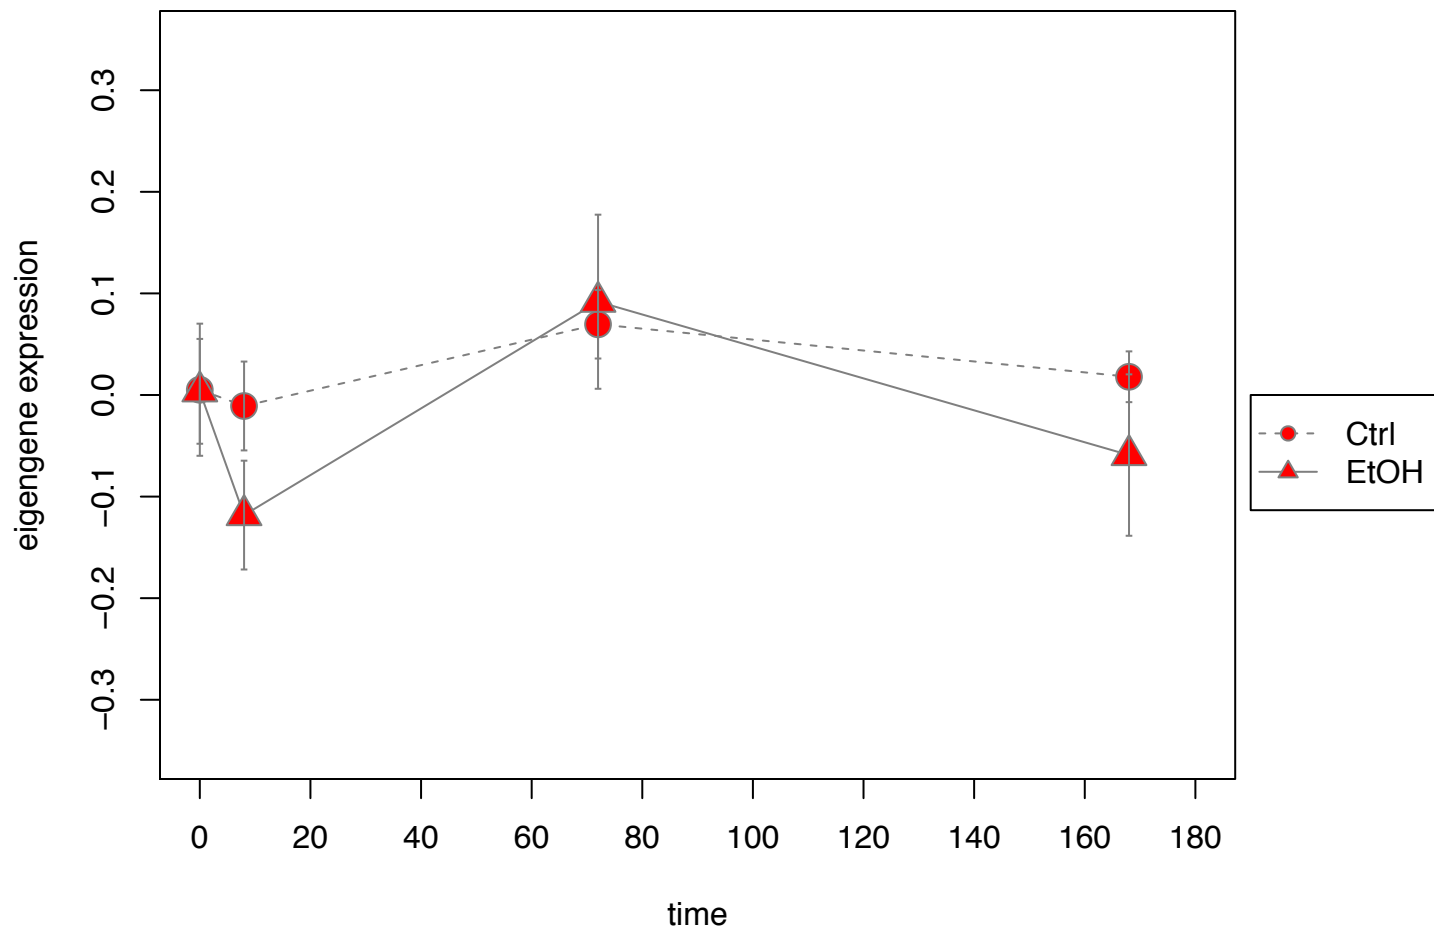

# CEA salmon

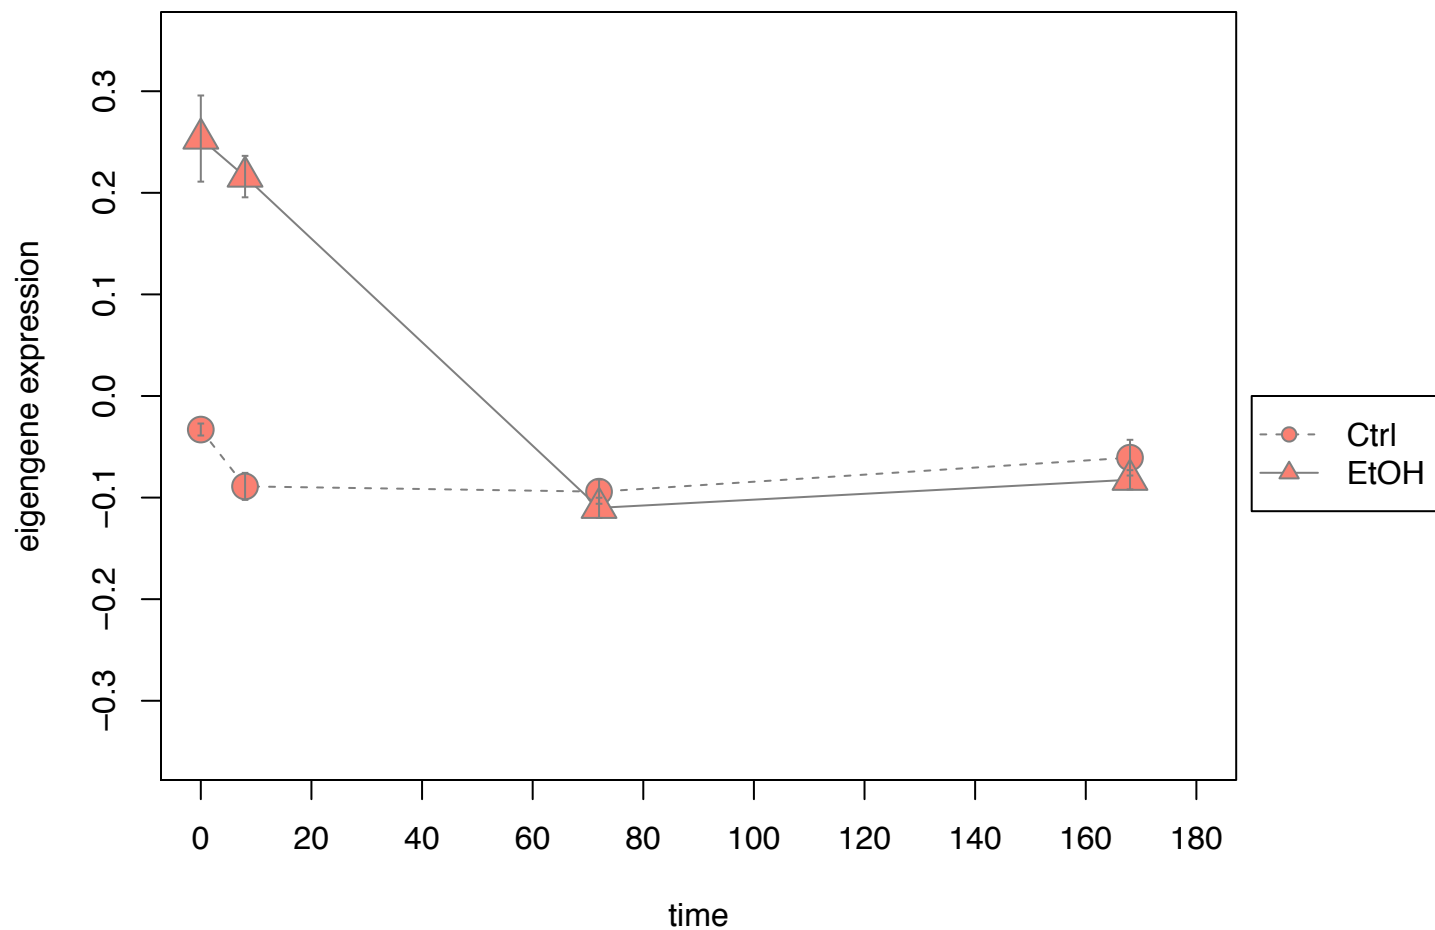

# CEA tan

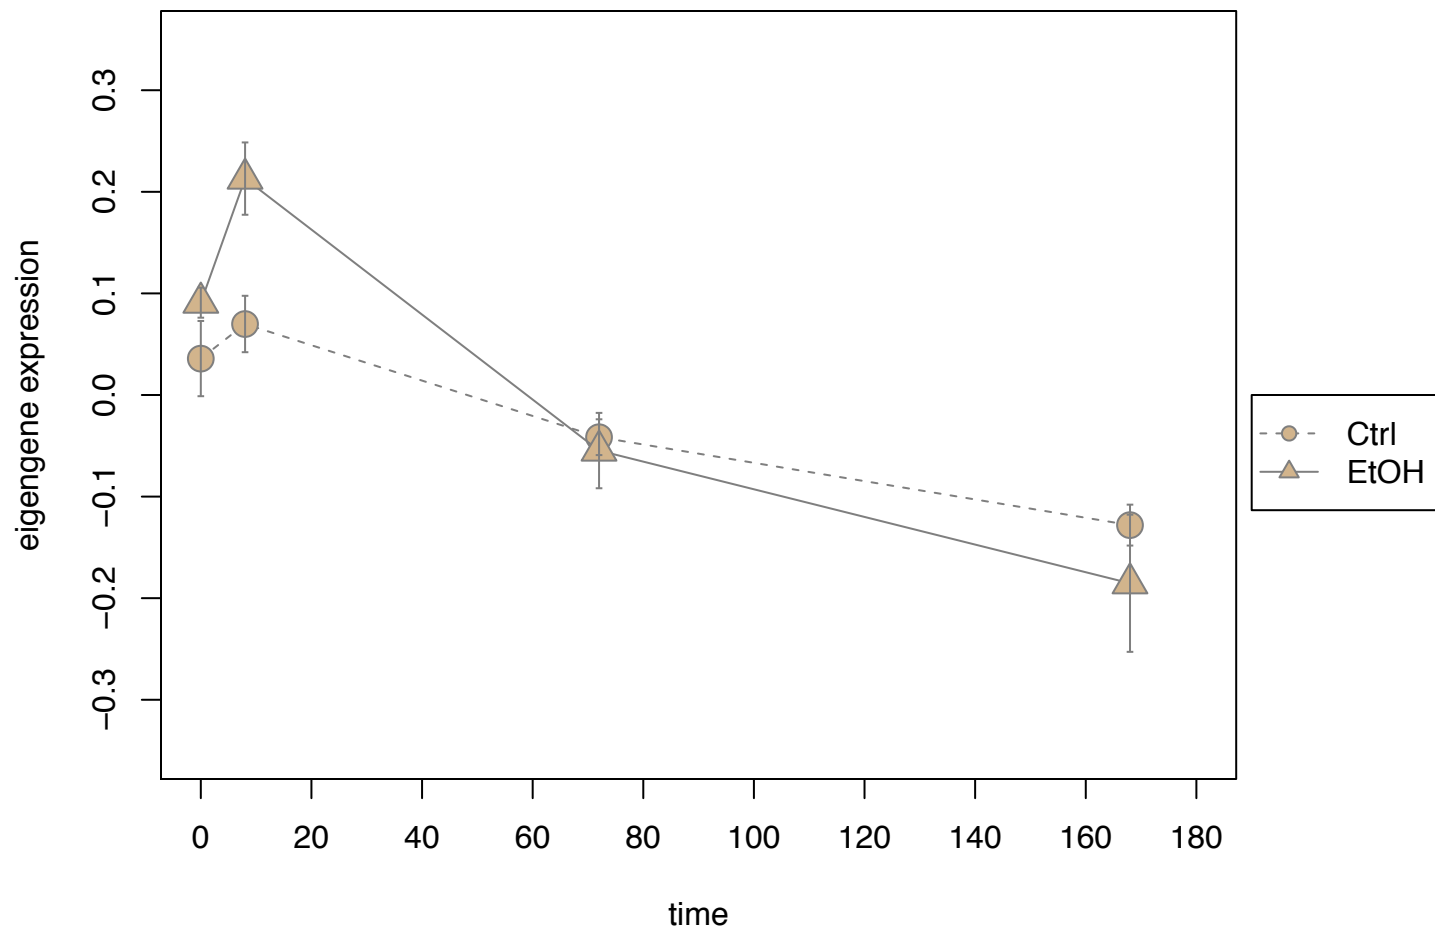

# CEA turquoise

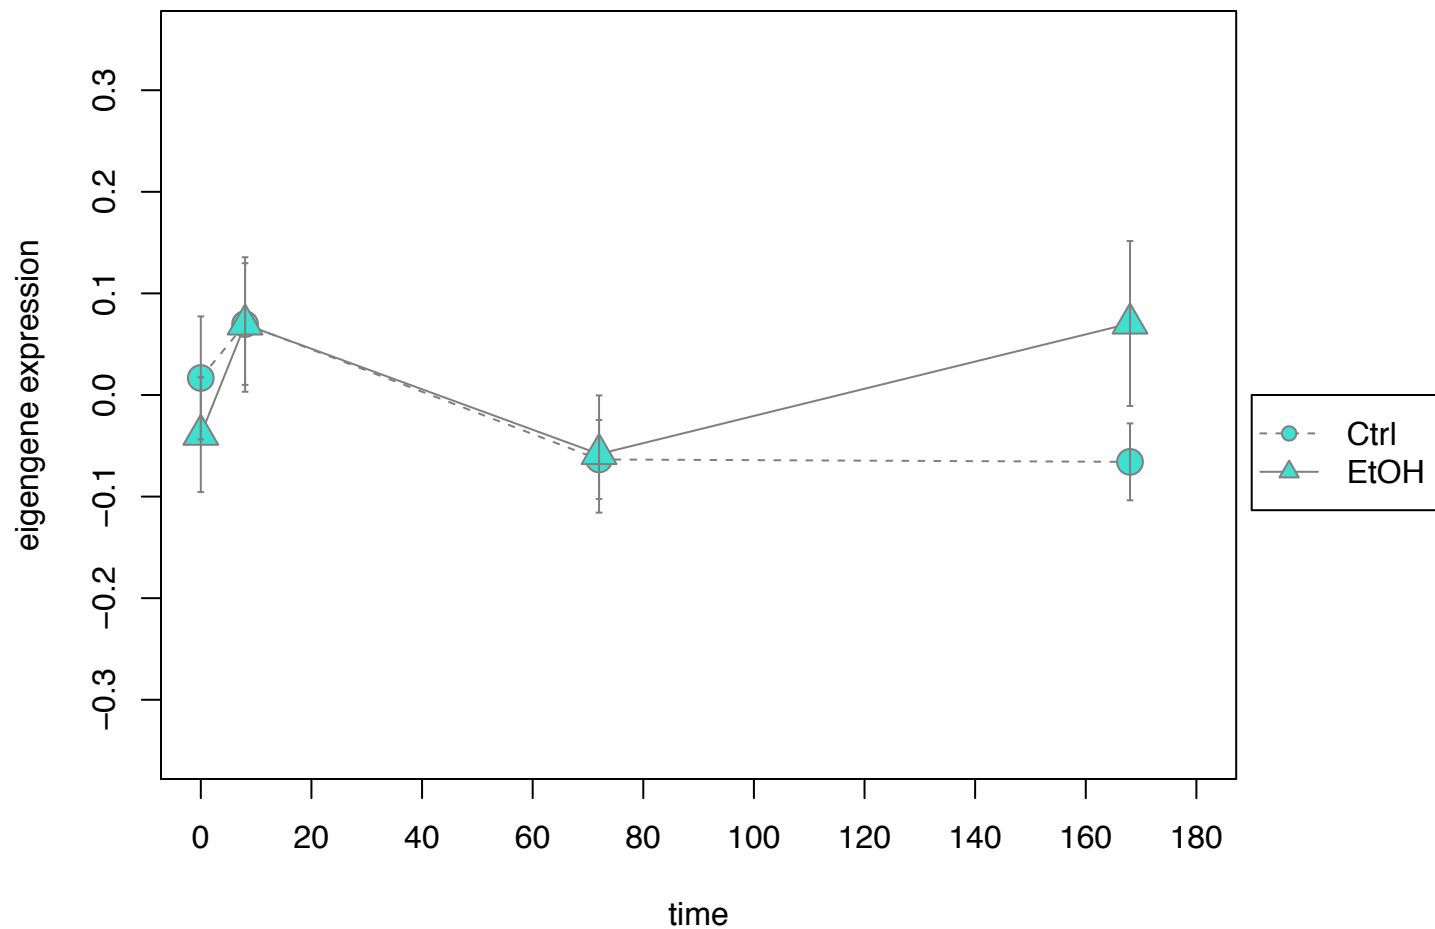

# CEA yellow

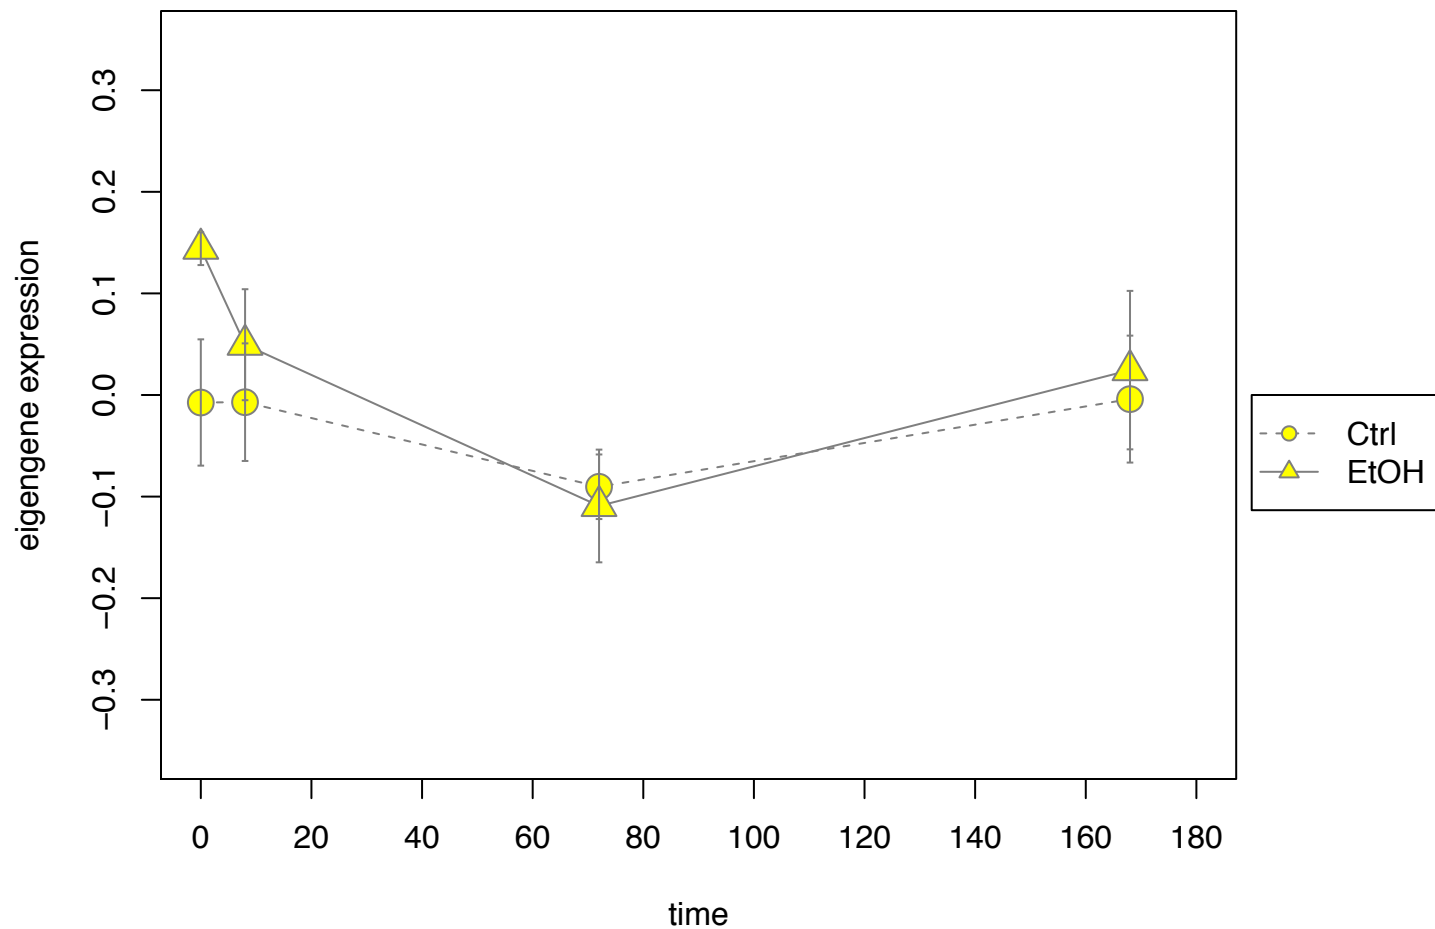

**Supplement:** S5 Fig

# Supplementary material for: Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption
**Source:** PLoS One. 2016 Jan 5;11(1):e0146257. doi: 10.1371/journal.pone.0146257
**Supplement:** S6 Table — Columns display the number of genes overlapping for the indicated timepoint comparisons within brain regions.

**Suppl. Table S2: Time point comparisons of CIE-regulated genes within brain regions**

Number of probesets significantly regulated (LIMMA CIE vs. Ctrl FDR ≤ 0.01) within specified brain regions at each combination of time-points indicated in comparison column.

| **Time Comparisons** | **PFC** | **NAC** | **HPC** | **BNST** | **CEA** |
| --- | --- | --- | --- | --- | --- |
| **0hr vs. 8hr** | 197 | 11 | 139 | 116 | 23 |
| **0hr vs. 72hr** | 34 | 0 | 0 | 6 | 0 |
| **0hr vs. 7day** | 131 | 0 | 104 | 0 | 0 |
| **8hr vs. 72hr** | 56 | 0 | 0 | 3 | 0 |
| **8hr vs. 7day** | 16 | 0 | 92 | 0 | 0 |
| **72hr vs. 7day** | 71 | 0 | 1 | 0 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

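Gene expression in the central nucleus of the amygdala (CEA) was measured in 48 mice, 6 CIE and 6 Ctrl mice at each of 0h, 8h, 72h and 7d after the last ethanol vapor, with 1 Affymetrix mouse array per mouse. The authors made the deposited log2 expression values from the array intensities by RMA, with quantile normalization within each hybridization group and again over all arrays, and then adjusted them for hybridization group with ComBat. The version of RMA is not given in the sources used here. Array medians lay between 6.49 and 6.52, and single values between 2.56 and 14.66. The values were used as deposited. The hybridization groups are not labelled, and were read from the values, since after ComBat 2 arrays of a group share 5 to 50 exactly equal values and 967 pairs of arrays of different groups share 0. This gave 5 groups of 8 arrays with 1 array of each condition and time, 1 group of 7, and Ctrl replicate 2 at 0h alone. The columns were matched to mice by the sample labels, and 0 columns were left unmapped. The 27783 values in the part of S5 Table that was read were checked against the deposited ones, with a largest difference of 5.0e-05, and the 4116 coefficients in that part were equal to those computed here.

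From the platform annotation, 34907 probesets had 1 gene symbol, of which 1049 symbols were updated to current names, giving 18151 genes. Another 895 probesets had several symbols and 9235 had none, and these were tested but not named as genes. No probeset was filtered out. Each probeset was fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with a mean for each of the 8 groups and the default empirical Bayes prior. CIE was compared with Ctrl at each time, the effects were compared between times, and Ctrl mice were compared between times, with Benjamini-Hochberg adjustment over all probesets within each comparison and a threshold of 0.01. An F test covered the 4 times. Where stated, p was also adjusted over a list or over the calls alone. Over a list alone, only the probeset with the highest mean was used for each gene. Limma's counts of called genes in a list use every probeset of a gene, so the counts can differ for that reason too.

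Gene lists were tested with camera of limma on 1 probeset per gene, the one with the highest mean, with a preset correlation of 0.01, at an adjusted p of 0.05 over all lists and times, for lists of at least 5 measured genes. Of 33 lists, 31 were large enough. The study's own lists were the salmon and tan sheets of S12 Table, the genes of its salmon sheet under terms of cell death and of NF-κB, and the genes that the text of the paper names for the tan, pink and yellow modules. The others were written from textbook knowledge, after the sheets of S12 Table had been read: class I and class II antigen presentation, interferon, NF-κB targets, glucocorticoids, endoplasmic reticulum stress, heat shock, cold, immediate early genes, Nrf2 targets, blood cells, microglia, astrocytes, oligodendrocytes and their precursors, endothelial and mural cells, CEA neuropeptides, glutamatergic neurons of neighbouring areas, striatal neurons, choroid plexus, GABA and glutamate receptors, clock genes, cholesterol synthesis, ethanol metabolism and splicing factors. For the salmon and tan sheets, the mean standardised expression of 41 and 50 measured genes was compared between CIE and Ctrl mice by exact two-sided permutation tests over 924 arrangements, the smallest possible p being 0.00216. Full module membership was not used here.

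Genes named in the text are among those with the 10 largest rises and the 10 largest falls at 0h and at 8h among called probesets with a single symbol, those called at 72h or 7d, those the paper names for the CEA, and members of the lists as examples. The authors' values in the part of S5 Table that was read had been seen before this rule was written. Mfsd2a and the genes that differ between Ctrl mice at different times were named after their values were seen.

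Alternatives were a variance trend with a robust prior, array weights, the probesets above the median of mean expression, a fit of the 12 arrays of a time, a further quantile normalization, the first component of the residuals as a covariate, a threshold of 0.05, a correlation estimated from the residuals for camera, the mean of the probesets of a gene, and for the module genes the first principal component and a sheet without haemoglobin and Alas2. A choroid plexus score as a covariate, and a fit without the 10 arrays whose score lay below -1, were added after the data had been seen. So was the hybridization group as a block in limma and camera. The fit without the 10 arrays left 3 mice in its smallest group, CIE at 7d. The fit was tested on simulated data with the spread of these arrays, where it recovered 59, 57, 62 and 60 of 100 probesets changed by 0.5 on the log2 scale at 0h, 8h, 72h and 7d and 82, 95, 91 and 88 of 100 changed by 1, with 0 calls of the wrong sign and at most 3 false calls. To count how often chance gives as large a result, the mice compared were split at random in 100 ways, the real one included, CIE against Ctrl within a time, or time within CIE and within Ctrl where effects at different times were compared. A random split of the real arrays at 7d called up to 626 probesets, so the simulated rates may not carry over to the real arrays. In further splits chosen after the data had been seen, CIE and Ctrl were swapped only inside hybridization groups. The module means were compared in the same pairs by exact sign flips, likewise chosen after the data had been seen. Also added then were a choroid plexus score without Ttr, and fold changes of the lists and differences of the marker scores with each array of a time left out in turn. Module scores and figures were made with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9). The other brain regions of the paper were not analysed here.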

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

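The splits of the samples were planned, though the expected outcome of the planned ones was written down only after they had been run, and the tests of explanations in this part, with the splits that use a choroid plexus covariate or the hybridization groups, were chosen only after the result was seen.

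Several gene groups beyond the lists that the text of the paper names lay to one side of Ctrl in the CEA of CIE mice, the lists by camera with an estimated correlation. Genes that respond to glucocorticoids were higher at 0h (adjusted p = 0.00211, 26 of 26 genes positive) and at 8h (adjusted p = 2.64e-04, 26 of 26). Targets of the antioxidant factor Nrf2 were higher at 8h (adjusted p = 2.64e-04, 12 of 16 positive, median log2 fold change 0.28). Gclm and Srxn1 of this list also lie in lists made by the study. Genes of the cytosolic heat shock response were lower at 0h (adjusted p = 0.0277, 1 of 17 positive, median -0.12), with 0 called by limma, and not with the hybridization group as a block (adjusted p = 0.102). Probesets annotated to several haemoglobin genes were lower at 0h (median log2 fold change -1.61) and at 8h (median -1.77).

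The effect of CIE differed between times for a few genes. Between 0h and 72h and between 8h and 72h, 1 probeset passed over all probesets, that of Plin4 (differences of 2.26 and 2.36 on the log2 scale). Between 0h and 7d 5 passed, from Plin4, 9630013A20Rik, Rbm3, Cirbp and a probeset without a symbol, and between 8h and 7d 10, from Plin4, Nfkbia, Xdh, Mt1, Hif3a, Herpud1, Rbm3 and 9630013A20Rik. Between 0h and 8h, 1 of the 62 calls at 0h and 4 of the 79 calls at 8h differed when adjusted over those calls. With the hybridization group as a block, Plin4 passed between 8h and 72h, 0h and 7d, and 8h and 7d, and Rbm3 and 9630013A20Rik between 0h and 7d, while Plin4 between 0h and 72h (adjusted p = 0.0101) and the others did not.

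By random splits of the arrays, chance can be excluded for the calls at 0h (62, highest other split 32), at 8h (79, highest other 4), over the 4 times (120, highest other 28) and for the overlap of 0h and 8h (23, highest other 0). It cannot be excluded for the call at 7d (1, highest other 626), and at 72h there was no call to explain (0, highest other 0). For the differences between times there was none to explain between 0h and 8h (0, highest other 9), and chance can be excluded between 0h and 72h and between 8h and 72h (1 each, highest other 0), between 0h and 7d (5, highest other 3293, reached by 2 of 100 splits, the real one included) and between 8h and 7d (10, highest other 2014, reached by 3). Splits with many times the real count, as in the comparisons with 7d, point to a structure of the samples, and the first component of the residuals correlated at r = 0.917 with the choroid plexus score. These splits ignore the hybridization groups, and those for the differences between times were not repeated inside them. With the hybridization group as a block, the 1 call between 0h and 72h, Plin4, did not pass (adjusted p = 0.0101 from limma). Where CIE and Ctrl were swapped only inside these groups, with the block in the fit, chance can be excluded at 8h (45, highest other 3, over 32 splits), the 16 splits at 0h are too few for a share under 0.05 (27, highest other 2), and 0 probesets were called at 72h and 7d (highest other 0). For the gene lists it can be excluded with the preset correlation (53, highest other 53, reached by 2 of 100), but the median of the other splits was 30 calls and 0 of them called no list, so that a single call with the preset correlation carries little weight. It can be excluded with an estimated correlation (10, highest other 7). With the choroid plexus score as a covariate, it can be excluded at 0h (144, highest other 19) and 8h (117, highest other 5).

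In 6 of 106 groups of 6 mice, a mouse lay far from the others, and chance gives about 1 in 20. The gap to the nearest mouse over the range was 0.871 for the choroid plexus score of Ctrl replicate 52 at 72h, which was lowest. Ctrl replicate 8 at 8h was lowest in the choroid plexus score (0.669) and in Hbb-b2 (0.669), and highest in H2-D1 (0.763) and Mt1 (0.64). Gm11266 was highest in CIE replicate 23 at 8h (0.733).

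The choroid plexus markers rose and fell together over the arrays. Their median pairwise correlation was 0.989 after the group means had been removed, which is consistent with choroid plexus carried along in the dissection. Ttr lay at the top of the measured range (14.11 to 14.66), and without it the correlation was 0.991 and the calls kept below were 62 and 79 as well, while Folr1 ranged from 8.67 to 13.34 and Kl from 8.59 to 13.07 (log2). With 85.6% of the variance of the score within groups of the same condition and time, CIE and time are excluded as the whole cause. With the score as a covariate, 62 of the 62 calls at 0h and 79 of the 79 at 8h kept an adjusted p of 0.01 or less, which argues against choroid plexus content behind these calls.

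The fall of the haemoglobin probesets at 0h and 8h is not explained by choroid plexus content, since with that score as a covariate the log2 fold change nearest to 0 over the 4 probesets and both times was -1.42. Less blood left in the tissue and lower haemoglobin expression cannot be told apart. Alas2, an enzyme of red cell precursors, had a log2 fold change of -0.95 at 8h (adjusted p = 0.0158), while S100a9, a gene of neutrophils, had one of 0.43 (adjusted p = 0.364). With the hybridization group as a block, the calls of the haemoglobin probesets held at 8h and not at 0h (adjusted p of 0.0108 to 0.0204).

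The difference of 9630013A20Rik between CIE and Ctrl mice at 7d was not smaller with the choroid plexus score as a covariate (log2 fold change -1.96, adjusted p = 4.2e-06). With the oligodendrocyte marker score as a covariate it was -1.49 (adjusted p = 1.82e-04). Fewer cells with these myelin markers are thus excluded as the whole cause, and a part of the difference may still come from them. The score of oligodendrocyte precursors was not used as a covariate, so that fewer newly formed oligodendrocytes stay open. An effect of earlier ethanol exposure stays open, since a random split at 7d called 626 probesets and chance was not excluded for the call. With the hybridization group as a block the call also did not hold (adjusted p = 0.022), while the log2 fold change stayed at -1.72.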

How the results depend on the processing

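The choroid plexus alternatives, the hybridization group as a block, the pairs inside these groups and the lists with single arrays left out were chosen only after the result was seen, and all others were set before the data were examined. Of 41 single gene results, all kept direction in every setting run, and those past the threshold were 40 of 41 with a variance trend and robust prior, 36 with array weights, 32 of 32 in the probesets above the median of mean expression, 1 with the 12 arrays of a time, 39 after a further quantile normalization, 41 with the first residual component, 41 with the choroid plexus score, 32 without the arrays of low score and 21 with the hybridization group as a block. The counts below moved by more than 1.5 times, and except where noted the cause was not tested. Variance trend and robust prior: Ctrl 7d minus Ctrl 0h 5. Array weights: 8h 753, 72h 22, 7d 0, 0h minus 72h 4, 8h minus 72h 43, 8h minus 7d 40, Ctrl 72h minus Ctrl 0h 11, overlap of 0h and 8h 41, over time 2928, 0h calls that differ from 8h 0. Above the median of mean expression, which tests fewer probesets: 7d 0, 0h minus 7d 3. Fit of 12 arrays, which has fewer samples: 0h 4, 8h 2, 7d 0, overlap 0. First residual component, which by construction is unrelated to the groups and only lowers the spread: 0h 771, 8h 2247, 7d 90, 0h minus 8h 5, 0h minus 72h 23, 8h minus 72h 177, 0h minus 7d 85, 8h minus 7d 200, Ctrl 8h minus Ctrl 0h 426, Ctrl 72h minus Ctrl 0h 62, Ctrl 7d minus Ctrl 0h 89, overlap 386, over time 3110, 8h calls that differ from 0h 13. Choroid plexus score as covariate: 0h 144, 7d 3, 0h minus 8h 5, 0h minus 72h 2, 8h minus 72h 8, 0h minus 7d 67, 8h minus 7d 73, Ctrl 72h minus Ctrl 0h 26, Ctrl 7d minus Ctrl 0h 61, over time 304, 8h calls that differ from 0h 12. Without the 10 arrays of low score: 0h 266, 8h 258, 7d 0, 0h minus 8h 1, 0h minus 7d 22, Ctrl 72h minus Ctrl 0h 16, Ctrl 7d minus Ctrl 0h 43, overlap 74, over time 804, 0h calls that differ from 8h 0. Hybridization group as a block, which leaves fewer degrees of freedom and gives Ctrl replicate 2 at 0h no weight: 0h 27, 8h 45, 7d 0, 0h minus 72h 0, 0h minus 7d 3, 8h minus 7d 1, overlap 13, over time 66. Adjusted p of 0.05 or less: 0h 193, 8h 165, 7d 2, 0h minus 72h 9, 8h minus 72h 3, 0h minus 7d 22, 8h minus 7d 28, Ctrl 72h minus Ctrl 0h 10, Ctrl 7d minus Ctrl 0h 24, overlap 54, over time 288.

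Of 53 list calls, 10 held with a correlation estimated from the residuals, 49 with the mean of the probesets of a gene, 47 with the hybridization group as a block and 42 with the choroid plexus score as covariate, under which the choroid plexus list itself turned direction at 7d (adjusted p = 0.742), as its own signal is then removed. With each array of a time left out in turn, the median fold change kept its sign in 53 of the 53 calls, and in 36 never fell by more than 1.5 times. For the module genes, adjusted p fell to the threshold of 0.05 or under with the first principal component (salmon 0h 0.00866, 8h 0.00866), without haemoglobin and Alas2 (salmon 0h 0.0476, 8h 0.0173, 7d 0.0433) and with the choroid plexus score removed (salmon 8h 0.0346, 7d 0.0231, tan 0h 0.0231, 8h 0.0173), and the cause was not tested. Leaving out Ugt1a genes left the tan scores unchanged, since none of the measured tan genes belongs to them. In that setting the tan sheet at 8h had an adjusted p of 0.0476, against 0.0779. The exact permutation p before adjustment was 0.0195 in both, so that only the adjustment differed. The groups compared share no replicate numbers. Of the calls, 26 of 62 at 0h and 45 of 79 at 8h held with the hybridization group as a block, which pairs 5 CIE with 5 Ctrl mice at 0h and 6 with 6 at the other times, and 8 of the 10 list calls with an estimated correlation held with it. For the module means, sign flips of the paired differences gave adjusted p of 0.214 (salmon at each time, tan at 0h, 8h and 7d) and 0.375 (tan 72h). With so few pairs, 1 test alone could not pass after adjustment over the 8 tests, so these values decide little. Signal over background limits genes of low expression, and 6 arrays per group limit the precision.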

Other observations

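Every test of an explanation in this part was chosen only after the result was seen, and the comparisons of lists and of Ctrl mice between times were planned. Genes of cholesterol synthesis lay below Ctrl in CIE mice at 0h and 8h. Of 17 measured genes 1 was positive at each time, with medians of -0.23 and -0.23 on the log2 scale, 1 was lower at 0h by limma (2 when adjusted over the list alone) and 0 at 8h (2 over the list alone), and camera gave adjusted p of 3.39e-09 and 7.66e-09 (0.0766 and 0.084 with an estimated correlation). Clock genes were higher at 0h by camera (adjusted p = 8.53e-04, and 0.107 with an estimated correlation), with 0 of 17 called by limma and 4 over the list alone. Genes of ethanol metabolism were lower at 0h (adjusted p = 0.044, and 0.516 with an estimated correlation), and splicing factors lower at 0h (0.0109, and 0.61, and 0.0648 with the hybridization group as a block) and higher at 72h (0.0129, and 0.614). Immediate early genes were not called at any time (lowest adjusted p 0.464).

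Lists of cell types and receptors were called with the preset correlation but not with an estimated one. CEA neuropeptides, among them Crh and Penk, were higher at 0h (10 of 10 positive, median 0.80, adjusted p = 7.26e-04, and 0.551 with an estimated correlation) and 7d (8 of 10, adjusted p = 0.0011, and 0.585), and markers of striatal neurons at 0h (adjusted p = 9.57e-06, and 0.141), 8h (0.0174, and 0.608) and 72h (4.11e-08, and 0.0629). Markers of glutamatergic neurons of neighbouring areas were lower at 72h (0.00771, and 0.585). Receptors and enzymes of GABA were higher at 0h (0.00176, and 0.51), 8h (0.0218, and 0.622), 72h (0.00719, and 0.595) and 7d (0.0365, and 0.623), and glutamate receptors at 0h (0.0174, and 0.622), 8h (0.00746, and 0.61) and 7d (0.0476, and 0.698, and 0.0508 with the hybridization group as a block). Astrocyte markers were higher at 8h (0.0218, and 0.622), oligodendrocyte markers at 8h (0.0229, and 0.742) and microglial markers at 72h (0.00613, and 0.733). Endothelial and mural markers were lower at 0h (0.00773, and 0.551), blood cell genes lower at 0h (0.044, and 0.309, and 0.0898 with the block) and higher at 7d (0.0476, and 0.318, and 0.051 with the block), and oligodendrocyte precursors were not called (lowest adjusted p 0.191). Cholesterol synthesis was also lower at 72h (0.0288, and 0.623).

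Ctrl mice differed between times in a few genes, named after their values were seen. From 0h to 72h, Hsp90b1 and Derl3, both of the endoplasmic reticulum, changed by -0.72 and -1.29 and the chemokine Ccl5 by 1.62, among 4 probesets called by limma. From 0h to 7d, Ddit4l, Derl3 and the interferon-induced genes Gbp6 (-1.89), Cxcl9 (-2.47), Igtp (-1.84) and Iigp1 (-1.75) were lower and Gpr17 (1.41) and Hirip3 (0.27) higher, among 10. With the hybridization group as a block Gbp6, Cxcl9, Igtp, Iigp1 and Hirip3 did not pass (adjusted p = 0.0413, 0.053, 0.064, 0.0413 and 0.0221). From 0h to 8h limma called 0, beside 2232 at an unadjusted p under 0.05. By random splits of the arrays, chance can be excluded at 72h (4, highest other split 0) and 7d (10, highest other 3), and at 8h there was no call to explain (0, highest other 107, which points to a structure of the samples). The splits of Ctrl mice ignore the hybridization groups and were not repeated inside them.

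Glucocorticoid signalling may underlie part of the stress genes at 0h and 8h. Of the 26 genes of the list, 16 lie in lists made by the study. The other 10 were positive in 10 of 10 at both times, with medians of 0.27 and 0.28, and camera with an estimated correlation gave p of 0.0172 at 0h and 0.00279 at 8h. No hormone level was analysed here, and a rise from the stress of withdrawal cannot be separated from one by ethanol itself.

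Lower body temperature is a candidate explanation for the rise of Cirbp and Rbm3, the 2 genes of the cold-inducible list, both higher at 0h and 8h (2 over the list alone at each time). Heat shock genes were lower at 8h with an adjusted p of 0.00124 (Dnajb1 by limma, adjusted p = 0.0108 with the hybridization group as a block, 2 over the list alone), but of 0.0981 with an estimated correlation, and the second probeset of Rbm3 moved the opposite way at 0h (-1.40 against 0.33), so that the question stays open. Body temperature was not analysed here.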
